# Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis

**DOI:** 10.1016/j.ebiom.2025.105739

**Published:** 2025-05-08

**Authors:** Ming-lu Ji, Jia-nan Wang, Ming-fei Wu, Chuan-hui Xu, Meng-meng Zhang, Wen-bao Chang, Xin-fei Mao, Chao Li, Ju-tao Yu, Dan-feng Zhang, Xiao-guo Suo, Shao-xi Diao, Nan-nan Ma, Ying Chen, Rui Hou, Hao Lu, Shuai-shuai Xie, Yu-hang Dong, Qi Zhu, Xin Chen, Tao Xu, Wei Shao, Juan Jin, Jia-gen Wen, Xiao-wu Dong, Wen-bin Wang, Jin-xin Che, Xiao-ming Meng

**Keywords:** Stat3, Histone modification, Pyroptosis, Renal injury, PROTAC

## Abstract

**Background:**

Acute kidney injury (AKI) is a critical clinical syndrome with high morbidity, mortality, and no effective treatment in clinical practice. The role of the Signal Transducer and Activator of Transcription 3 (Stat3) in AKI remains controversial, and its complex regulatory mechanisms must be further explored.

**Methods:**

We generated renal tubular epithelial cells Stat3 conditional knockout (cKO) mice and used them in cecal ligation and puncture (CLP) and ischaemia-reperfusion (I/R) induced AKI models. Additionally, proteolysis-targeting chimaera (PROTAC) compound E034 was designed and synthesised. We also utilised human kidney tissues, mouse renal tubular epithelial cells (mTECs) and HK-2 cells for further studies, including immunohistochemistry, Western blot analysis, Real-time PCR, chromatin immunoprecipitation (ChIP) and RNA sequencing, scanning electron microscopy (SEM) and Co-Immunoprecipitation (Co-IP) assay.

**Findings:**

An upregulation of total Stat3 protein was observed in AKI mouse models, which correlated with patient biopsy results. This increase may be attributed to histone H3K27 acetylation. Stat3 knockout in renal tubular epithelial cells significantly reduced AKI injury and inflammation in mice. Mechanistically, Stat3 induces the transcription of tripartite motif-containing protein 21 (Trim21), triggering a cascade that activates gasdermin D (Gsdmd), resulting in pyroptosis. Administration of E034, which selectively targets Stat3 for ubiquitination and degradation, significantly alleviated renal injury in a low-dose, single-dose regimen.

**Interpretation:**

In the context of renal injury, PROTAC emerges as a promising modality by explicitly targeting the Stat3/Trim21/Gsdmd axis, which our study has identified as a potential therapeutic target, potentially endowing clinically significant therapeutic strategies.

**Funding:**

This work was supported by the National Key R&D Program (2022YFC2502503), the 10.13039/501100001809National Natural Science Foundation of China (No. 82270738), the 10.13039/501100001809National Natural Science Foundation of China (No. 82400806) and the Graduate Research and Practice Innovation Project of Anhui Medical University (YJS20230059).

**Research in context**

**Evidence before this study**

AKI is a severe clinical syndrome characterised by high morbidity and mortality, with no effective treatments currently available. Phosphorylation of Stat3 up-regulates the transcriptional upsurge of key AKI-related molecules, playing a crucial role in AKI development. However, besides phosphorylated Stat3, other post-translational modifications of Stat3 may also influence its transcription factor function. The upregulation of total Stat3 protein has been suggested as a pivotal factor in AKI, yet exploration from this perspective remains scarce. Current small-molecule drugs targeting Stat3 phosphorylation also have non-negligible drawbacks.

**Added value of this study**

Using Stat3 conditional knockout model animals, our study elucidated the pro-inflammatory and pyroptosis-inducing effects of Stat3 in AKI and the underlying mechanism. We introduced the PROTAC compound E034 as an innovative approach. E034 selectively degrades Stat3 via ubiquitination, an innovative mechanism in AKI treatment. In *in-vivo* experiments, a single, low-dose administration of E034 effectively reduces renal damage. Pre-clinical studies further demonstrate its potential in alleviating kidney injury and pyroptosis, offering a strategy for targeting Stat3 and highlighting the superiority of PROTAC-based therapy over traditional methods.

**Implications of all the available evidence**

This study significantly deepens our understanding of AKI pathophysiology, especially the Stat3 pathway and its regulation. Clinically, it provides a promising therapeutic avenue for patients with AKI, filling a critical void in existing treatments. The discovery of E034 may inspire another treatment protocol, improving patient prognosis and reducing the high morbidity and mortality associated with AKI. Future research could focus on the long-term effects of E034, its safety in more significant patient populations, and its combination with other therapies, which may reshape the clinical management strategies for AKI.

## Introduction

Acute kidney injury (AKI) is a critical clinical syndrome characterised by abrupt deterioration of renal function. It is associated with significant morbidity, mortality, and poor prognosis, exerting a pervasive impact on nearly every body system.^1^^,^^2^ Its multifactorial aetiology involves ischaemia-reperfusion (I/R) injury,^3^ sepsis,^4^^,^^5^ exposure to nephrotoxic agents,^6^ and use of contrast media,^7^ among other factors. Hallmark pathological manifestations of AKI include renal tubular epithelial apoptosis, inflammatory cell infiltration, and mitochondrial oxidative stress.^8^, ^9^, ^10^ Presently, no effective AKI prevention or cure exists in clinical practice.

Signal transducer and activator of transcription protein 3 (Stat3) orchestrate many intracellular signalling cascades, exerting a pivotal influence on cellular processes such as proliferation, differentiation, and apoptosis.^11^^,^^12^ Several studies have established that inhibiting the phosphorylation-dependent activation of Stat3 can significantly ameliorate both the acute and chronic phases of renal injury.^13^, ^14^, ^15^ However, recent evidence indicates other post-translational modifications are also crucial for its transcriptional activity, and conflicting views exist on the role of Stat3 in AKI.^16^, ^17^, ^18^ This gap has sparked profound interest and highlighted the need for further research.

Interestingly, our investigation revealed that in AKI mouse models and human renal biopsy tissues, there is not only an upregulation of the phosphorylation state of Stat3 but also a significant induction of its total protein expression, which is predominantly localised in renal tubular cells. To delve deeper into the impact of total Stat3 protein changes on AKI, we generated a conditional knockout (cKO) mouse model of renal tubular epithelial cells lacking Stat3 rather than commonly used methods inhibiting Stat3 phosphorylation activation. Furthermore, we engineered proteolysis-targeting chimaera (PROTAC) designed to degrade Stat3. These findings advance our understanding of the role of Stat3 in AKI and may pave the way for targeted Stat3 therapies for clinical AKI treatment.

## Methods

### Experimental design

The objectives of this study were to examine the role of Stat3 in the pathogenesis of AKI and to elucidate the underlying mechanisms. To achieve these objectives, we designed a study utilising human kidney tissues, two mouse models of AKI, and *in vitro* models of renal tubular cell injury to ascertain the role of Stat3. Patients with AKI and acute tubular necrosis, confirmed by renal biopsy, were enrolled at the Second Affiliated Hospital of Anhui Medical University. Nontumor kidney tissue from patients who underwent nephrectomy due to renal cell carcinoma was used as a standard control for analysing Stat3 expression in kidney tissues. We endeavoured to use littermates for the animal studies, which aids in randomisation. The sample size for the animal studies was based on our experience with similar studies. The sample size (n) for each experimental group is indicated in the figure legends, with approximately six mice per group. Within the littermate groups, AKI was induced by exposure to cecal ligation and puncture (CLP) and I/R in mice with or without Stat3 expression. PROTAC, designated E034, was designed and synthesised to intervene in the AKI model. For cell studies, a minimum of three experimental replicates were conducted in Mouse tubular epithelial cells (mTECs) and HK-2 with knockdown or overexpression of Stat3. The number of replicates is presented in the figure legends. Two independent, blinded pathologists performed all immunohistochemical quantifications. Statistical tests were selected based on the variables' nature, the data distribution assumptions, and the effect size.

### Reagent validation

All reagents used in this study, including antibodies and cell lines, were commercially sourced. Antibody information, including catalogue numbers, vendors and Research Resource Identifier (RRID), is provided in Table S1. The full Western blot membranes for antibody specificity detection are shown in Figures S16–S23. The detailed documentation of reagent validation is available in Table S2. Source Information for Model Organisms is shown in Table S3. Cell lines were authenticated through STR profiling, and the STR results are included in Table S4 and the files ‘mTECs STR Identification’ and ‘HK-2 STR Identification’. The sh RNA and si RNA sequences used are shown in Table S5. The primer sequences used are shown in Table S6.

### Ethics statement

All animal experiments conducted at Anhui Medical University, China, were approved by the Animal Experimentation Ethics Committee and performed following the Guide for the Care and Use of Laboratory Animals (Approval number: LLSC20232176). All experiments with human samples were approved by the Biomedical Ethics Committee of Anhui Medical University (Approval number: 83243416).

### Human specimens

Stat3 expression was evaluated via immunohistochemistry in tissue samples from 4 patients with AKI and 4 paracancerous kidney tissue biopsies from renal carcinoma patients. Para-carcinoma samples were derived from patients undergoing renal cell carcinoma resection, with histopathological confirmation of non-tumorous tissues located ≥2 cm from the tumour margin to exclude malignant infiltration. In contrast, samples were collected from patients meeting KDIGO criteria for AKI, supported by clinical and laboratory evidence of acute renal dysfunction. Sex (male/female), self-reported by participants and recorded in medical records, was collected as a demographic variable. No sex-specific inclusion/exclusion criteria were applied; the cohort comprised both male and female individuals. Demographic data included: for the para-carcinoma group, 2 males and 2 females (range 45–67 years, all East Asian); and for the AKI group, 3 males and 1 female (range 44–74 years, all East Asian). All samples were retrospectively collected from the Second Affiliated Hospital of Anhui Medical University between March 2024 and March 2025, anonymised, and approved by institutional ethics committees. For detailed information, please refer to Table S7. The study adhered to the Declaration of Helsinki, with written informed consent obtained from all participants, and focused on Stat3 expression in renal injury contexts.

### Animal studies and generation of kidney-specific Stat3 knockout mice

6–8-week-old male C57BL/6 mice (approximately 20–22 g in weight) were provided by the Experimental Animal Centre of Anhui Medical University. In most studies on AKI in mice, male mice have been the preferred subject because of the observed delay in the onset of renal impairment in female mice in the murine model of AKI.^19^ Only male mice were included to ensure consistency, excluding females to control for sex-related biological differences in disease progression. Sex was confirmed by physical examination upon receipt and recorded in study logs.

Methods for CLP- and I/R-induced AKI were derived from previous reports.^20^, ^21^, ^22^ 1) CLP-Induced AKI: C57 mice were anaesthetised via intraperitoneal injection of sodium pentobarbital (50 mg/kg). The abdomen was sterilised, and the skin and peritoneum were incised to expose the caecum. The caecum was doubly ligated with a 4/0 silk suture at a point one-third away from its distal end. An 18G needle was then used to create 2–3 punctures in the ligated segment, and the caecum was gently squeezed to ensure spillage of intestinal contents. After repositioning the caecum, the abdominal wall was sutured layer by layer. Postoperatively, mice received subcutaneous injections of physiological saline (10 mL/kg) for fluid resuscitation. Early success criteria for modelling: At 24 h post-surgery, animals exhibited typical septic symptoms, including hypothermia (<35 °C), lethargy, reduced activity, piloerection, and loss of appetite. Additionally, serum creatinine (CRE) and blood urea nitrogen (BUN) levels were ≥2-fold higher than preoperative baselines or histological examination of kidney tissues revealed tubular dilation, brush border loss, and luminal casts, confirming successful AKI induction. 2) I/R-Induced AKI: C57 mice were anaesthetised, and bilateral dorsal lumbar incisions were made to expose the renal arteries. Non-traumatic vascular clamps were applied to occlude the renal arteries for 40 min, followed by reperfusion upon clamp removal. The abdominal wall was sutured layer by layer, and postoperative subcutaneous fluid resuscitation was performed. Sham-operated mice underwent the same procedure but with renal artery exposure only (without clamping). Early success criteria for modelling: At 24 h post-reperfusion, animals displayed oliguria or anuria, and serum CRE and BUN levels were ≥1.5-fold higher than those in sham-operated controls, indicating significant renal dysfunction. Histological analysis of kidney tissues confirmed AKI with findings of swelling and necrosis of tubular epithelial cells and numerous casts within the renal tubules.

For adeno-associated virus serotype 9 (AAV9)-mediated Stat3 knockdown or overexpression in mice, adeno-associated viruses were obtained from Hanbio (Shanghai, China). The Stat3 silencing sequence has been reported previously.^23^ At least six mice were included in each group.

Since global Stat3 knockout is embryonically lethal, we generated a Stat3 cKO mouse line (C57BL/6 background) in which Stat3 is specifically depleted in distal convoluted tubules and collecting duct. Stat3^flox/flox^ (FF) mouse lines were constructed by Shanghai Model Organisms Centre, Inc. (Shanghai, China). Stat3 cKO mice were generated by mating Stat3^flox/flox^ mice with mice expressing Cre recombinase under the control of a kidney-specific promoter (cadherin-16). All mice were genotyped by PCR before and after the experiments.

### Cell lines and culture conditions

For cell culture studies, the human HK-2 cell line (purchased from Procell) underwent recent STR profiling by the vendor, with accompanying certification provided (see uploaded STR reports)—the murine renal tubular epithelial cell line (mTECs), immortalised and gifted by the HY.Lan Lab (The Chinese University of Hong Kong) was tested for STR identity and mycoplasma contamination by Shanghai Biowing Applied Biotechnology Co. Ltd. Both cell lines showed confirmed genetic authenticity and negative mycoplasma results, with detailed reports from the testing companies included as Supplementary material. mTECs and HK-2 were cultured in HyClone Dulbecco's modified Eagle's medium (DMEM)/F12 containing 5% foetal bovine serum (FBS) under 5% CO_2_ condition. The silencing and overexpression experiments of Stat3 and Trim21 were conducted by transfecting cells with specific sh RNA, si RNA and overexpression plasmids, respectively (The corresponding sequences are shown in Table S5). After overnight starvation in DMEM/F12 medium with 0.5% FBS, cells were treated with LPS (20 μg/mL) for 24 h or subjected to an anoxic condition featuring 94% nitrogen, 5% CO_2_, and 1% O_2_ for 12 h, followed by exposure to 5% CO_2_ condition for 3 h to establish an anoxic reoxygenation (H/R) model.

### Renal histology and immunohistochemistry

Paraffin-embedded mouse kidney sections of 4 μm in thickness were prepared using a standard procedure, including fixation, dehydration, waxing, and embedding. Periodic acid-schiff (PAS) and haematoxylin and eosin (H&E) staining were performed, followed by light microscopy histological examinations. The extent of tubular damage, including tubular dilation, atrophy, and cast formation, was assessed by three experienced renal pathologists blinded to the experimental groups. The scoring criteria were as follows: 0 = normal; 1 = 10%; 2 = 10–25%; 3 = 26–50%; 4 = 51–75%; 5 = 76–95%; 6 = more than 96%.

Immunohistochemical staining was performed according to the manufacturer's instructions. Antibodies specific for Stat3, Trim21, and F4/80 were incubated overnight at 4 °C, followed by a 1-h incubation with secondary antibodies at 22–26 °C. After staining with diaminobenzidine (DAB) and counterstaining with haematoxylin, the immunoreactivity of the sections was visualised under a microscope (Olympus IX83, Japan).

### Western blot analysis

Protein lysates from the kidney tissues and cultured cells were prepared according to standard protocols. Western blot analysis was performed as previously described.^21^^,^^24^, ^25^, ^26^ The primary and secondary antibodies used in this study have been described previously. Signals were detected using the Odyssey infrared imaging system. The results were quantitatively analysed using the ImageJ software.

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from cells or tissues using AG RNAex Pro Reagent, following the manufacturer's instructions. Real-time PCR was performed using 2× SYBR Green Pro Taq HS Premix∗ on Opticon 2 real-time PCR detection system (Bio-Rad) using CFX96 real-time RT-PCR detection system, as stated in our team's published article.^27^ The primers used in this study are listed in Supplementary Table S6.

### Immunofluorescence

Embedded kidney tissue sections (4-μm thick) were dewaxed and returned to room temperature after antigen retrieval using 1 × EDTA working solution diluted from 50 × EDTA repair solution (pH = 8.0). Alternatively, the cells were attached to coverslips and fixed with paraformaldehyde. The samples were incubated overnight with the desired primary antibodies in a 10% bovine serum albumin (BSA) solution. After washing with phosphate-buffered saline (PBS), the samples were incubated for 2 h at room temperature with both goat anti-rabbit IgG-rhodamine and goat anti-mouse IgG-rhodamine secondary antibodies (Bioss Biotechnology, Beijing, China). The tissue sections and cells were counterstained with DAPI and visualised using a fluorescence microscope (Leica, Bensheim, Germany).

### Cell viability assay

Cell viability was determined using the MTT assay based on the purple formazan product formation principle by mitochondrial dehydrogenase in viable cells. Briefly, mTECs were seeded in 96-well plates and cultured with different known concentrations of MM-102, C646, and E034 for 24 h. Subsequently, 5 mg/mL MTT solution was added to each well, and the cells were incubated at 37 °C for 4 h. After incubation, the supernatant was removed, and 150 μL of DMSO was used to dissolve formazan crystals. Optical density (OD) was measured at a wavelength of 492 nm (Multiskan MK3; Thermo Fischer Scientific Corp).^28^^,^^29^

### Chromatin immunoprecipitation (ChIP) assay

The manufacturer's protocol was followed to prepare cell samples for analysis. SimpleChIP® Enzymatic Chromatin IP Kit was used to perform the ChIP assay. During immunoprecipitation, the following antibodies were used: rabbit monoclonal antibody specific for p-Stat3, rabbit monoclonal antibody specific for H3K27ac, mouse polyclonal antibody specific for P300, mouse polyclonal antibody specific for Cbp and normal rabbit IgG as a negative control for non-specific binding. Subsequently, a set of specific primers was used to purify the immunoprecipitated DNA, which was analysed using PCR to quantify enriched target DNA sequences.

### Co-Immunoprecipitation (Co-IP) assay

NP40 lysis buffer was added to the cells to prepare the samples. Rabbit anti-Trim21 antibody was added to bind the target protein. The mixture was incubated with rotation at 4 °C for 16 h. Protein A/G magnetic beads were used to capture the antibody–protein complexes. The captured proteins were eluted, and the presence of Trim21 was analysed by western blotting.

### Scanning electron microscopy (SEM)

The cells were cultured on 10-mm diameter glass slides in 1 mL of F12 medium containing 5% serum in 24-well plates. The samples were fixed with an electron microscope fixative solution (2.5% glutaraldehyde) for 4–12 h. The samples were rinsed in PBS and soaked in fresh PBS at room temperature for 10 min. This process was repeated three times. The solution was aspirated, and the samples were washed in 30%, 50%, 70%, 80%, and 90% ethanol at 4 °C for 5 min each. The solution was aspirated, 100% ethanol was added, and the samples were soaked at 4 °C for 10 min. This process was repeated twice. Critical point drying was immediately performed on the samples. After gold sputtering, images were collected using a microscope. The instruments used in the experiment were obtained from the Electron Microscopy Centre of Anhui Medical University. They included a scanning electron microscope (Gemini SEM 300, Carl Zeiss, Germany), a critical point dryer (QUORUM K850, Quorum, UK), and an ion sputterer (Cressington 108 Auto, Cressington, UK).

### Synthesis process for E034

Intermediate 3 was synthesised by subjecting raw material 1 and raw material 2 to Castro-Stephens coupling reaction, followed by de-BOC protection. Subsequently, Intermediate 3 was combined with raw material 4 in an acid-amine condensation reaction and de-BOC protection to yield Intermediate 5, which was then reacted with raw material 6 in an acid-amine condensation reaction to produce Intermediate 7, which was further derivatised through a deethylation reaction to yield degrader E034 (48.5 mg, white solid, yield: 55%, purity: 99.02%). Common chemicals were sourced from commercial suppliers and used as received without additional purification. The progression of the reactions was tracked using analytical thin-layer chromatography (TLC) on silica gel HSGF254 plates (Qingdao Haiyang Chemical Plant, China). Column chromatography was carried out using silica gel (200–300 mesh) obtained from Qingdao Dingkang Chemical Inc. 1H NMR, 19F NMR, and 31P NMR spectra were recorded in DMSO-d6 solution using Bruker 400 MHz NMR instrument (Bruker, Germany). Mass spectra were acquired using a QE Plus Hybrid Orbitrap high-resolution mass spectrometer (Thermo Fisher Scientific, USA). HPLC spectra were measured by an Agilent 1260 Series System equipped with a Cosmosil 5C18-AR-Ⅱ column (4.6 mm × 250 mm). Structural identification data are provided in Figures S9a and S10a–e.

### Statistical analysis

Data are expressed as mean ± standard error of the mean (SEM). The two-tailed Student's t-test was employed to compare the two groups. One-way ANOVA was utilised for analyses involving multiple groups. For multiple-group comparisons, the Kruskal–Wallis test was utilised. Statistical significance was set at a P-value of less than 0.05. Graphs were created using GraphPad Prism 5.0 (GraphPad Software Inc.).

### Role of the funding source

Funders had no role in the study design, data collection, data analyses, interpretation, or writing.

## Results

### Acetylation at H3K27 drives Stat3 upregulation

The prevailing view is that the phosphorylation-induced nuclear translocation of Stat3 modulates the transcription of downstream effectors, thereby precipitating renal injury. However, our research revealed an augmented expression of Stat3 not only at the phosphorylated protein level but also in terms of mRNA and total protein in mouse models of AKI induced by CLP and I/R injury (Fig. 1a–d and Figure S1a–b). Immunohistochemical analysis of renal biopsies from patients with AKI substantiated these findings (Fig. 1e). Using double immunofluorescence staining with markers specific to distinct segments of renal tubular epithelial cells (lotus tetragonolobus lectin [LTL] for proximal tubules, Calbindin for distal tubules, and dolichos biflorus agglutinin [DBA] for collecting ducts), we localised Stat3 and phosphorylated Stat3 predominantly in these cells (Fig. 1f–g and Figure S1c–d). *In vitro* studies using mTECs further corroborated these observations, demonstrating the upregulation of Stat3 mRNA, total protein, and phosphorylated protein under the influence of lipopolysaccharide (LPS) and hypoxia/reoxygenation (H/R) condition, mirroring the *in vivo* scenario (Fig. 1h–k and Figure S1e–f).

**Fig. 1:**
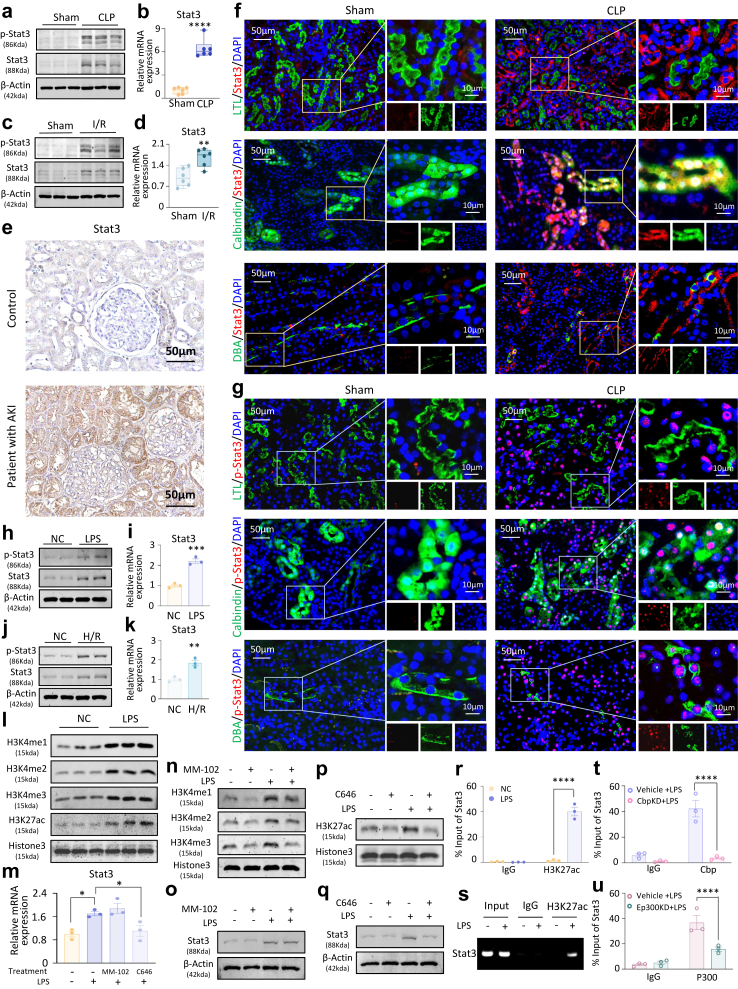
**Stat3 and p-Stat3 are markedly induced by H3K27ac modification in renal tubular cells of patients with AKI and CLP- and I/R-induced mouse models**. (a) Western blot analysis of Stat3 and p-Stat3 proteins in a CLP-induced AKI mouse model (n = 6). (b) Real-time PCR analysis of Stat3 mRNA levels in the CLP-induced AKI mouse model (n = 6, t-test). (c) Western blot analysis of Stat3 and p-Stat3 proteins in an I/R-induced AKI mouse model (n = 6). (d) Real-time PCR analysis of Stat3 mRNA levels in the I/R-induced AKI mouse model (n = 6, t-test). (e) IHC staining for Stat3 in patients with AKI (Scale bar = 50 μm). (f–g) Immunofluorescence staining for Stat3 and p-Stat3 with LTL, Calbindin, and DBA in the CLP-induced AKI mouse model (Scale bar = 50 μm and 10 μm; n = 6). (h) Western blot analysis of Stat3 and p-Stat3 proteins in mTECs treated with LPS (n = 3). (i) Real-time PCR analysis of Stat3 mRNA levels in LPS-treated mTECs (n = 3, t-test). (j) Western blot analysis of Stat3 and p-Stat3 proteins in mTECs subjected to H/R treatment (n = 3). (k) Real-time PCR analysis of Stat3 mRNA levels in H/R-treated mTECs (n = 3, t-test). (l) Western blot analysis of H3K4me1, H3K4me3, H3K27ac, and Histone 3 proteins in LPS-treated mTECs (n = 3). (m) Real-time PCR analysis of Stat3 mRNA levels after treatment with MM-102 and C646 following LPS induction (n = 3, one-way ANOVA). (n–o) Western blot analysis of H3K4me1, H3K4me2, H3K4me3, and Stat3 proteins after treatment with MM-102 following LPS induction (n = 3). (p–q) Western blot analysis of H3K27ac and Stat3 proteins after treatment with C646 following LPS induction (n = 3). (r–s) ChIP assay for the binding of H3K27ac to Stat3 (n = 3, one-way ANOVA). (t) ChIP assay for the binding of Cbp to Stat3 (n = 3, one-way ANOVA). (u) ChIP assay for the binding of P300 to Stat3 (n = 3, one-way ANOVA). (Data are presented as mean ± SEM; ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001).

To clarify Stat3 upregulation in AKI, we conducted an in-depth investigation using the UCSC Genome Browser database (https://genome.ucsc.edu/). The promoter region of the Stat3 gene is subjected to epigenetic modifications, including methylation at lysine 4 (H3K4me) and acetylation at lysine 27 (H3K27ac) on histone H3. Consistently, we observed significant increase in the levels of H3K4me1, 2, 3, and H3K27ac modifications in both the CLP-induced AKI mouse models (Figure S2a) and LPS-induced mTECs *in vitro* (Fig. 1l). *In vitro*, we screened the optimal working concentrations of the methylation inhibitor MM102 and the acetylation inhibitor C646 (Figure S2b–g). After treatment, we observed a lack of acetylation modification at H3K27 rather than methylation at H3K4, which significantly diminished the upregulation of Stat3 mRNA and total protein levels (Fig. 1m–q). Furthermore, the ChIP assay confirmed more H3K27 acetylation in the AKI state (Fig. 1r–s). Further investigations revealed that silencing the histone acetyltransferase (HAT) P300/Cbp-encoding genes Ep300 and Crebbp by siRNAs led to a significant downregulation of Stat3 mRNA expression levels in renal tubular cells (Figure S2h–k). Concurrently, ChIP assays demonstrated that the silencing of P300 or Cbp protein expression markedly reduced their binding affinity to the promoter region of the Stat3 gene (Fig. 1t–u).

These findings suggest that in renal tubular cells, P300/Cbp enhances Stat3 gene transcriptional activity by catalysing the acetylation of histone H3 at lysine 27, thereby promoting chromatin remodelling. Specifically, the P300/Cbp-mediated H3K27 acetylation likely operates through the following mechanisms: First, P300/Cbp is recruited to the regulatory regions of the Stat3 gene, where it acetylates the H3K27 residue, alleviating chromatin repression; second, this epigenetic modification event enhances the binding efficiency of transcription factors to the Stat3 gene promoter, ultimately leading to elevated Stat3 transcription and a subsequent increase in its total protein expression.

### Stat3 cKO mitigates renal injury and inflammation

To elucidate the specific contributions of Stat3 in the context of AKI, we generated renal tubular epithelial cell Stat3 cKO mice (Fig. 2a–b and Figure S3a–d). Upon knockout of Stat3, our analyses revealed a profound reduction in CRE and BUN levels following CLP-induced AKI (Fig. 2c–d). Targeted deletion of Stat3 significantly suppressed the expression of renal injury markers, including kidney injury molecule-1 (Kim1) and lipocalin-2 (Lcn2) (Fig. 2e and f, Figure S3e). Furthermore, activation of the NF-κB signalling pathway, a critical mediator of inflammatory responses, was substantially attenuated in Stat3 cKO mice (Fig. 2g). In addition, the mRNA expression levels of the chemokine monocyte chemoattractant protein-1 (Mcp-1) and the inflammatory cytokine tumour necrosis factor-α (Tnf-α) were significantly reduced in the renal tissues of Stat3 cKO mice (Fig. 2h). Histopathological assessment demonstrated a marked reduction in renal tubular dilation and glycogen deposition, compared with the Stat3^flox/flox^ mice (Fig. 2i and Figure S3f). There was a noticeable decrease in F4/80+ macrophage infiltration in the kidneys of Stat3 cKO mice (Fig. 2j).

**Fig. 2:**
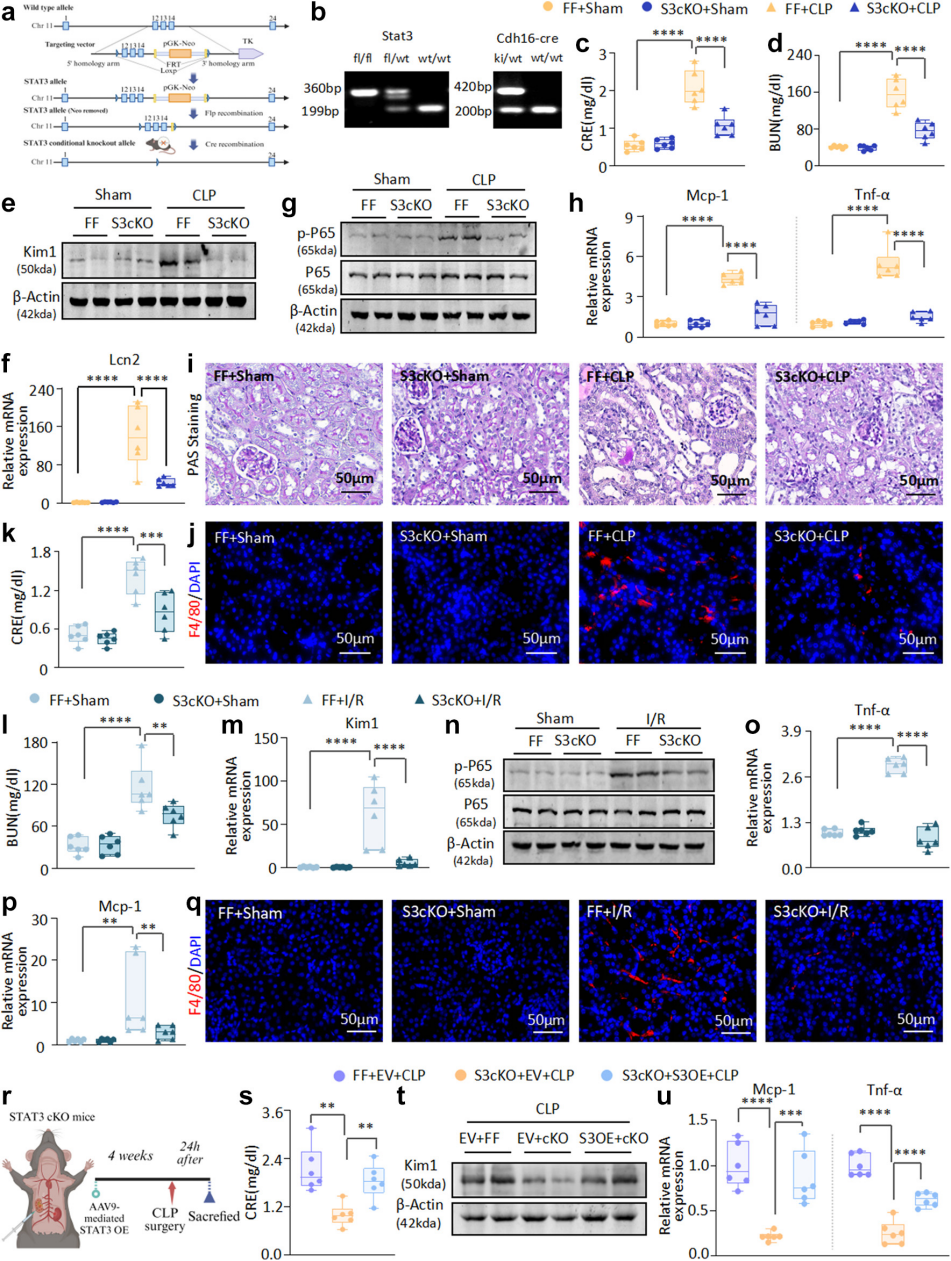
**Conditional knockout of Stat3 in renal tubular epithelial cells alleviates CLP- and I/R-induced kidney injury and inflammation in mice**. (a) The schematic diagram for constructing a mouse model with conditional knockout of Stat3 in renal tubular epithelial cells. (b) Validation of successful construction of Stat3 conditional knockout in renal tubular epithelial cells using agarose gel electrophoresis. (c–d) Serum CRE and BUN in the CLP-induced AKI mouse model with or without conditional knockout of Stat3. (e) Western blot analysis of Kim1 in the CLP-induced AKI mouse model. (f) Real-time PCR analysis of Lcn2 mRNA levels in the CLP-induced AKI mouse model. (g) Western blot analysis of p-P65 and P65 in the CLP-induced AKI mouse model. (h) Real-time PCR analysis of Mcp-1 and Tnf-α mRNA levels in the CLP-induced AKI mouse model. (i) PAS staining of kidney sections from Stat3^flox/flox^ and Stat3 conditional knockout mice with CLP-induced AKI. (j) IF staining of F4/80+ macrophage infiltration in mice with CLP-induced nephropathy with or without conditional knockout of Stat3. (k–l) Serum CRE and BUN in the I/R-induced AKI mouse model with or without conditional knockout of Stat3. (m) Real-time PCR analysis of Kim1 mRNA levels in I/R-induced AKI. (n) Western blot analysis of p-P65 and P65 in the I/R-induced AKI mouse model. (o) Real-time PCR analysis of Tnf-α mRNA levels in I/R-induced AKI. (p) Real-time PCR analysis of Mcp-1 mRNA levels in the I/R-induced AKI mouse model. (q) IF staining of F4/80+ macrophage infiltration in mice with I/R-induced nephropathy with or without conditional knockout of Stat3. (r) Schematic illustrating the rescue experiment in Stat3 conditional knockout mice. (s) Serum CRE in the CLP-induced AKI mouse model after the rescue of Stat3. (t) Western blot analysis of Kim1 in the CLP-induced AKI mouse model after rescue of Stat3. (u) Real-time PCR analysis of Mcp-1 and Tnf-α mRNA levels in the CLP-induced AKI mouse model after rescue of Stat3. (n = 6; Data are presented as mean ± SEM; ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, One-way ANOVA; Scale bar = 50 μm).

In parallel with the CLP model, Stat3 cKO in the I/R model reduced serum CRE and BUN levels vs. controls (Fig. 2k–l), decreased renal injury marker expression (Fig. 2m, Figure S3g and h), and improved renal histopathology (Figure S3i–j). Stat3 deficiency also suppressed the I/R-activated NF-κB pathway (Fig. 2n) and lowered inflammatory mediator mRNA levels (Fig. 2o–p and Figure S3k). Immunofluorescence showed it reduced F4/80+ macrophage infiltration after I/R (Fig. 2q). In contrast, Stat3 re-introduction (Fig. 2r and Figure S3l) caused a resurgence in renal function serologicals, injury pathologies, and inflammatory markers (Fig. 2s–u and Figure S3m–r), highlighting renal injury and inflammation recurrence.

### Stat3 mediates LPS- and H/R-induced cellular injury and inflammation in cultured tubular epithelial cells

To dissect the intricate regulatory functions of Stat3 in renal tubular epithelial cells under LPS and H/R stressors, we performed *in vitro* assays using mTECs and HK-2. Our findings demonstrate that upon targeted inhibition of Stat3 expression in mTECs (Figure S4a–b), the upregulation of Kim1 mRNA and protein levels induced by LPS and H/R was significantly suppressed (Fig. 3a–d and Figure S4c). In synchrony, we observed a marked reduction in the phosphorylation and activation of the P65 subunit of the NF-κB signalling cascade in response to Stat3 knockdown (Fig. 3e–f). This molecular modulation was parallelled by a significant decrease in the mRNA levels of inflammatory mediators, including Mcp-1, Tnf-α, and Il-1β, leading to a pronounced amelioration of cellular inflammatory profiles (Fig. 3g–h). In contrast, overexpression of Stat3 amplified LPS-induced cellular injury and escalated the inflammatory cascade orchestrated by the NF-κB pathway (Fig. 3i–l, Figure S4d–e). This overexpression led to upregulation of Mcp-1, Tnf-α and Il-1β mRNA levels, thereby accentuating the inflammatory sequelae (Fig. 3m). Similar results were reproduced in H/R-induced *in vitro* models, confirming the essential role of Stat3 in regulating cellular responses to harmful stimuli (Fig. 3n–p and Figure S4f). The functional role of STAT3 was further validated *in vitro* using HK-2 cells. It is revealed that the genetic knockdown of STAT3 significantly attenuated the expression of kidney injury markers, whereas its overexpression exacerbated these phenotypes (Figure S4g–j).

**Fig. 3:**
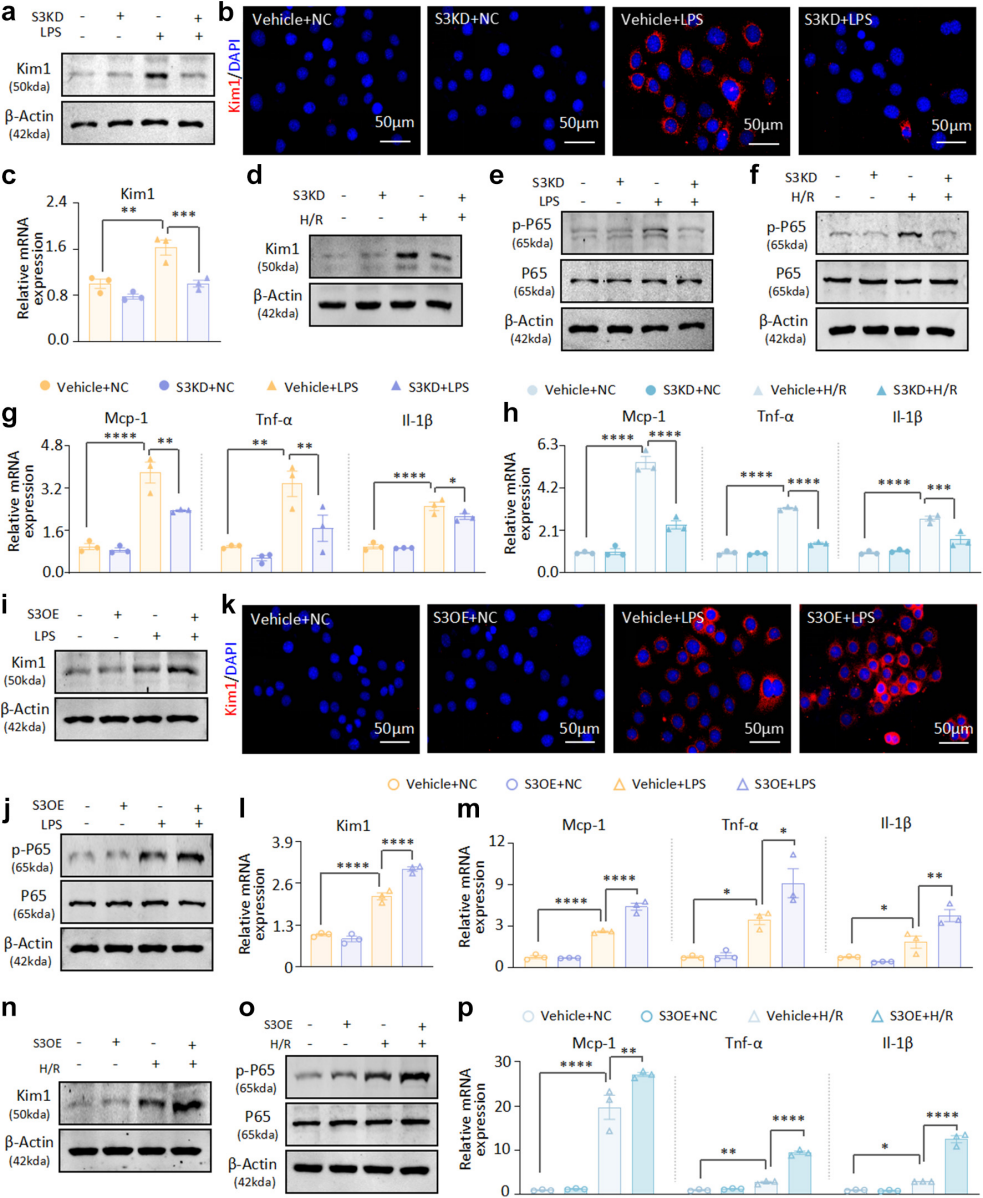
**Silencing Stat3 in mTECs and HK-2 *in vitro* alleviates LPS- and H/R-induced cell injury and inflammation, and Stat3 overexpression reverses these effects**. (a) Western blot analysis of Kim1 in LPS-induced cell models with or without knockdown of Stat3. (b) IF staining of Kim1 in LPS-induced cell models with or without knockdown of Stat3. (c) Real-time PCR analysis of Kim1 mRNA levels in LPS-induced cell models with or without knockdown of Stat3. (d) Western blot analysis of Kim1 in H/R-induced cell models with or without knockdown of Stat3. (e) Western blot analysis of p-P65 and P65 in LPS-induced cell models with or without knockdown of Stat3. (f) Western blot analysis of p-P65 and P65 in H/R-induced cell models with or without knockdown of Stat3. (g) Real-time PCR analysis of Mcp-1, Tnf-α, and Il-1β mRNA levels in LPS-induced cell models with or without knockdown of Stat3. (h) Real-time PCR analysis of Mcp-1, Tnf-α, and Il-1β mRNA levels in H/R-induced cell models with or without knockdown of Stat3. (i–j) Western blot analysis of Kim1, p-P65, and P65 in LPS-induced cell models with or without overexpression of Stat3. (k) IF staining of Kim1 in LPS-induced cell models with or without overexpression of Stat3. (l–m) Real-time PCR analysis of Kim1, Mcp-1, Tnf-α and Il-1β mRNA levels in LPS-induced cell models with or without overexpression of Stat3. (n–o) Western blot analysis of Kim1, p-P65, and P65 in H/R-induced cell models with or without overexpression of Stat3. (p) Real-time PCR analysis of Mcp-1, Tnf-α, and Il-1β mRNA levels in H/R-induced cell models with or without overexpression of Stat3. (n = 3; Data are presented as mean ± SEM; ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA; Scale bar = 50 μm).

### Trim21 is a direct target of Stat3

mTECs were LPS-treated with Stat3-silenced and control groups, while ChIP-seq and RNA-seq were used to identify the downstream targets. 

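RNA was sequenced from 6 cultures of mTECs, a murine renal tubular epithelial cell line, all treated with LPS, a bacterial lipopolysaccharide, at 20 μg/ml for 24 h. Before LPS, 3 cultures were transfected with a negative control and 3 with an RNA directed against Stat3. The paper describes the line as immortalised, and Table S5 lists an shRNA against mouse Stat3. The sample labels describe magnetically sorted cells and an siRNA. Because the level of the Stat3 transcript did not separate the groups, they are called here the libraries labelled LPS and the libraries labelled Stat3-silenced. Poly(A) RNA was read as paired ends on an Illumina sequencer. The authors deposited FPKM values for 22442 genes, which are fragments on a gene scaled to its length in kilobases and to the total fragments of the library. The paper's text does not name the aligner, the gene models or the test used for differential expression, and its statistics section sets significance at a P-value of 0.05. In these values, 5605 genes were at 0 in all 6 libraries and 16837 were above 0 in at least 1. For 100% of those 16837 genes, the values corresponded to whole numbers of fragments, for 383 of them at a gene length found by search. For 97.7% of the 16837, the gene length behind this was the merged coding sequence in the GENCODE M21 annotation of GRCm38, or up to 10 bases more. The library totals obtained in this way were 24888800, 24891027 and 24434172 fragments for the libraries labelled LPS. They were 24973115, 24084827 and 25422171 fragments for the libraries labelled Stat3-silenced. The 10 most abundant genes took between 6.62% and 6.79% of the summed FPKM of a library. Replicates of a group differed by more than counting noise, with a chi-square per gene between 4.14 and 11.3 over 10965 genes, so that each library was kept as a replicate of its own.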

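Differences between the groups were tested with limma on log2(FPKM + 0.1) for the 11723 genes with a mean FPKM of at least 0.5 over the 6 libraries, with Benjamini-Hochberg adjustment. Named genes under that mean were taken from a fit of all 16837 genes above 0. A fold change on this scale understates the change of low genes. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1. Stat3 (ENSMUSG00000004040) lies on chromosome 11 of GRCm38 from 100885098 to 100939540, on the minus strand. Its FPKM was 34.6, 31.4 and 35.2 in the libraries labelled LPS and 30.8, 35.2 and 34.3 in the libraries labelled Stat3-silenced, from 1775 to 2013 fragments per library. The means were 33.7 ± 2.02 (SD, n = 3) and 33.4 ± 2.35 (SD, n = 3), so that the groups overlapped (exact permutation test, p = 0.7). The log2 fold change was −0.01 (standard error 0.07, adjusted p = 0.944 from limma), and its 95% confidence interval from −0.17 to 0.14 excluded a fall of more than 11.2%. With each library left out in turn, the log2 fold change of Stat3 lay between −0.06 and 0.04. The shRNA sequence of Table S5, CAGGTATCTTGAGAAGCCAATGGAA, was searched in 141767 annotated mouse transcripts and matched Stat3 and no other gene. The 25 bases lie on chromosome 11 of GRCm38 from 100908063 to 100908087 and occur in 4 of the 14 annotated Stat3 transcripts. They fall in coding sequence of exon 4 in 3 of these and in the non-coding exon 1 of the other. Stat5b and Stat6 differed by less than the spread between replicates, with adjusted p of 0.894 and 0.963 from limma.

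**Figure D1:**
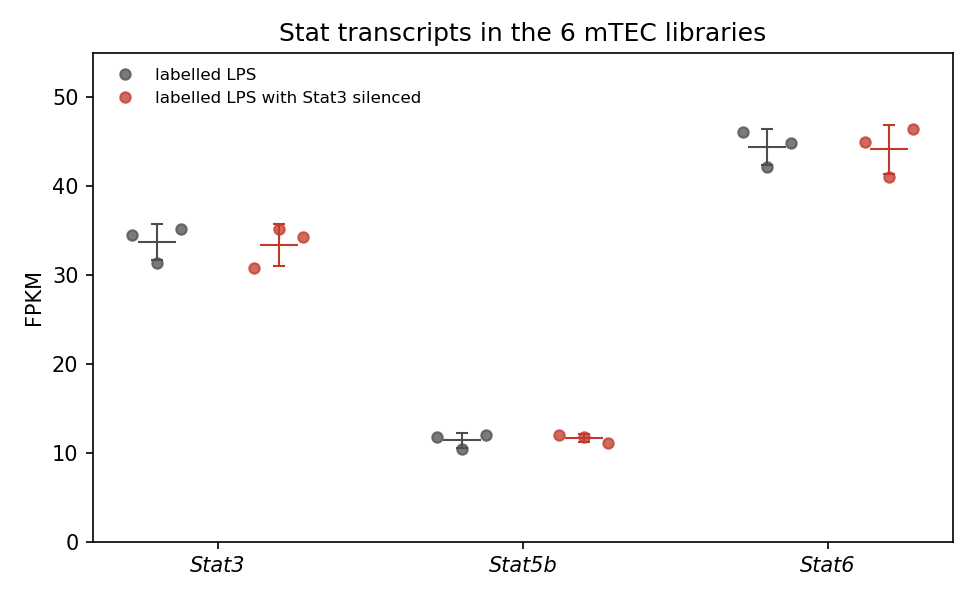
FPKM of Stat3, Stat5b and Stat6 (vertical axis) in each of the 6 mTEC libraries, with 3 points per group, the group mean as a horizontal line and the SD as error bars. The groups overlap for each of these genes.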

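With the libraries grouped by their labels, 379 of the 11723 tested genes had an adjusted p under 0.05 (limma), 195 lower and 184 higher in the libraries labelled Stat3-silenced. The groups did not overlap in any of the 379. Among all tested genes, 2790 (23.8%) had groups that did not overlap, where chance gives 10%. Without the trend of the variance with expression in limma's eBayes step, the count of 379 became 140. With 1 library left out it was between 158 and 357, the fewest without replicate 3 of the libraries labelled LPS. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 124 genes passed, 65 lower and 59 higher. This balance turned with the libraries used, with 87 lower and 131 higher without replicate 1 of the libraries labelled LPS, and 81 lower and 30 higher without replicate 3 of those labelled Stat3-silenced. That count became 49 with a pseudocount of 1. The ChIP-seq samples were not analysed here. Trim21 (ENSMUSG00000030966) lies on chromosome 7 of GRCm38 from 102557921 to 102565486. Its FPKM was 6.51 ± 0.307 (SD, n = 3) in the libraries labelled LPS and 3.04 ± 0.482 (SD, n = 3) in those labelled Stat3-silenced. This gave a log2 fold change of −1.08 (standard error 0.14, adjusted p = 0.00549 from limma). Leaving out each library in turn gave values from −1.15 to −0.95 for Trim21. Slfn2, the most abundant of the genes in Fig. 4d, went from 60.1 ± 1.11 to 29.3 ± 1.59 FPKM (SD, n = 3 each), with a log2 fold change of −1.03 (adjusted p = 2.44e-05 from limma). Larger falls were measured for Cxcl10, from 35.9 ± 2.04 to 5.36 ± 1.96 FPKM (SD, n = 3 each), and for Ifi44, from 6.36 ± 1.77 to 1.08 ± 0.118 (SD, n = 3 each). Their log2 fold changes were −2.78 and −2.42, with adjusted p of 2.88e-04 and 0.00122 from limma. Mrc2 and Xkr6 were under a mean FPKM of 0.5, with 11 to 34 and 10 to 47 fragments per library. Their log2 fold changes of −0.68 and −1.06 were not past the threshold (adjusted p = 0.281 and 0.329 from limma). Baiap3 had 12, 1 and 7 fragments in the libraries labelled LPS and 0, 1 and 1 in those labelled Stat3-silenced. Its mean was at least 2.23-fold lower in the latter, a limit of 1.35 without replicate 1 of the libraries labelled LPS, and the groups overlapped. Over all genes tested, 4 of the 7 genes of Fig. 4d passed, and 6 did so adjusted over the list alone, a number that lay between 4 and 7 over the alternatives. The study chose these genes on the same libraries, so that the number over the list alone is not independent evidence. Trim21, Slfn2, Cxcl10 and Ifi44 are also on a list of 69 interferon-stimulated genes used for comparison.

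**Figure D2:**
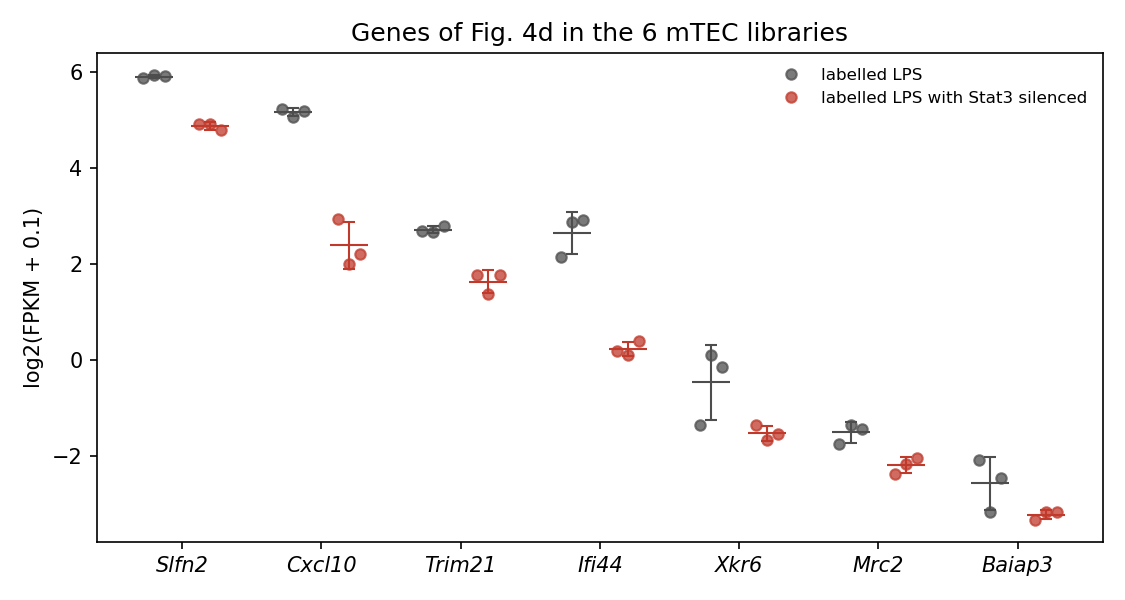
Level of the 7 genes of Fig. 4d, as log2(FPKM + 0.1) on the vertical axis, in each of the 6 mTEC libraries, with the group mean as a horizontal line and the SD as error bars. The 3 libraries labelled Stat3-silenced lie below the 3 labelled LPS for 6 of the genes, narrowly so for Xkr6, and the groups overlap for Baiap3.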

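Of the 7 other genes named in Fig. 4c, 5 were higher in the libraries labelled Stat3-silenced. Slco4a1 rose from 26.8 ± 0.864 to 54.3 ± 3.22 FPKM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.06, adjusted p = 5.33e-05 from limma). Parm1 rose from 1.65 ± 0.441 to 3.63 ± 0.617 FPKM (SD, n = 3 each), a log2 fold change of 1.11 (adjusted p = 0.0434 from limma). The adjusted p of Parm1 lay between 0.0247 and 0.102 over the alternatives with all 6 libraries, and reached 0.171 without replicate 1 of the libraries labelled Stat3-silenced. Ctsm and Coch had log2 fold changes of 1.04 and 1.13 and were not past the threshold (adjusted p = 0.19 and 0.182 from limma). 4930404N11Rik had 1, 3 and 0 fragments in the libraries labelled LPS and 7, 4 and 19 in those labelled Stat3-silenced, where it was at least 3.28-fold higher. Without replicate 3 of the latter, which had 19 fragments, this limit was 1.84. Dner was at least 4.01-fold lower in the libraries labelled Stat3-silenced, where it had 2, 3 and 3 fragments against 20, 6 and 10. Its limit was 2.69 without replicate 1 of the libraries labelled LPS, and its adjusted p was 0.216 from limma. Cyp2c39 had between 1 and 23 fragments per library and a log2 fold change of −1.32 (adjusted p = 0.255 from limma). In total, 2 of these 7 genes passed over all genes tested (1 with any library but replicate 2 of those labelled LPS left out) and 7 adjusted over the list alone, which was again chosen on these libraries.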

Convergent analysis revealed a cohort of 14 intersecting genes (Fig. 4a), which narrowed our focus to seven protein-coding genes that exhibited concurrent downregulation in binding strength and transcriptional output upon Stat3 suppression (Fig. 4b–c). Through a combination of *in vitro* and *in vivo* low-flux screening coupled with peak profiling, we identified significant upregulation of tripartite motif-containing protein 21 (Trim21) mRNA levels in our experimental cohort, which was found to be regulated by Stat3 (Fig. 4d–f). 

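To score gene lists, the 16837 genes above 0 were ranked by the signal-to-noise ratio of their FPKM between the groups, the metric named in Fig. 4g. A weighted running sum then gave an enrichment score, which is negative for genes lower in the libraries labelled Stat3-silenced. Each score was compared with 10000 permutations of the genes, that is random lists of the same size, whose smallest possible p is 0.0001, and with all 20 assignments of the labels to the libraries, whose smallest possible exact p is 0.1. The paper's text does not give the members of its pyroptosis set, so a list of 42 pyroptosis genes fixed in advance was used, of which 38 were above 0. Its score was −0.495 (p = 0.0322 against the random lists), with an adjusted p of 0.0537 over the 5 lists tested and an exact label p of 0.15. Of the 38 genes, 22 were lower and 16 higher in the libraries labelled Stat3-silenced, and 13 had no more than 10 fragments in any library. Only 3 passed over all genes tested in limma, all lower, and 4 adjusted over the list alone. With replicate 2 or 3 of the libraries labelled LPS, or replicate 1 or 3 of those labelled Stat3-silenced, left out, 1 passed over all genes tested. The list also held 5 interferon-stimulated genes (Gbp2, Gbp2b, Gbp3, Gbp5 and Zbp1). Without them the score was −0.329 (p = 0.471 by permutation of genes), the largest move under any alternative. Without replicate 2 of the libraries labelled LPS, the score of the whole list was −0.359 (p = 0.343 by permutation of genes). The 18 genes shown in Fig. 4h had a score of −0.816, with the smallest p that the random lists can give (0.0001), an adjusted p of 2.5e-04 and an exact label p of 0.1. Of those 18 genes, 12 are on the pyroptosis list as well. The paper's text does not say how the genes of Fig. 4h were chosen, and a choice by their change in these libraries would leave their score without weight as independent evidence. Gsdmd, which carries out pyroptosis after cleavage, had 0.535 ± 0.107 FPKM in the libraries labelled LPS and 0.649 ± 0.423 in those labelled Stat3-silenced (SD, n = 3 each), from 10 to 39 fragments per library. Its log2 fold change of 0.09 (standard error 0.48, adjusted p = 0.947 from limma) lay between −0.33 and 0.51 with each library left out in turn.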

Gene set enrichment analysis (GSEA) of RNA-seq data demonstrated a robust correlation with the pyroptosis pathway, consistent with our validation findings (Fig. 4g–h). Temporal upregulation of Trim21 mRNA was after that of Stat3 (Fig. 4i), and both *in vitro* knockdown of mTECs and HK-2 (Fig. 4j and Figure S5a) and *in vivo* Stat3 cKO (Fig. 4k) markedly attenuated Trim21 protein levels. In contrast, its overexpression increased Trim21 (Fig. 4l–m and Figure S5b). ChIP assays further confirmed the direct binding of p-Stat3 to Trim21 (Fig. 4n), suggesting that Trim21 is a potential direct target.

**Fig. 4:**
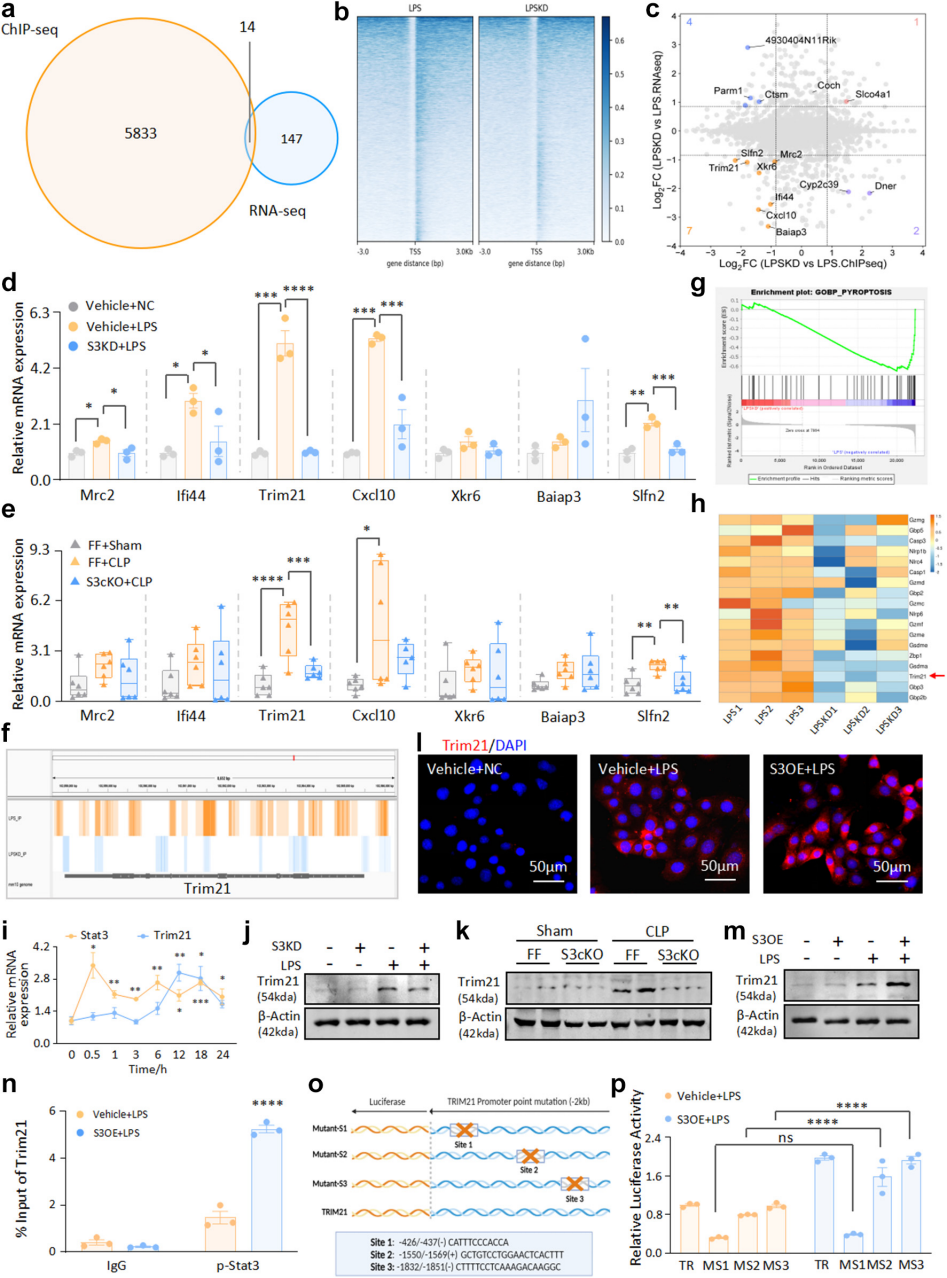
**Combined ChIP-seq and RNA-seq analysis screens Trim21, a target gene that directly binds to its promoter region and regulates transcription**. (a) Venn diagram of intersecting genes between ChIP-seq and RNA-seq analysis. (b) Comparison of TSS peak plots for samples undergoing ChIP-seq. (c) Quadrant plot of intersecting genes from ChIP-seq and RNA-seq. (d) Real-time PCR analysis of Mrc2, Ifi44, Trim21, Cxcl10, Xkr6, Baiap3, and Slfn2 mRNA levels in LPS-induced cell models with or without knockdown of Stat3 (n = 3). (e) Real-time PCR analysis of Mrc2, Ifi44, Trim21, Ccxl10, Xkr6, Baiap3, and Slfn2 mRNA levels in CLP-induced AKI models with or without conditional knockout of Stat3 (n = 6). (f) Visualisation of Trim21 ChIP-seq data. (g) GSEA of RNA-seq results for the pyroptosis pathway. (h) Heatmap of genes related to the pyroptosis pathway. (i) Real-time PCR analysis of the dynamic mRNA levels of Stat3 and Trim21 for 0–24 h in LPS-induced cell models with or without knockdown of Stat3 (n = 3). (j) Western blot analysis of Trim21 with or without knockdown of Stat3 in LPS-induced cell models (n = 3). (k) Western blot analysis of Trim21 in Stat3^flox/flox^ and Stat3 cKO mice with CLP-induced AKI (n = 6). (l) IF staining of Trim21 in LPS-induced cell models with or without knockdown of Stat3 (n = 3). (m) Western blot analysis of Trim21 with or without overexpression of Stat3 in LPS-induced cell models (n = 3). (n) Binding of Stat3 to Trim21 assessed by ChIP assay (n = 3). (o) Schematic illustration of mutations in the Trim21 promoter region. (p) Dual-luciferase reporter assay analysing the effect of mutations at different sites in the Trim21 promoter region on binding affinity (n = 3). (Data are presented as mean ± SEM; ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA; Scale bar = 50 μm).

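Each of the 18 genes of Fig. 4h had a lower mean in the libraries labelled Stat3-silenced, and this direction held under all 16 alternatives tried. For 10 of them the groups did not overlap, where chance alone gives 10% of genes. Over all genes tested 4 passed in limma, namely Trim21, Gsdma, Gbp3 and Gbp2b, and 9 adjusted over the list alone. The number over all genes tested was between 2 and 4 with 1 library left out, and 2 without replicate 2 or 3 of the libraries labelled LPS or without replicate 1 or 3 of those labelled Stat3-silenced. Gsdma went from 12.9 ± 0.623 to 7.62 ± 0.111 FPKM (SD, n = 3 each), a log2 fold change of −0.75 (standard error 0.08, adjusted p = 0.00157 from limma). Gbp3 and Gbp2b had log2 fold changes of −1.12 and −2.12 (adjusted p = 0.0259 and 0.0432 from limma). Both belong to a family whose members lie side by side on chromosome 3, so that fragments could have been divided between them. The calls of both were lost under some alternatives. Without replicate 3 of the libraries labelled LPS, the adjusted p was 0.111 for Gbp3 and 0.169 for Gbp2b (limma). Casp1 had 21 to 42 fragments per library and overlapping groups, with a log2 fold change of −0.38 (adjusted p = 0.518 from limma). Gsdme had 4, 3 and 8 fragments in the libraries labelled LPS and 1, 0 and 2 in the others, where it was at least 1.68-fold lower. This limit was 1.16 without replicate 3 of the libraries labelled LPS, and Gsdme was not past the threshold (adjusted p = 0.245 from limma). The granzyme genes Gzmc, Gzmd, Gzme, Gzmf and Gzmg, which lie together on chromosome 14 and can share fragments, had at most 59 fragments in a library. None of these 5 was past the threshold, and Gzme had the largest fall, by 0.86 on the log2 scale. The paper took forward the genes that were lower both in Stat3 binding and in transcript level. From real-time PCR in cells and mice and from the binding peaks, it identifies Trim21 as regulated by Stat3. For this it also gives a time course of both transcripts and Trim21 protein after Stat3 knockdown, knockout and overexpression. A ChIP assay of p-Stat3 and a reporter assay with mutated Trim21 promoters are its further evidence. From the enrichment analysis and the heatmap, it states a correlation with the pyroptosis pathway.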

Leveraging the comprehensive resource of Animal TFDB v4.0 (https://guolab.wchscu.cn/AnimalTFDB4/#/), we constructed the mutant variants MS1 (site 1 absent), MS2 (site 2 absent) and MS3 (site 3 absent) (Fig. 4o). After LPS stimulation, Stat3 overexpression enhanced wild-type Trim21 promoter and MS2/MS3 mutant luciferase activities, but MS1 mutant showed no significant change. It suggested that LPS-induced phosphorylated Stat3 entered the nucleus and interacted with the −426 to −437 bp segment of the Trim21 promoter, promoting transcriptional activation (Fig. 4p).

### Trim21 promotes LPS-induced cell injury, inflammation, and pyroptosis

Ulteriorly, we found that the knockdown of Trim21 substantially abrogated the activation of the NF-κB signalling pathway (Figure S6a–b and Fig. 5a), leading to a significant reduction in the mRNA expression of Mcp-1 and Tnf-α (Fig. 5b) as well as a decrease in Kim1 synthesis in mTECs (Fig. 5c and Figure S6c). It suggested an ameliorative effect on LPS-induced cellular injury and inflammatory response *in vitro*.

**Fig. 5:**
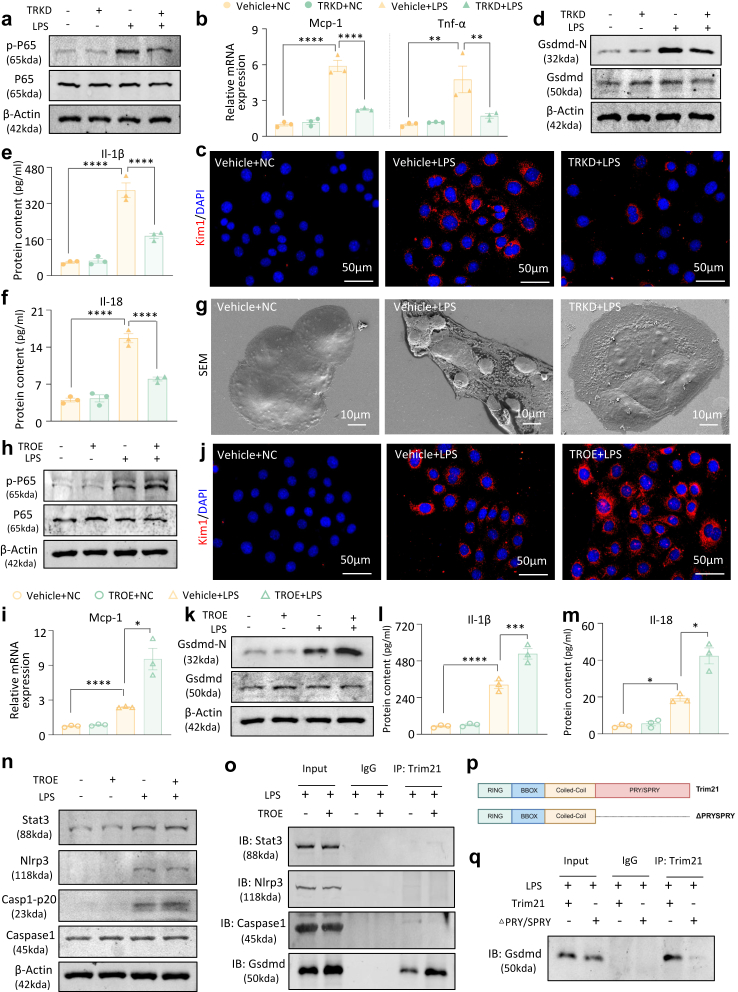
**Trim21 bypasses the inflammasome pathway and binds to Gsdmd through the PRY/SPRY domain, promoting LPS-induced cell injury, inflammation, and pyroptosis**. (a) Western blot analysis of p-P65 and P65 in LPS-induced cells with or without knockdown of Trim21. (b) Real-time PCR analysis of Mcp-1 and Tnf-α mRNA levels in LPS-induced cells with or without knockdown of Trim21. (c) IF staining of Kim1 in LPS-induced cells with or without knockdown of Stat3 (Scale bar = 50 μm). (d) Western blot analysis of Gsdmd-N and Gsdmd in LPS-induced cells with or without knockdown of Trim21. (e–f) ELISA for determining Il-1β and Il-18 levels in the supernatant of LPS-induced cells with or without knockdown of Trim21. (g) SEM morphology observation of LPS-induced cells with or without knockdown of Trim21 (Scale bar = 10 μm). (h) Western blot analysis of p-P65 and P65 in LPS-induced cells with or without overexpression of Trim21. (i) Real-time PCR analysis of Mcp-1 mRNA levels in LPS-induced cells with or without overexpression of Trim21. (j) IF staining of Kim1 in LPS-induced cells with or without overexpression of Trim21 (Scale bar = 50 μm). (k) Western blot analysis of Gsdmd-N and Gsdmd in LPS-induced cells with or without overexpression of Trim21. (l–m) ELISA for determination of Il-1β and Il-18 levels in the supernatant of LPS-induced cell models with or without overexpression of Trim21. (n) Western blot analysis of Stat3, Nlrp3, caspase1-p20 and caspase1 in LPS-induced cells with or without overexpression of Trim21. (o) Co-IP assay for the binding of Trim21 to Stat3, Nlrp3, Caspase1, and Gsdmd in LPS-induced cells with or without overexpression of Trim21. (p) Schematic illustration of Trim21 and the ΔPRY/SPRY domain. (q) Co-IP assay for Trim21 or ΔPRY/SPRY binding to Gsdmd in LPS-induced cell models. (n = 3; Data are presented as mean ± SEM; ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA).

Additionally, shearing activation of gasdermin D (Gsdmd) was markedly attenuated (Fig. 5d), concurrent with the reduced secretion of the pro-inflammatory cytokines Il-1β and Il-18 (Fig. 5e–f). By SEM, LPS-treated mTECs showed pyroptotic changes like nuclear protrusion and membrane porosity. However, after the Trim21 knockdown, cells maintained their morphology, and membranes had no porosity, suggesting that the pyroptotic features were much relieved (Fig. 5g). In contrast, Trim21 overexpression led to increased phosphorylation of P65 (Figure S6d–e and Fig. 5h) and increased mRNA levels of Mcp-1 (Fig. 5i), which exacerbated cellular injury (Fig. 5j and Figure S6f). Moreover, Trim21 overexpression intensified Gsdmd cleavage (Fig. 5k) and induced the activation of Il-1β and Il-18 (Fig. 5l–m), indicating a pro-inflammatory and pro-pyroptotic role of Trim21.

As an E3 ubiquitin ligase, Trim21 did not facilitate ubiquitination and degradation of Stat3 in mTECs (Fig. 5n–o), and Trim21 also did not interact with or modulate the expression levels of Nlrp3 and Caspase-1 (Fig. 5n–o), signifying that the role of Trim21 in pyroptosis is independent of the inflammasome signalling pathway. To evaluate the role of Caspase1 in Gsdmd activation, we investigated the specific regulatory effect of Trim21 on Gsdmd cleavage using the Caspase1-specific inhibitor VX-765.^30^^,^^31^ The optimal working concentration was determined using a combination of MTT and Western blot assays *in vitro* renal tubular epithelial cells (Figure S6g–h). Functional assays revealed that pharmacological inhibition of Caspase1 activity did not significantly alter the N-terminal cleavage of Gsdmd (Figure S6i), indicating that under conditions of high Trim21 induction, the proteolytic activation of Gsdmd may be mediated by Trim21 rather than dependent on Caspase1. The PRY/SPRY domain is a salient feature of Trim21, which is instrumental in mediating protein–protein interactions and enables Trim21 to engage with specific target proteins^32^^,^^33^ selectively. Our findings revealed that the absence of the PRY/SPRY domain in Trim21 resulted in a loss of binding to Gsdmd (Fig. 5p–q), corroborating existing studies.^34^ These observations suggest that Trim21 directly interacts with Gsdmd through its PRY/SPRY domain, bypassing the inflammasome pathway and promoting N-terminal cleavage and activation, thereby regulating the pyroptotic process in renal tubular cells.

### Stat3/Trim21/Gsdmd axis promotes cell damage and pyroptosis

In further studies employing Stat3 cKO mice, we observed a significant downregulation of Gsdmd-N protein levels following Stat3 ablation (Fig. 6a–b), concomitant with markedly suppressed activation of Il-1β and Il-18 (Fig. 6c–d). This protective effect was abolished following endogenous reconstitution of Stat3 (Fig. 6e–f). Notably, the cellular pyroptosis phenotype was ameliorated upon Stat3 deficiency (Fig. 6g), along with attenuated activation of Il-1β, Il-18 and Gsdmd (Fig. 6h–j), while Stat3 overexpression *in vitro* resulted in increased their activation (Fig. 6k–m).

**Fig. 6:**
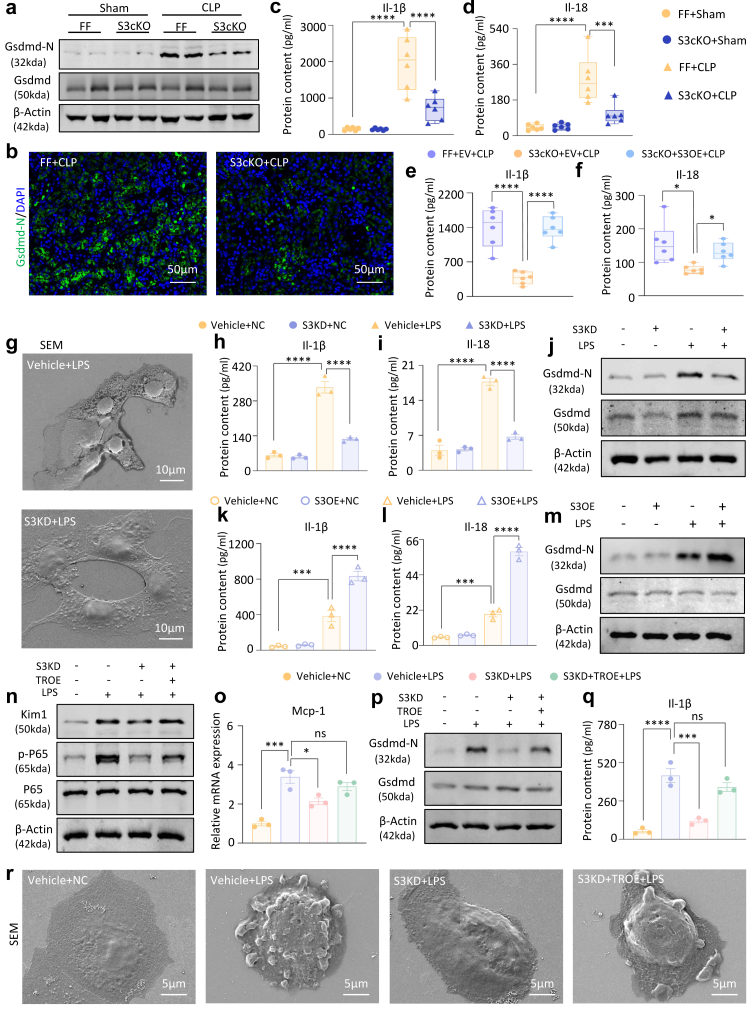
**Stat3 stimulates LPS-induced pyroptosis by promoting Trim21 transcription**. (a) Western blot analysis of Gsdmd-N and Gsdmd in Stat3^flox/flox^ and Stat3 cKO mice with CLP-induced AKI. (b) IF staining of Gsdmd-N in Stat3^flox/flox^ and Stat3 cKO mice with CLP-induced AKI(Scale bar = 50 μm). (c–d) ELISA for determining Il-1β and Il-18 levels in the serum from Stat3^flox/flox^ and Stat3 cKO mice with CLP-induced AKI (n = 6). (e–f) ELISA for the determination of Il-1β and Il-18 levels in the serum from Stat3 cKO mice with CLP-induced AKI with or without Stat3 rescue (n = 6). (g) SEM morphology observation of LPS-induced cells with or without knockdown of Stat3 (Scale bar = 10 μm). (h–i) ELISA for determining Il-1β and Il-18 levels in the supernatant of LPS-induced cells with or without knockdown of Stat3 (n = 3). (j) Western blot analysis of Gsdmd-N and Gsdmd in LPS-induced cells with or without knockdown of Stat3 (n = 3). (k–l) ELISA for determining Il-1β and Il-18 levels in the supernatant of LPS-induced cells with or without overexpression of Stat3 (n = 3). (m) Western blot analysis of Gsdmd-N and Gsdmd in LPS-induced cells with or without overexpression of Stat3 (n = 3). (n) Western blot analysis of Kim1, p-65 and P65 with or without Trim21 rescue after Stat3 knockdown in the LPS-induced cells (n = 3). (o)Real-time PCR analysis of Mcp-1 mRNA levels in the supernatant of LPS-induced cells with or without Trim21 rescue after Stat3 knockdown (n = 3). (p) Western blot analysis of Gsdmd-N and Gsdmd with or without Trim21 rescue after Stat3 knockdown in the LPS-induced cells (n = 3). (q) ELISA for the determination of Il-1β level in the supernatant of LPS-induced cells with or without Trim21 rescue after Stat3 knockdown (n = 3). (r) SEM morphology observation of LPS-induced cells with or without Trim21 rescue after Stat3 knockdown (Scale bar = 5 μm). (Data are presented as mean ± SEM; ∗P < 0.05, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA).

Then, we performed rescue experiments by re-introducing Trim21 into Stat3-silenced mTECs. Trim21 overexpression restored the mRNA expression level of Kim1, activation of phosphorylated P65, and expression of Mcp-1 in the absence of Stat3 (Fig. 6n–o). Additionally, the activation and secretion of Gsdmd, Il-1β and Il-18 were restored (Fig. 6p–q and Figure S7a). SEM provided visual evidence (Fig. 6r). Consistent with these findings, analogous results were observed in HK-2 cells (Figure S7b–e). Conversely, following Stat3 overexpression, subsequent silencing of Trim21 led to significant attenuation in activating the NF-κB signalling pathway and the transcriptional levels of renal injury markers and pro-inflammatory cytokines (Figure S7f–h). Collectively, these findings reinforce the regulatory role of Stat3 in the modulation of Trim21-mediated inflammatory responses and pyroptosis pathways.

### Renal protection via AAV9-Delivered Stat3 silencing in AKI mice

To assess the therapeutic efficacy of Stat3 inhibition in AKI mouse models, AAV9 with a Stat3 silencing plasmid controlled by a renal tubular cell-specific promoter was used for targeted Stat3 suppression in murine kidney tubular cells (Fig. 7a–b and Figure S8a–b). The depletion of Stat3 led to a significant reduction in the serum CRE and BUN levels (Fig. 7c–d). PAS staining confirmed the attenuation of renal injury (Fig. 7e). Furthermore, renal infiltration of F4/80+ macrophages was inhibited (Fig. 7f), along with diminished expression of the chemokine and the pro-inflammatory cytokines (Fig. 7g and Figure S8c). The expression of Kim1 at both the mRNA and protein levels was notably reduced (Fig. 7h and Figure S8d), and the activation of the NF-κB inflammatory signalling pathway was suppressed (Figure S8e). Concurrently, Stat3 knockdown mitigated the cleavage of Gsdmd (Fig. 7i) and hindered the activation and release of Il-1β and Il-18 (Fig. 7j–k). Similarly, renal Stat3 deficiency significantly lowered the expression of serological and pathological indicators of renal injury, inflammation, and necrosis triggered by I/R, thereby retarding AKI progression (Fig. 7l–r and Figure S8f–i). The results showed that Stat3 inhibition protects against AKI progression.

**Fig. 7:**
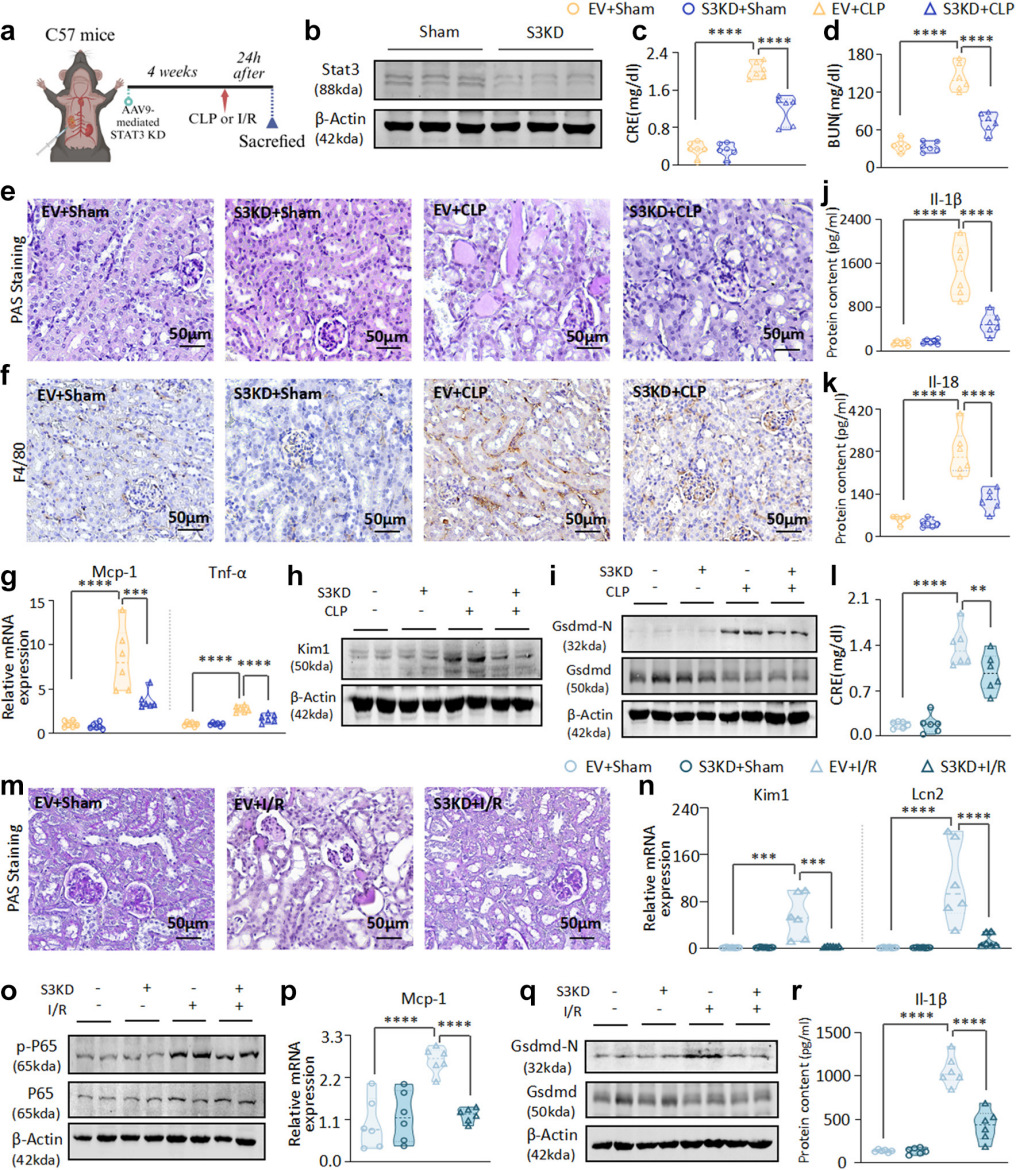
**AAV9-mediated *in vivo* silencing of Stat3 attenuates CLP- and I/R-induced renal injury, inflammatory response, and pyroptosis**. (a) Schematic diagram of *in vivo* AAV9-mediated silencing of Stat3 in mice. (b) Western blot analysis of Stat3 in mice with or without knockdown of Stat3. (c–d) Serum CRE and BUN in CLP-induced AKI mice with or without knockdown of Stat3. (e) PAS staining of kidney sections in CLP-induced AKI mice with or without knockdown of Stat3. (f) IHC staining of F4/80+ macrophage infiltration in mice with CLP-induced nephropathy with or without knockdown of Stat3. (g) Real-time PCR analysis of Mcp-1 and Tnf-α mRNA levels in CLP-induced AKI mice with or without knockdown of Stat3. (h–i) Western blot analysis of Kim1, Gsdmd-N and Gsdmd in CLP-induced AKI mice with or without knockdown of Stat3. (j–k) ELISA for determining Il-1β and Il-18 levels in the serum from CLP-induced AKI mice with or without knockdown of Stat3. (l) Serum CRE in I/R-induced AKI mice with or without knockdown of Stat3. (m) PAS staining of kidney sections in I/R-induced AKI mice with or without knockdown of Stat3. (n) Real-time PCR analysis of Kim1 and Lcn2 mRNA levels in I/R-induced AKI mice with or without knockdown of Stat3. (o) Western blot analysis of p-P65 and P65 in I/R-induced AKI mice with or without knockdown of Stat3. (p) Real-time PCR analysis of Mcp-1 mRNA level in I/R-induced AKI mice with or without knockdown of Stat3. (q) Western blot analysis of Gsdmd-N and Gsdmd in I/R-induced AKI mice with or without knockdown of Stat3. (r) ELISA for determining Il-1β level in the serum from I/R-induced AKI mice with or without knockdown of Stat3. (n = 3; Data are presented as mean ± SEM; ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA; Scale bar = 50 μm).

### Stat3 PROTAC E034 confers renal protection both *in vitro* and *in vivo*

Given the limitations of current Stat3 small-molecule inhibitors and our prior finding of substantial total Stat3 upregulation, there is an urgent demand for more comprehensive Stat3 inhibitory approaches. We identified a potent Stat3-targeting PROTAC, E034 (Fig. 8a, FIgures S9 and S10a–e) to address this. E034 displayed negligible toxicity at concentrations below 12.8 μM, with a DC50 value of 109.50 nM and a Dmax of 94.69% (Figure S11a and Fig. 8b). Treatment with a proteasome inhibitor (MG132) and a NEDD8-activating E1 enzyme inhibitor (MLN4924) abolished the degradation of Stat3 induced by E034, indicating the involvement of the UPS in E034-mediated degradation (Fig. 8c). Competitive inhibition of Stat3 degradation by either the warhead (Stat3 ligand) or thalidomide (Cereblon [CRBN] ligand) suggests that E034 functions as a bivalent molecule (Fig. 8c). Furthermore, E034 effectively induced Stat3 downregulation following pre-treatment with the protein synthesis inhibitor cycloheximide (CHX) for 16 h, underscoring its efficacy as a chemical degrader (Figure S11b). Notably, the effective degradation of Stat3 by PROTAC E034 relies on forming favourable ternary complexes as a key requirement. The simulated structure of the Stat3-E034-CRBN ternary complex strongly supports the beneficial role of E034 in Stat3 degradation (Fig. 8d). Through comparative analysis with other members of the Stat family, including Stat1, Stat5, and Stat6, E034 demonstrated high specificity for Stat3 (Figure S11c).

**Fig. 8:**
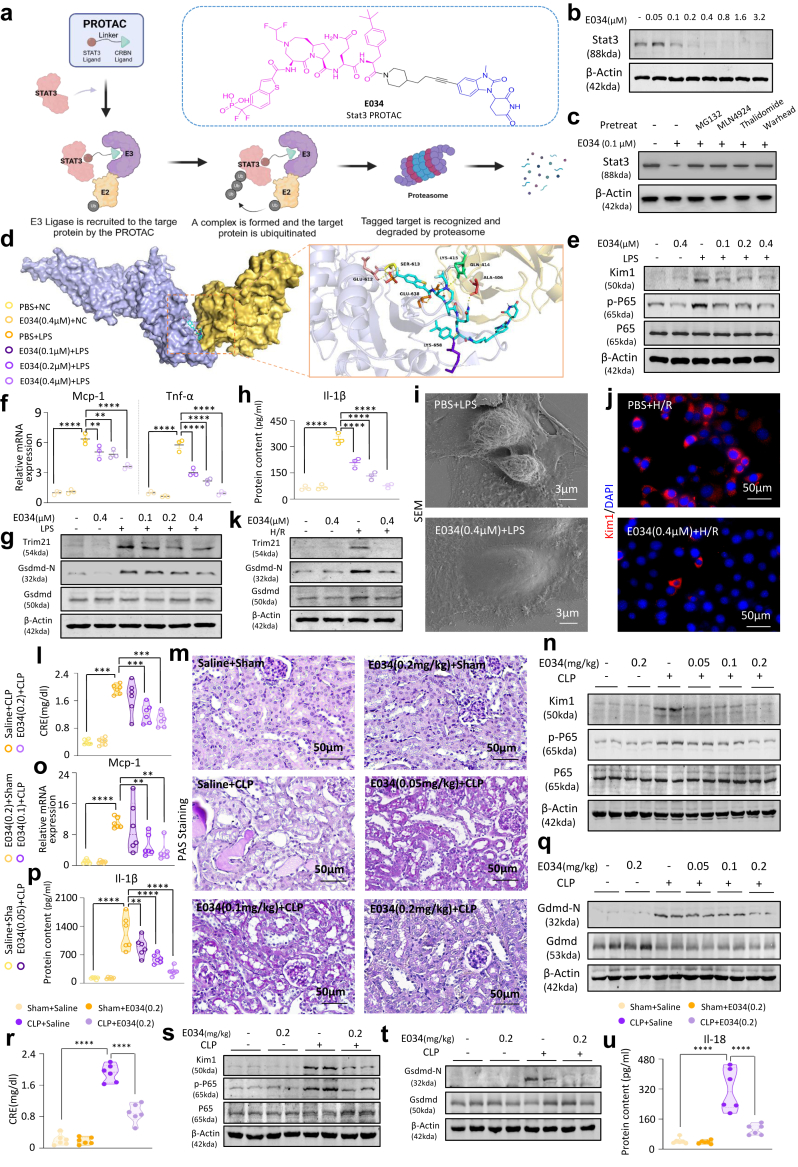
**PROTAC E034 mitigates CLP-induced kidney injury, inflammation, and pyroptosis by degrading Stat3**. (a) Structural formula and mechanism of action of E034. (b) Western blot analysis of Stat3 under the influence of different doses of E034. (c) Western blot analysis of Stat3 with pre-treatment of MG132, MLN4924, thalidomide, and warhead. (d) Computational simulation of molecular docking between Stat3 and E034. (e) Western blot analysis of Kim1, p-P65 and P65 under 0.1, 0.2 and 0.4 μM doses of E034 in LPS-induced cells. (f) Real-time PCR analysis of Mcp-1 and Tnf-α mRNA levels in LPS-induced cells (n = 3). (g) Western blot analysis of Trim21, Gsdmd-N and Gsdmd in LPS-induced cells after treatment with 0.1, 0.2 and 0.4 μM E034. (h) ELISA for the determination of Il-1β levels in the supernatant of LPS-induced cells (n = 3). (i) SEM morphology observation of LPS-induced cells with or without 0.4 μM E034 treatment (Scale bar = 3 μm). (j) IF staining of Kim1 in H/R-induced cells after treatment with 0.4 μM E034 (Scale bar = 50 μm). (k) Western blot analysis of Trim21, Gsdmd-N and Gsdmd in H/R-induced cells. (l) Serum CRE in CLP-induced AKI mice after pre-treatment (n = 6). (m) PAS staining of kidney sections in CLP-induced AKI mice after pre-treatment with 0.05, 0.1 and 0.2 mg/kg E034. (n) Western blot analysis of Kim1, p-P65 and P65 in CLP-induced AKI mice after pre-treatment. (o) Real-time PCR analysis of Mcp-1 mRNA levels in CLP-induced AKI mice (n = 6). (p) ELISA for determining Il-1β levels in serum from CLP-induced AKI mice (n = 3). (q) Western blot analysis of Gsdmd-N and Gsdmd in CLP-induced AKI mice. (r) Serum CRE in CLP-induced AKI mice (n = 6). (s–t) Western blot analysis of Kim1, p-P65, P65, Gsdmd-N and Gsdmd in CLP-induced AKI mice after treatment with 0.2 mg/kg E034. (u) ELISA for determining Il-18 levels in the serum from CLP-induced AKI mice (n = 6). (Data are presented as mean ± SEM; ∗∗P < 0.01, ∗∗∗P < 0.001, ∗∗∗∗P < 0.0001, one-way ANOVA).

We found that pre-treatment with E034 before LPS-induced cell damage caused a dose-dependent decrease in Kim1 (Fig. 8e and Figure S11d), phosphorylation of P65 (Fig. 8e), and mRNA levels of Mcp-1 and Tnf-α (Fig. 8f) in mTECs. Concurrently, the expression of the downstream effector molecule Trim21 was significantly diminished upon Stat3 degradation (Fig. 8g). Moreover, the activation of the pyroptotic effector molecules (Fig. 8g–h and Figure S11e) also exhibited a dose-dependent decrease under the influence of E034. These findings, in conjunction with the morphological assessments conducted using SEM (Fig. 8i), suggest that E034 can effectively mitigate LPS-induced cellular injury, inflammation, and pyroptosis. Parallelling these observations, we also established that E034 ameliorated cellular inflammation and pyroptosis in an *in vitro* H/R-induced cell injury model (Fig. 8j–k and Figure S11f–j).

In subsequent studies, we established drug concentration gradients in murine models and revealed a non-toxic and therapeutically active dosage gradient ranging from 0.05 to 0.8 mg/kg (Figure S12a–b). We then delineated three gradient dose groups, 0.05, 0.1, and 0.2 mg/kg, which were administered intraperitoneally to mice 12 h before CLP surgery (Figure S12c). Intervention with E034 resulted in a dose-dependent decrease in the serum CRE and BUN levels compared with the CLP model group (Fig. 8l and Figure S12d), along with significant improvements in renal glycogen deposition and tubular dilation (Fig. 8m and Figure S12e). Kim1, p-P65, and mRNA levels of Mcp-1 exhibited a dose-dependent reduction (Fig. 8n–o, Figure S12f), along with attenuation of renal infiltration of F4/80+ macrophages (Figure S12g). Following Stat3 degradation, the activation of Il-1β, Gsdmd and Il-18 was markedly suppressed (Fig. 8p–q and Figure S12h). We then administered E034 intraperitoneally to CLP-induced mice 2h postoperatively (Figure S13a). The treatment group exhibited lower serum Cre and BUN levels than the CLP model group (Fig. 8r and Figure S13b), with notable amelioration of renal glycogen deposition and tubular dilation (Figure S13c–d). Furthermore, E034 mitigated kidney injury, inflammatory responses, and renal cell pyroptosis (Fig. 8s–u and Figure S13e), reinforcing its potential as a renoprotective agent against AKI.

Concurrently, we evaluated aspartate aminotransferase (AST) and alanine aminotransferase (ALT) in mice given 0.2 mg/kg (Figure S14a). Results showed no significant difference from controls, indicating no hepatotoxicity. Furthermore, the H&E staining of vital organs, including the heart, liver, spleen, and lungs, revealed no discernible detrimental effects, confirming no significant toxicity of E034 within the tested dosage range (Figure S14b).

## Discussion

Although most previous studies have considered Stat3 phosphorylation and activation as amplifying factors in the development of acute and chronic kidney injury,^13^, ^14^, ^15^ many studies hold opposing views. These discrepancies may be closely associated with modification patterns and the severity of AKI. In existing research, the functional role of Stat3 has primarily been explored by inhibiting its phosphorylation activation in the whole kidney. However, a critical, overlooked issue is that suppressing Stat3 phosphorylation may lead to unpredictable changes in other protein forms. Evidence indicates that non-phosphorylated post-translational modifications are crucial for Stat3 transcriptional activation. For instance, palmitoylation of Stat3 promotes its dimerisation and enhances transcriptional activity, driving TH17 cell differentiation in inflammatory bowel disease^35^; acetylation of Stat3 is known to inhibit its ubiquitination, thereby avoiding proteasomal degradation, prolonging its intracellular half-life, and regulating its residence time and activity.^36^ We employed a renal tubular cell-specific Stat3 knockout mouse model to address the need for more comprehensive research approaches. We observed that targeted deletion of Stat3 significantly delayed the progression of renal injury induced by severe sepsis and 40-min bilateral renal ischaemia-reperfusion. Following AKI, the kidney initiates an autonomous repair process. In early, mild renal injury models, such as unilateral renal artery-vein clamping by Xu et al.^18^ and 30-min bilateral renal clamping by Fang et al.^37^ Stat3 protects renal function by regulating mitochondrial apoptosis in tubular cells or up-regulating Survivin to promote cell survival. However, as demonstrated in our study, when injury exceeds a certain threshold, a surge in pro-inflammatory cytokines may feedback to activate P300/Cbp analogues, mediating acetylation of histone H3K27 at the Stat3 locus, triggering its excessive transcription, and activating downstream damage pathways, thereby exacerbating AKI.

The therapeutic landscape for modulating Stat3 activity in renal injury has been dominated by small-molecule inhibitors, which primarily target phosphorylation and dimerisation–key processes for Stat3 transcriptional activation and DNA-binding capacity.^38^^,^^39^ However, this strategy faces critical limitations. Dynamic conformational changes in Stat3 domains during activation alter ligand-binding affinities, complicating inhibitor design and clinical predictability. Furthermore, as mentioned earlier, emerging evidence highlights the role of non-phosphorylated post-translational modifications in Stat3 regulation, which traditional inhibitors overlook by focussing solely on phosphorylation. Additionally, small-molecule inhibitors often require high, repeated dosing, increasing risks of drug resistance^40^ and systemic toxicity. Against this backdrop, PROTAC offers a transformative approach. Unlike small-molecule inhibitors that target phosphorylated Stat3 and neglect complex post-translational regulation, E034 directly induces the degradation of all Stat3 protein forms. This strategy circumvents limitations by leveraging catalytic recycling: after degrading Stat3, E034 is released and reused, enabling sustained target depletion at low doses. By addressing conformational challenges, non-phosphorylated modifications, and dosing drawbacks, E034 provide a more comprehensive means of regulating Stat3 activity in renal injury (Figure S15).

Existing studies have shown that Trim21, an E3 ubiquitin ligase, ubiquitinates GPX4 to promote ferroptosis, exacerbate I/R-induced AKI,^41^ and facilitate ubiquitin-mediated degradation of Stat1.^42^ However, we did not observe that Trim21 promoted ubiquitin-mediated degradation of Stat3 in renal tubular cells during sepsis-induced AKI. Instead, Trim21 directly binds to Gsdmd via its PRY/SPRY domain, promoting N-terminal cleavage and activation of Gsdmd to induce pyroptosis, a process independent of the inflammasome pathway. Although Trim21 did not exhibit ubiquitination of Stat3 in this study, its activation of the NF-κB pathway still relies on the ubiquitination activity of its RING domain.^43^ These findings suggest that the ubiquitination function of Trim21 is substrate- or pathway-specific: in AKI, it may selectively ubiquitinate specific substrates (e.g., NF-κB pathway-related proteins and ferroptosis-related proteins) while exerting no significant effect on others (e.g., Stat3). The dual mechanisms by which Trim21 exacerbates injury in AKI indicate that targeting its specific domains might serve as a potential intervention strategy for AKI, thereby uncovering novel therapeutic approaches for this clinically significant disorder.

While our study identifies H3K27 acetylation as a key epigenetic driver of Stat3 upregulation in AKI, several limitations constrain its translational potential. First, the spatiotemporal dynamics of histone modifications at the Stat3 locus remain undefined, particularly across nephron segments and injury-repair phases; second, other histone marks (e.g., H3K4me3/H3K9me2) and non-coding RNAs that may modulate Stat3 transcription are overlooked. Third, the severe murine AKI models (40-min I/R, CLP) may not reflect epigenetic landscapes in milder clinical cases, and the specificity of pharmacological inhibitors (e.g., C646) for P300/Cbp is uncertain due to potential off-target effects on other histone acetyltransferases. Additionally, the role of non-coding RNAs (e.g., eRNAs/lncRNAs) in recruiting histone modifiers to the Stat3 locus requires further exploration. These gaps highlight the need for integrative epigenomic approaches to characterise Stat3 regulation and fully inform precision therapies. Furthermore, while E034 demonstrates efficacy in pre-clinical models, its safety profile and therapeutic window necessitate rigorous clinical trial evaluation, given the potential variability in pharmacokinetics and pharmacodynamics between murine models and human patients. The complexity of the ubiquitome also implies possible off-target effects of E034, which demand more in-depth investigations in subsequent studies. In addition, exploring effective targeted therapies for Trim21 remains a critical unaddressed area in our research. Additional investigations are essential to assess the efficacy of Trim21-targeted intervention strategies and identify novel treatment modalities for AKI, as this represents a restrictive yet pivotal aspect requiring further clarification.

## Contributors

ML.J designed the study, performed the animal experiments, analysed the data and wrote the manuscript. JN.W designed the study and analysed the data. MF.W performed drug design and synthesis. CH.X performed the cell experiments and verified the underlying data. MM.Z conducted part of the animal experiments. WB.C verified the underlying data and wrote some parts of the manuscript. XF.M performed part of drug design and synthesis. C.L, JT.Y and XG.S performed part of the cellular experiments and histological analysis. DF.Z and NN.M collected human samples. SX.D, Y.C, R.H, H.L, SS.X, YH.D and Q.Z performed part of the cellular experiments and histological analysis. X.C, T.X, W.S, J.J, JG.W and XW.D provided experimental instructions and help. XM.M offered principal guidance throughout this study. All authors have revised and approved the final manuscript.

## Data sharing statement

The data of ChIP-seq and RNA-seq were submitted to GEO database [GEO accessions: GSE283158 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283158) and GSE283160 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283160)]. All extended data associated with this study are presented in the Supplementary Materials.

## Declaration of interests

The authors declare that they have no competing interests.

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Anhui Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** March 11, 2025

## COMPANY STATEMENT

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

**Address:** Room 502, NO.1015 Longteng Rd , Songjiang District, Shanghai

## Cell Line Authentication – STR Profiling Report

### Sample code

| Table 1. Sample Code |              |
|----------------------|--------------|
| Customer's code      | Company Code |
| mTEC                 | 20250306-01  |

**Sample Number:**1

**Sample Type:** Cell line

**Testing Type:** STR

### Testing Method:

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The ten STRs including one human locus were amplified by multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper..

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication: Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line.

| Loci    | Sample information |                |         |         | Cell Bank information |         |         |
|---------|--------------------|----------------|---------|---------|-----------------------|---------|---------|
|         | Sample name: mTEC  |                |         |         | Cell line name:       |         |         |
|         | Allele1            | Allele2        | Allele3 | Allele4 | Allele1               | Allele2 | Allele3 |
| 4-2     | 229.61<br>【18.3】   |                |         |         |                       |         |         |
| 5-5     | 335.79<br>【14】     | 348.03<br>【17】 |         |         |                       |         |         |
| 6-4     | 300.01<br>【18】     |                |         |         |                       |         |         |
| 6-7     | 334.59<br>【12】     | 346.63<br>【15】 |         |         |                       |         |         |
| 9-2     | 225.24<br>【16】     |                |         |         |                       |         |         |
| 12-1    | 229.86<br>【17】     |                |         |         |                       |         |         |
| 15-3    | 192.78<br>【20.3】   |                |         |         |                       |         |         |
| 18-3    | 152.13<br>【16】     | 160.28<br>【18】 |         |         |                       |         |         |
| X-1     | 404.31<br>【26】     |                |         |         |                       |         |         |
| D4S2408 |                    |                |         |         |                       |         |         |

## 2. database annotation

Figure 1. STR matching analysis

| Accession | Name   | N° Markers | Score      | STR 1-1      | STR 1-2 | STR 2-1 | STR 3-2 | STR 4-2      | STR 5-5 | STR 6-4 | STR 6-7 | STR 7-1 | STR 8-1 | STR 11-2 | STR 12-1 | STR 13-1     | STR 15-3     | STR 17-2 | STR 18-3 | STR 19-2 | STR X-1 |
|-----------|--------|------------|------------|--------------|---------|---------|---------|--------------|---------|---------|---------|---------|---------|----------|----------|--------------|--------------|----------|----------|----------|---------|
| NA        | Query  | NA         | NA         |              |         |         |         | 18.3         | 14,17   | 18      | 12,15   |         |         |          | 17       |              | 20.3         |          | 16,18    |          | 26      |
| CVCL_ZL61 | IngWAT | 8          | 66.6<br>7% | 10,16,<br>17 | 13,19   | 9       | 14      | 21.3         | 14,18   | 17,18   | 12,15   | 27.2    | 15.3    | 14,16    | 17       | 17           | 20.3,<br>2.3 | 12,16    | 16,18    | 13       | 27      |
| CVCL_VU16 | WT-1   | 8          | 66.6<br>7% | 10           | 13      | 9       | 14      | 19.3,<br>0.3 | 17      | 17      | 12      | 29      | 15.3    | 14       | 17       | 15.2,<br>6.2 | 20.3         | 12,15    | 16,18    | 12,13    | 26      |

**Note:** The STR online match analysis of the test cell against EXPASY database, showing cell number (Cell No.) and cell name.

### 3. Authentication

- ☒ The submitted sample profile is mouse, but not a match for any profile in the EXPASY. As the STR database of **mTEC** was not logged in, the matching result cannot be displayed. The cell line is unique and not cross-contaminated or misidentified, if the paper was to publish, these data could be submitted to the magazine.
- ☐ The submitted profile is an exact match for the following human cell line(s) in the DSMZ STR database (8 core loci plus Amelogenin): .
- ☐ The submitted profile is similar to the following DSMZ human cell line: /.
- **Note:** Cell lines are considered to related, derived from a common ancestry, when  $\geq 80\%$  of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

Figure 2. STR profiles of sample cell line

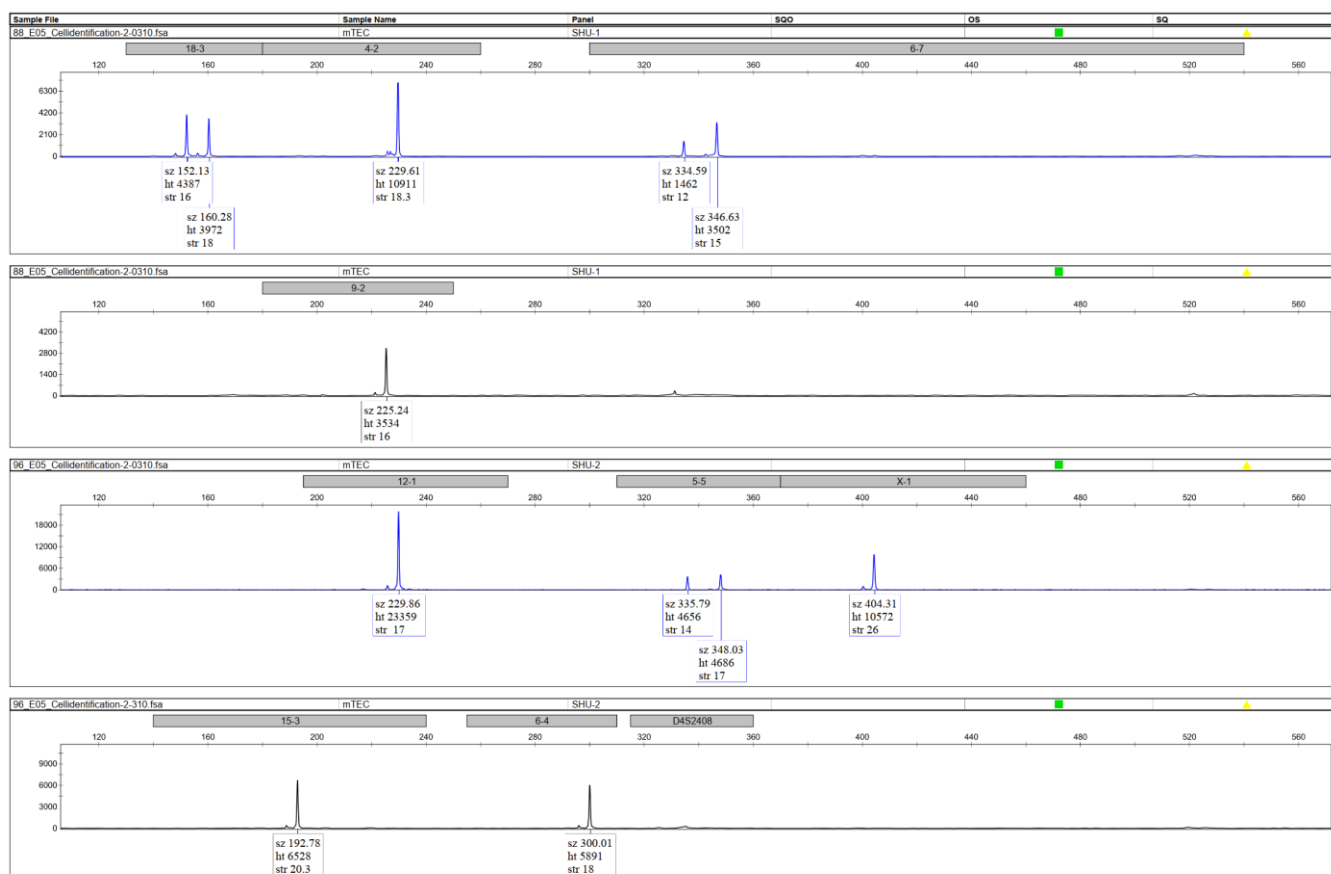

# Appendix:

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

|   | Strategy 1 | Strategy 2   |
|---|------------|--------------|
| 1 | 18-3(FAM)  | 12-1(FAM)    |
| 2 | 4-2 (FAM)  | 5-5(FAM)     |
| 3 | 6-7(FAM)   | X-1(FAM)     |
| 4 | 9-2(NED)   | 15-3(NED)    |
| 5 |            | 6-4(NED)     |
| 6 |            | D4S2408(NED) |

*The allele match algorithm compares the 9 core loci only, D4S2408 is a human site, which is used to detect whether the cell is contaminated by human sources.*

2. STR tools was used to carry on the cell line comparison, which contains 8000 cell lines STR data from ATCC, DSMZ, JCRB ,ECACC, GNE and RIKEN databases. If the cell is not included in the above cell library, users need to compared with other databases. D4S2408 is a human locus, which is used to detect whether the cells are contaminated by human.

**Technician:** Xiuchuan He

**Checked by:** Chenqian Zhang

**Issued by:** Min Wang

**Issue date:** March 11, 2025

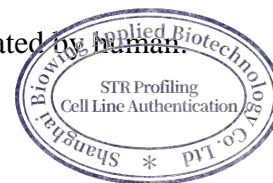

**Supplement:** mTECs STR Identification

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739
**Supplement:** Mycoplasma Detection in mTECs

# Mycoplasma Test Report

## Information introduction

|                           |                          |
|---------------------------|--------------------------|
| Company Code:             | 20250306_5               |
| Sample Code:              | mTEC                     |
| Sample From: Sample Type: | Anhui Medical University |
| Testing Type:             | Detection of Mycoplasma  |
| Testing Method:           | TaqMan-qPCR              |

## Testing Method

1. Based on the fluorescent quantitative PCR platform, the mycoplasma DNA can be quantitatively detected by the FAM probe in a single reaction.
2. The internal standard is introduced in the multiplex PCR process, the VIC probe is used to detect the internal standard gene to monitor the experimental process to avoid false negatives.
3. The QPCR amplification reaction is in a closed environment throughout the entire process, which effectively avoids false positive results caused by PCR product contamination, and at the same time uses negative reference products to control false positive.
4. Quantify the mycoplasma DNA in the sample by the positive reference concentration standard curve to obtain the concentration of mycoplasma DNA in the sample and give the reference degree of mycoplasma contamination.
5. This method is highly sensitive and can detect as few as 10 copies of mycoplasma DNA.

## Quality Control

1. The positive detection channel (FAM) and internal standard channel (HEX) shows an "S" type amplification curve, and the Ct value of each reference product has a good linearity,  $R^2=0.9998$ .

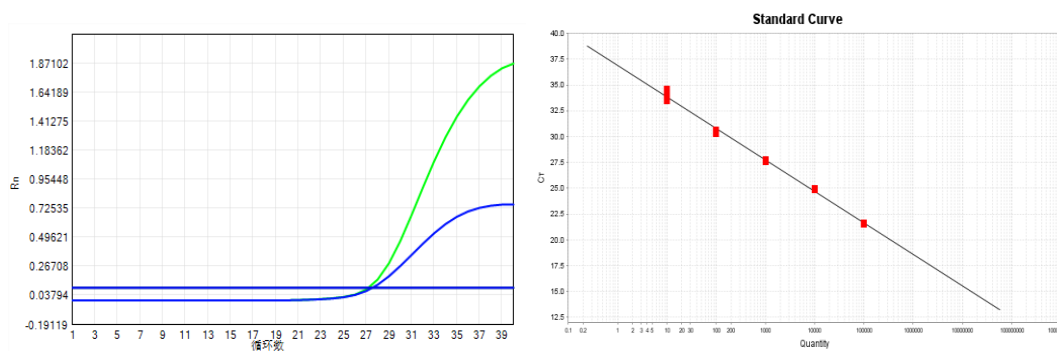

2. The negative reference detection channel (blue FAM) has no amplification performance, the internal standard channel (green VIC) shows a standard "S" type amplification curve, and the negative control is established.

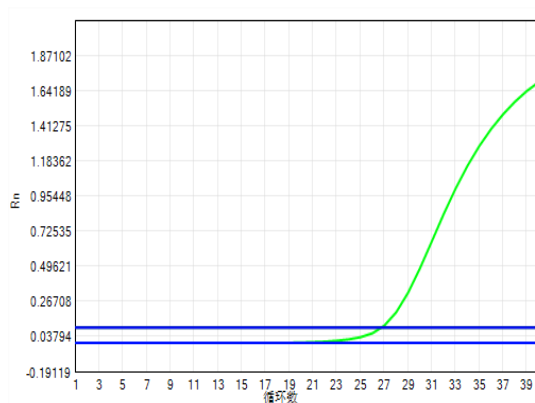

## Test Results

1. Sample detection channel amplification curve (left FAM), internal standard channel amplification curve (right VIC). The internal standard channel shows an "S" type amplification curve, indicating that the PCR process of the sample is normal.

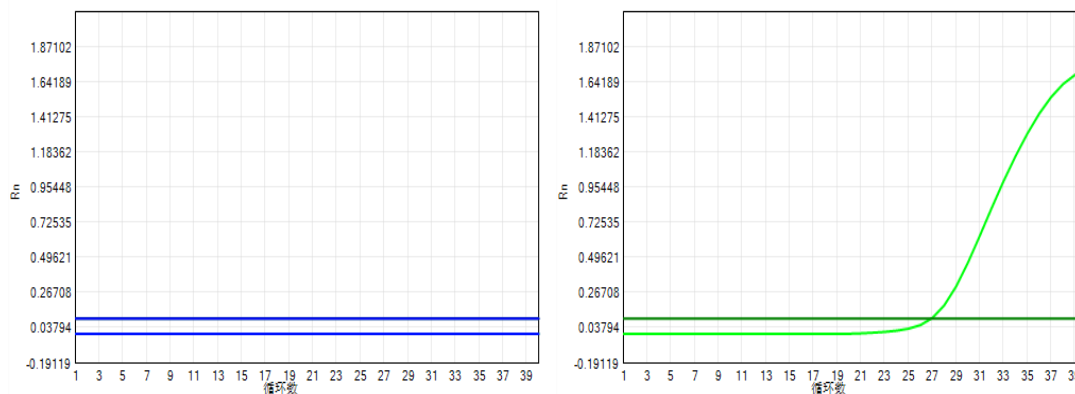

## 2、Qualitative standards

| Detection channel<br>Ct range(FAM) | Internal reference channel<br>Ct range(HEX/VIC) | Qualitative results  |
|------------------------------------|-------------------------------------------------|----------------------|
| Ct<19                              | 25<Ct<29                                        | Strong positive(+++) |
| 19≤Ct<25                           | 25<Ct<29                                        | Positive (++)        |
| 25≤Ct<30                           | 25<Ct<29                                        | Weak positive(+)     |
| Ct>33or NoCt                       | 25<Ct<29                                        | Negative (-)         |
| 30<Ct≤33                           | 25<Ct<29                                        | Need to revalidate   |

### 3、Summary of test results

| Inspection<br>Channel | Detection channel<br>Ct range(FAM) | Internal reference<br>channel Ct range(VIC) | Qualitative<br>results | Reference<br>concentration |
|-----------------------|------------------------------------|---------------------------------------------|------------------------|----------------------------|
| Positive              | Ct∈(23-29)                         | 27.18                                       | -                      | -                          |
| Negative              | NoCt                               | 26.75                                       | -                      | -                          |
| sample                | NoCt                               | 26.92                                       | Negative               | -                          |

## Conclusion

- 1、The amplification result of the positive reference product was normal, and the Ct value between each reference product was linear. No amplification in the detection channel of the negative reference product, and the internal standard gene amplification was normal. No abnormality in the experimental process.
- 2、The internal reference gene amplification of the tested sample is normal, the Ct value is 26.92, and the PCR process of the tested product is normal.
- 3、The Ct value of the sample is NoCt, so the mycoplasma test result of the sample is Negative.

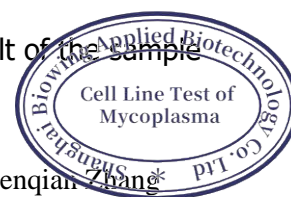

Technician: Chenqian Zhang

Checked by: Kaiyue Chao

Issued by: Shuangning Zhu

Issue date: March 6, 2025

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739

## HK-2细胞STR鉴定报告

### 一、材料处理和检验方法

取适量HK-2细胞(编号PC-H2025022708,  $1 \times 10^6$ )使用TIANamp Genomic DNA Kit提取DNA, 采用Microreader™21 ID System扩增20个STR位点和性别鉴定位点, 使用智阅基因分析仪GenReader 7010对PCR产物进行检测, 使用GeneMapper Software6软件(Applied Biosystems)对检测结果进行分析, 并与ExPASy数据库进行比对。

### 二、检测结果

实验中阴性及阳性对照结果均正确。

HK-2 细胞株的 STR 位点和 Amelogenin 位点的基因分型结果见附表, 分型图谱见附图。

### 三、分析说明

HK-2 细胞株基因组 DNA 扩增后图谱清晰, 分型结果良好。

### 四、检验结论

1. HK-2 细胞株 DNA 进行细胞 STR 分型结果显示, 细胞株中未发现人类细胞交叉污染。
2. 该细胞株 DNA 分型在细胞库中找到与其细胞分型 94.55%相匹配的细胞株, 细胞株名称为 HK-2 [Human kidney]。

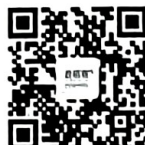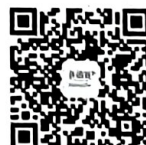

附表1: HK-2细胞株的STR位点和Amelogenin位点的基因分型结果。

| STR Loci   | 样品名称: PC-H2025022708 | 数据库名称: HK-2 [Human kidney] |
|------------|----------------------|----------------------------|
| Amelogenin | X                    | X                          |
| CSF1PO     | 13                   | 13                         |
| D2S1338    | 17,25                | 17,25                      |
| D3S1358    | 16                   | 16,17                      |
| D5S818     | 12                   | 12                         |
| D7S820     | 10,11                | 10,11                      |
| D8S1179    | 10,14                | 10,14                      |
| D13S317    | 9                    | 9                          |
| D16S539    | 12                   | 11,12                      |
| D18S51     | 12                   | 12                         |
| D19S433    | 15,15.2              | 15,15.2                    |
| D21S11     | 28,30                | 28,30                      |
| FGA        | 20                   | 20,22                      |
| Penta D    | 9,12                 | 9,12                       |
| Penta E    | 10,11                | 10,11                      |
| TH01       | 9                    | 9                          |
| TPOX       | 8,9                  | 8,9,11                     |
| vWA        | 17,18                | 17,18                      |
| D6S1043    | 12,13                |                            |
| D12S391    | 17,3,22              |                            |
| D2S441     | 11,12                |                            |

ExPASy数据库匹配度94.55%，匹配位点数17 (<https://www.cellosaurus.org/index.html>)

备注:

1. 根据国际细胞鉴定委员会(ICLAC)制定的细胞 STR 鉴定标准, 细胞系的匹配度 $\geq 80\%$ 时, 认为它们具有相关性, 即衍生于共同的祖先细胞; 匹配度在 55% 至 80% 之间, 需要进一步验证相关性; 小于 55%, 表明两者不具有相关性。
2. 图谱有效峰为真实的 PCR 条带; 小峰和非特异性条带在计算中忽略不计。
3. STR 数据比对结果默认 ExPASy, 数据来源包括 ATCC, DSMZ, JCRB 等细胞库以及文献和资料记载, 数据库入口 <https://www.cellosaurus.org/index.html>。

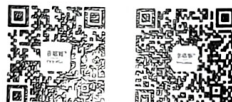

附图1: HK-2 (编号PC-H2025022708) 细胞STR位点和Amelogenin位点的基因分型结果。

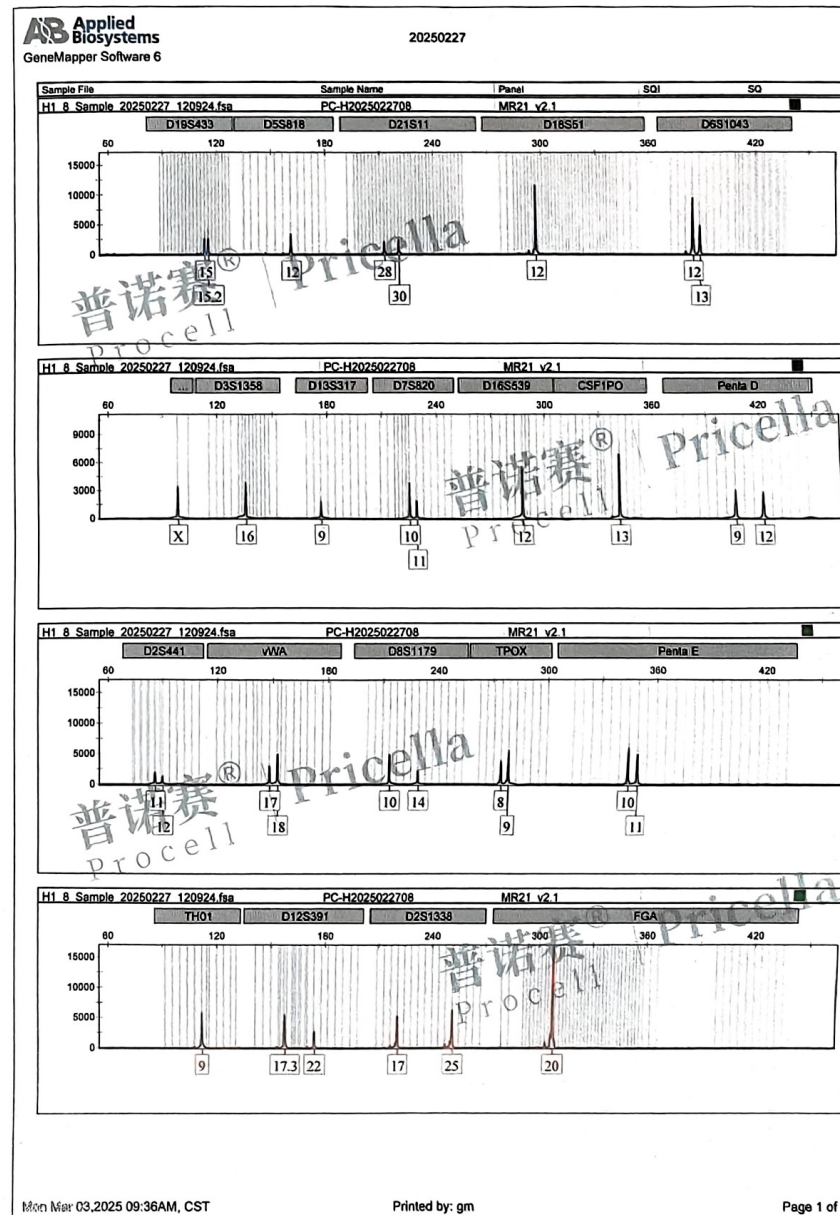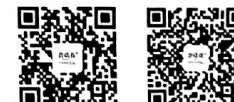

## Certificate of Analysis

HK-2

人肾皮质近曲小管上皮细胞

货号: CL-0109

报告批准日期: 2025-04-07

规格:  $1 \times 10^6$  Cells/T25

保存温度: 常温

## Quality Profile

| 检测项目 | 单位   | 标准                   | 结果 |
|------|------|----------------------|----|
| 外观   | /    | 标签清晰正确, 瓶身外观完好, 瓶盖盖紧 | 合格 |
| 数量   | cell | $\geq 1 \times 10^6$ | 合格 |
| 汇合度  | /    | $\geq 70\%$          | 合格 |
| 细胞形态 | /    | 上皮细胞样                | 合格 |
| 细菌   | /    | 镜检无污染                | 合格 |
| 真菌   | /    | 镜检无污染                | 合格 |
| 支原体  | /    | PCR法/显色法阴性           | 合格 |

## 质检结论:

参考《HK-2细胞产品技术要求》判定该产品合格!

报告人:

李秀

批准人:

熊薇

质检专用章

2025-04-09

网站: [www.procell.com.cn](http://www.procell.com.cn)

电话: 

地址: 湖北省武汉市高新大道858号生物医药产业园三期C4栋

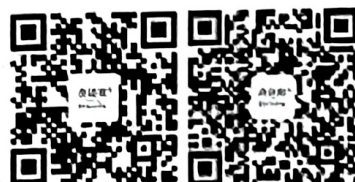

**Supplement:** HK-2 STR Identification

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739
**Supplement:** Supplementary Figures

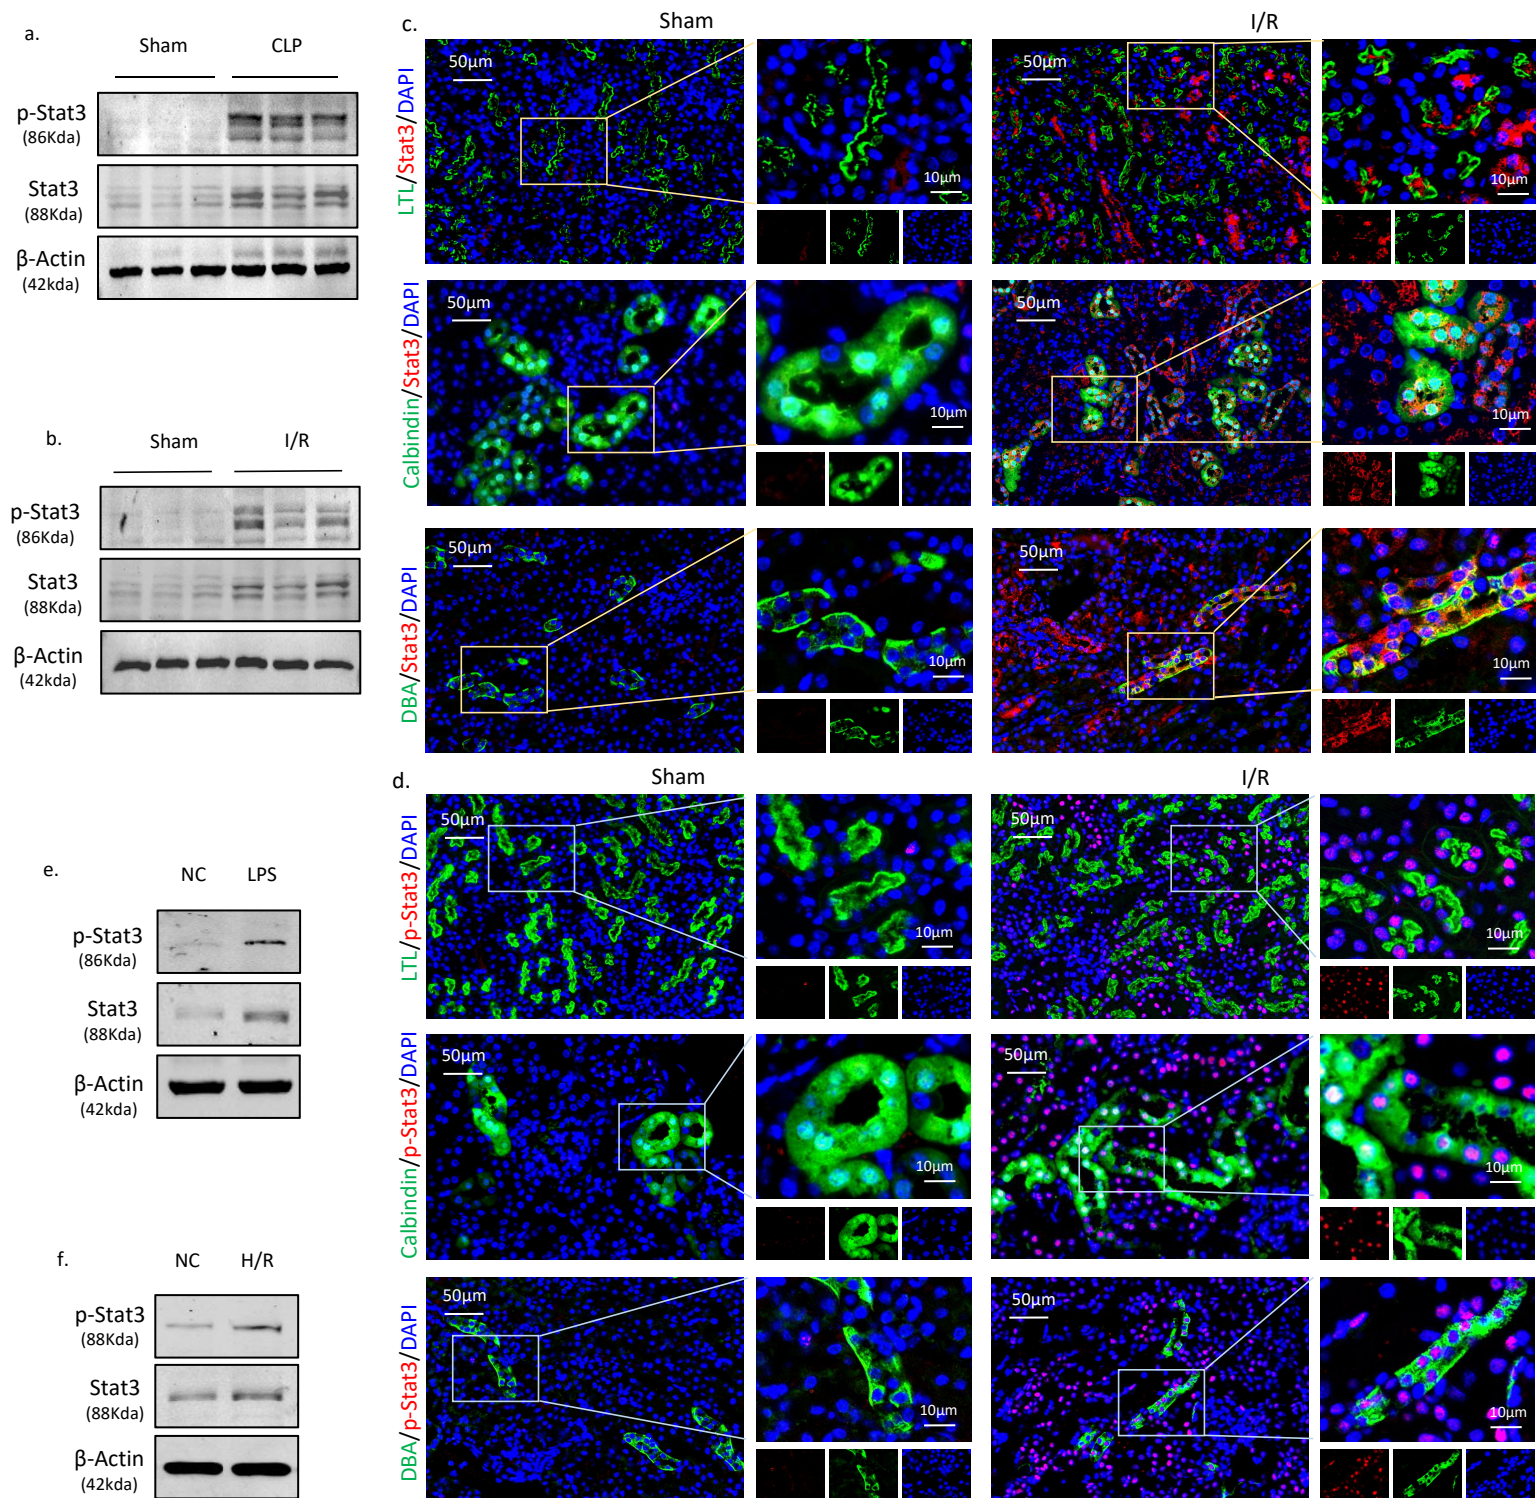

**Figure S1**

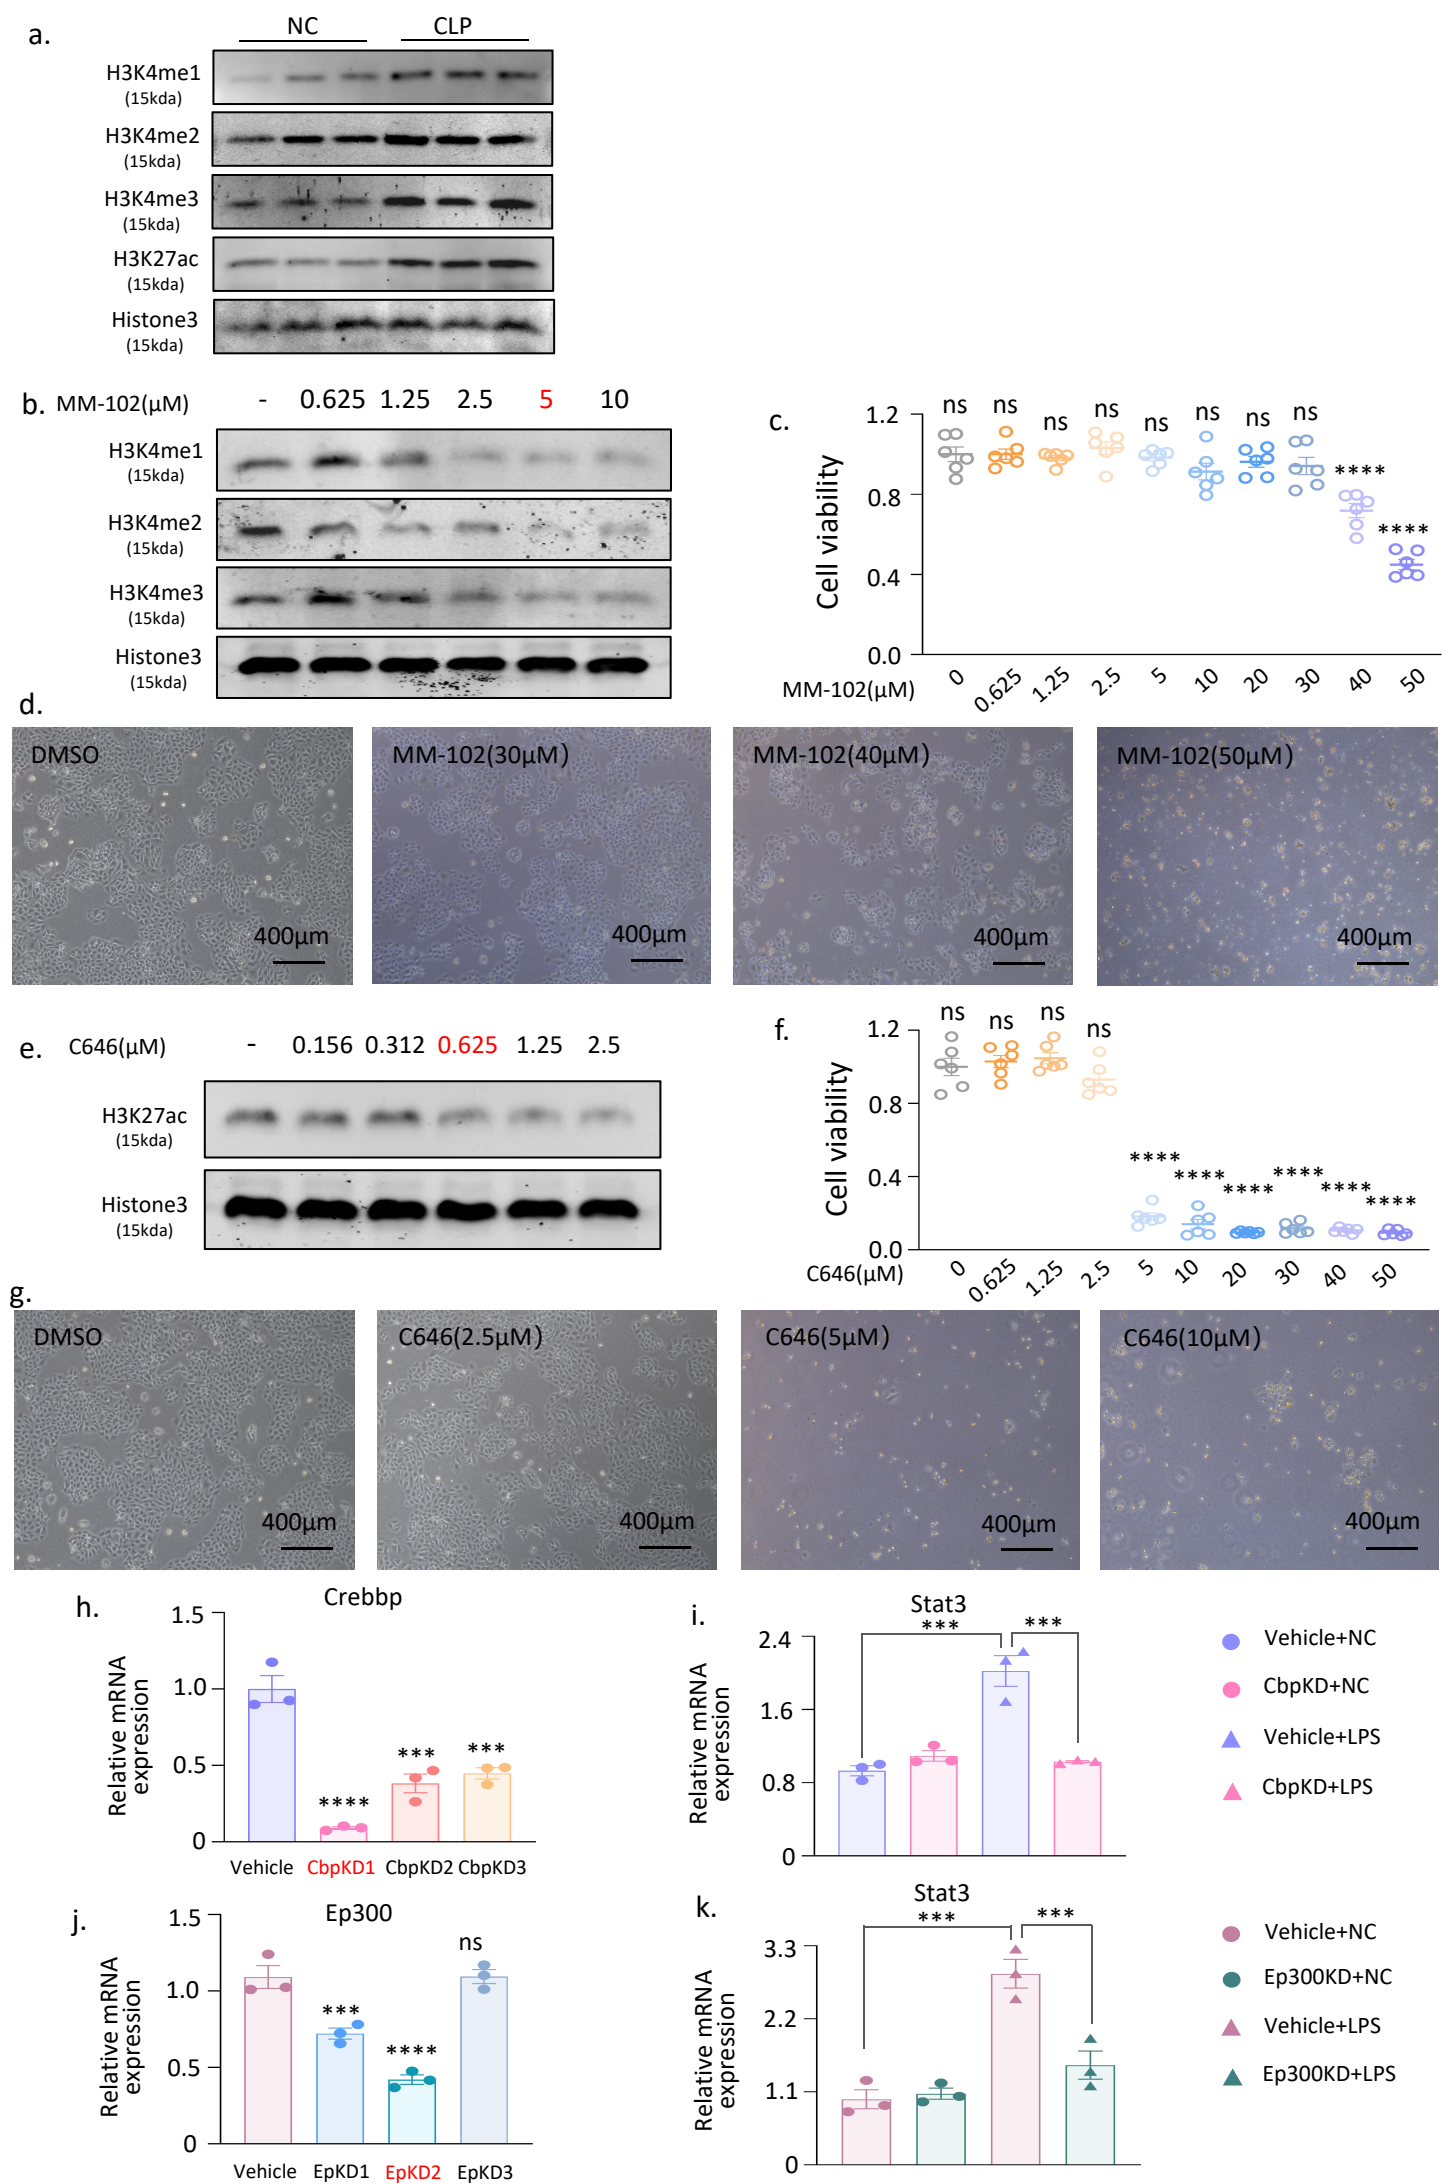

**Figure S2**

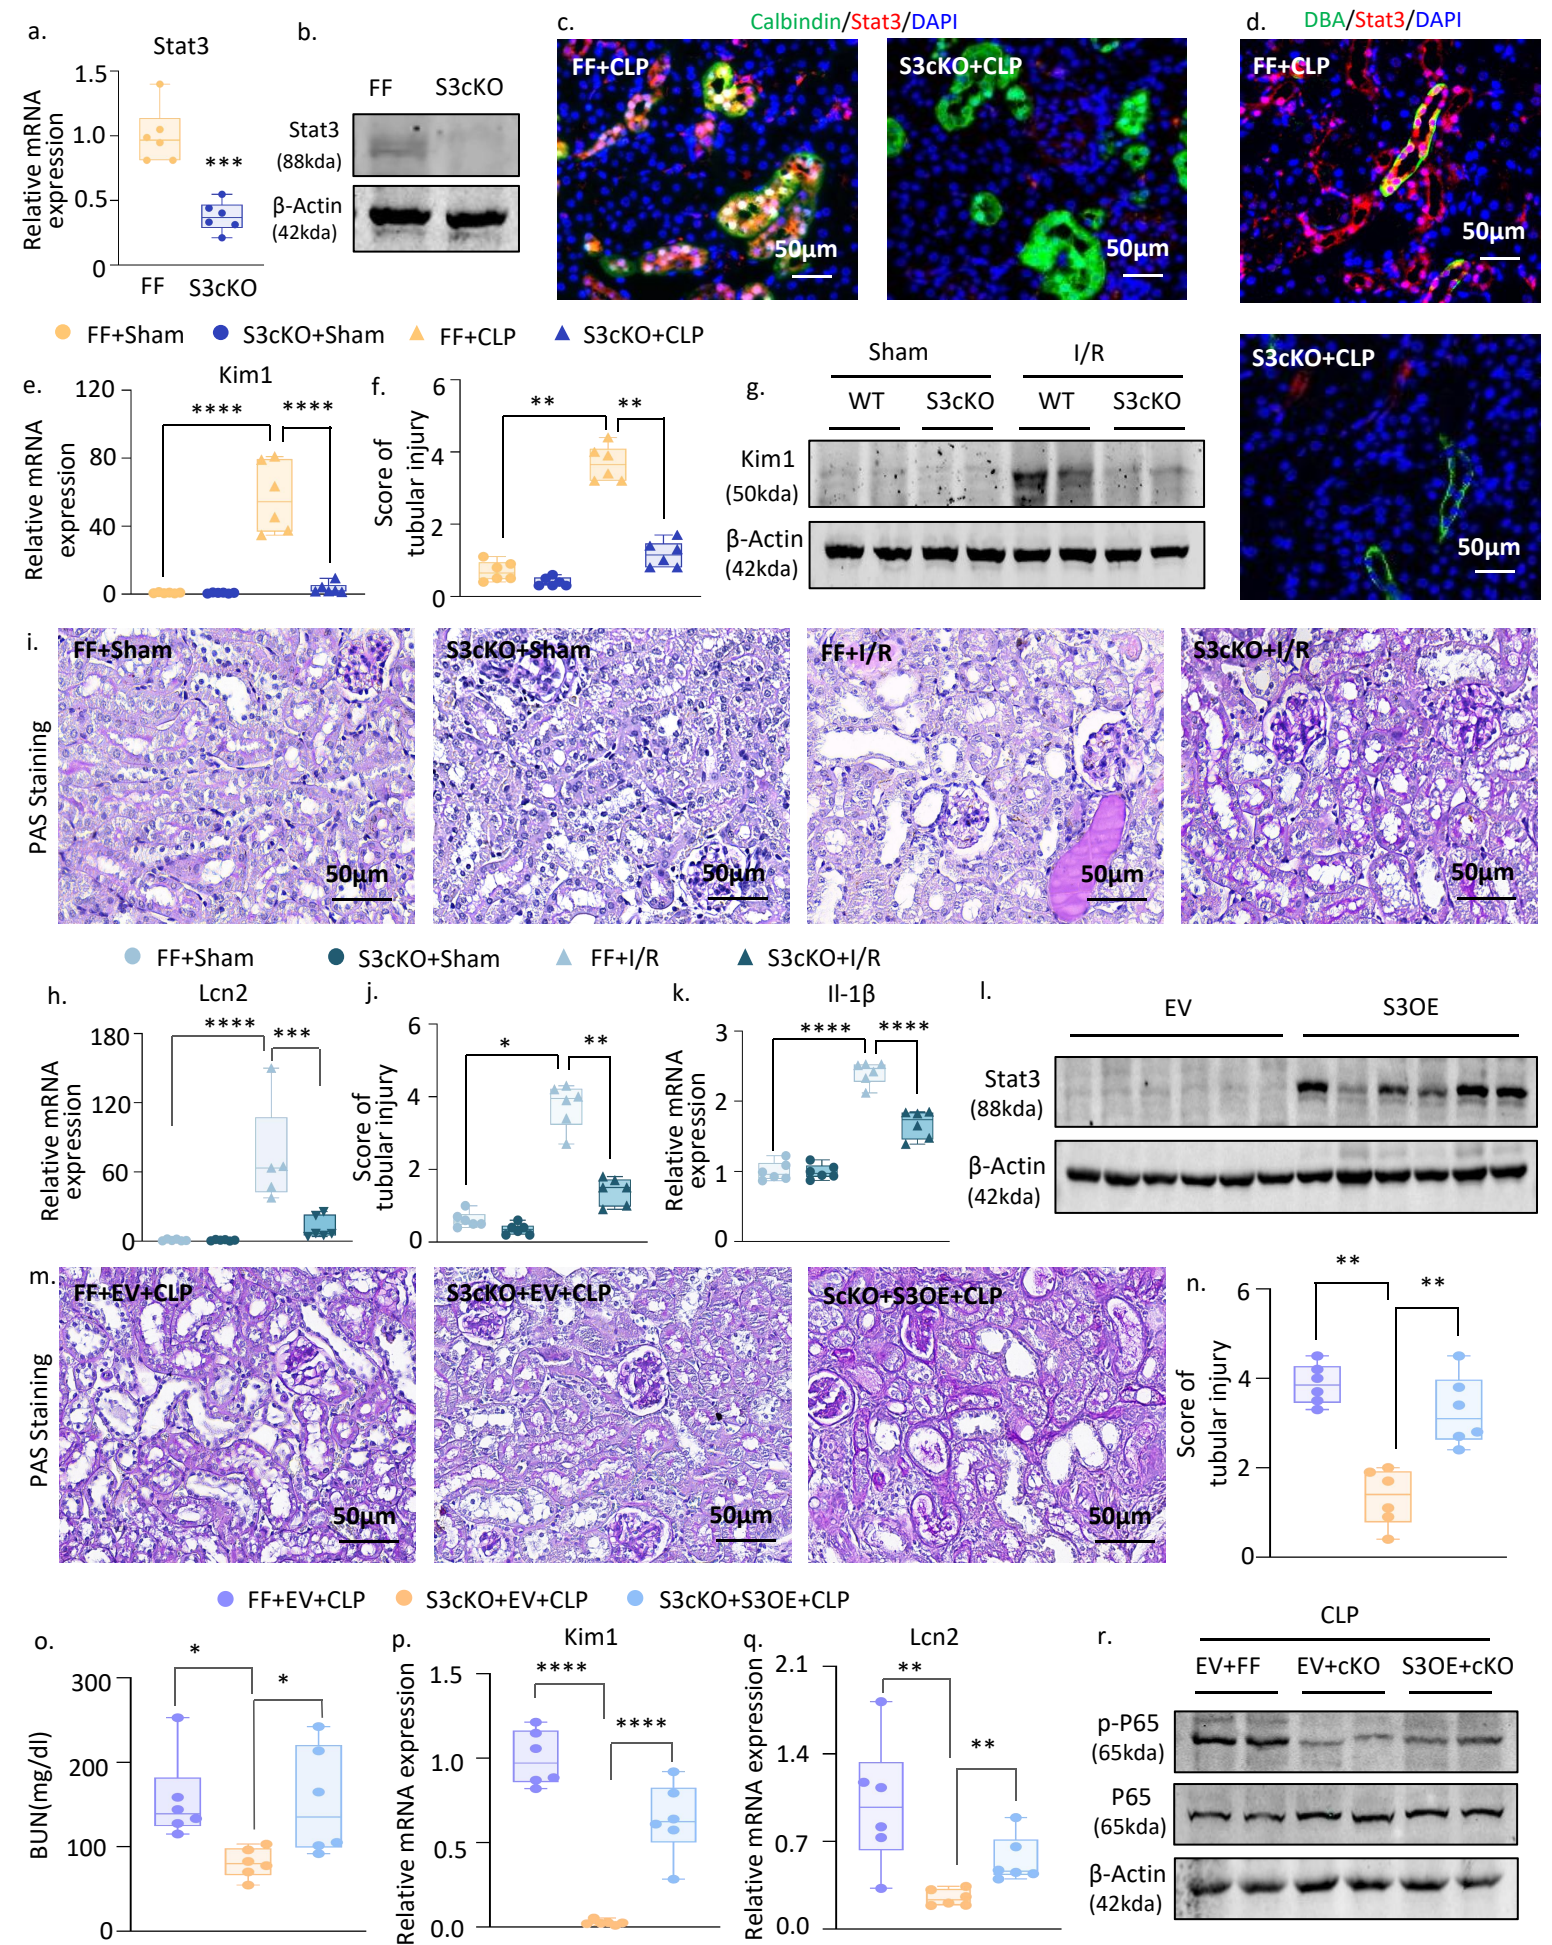

**Figure S3**

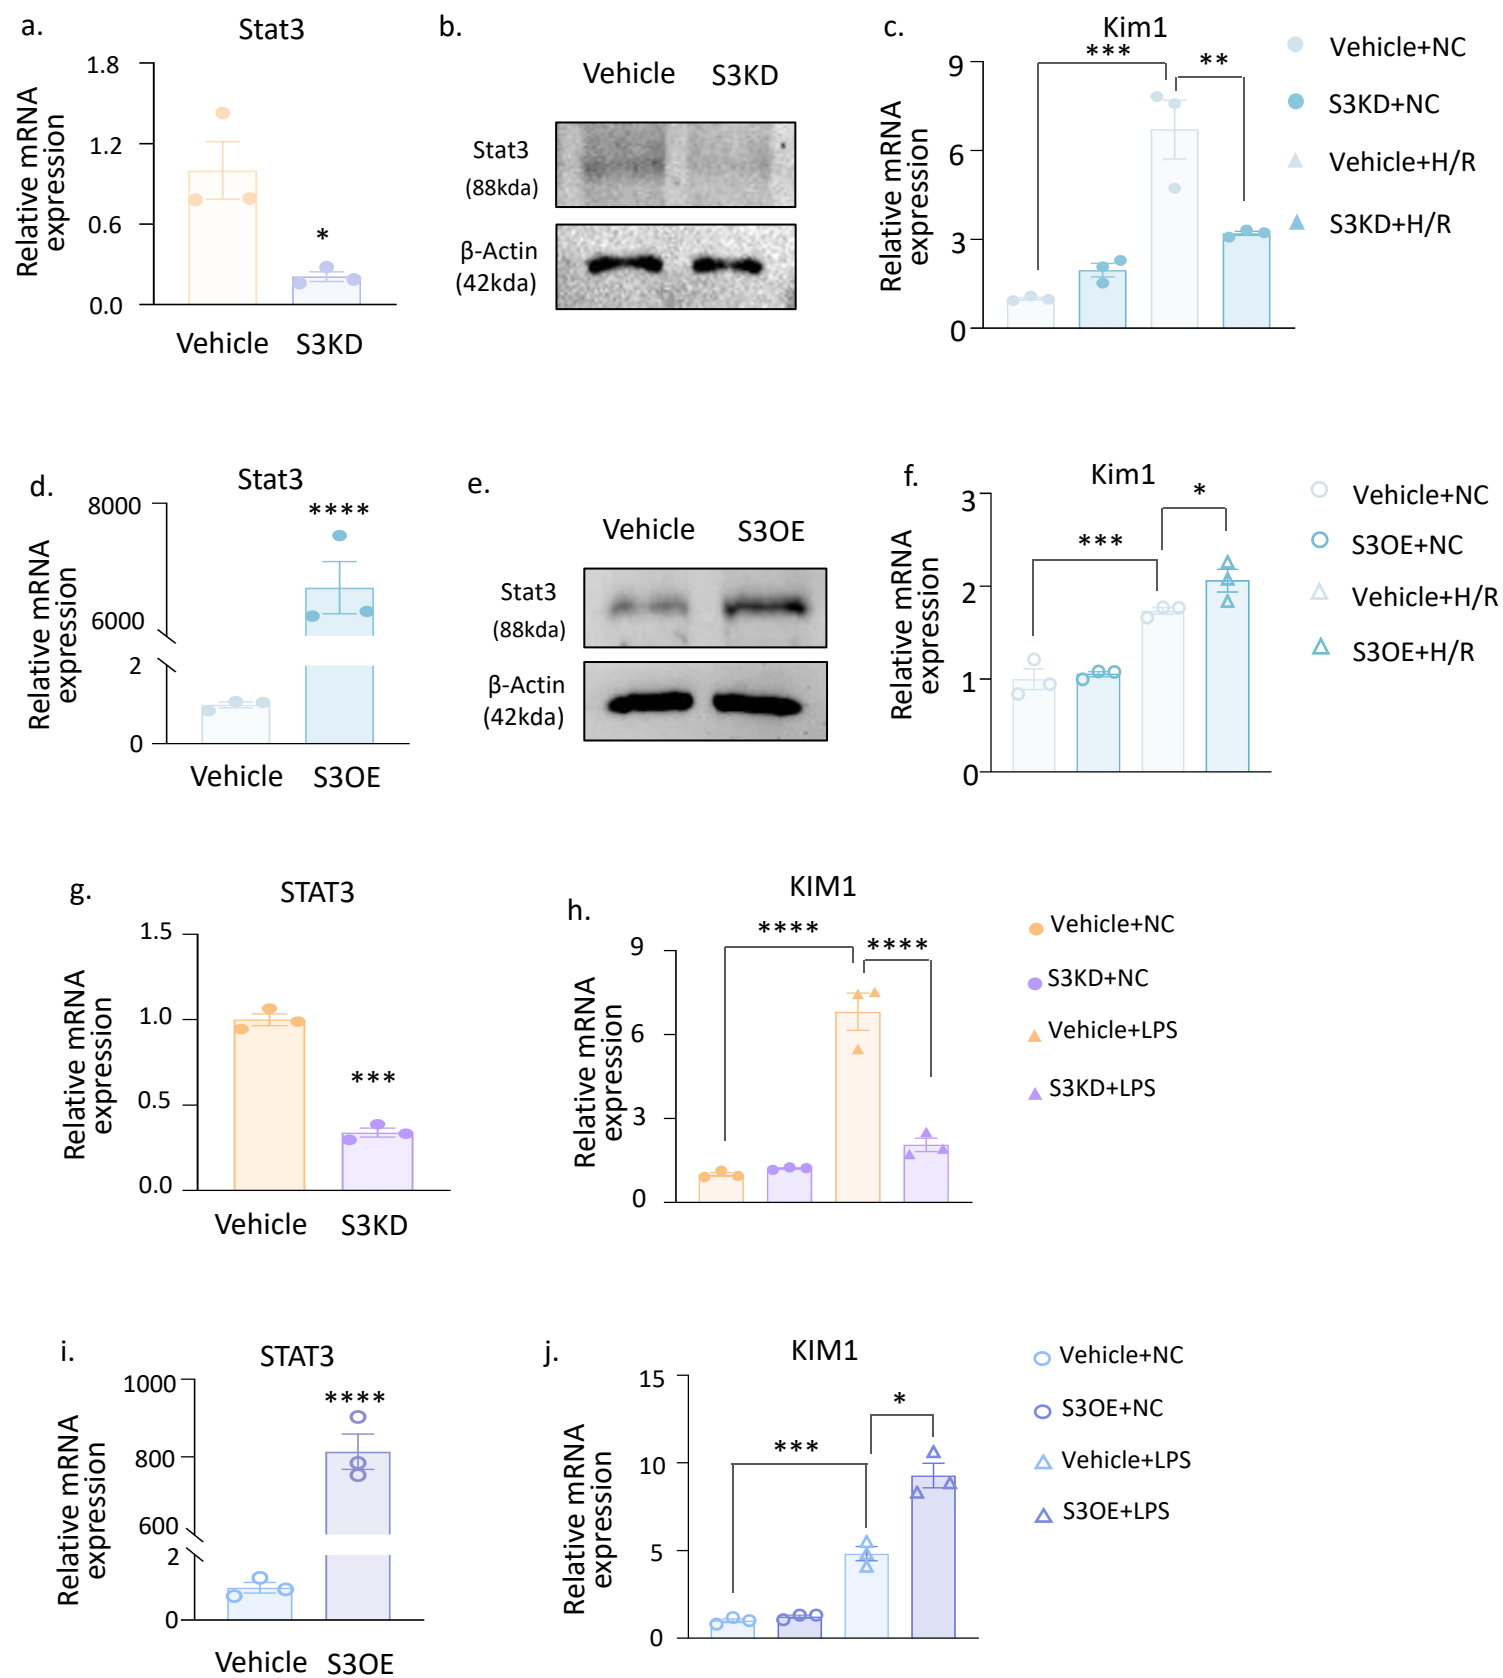

**Figure S4**

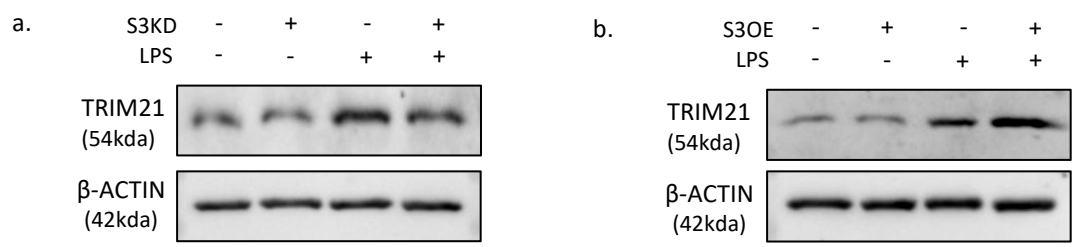

Figure S5

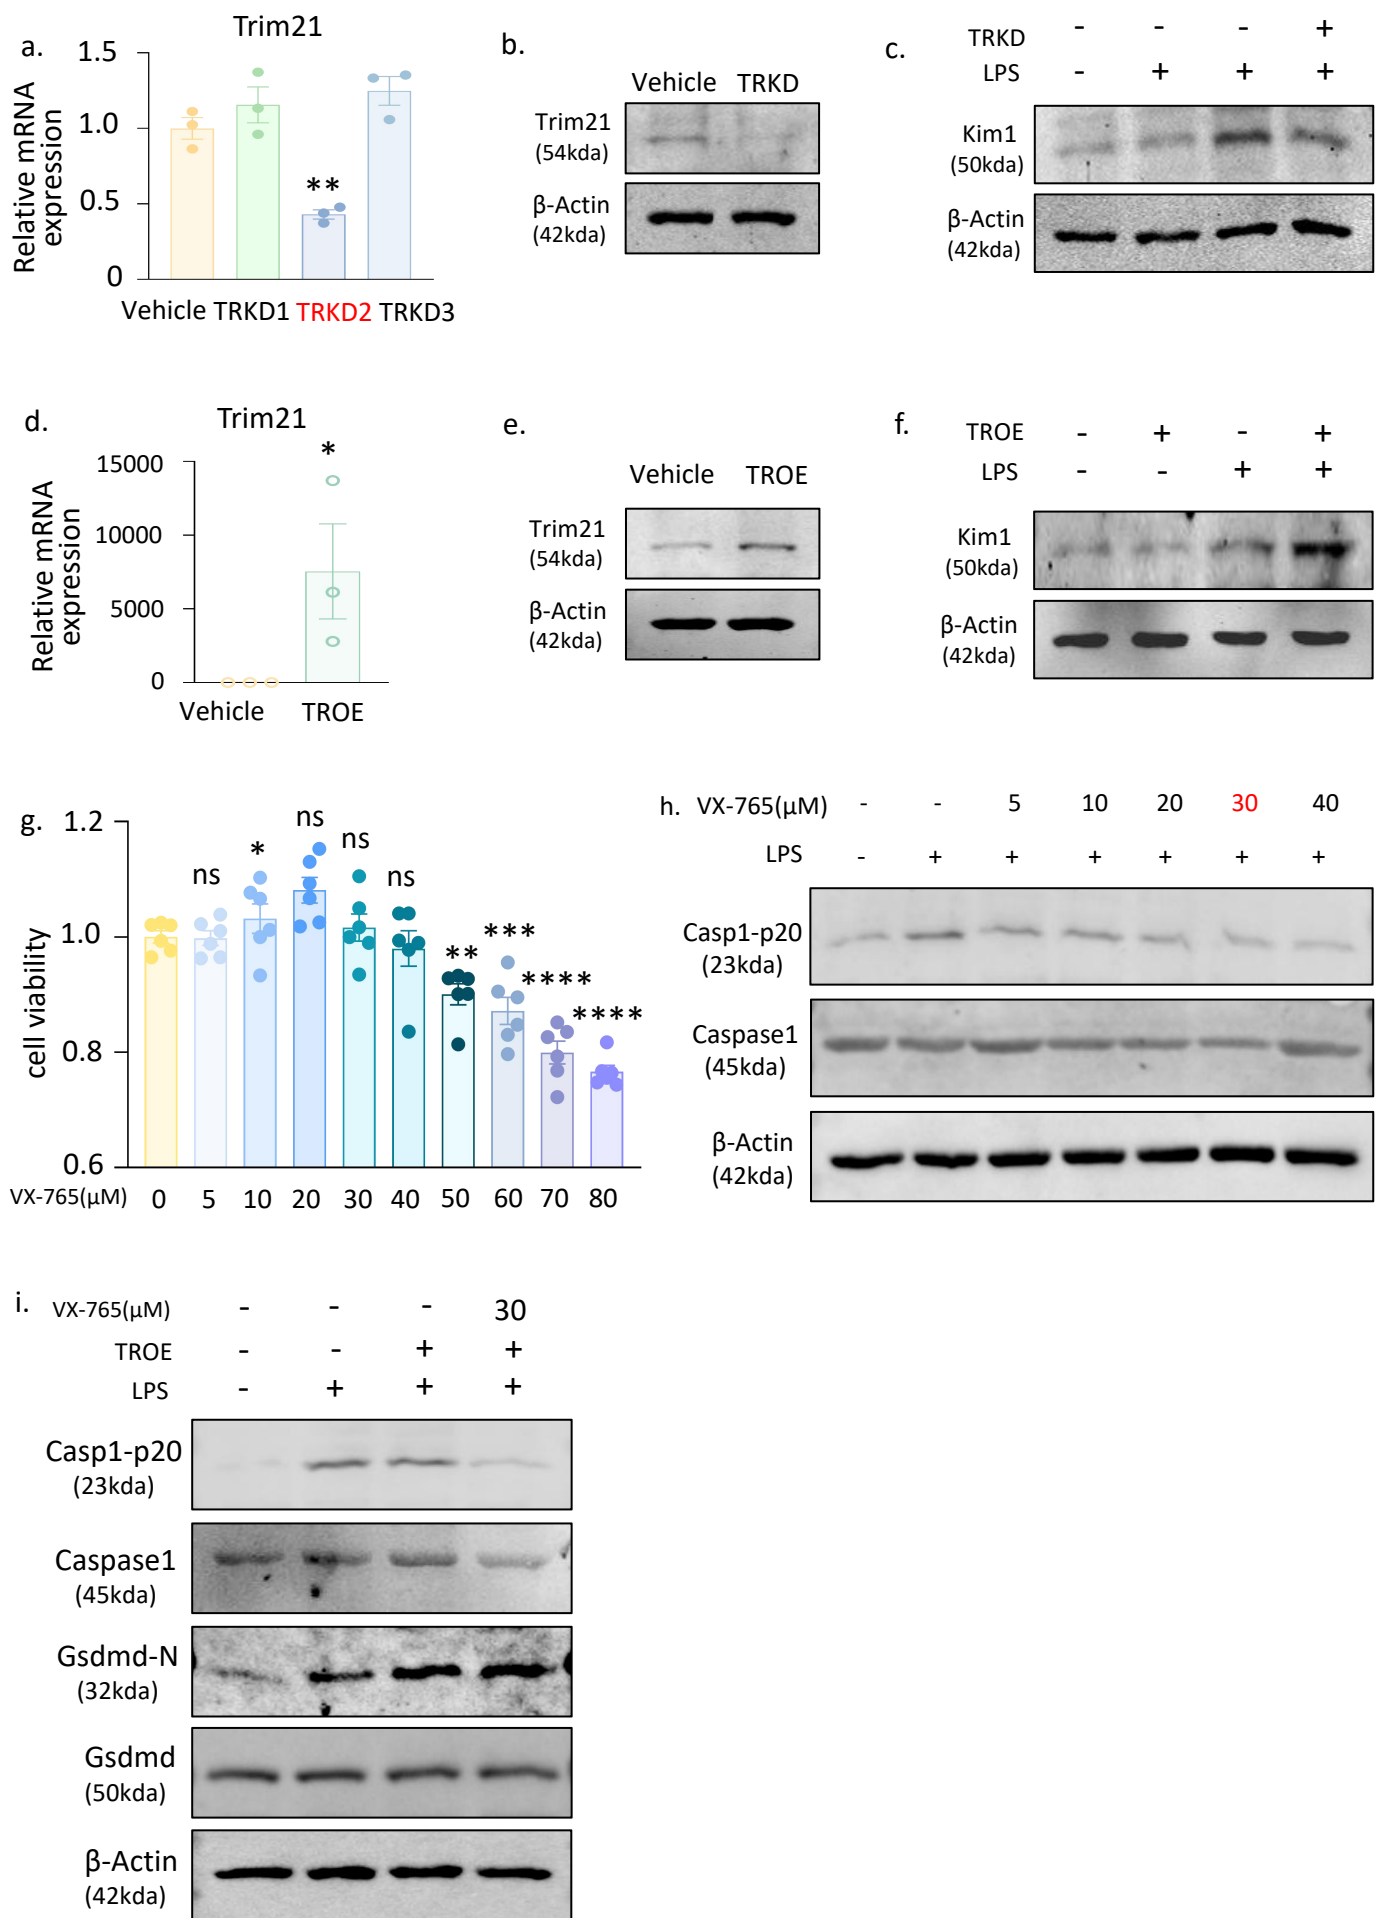

**Figure S6**

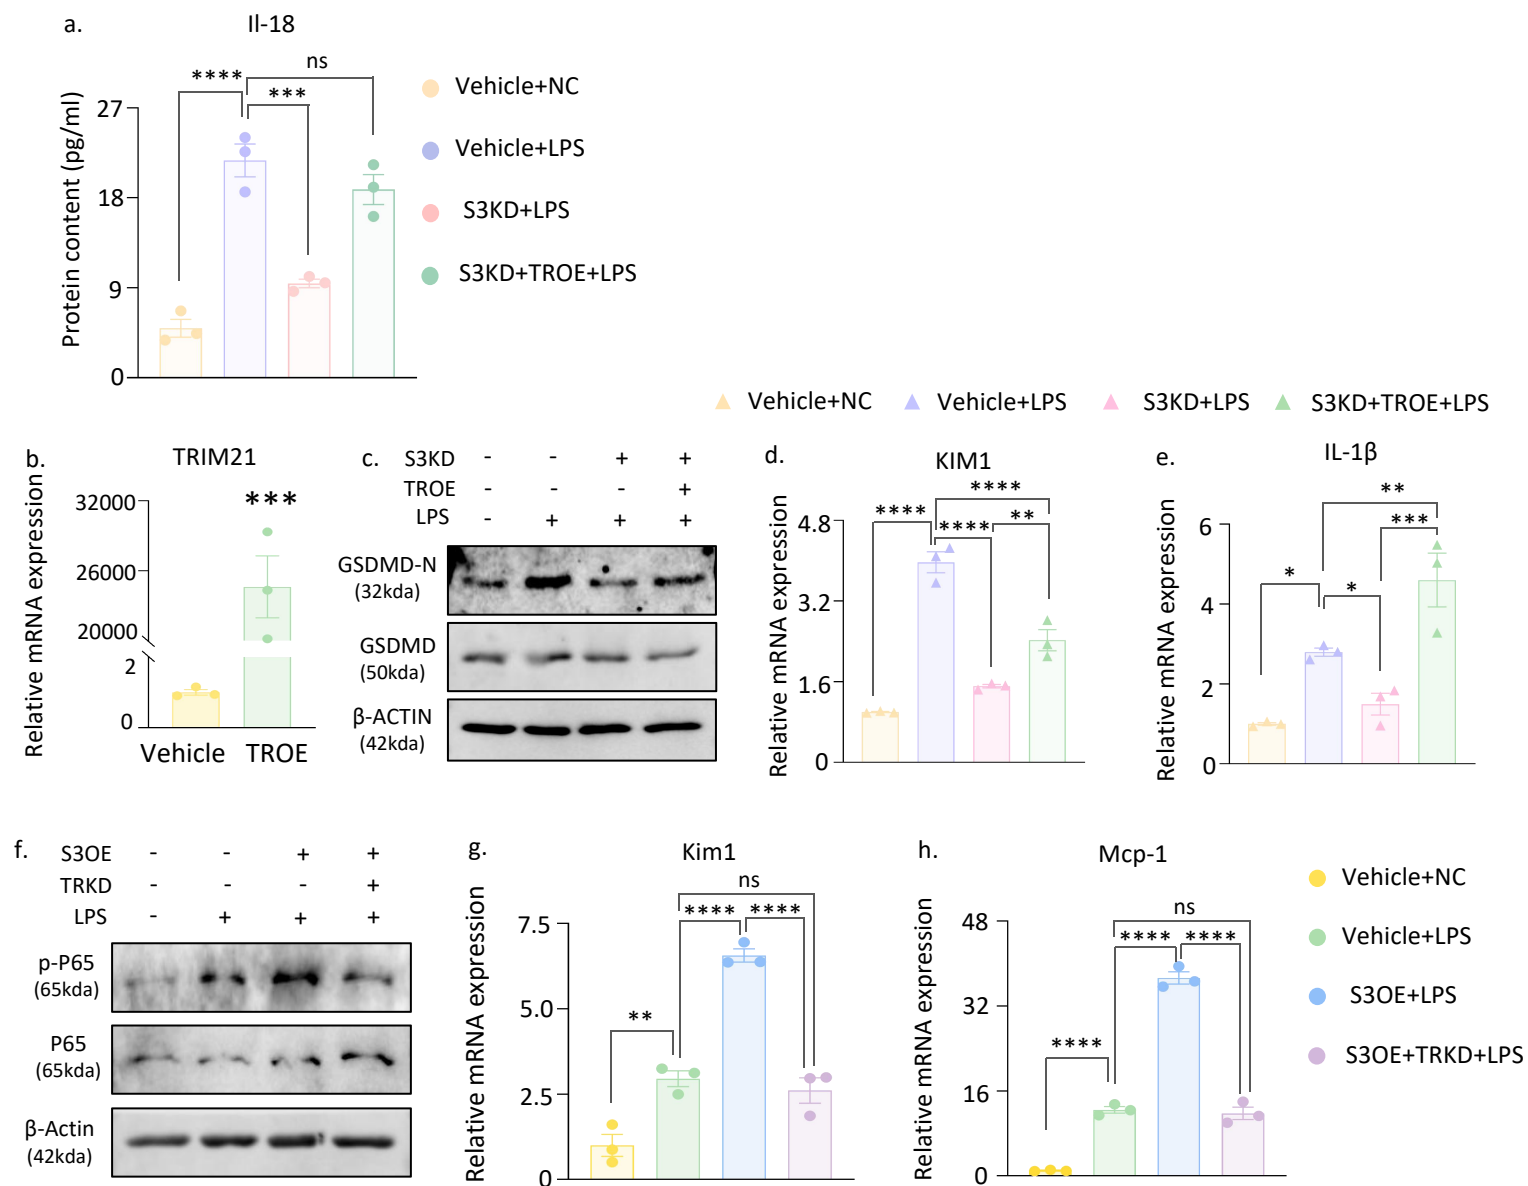

**Figure S7**

○ EV+Sham    ○ S3KD+Sham    △ EV+CLP    △ S3KD+CLP

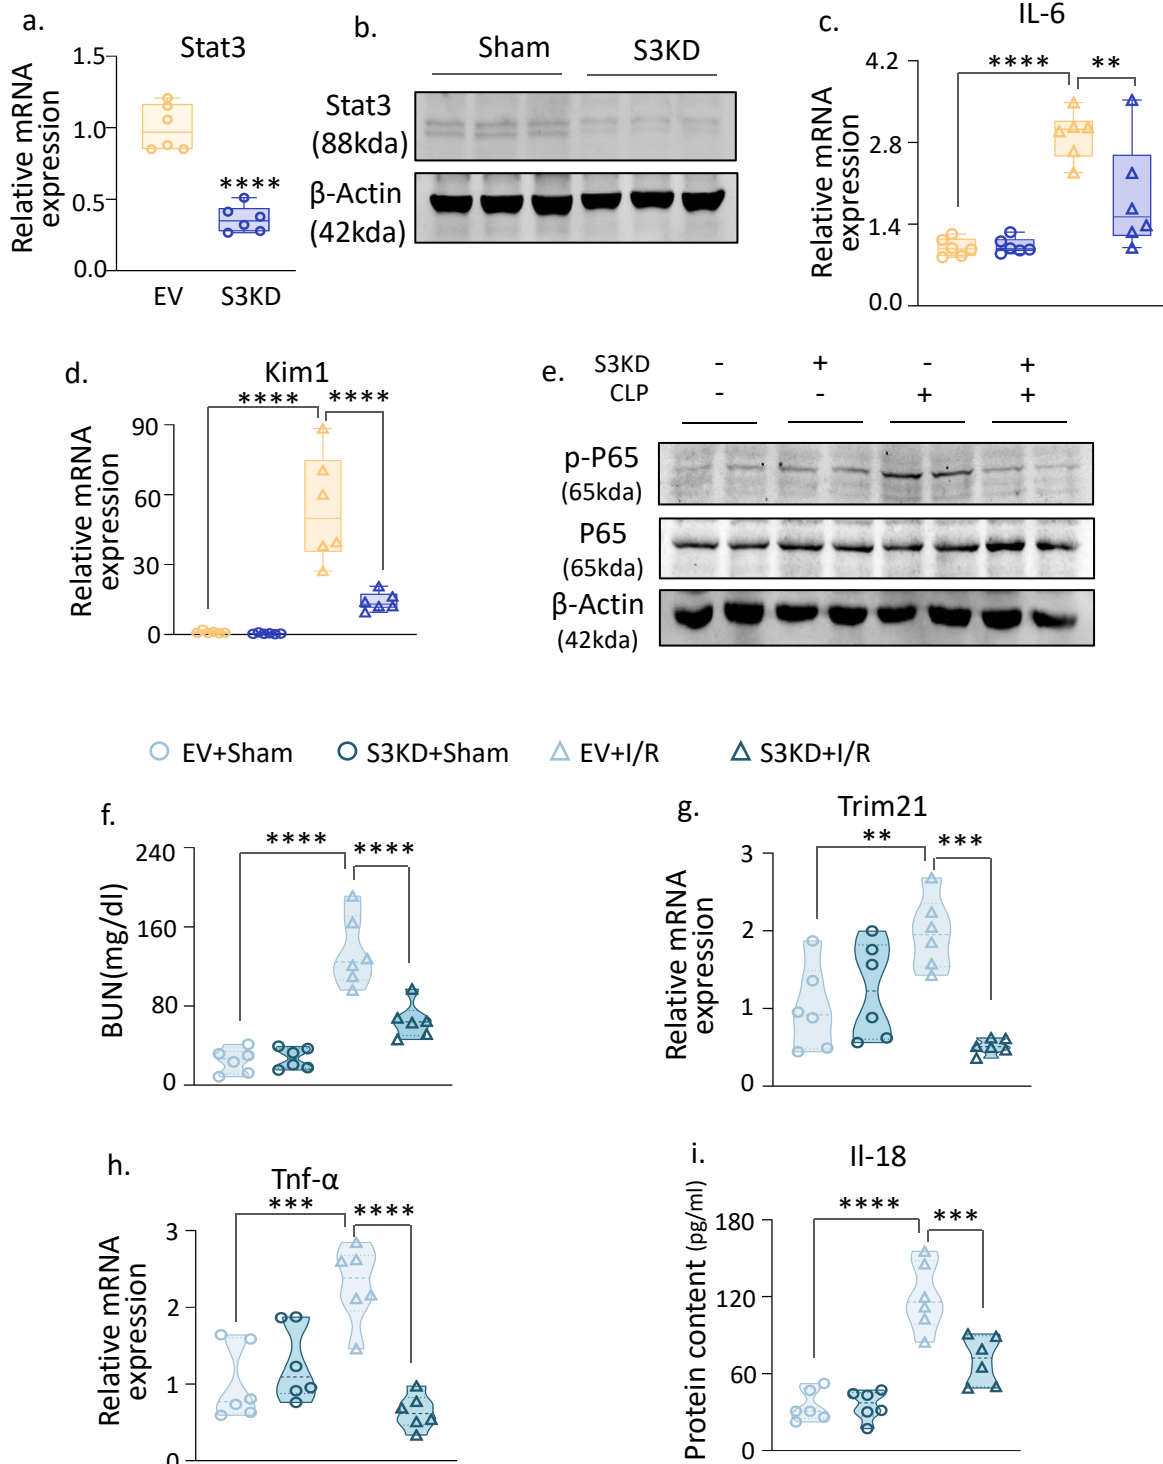

**Figure S8**

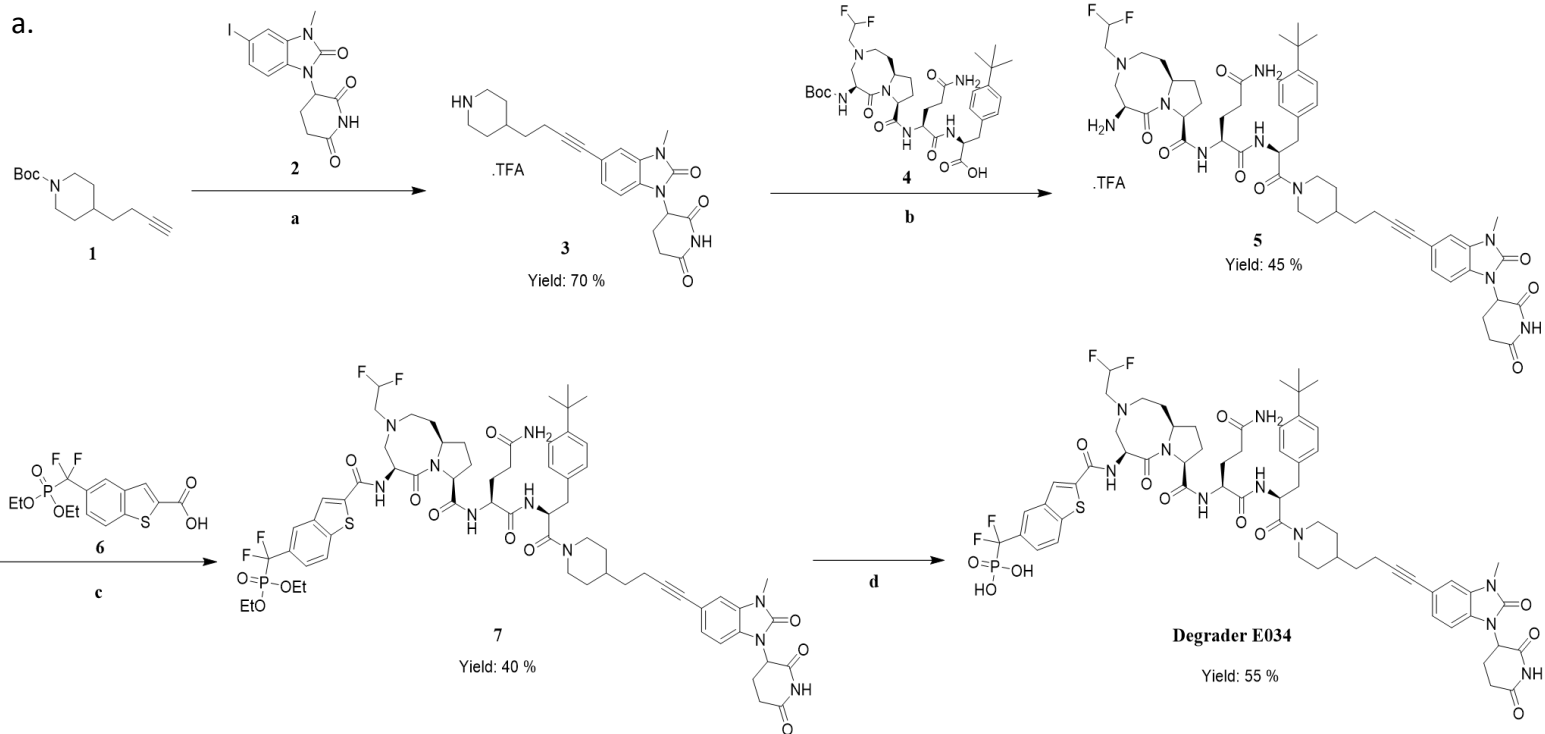

**Figure S9**

a.

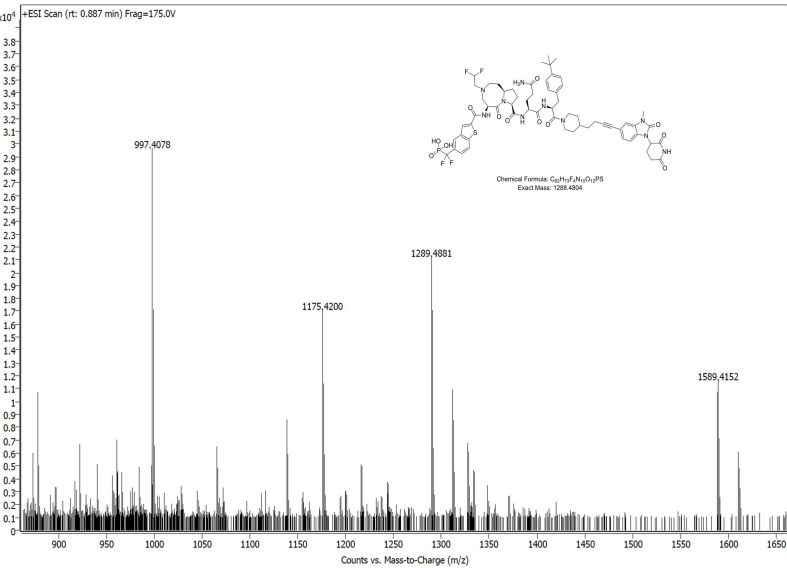

HRMS (ESI) (m/z): calcd for  $C_{62}H_{73}F_4N_{10}O_{12}PS$  [M + H]<sup>+</sup>, 1289.4882; found, 1289.4881.

b.

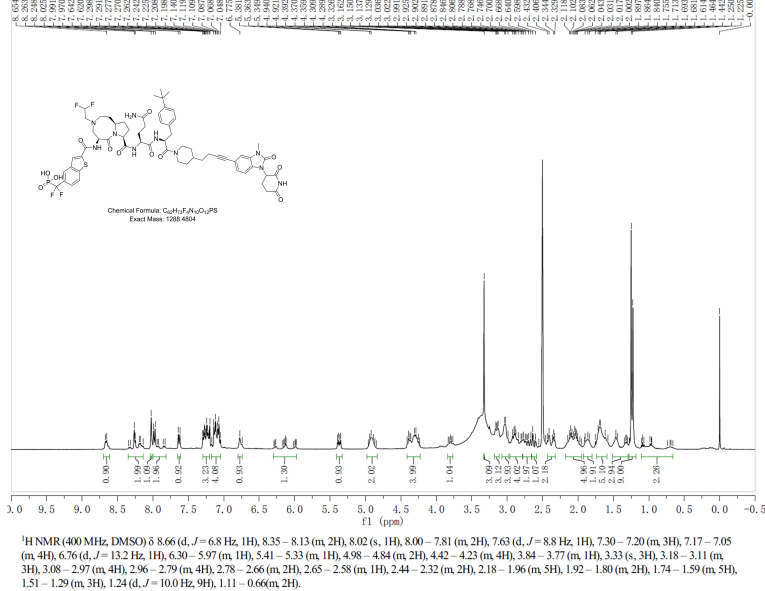

c.

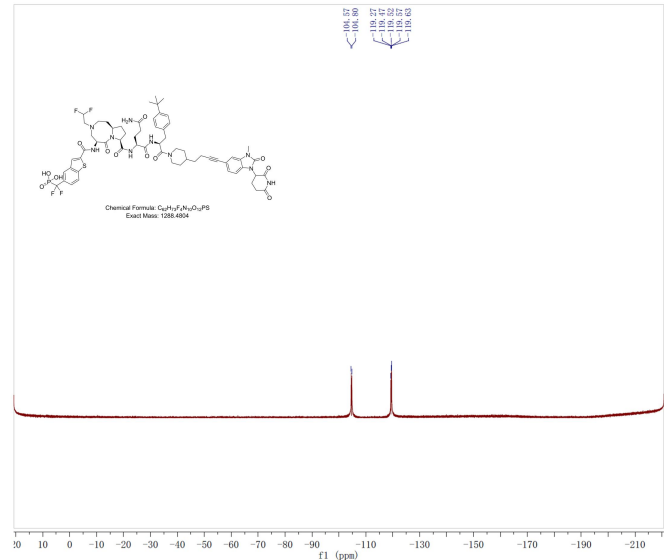

d.

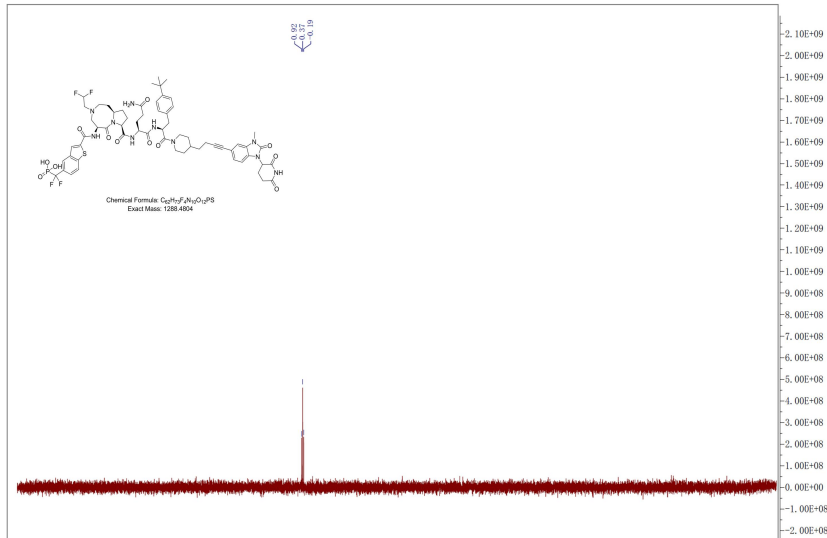

e.

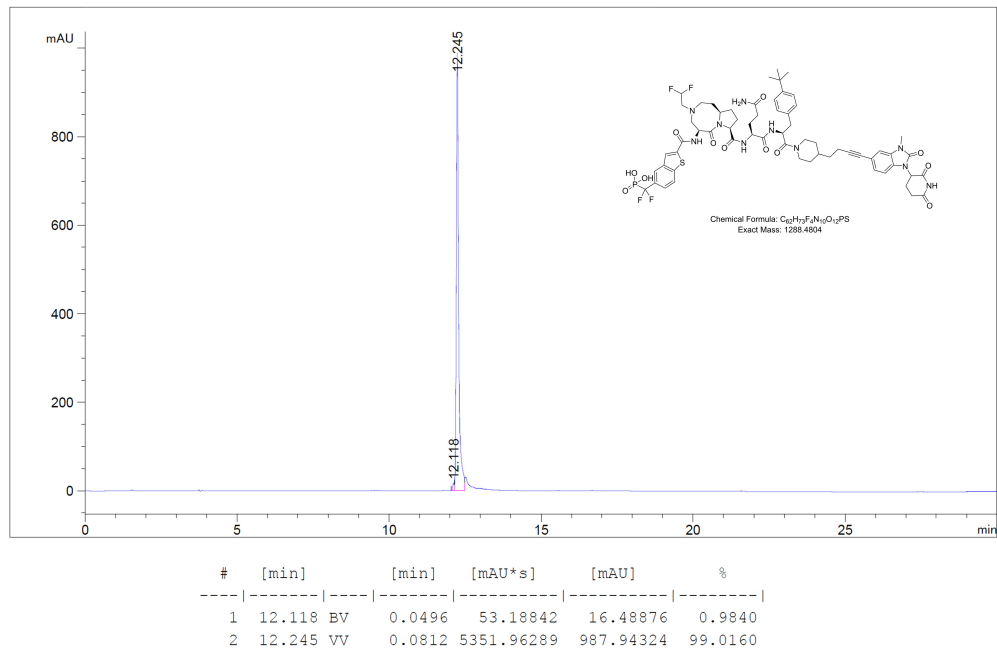

Figure S10

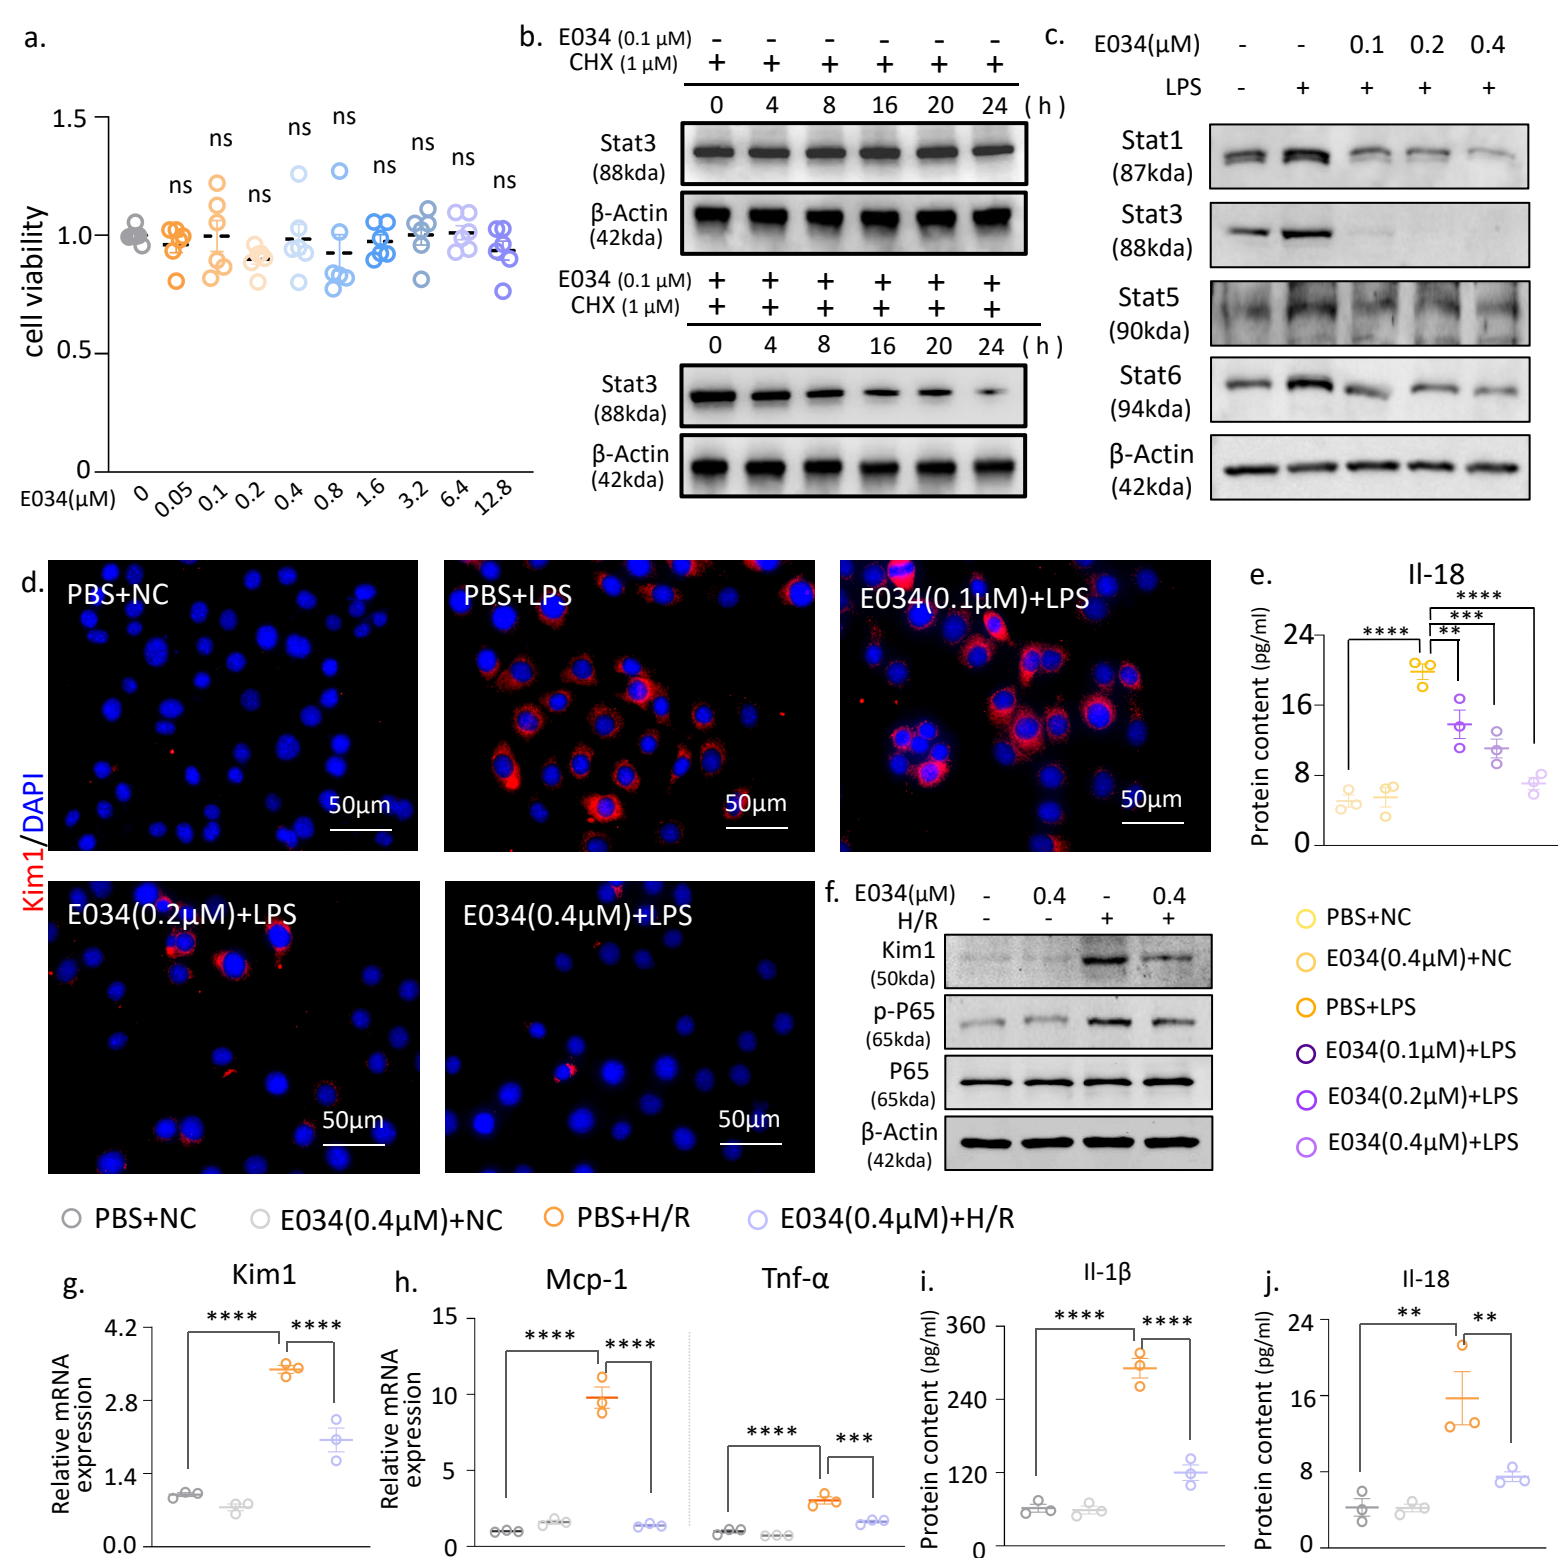

**Figure S11**

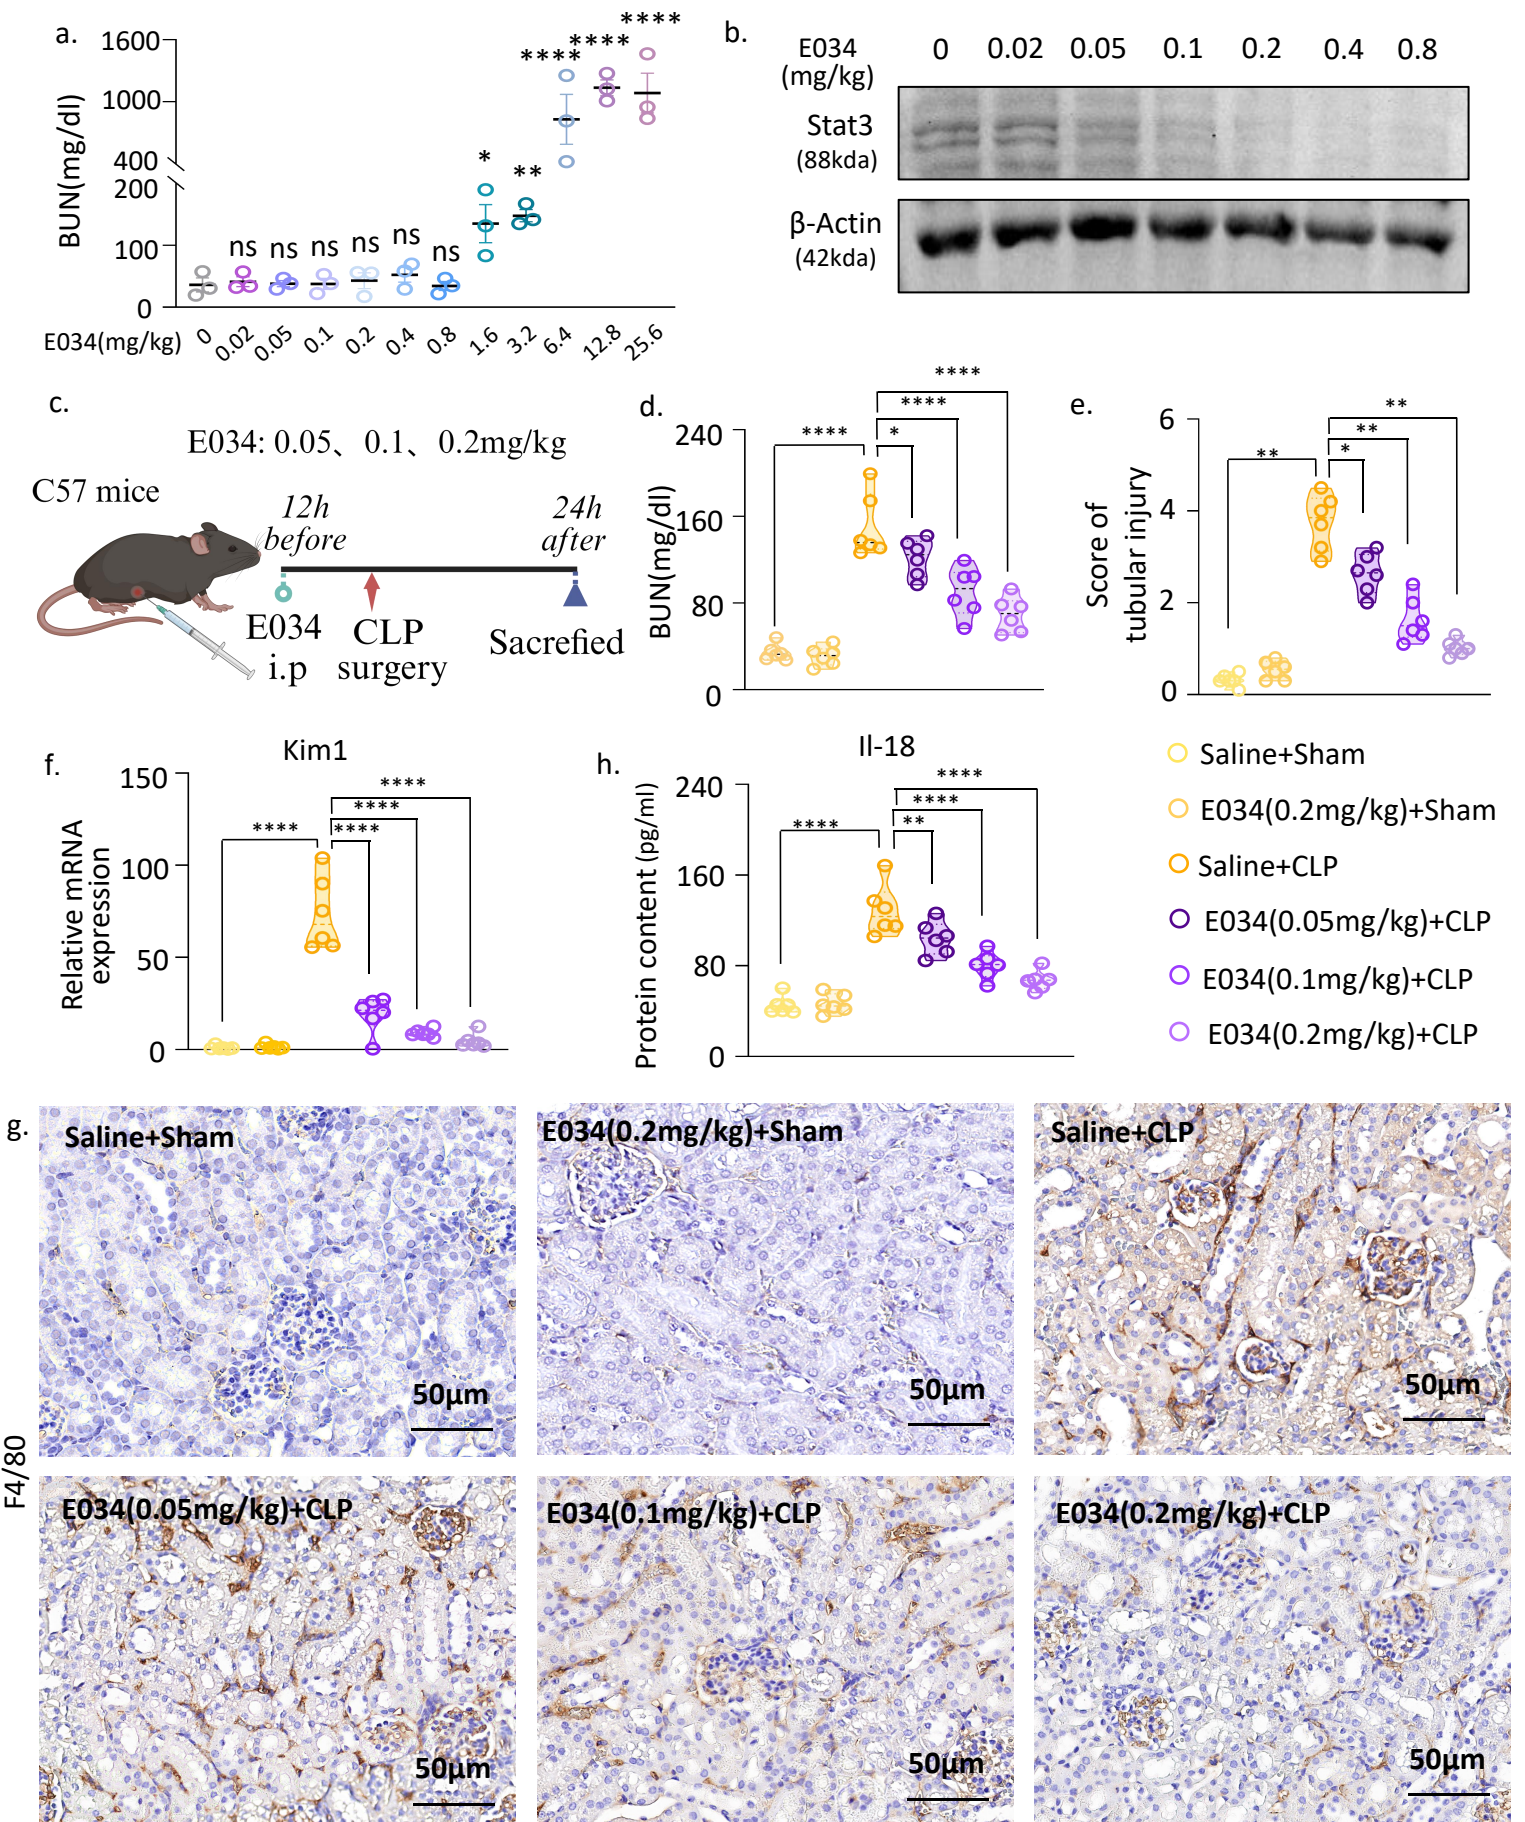

**Figure S12**

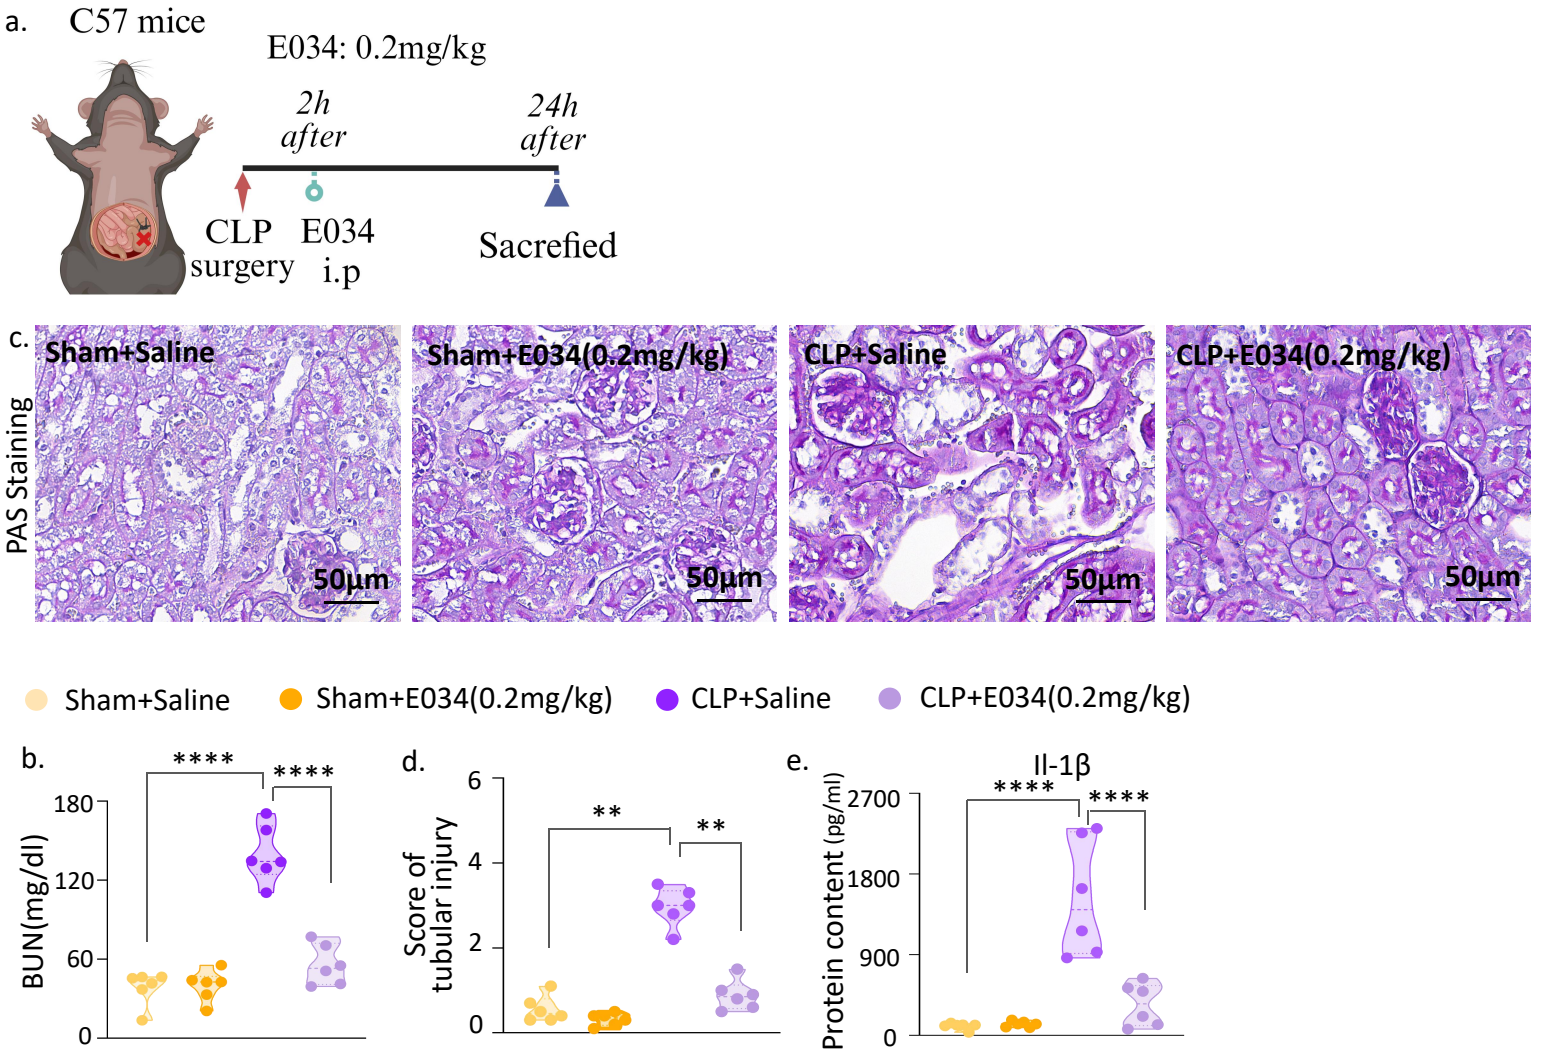

Figure S13

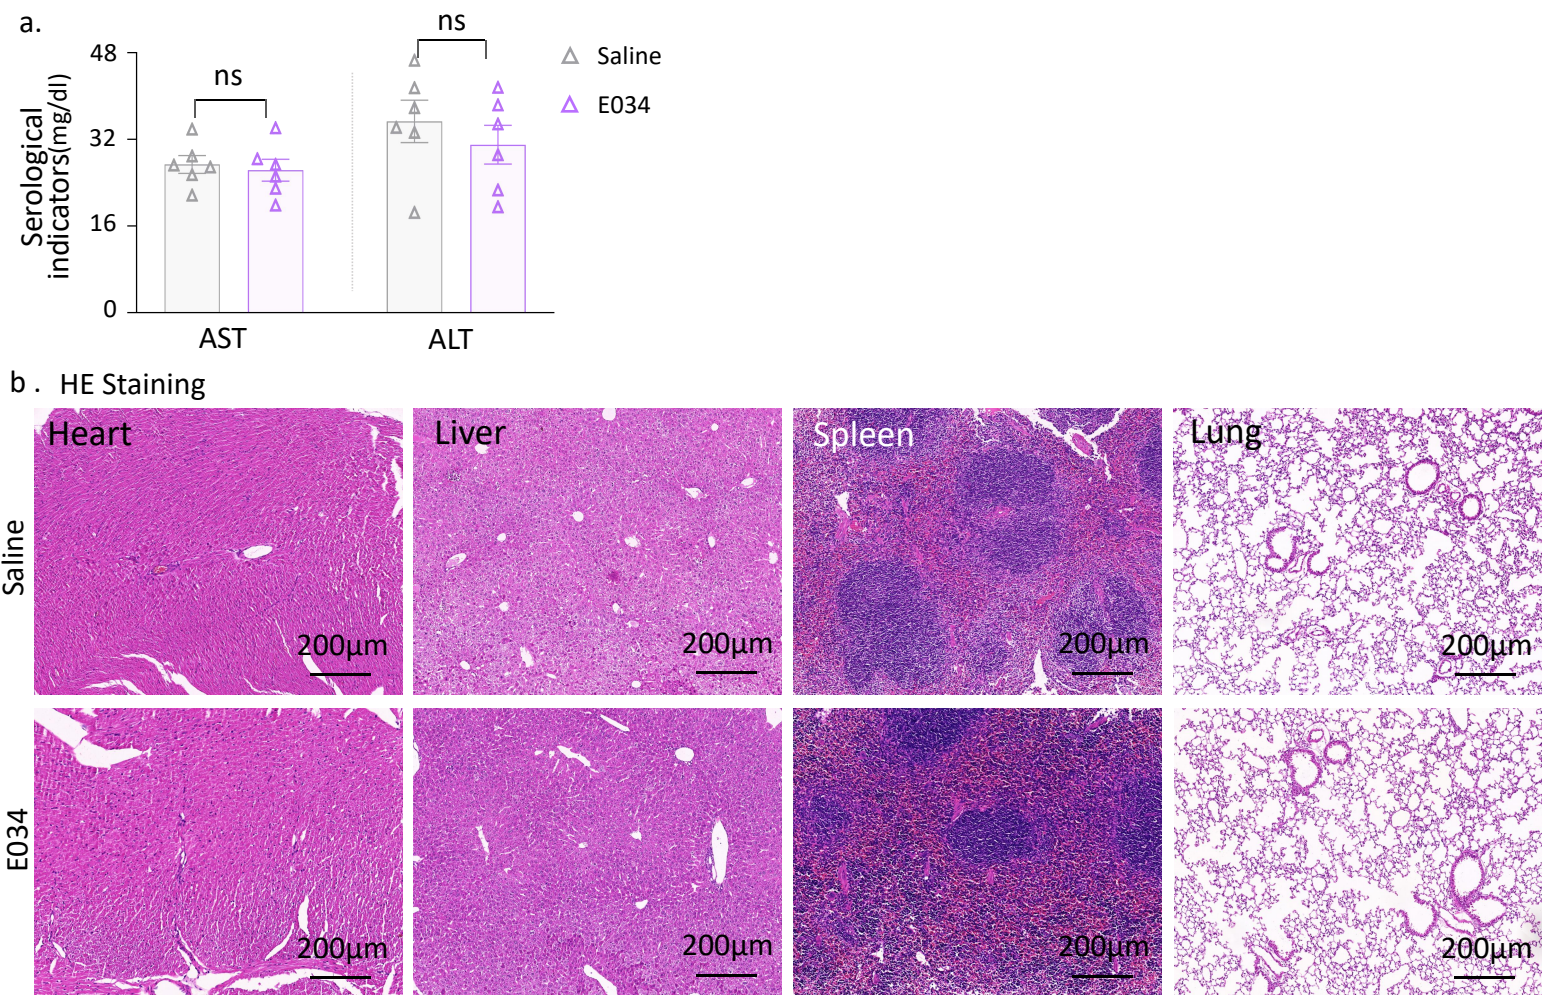

Figure S14

a.

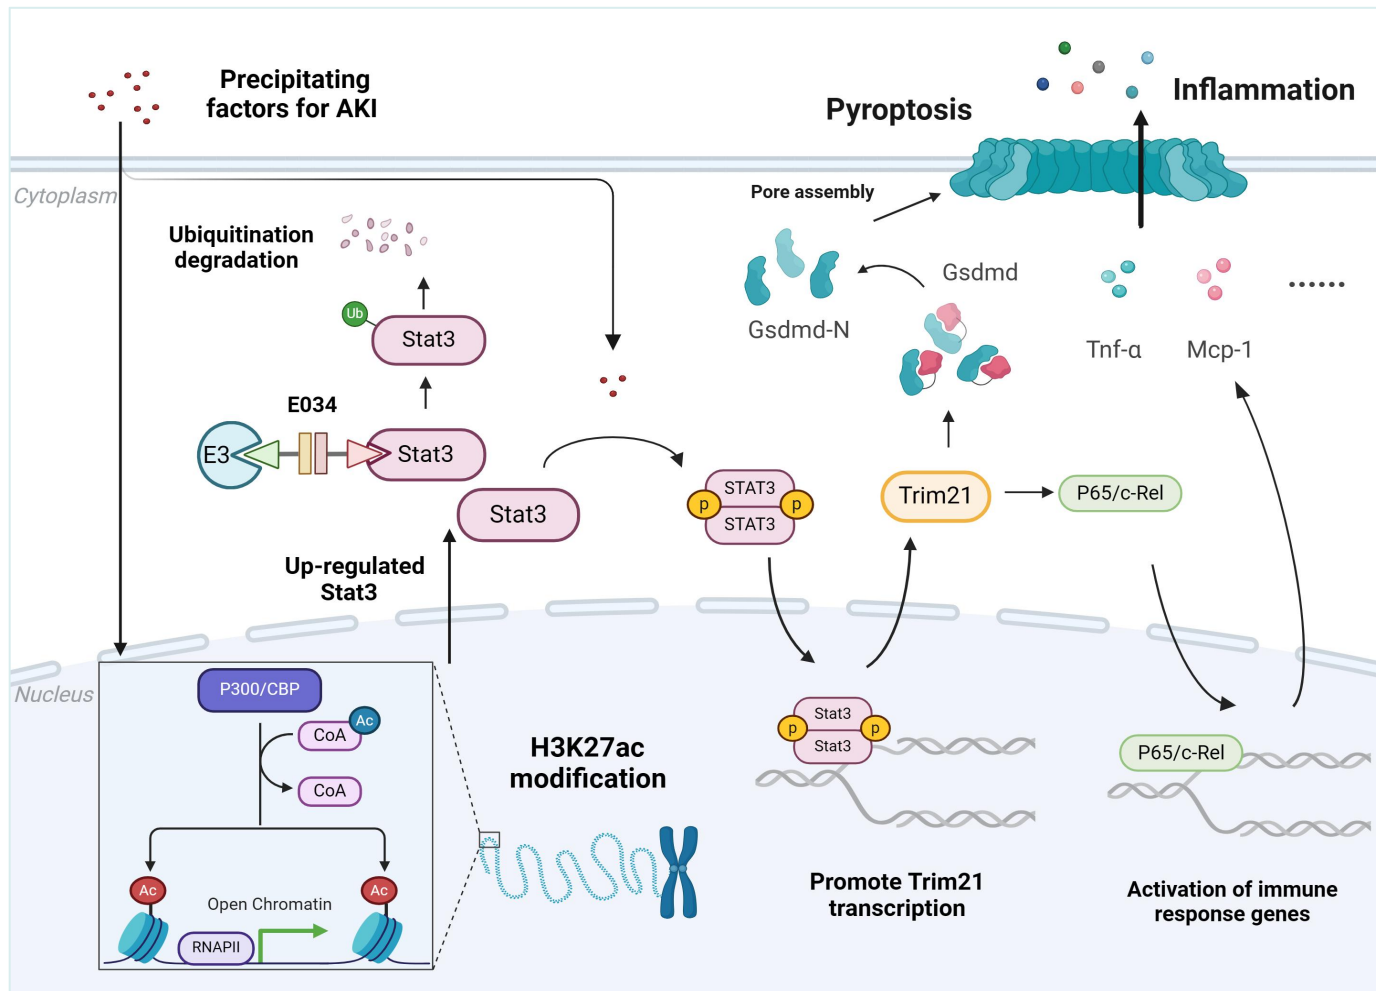

Figure S15

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739

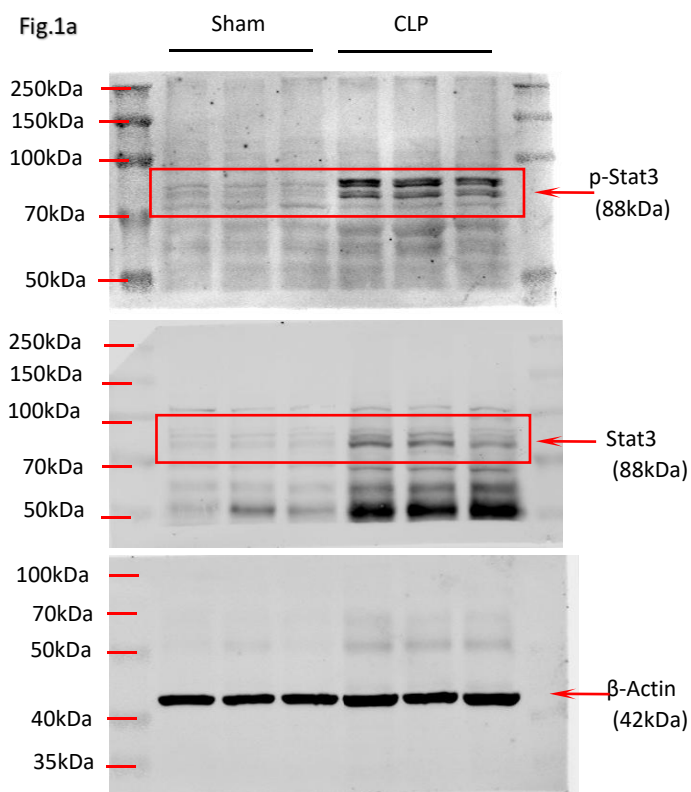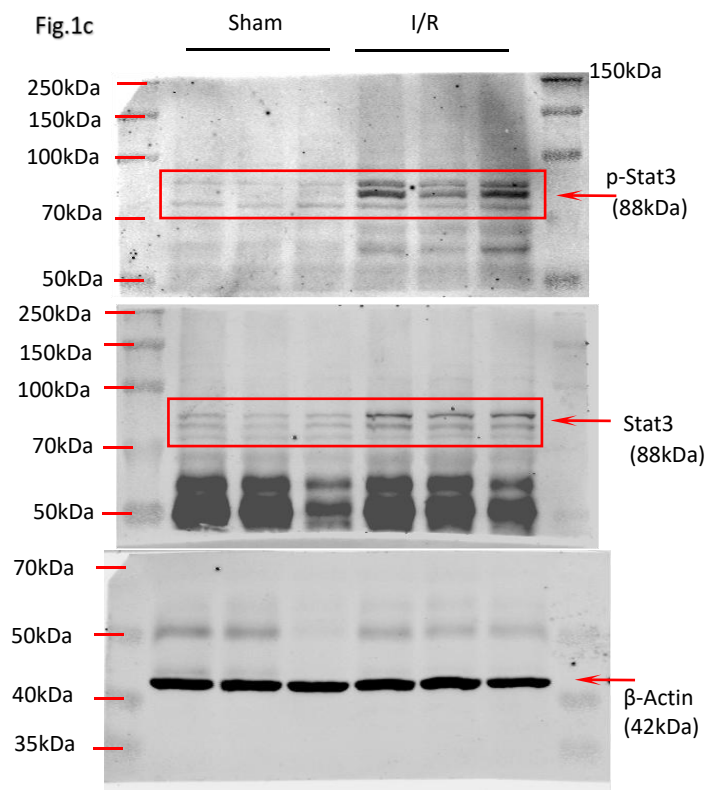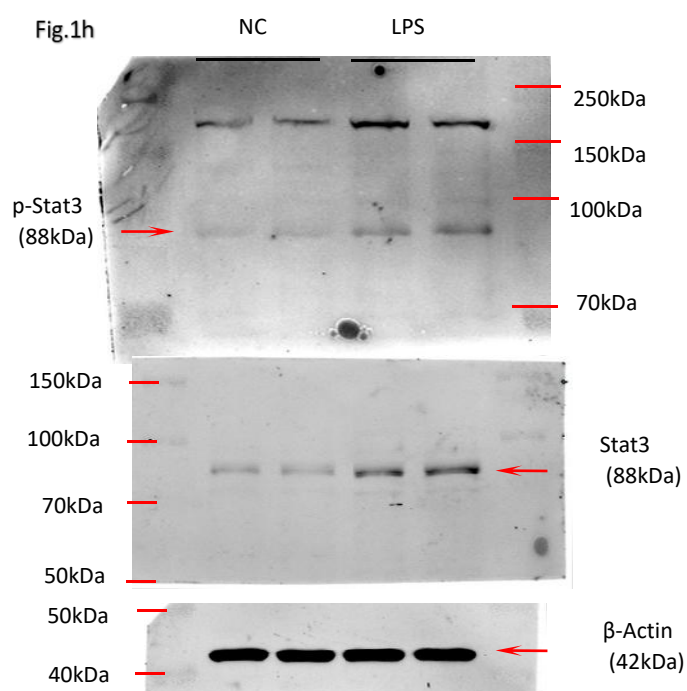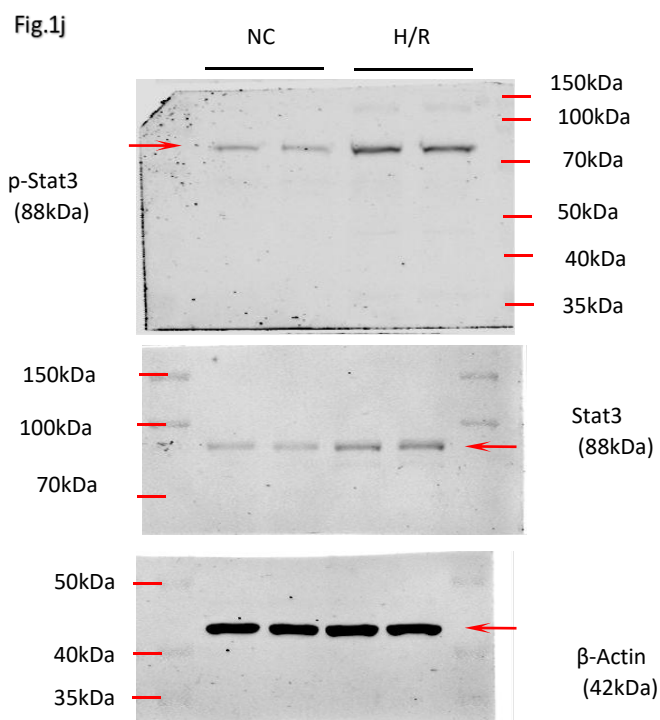

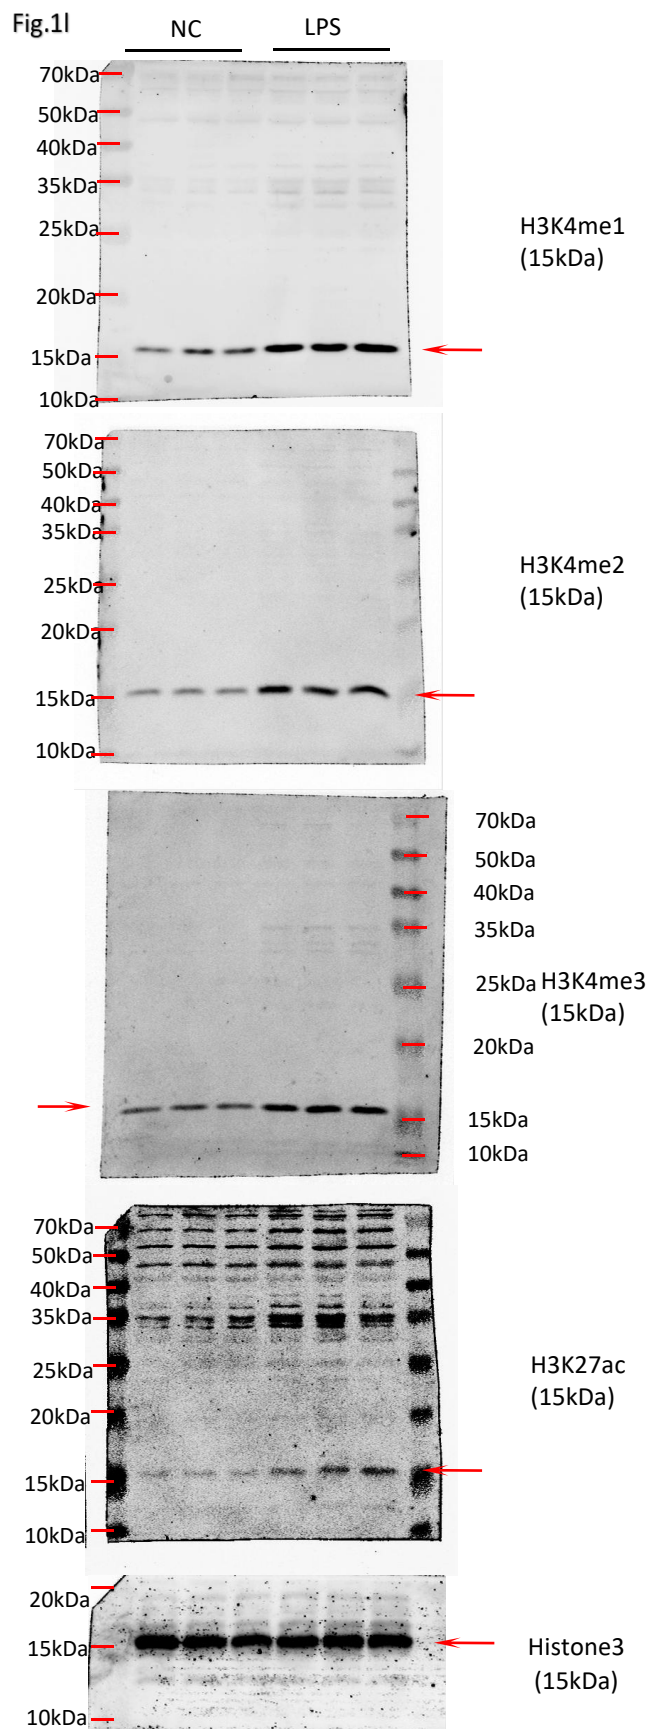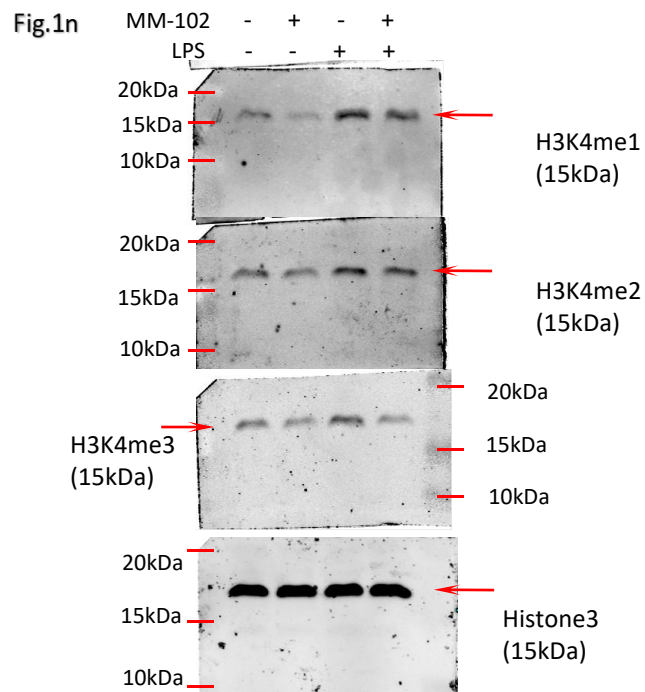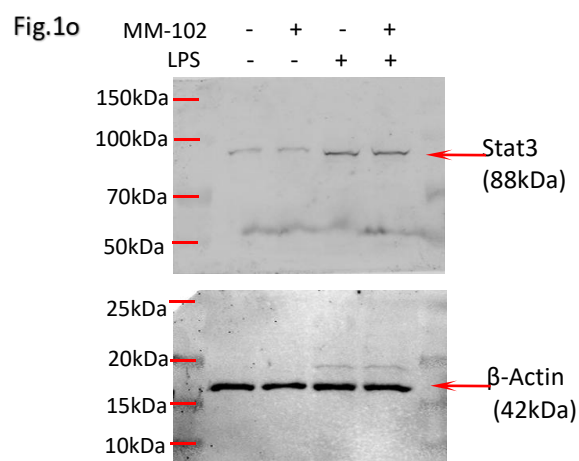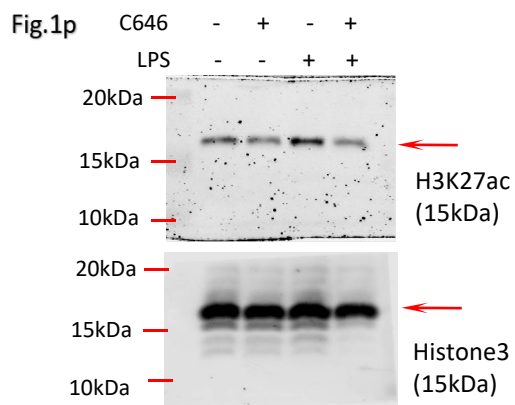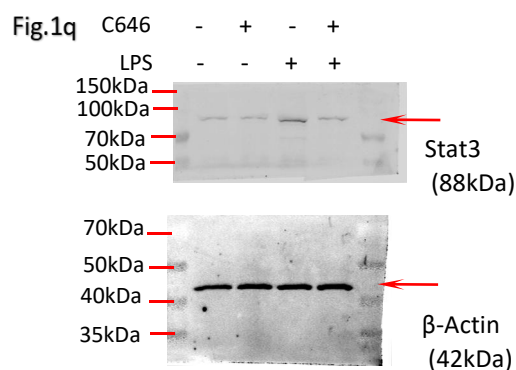

Fig.1s

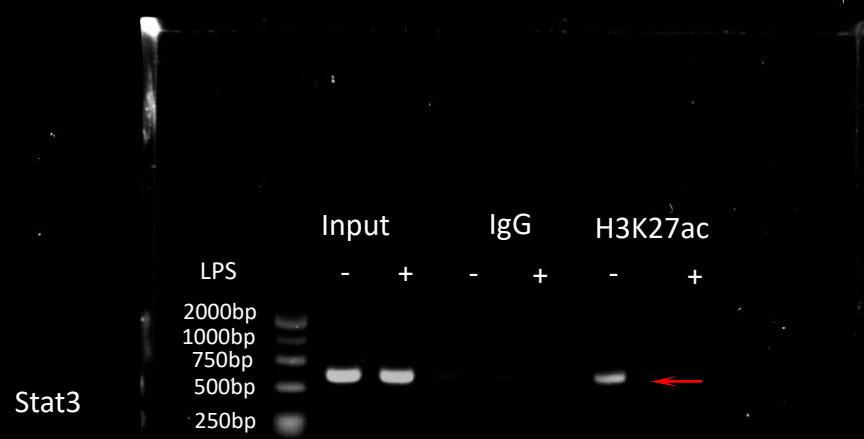

Fig.2b

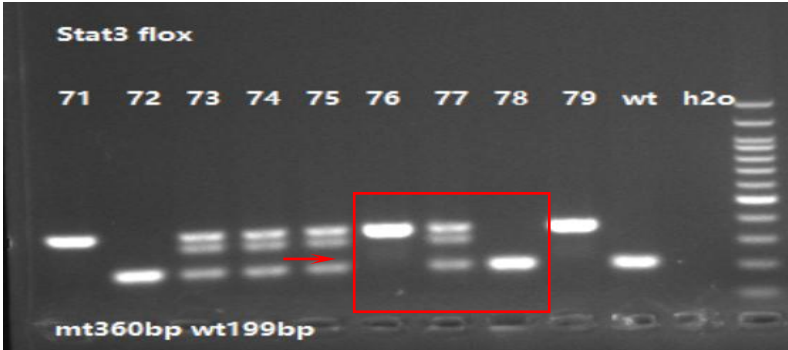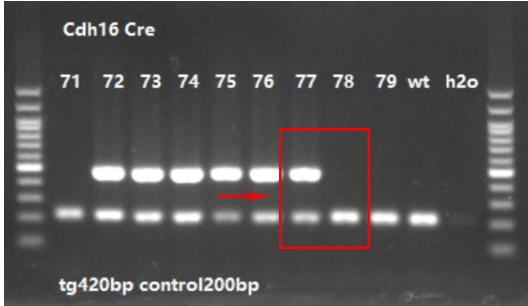

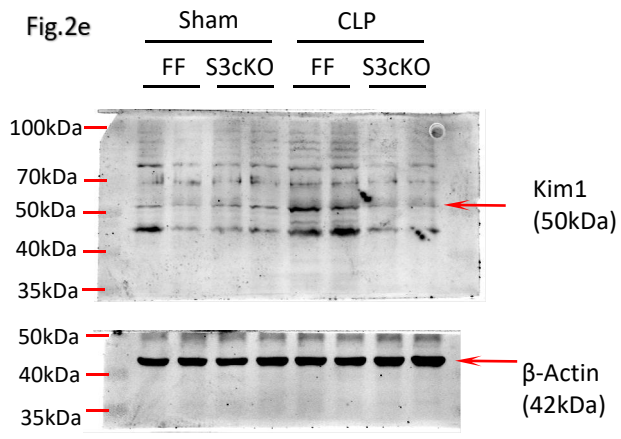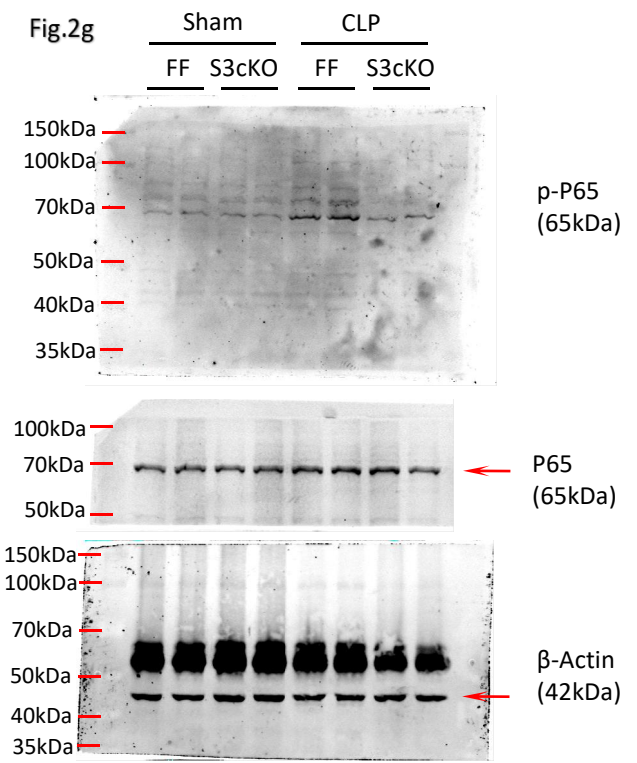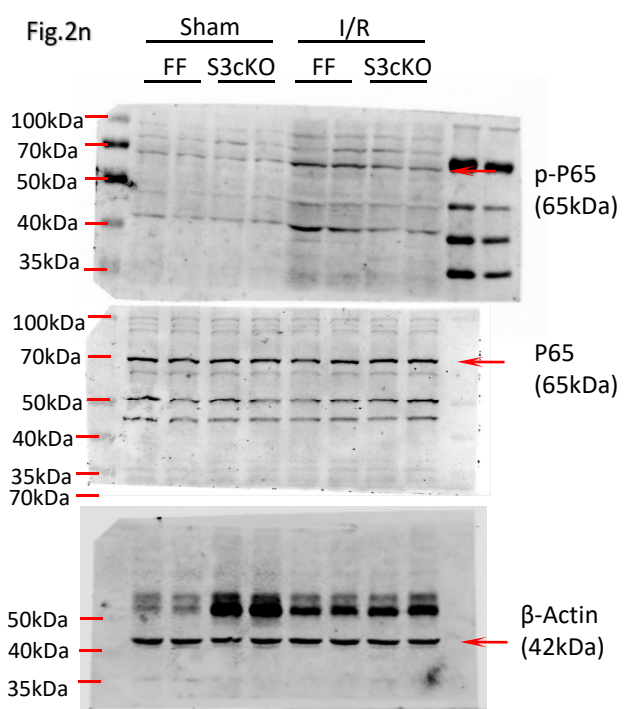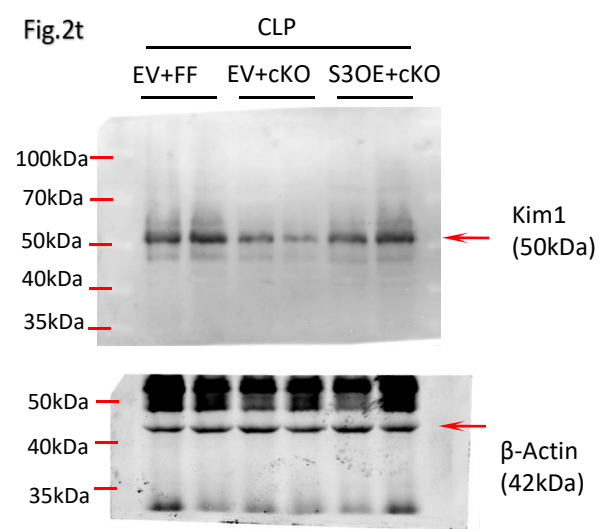

Fig.3a

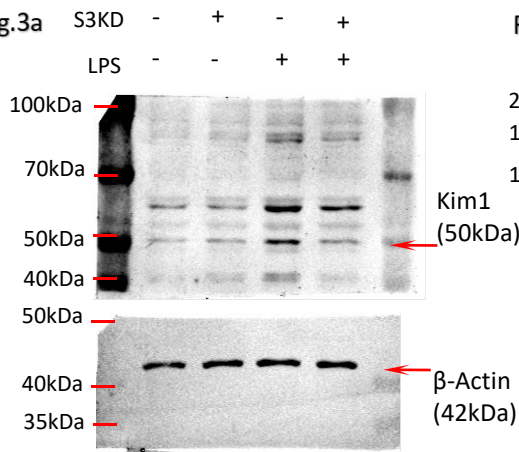

Fig.3f

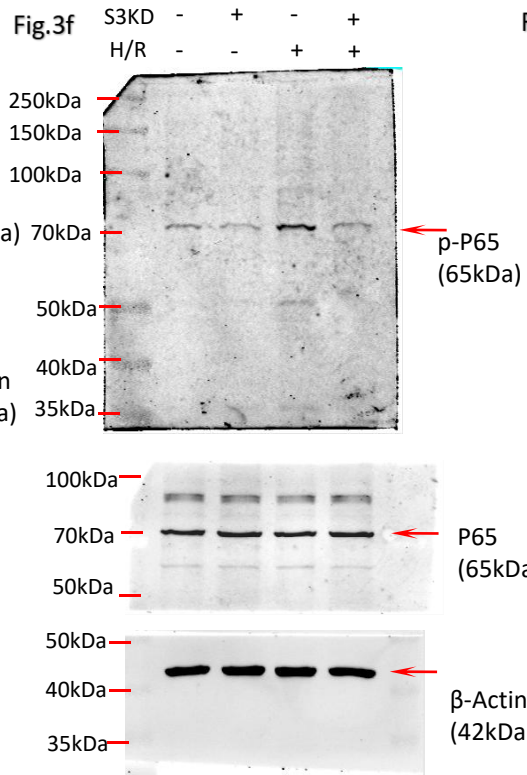

Fig.3n

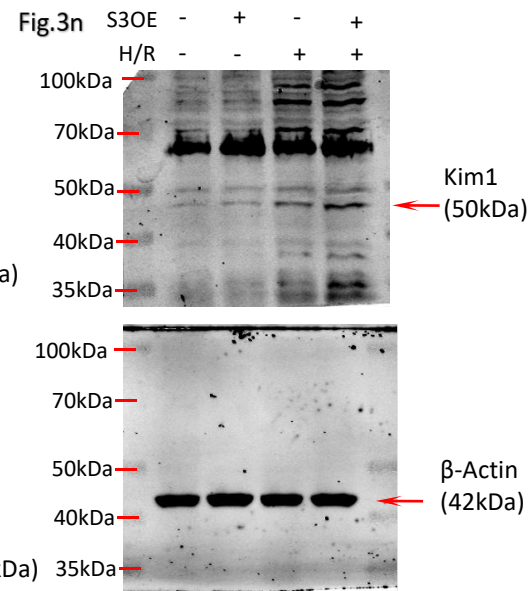

Fig.3d

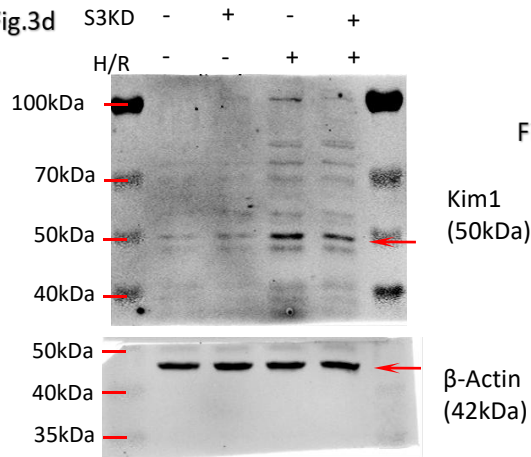

Fig.3i

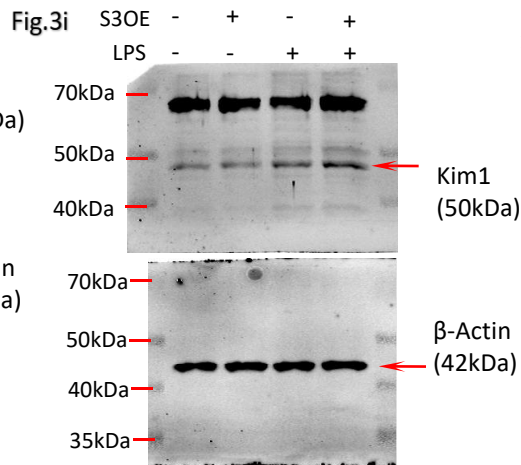

Fig.3o

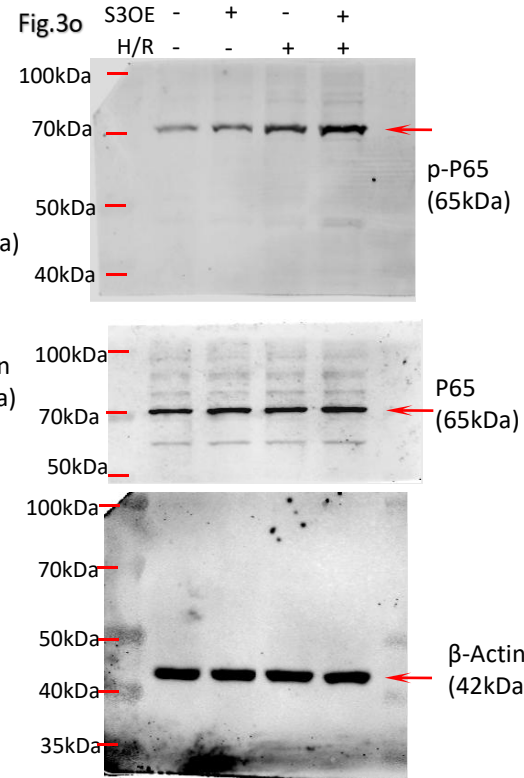

Fig.3e

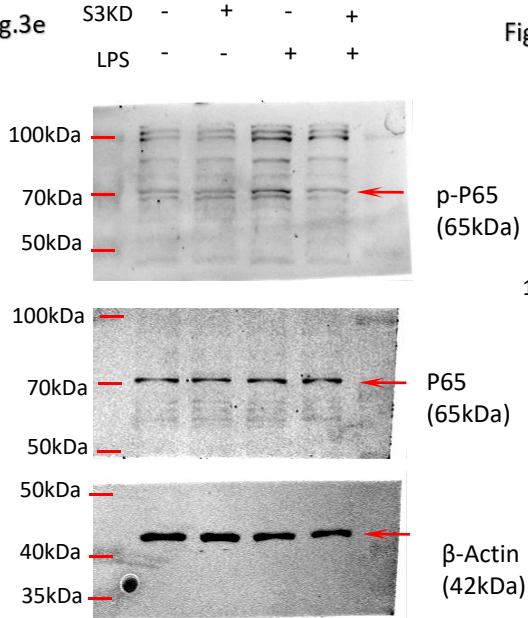

Fig.3j

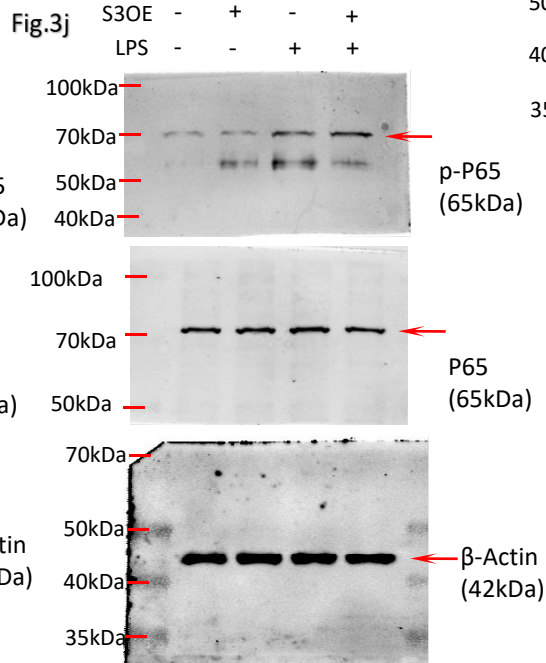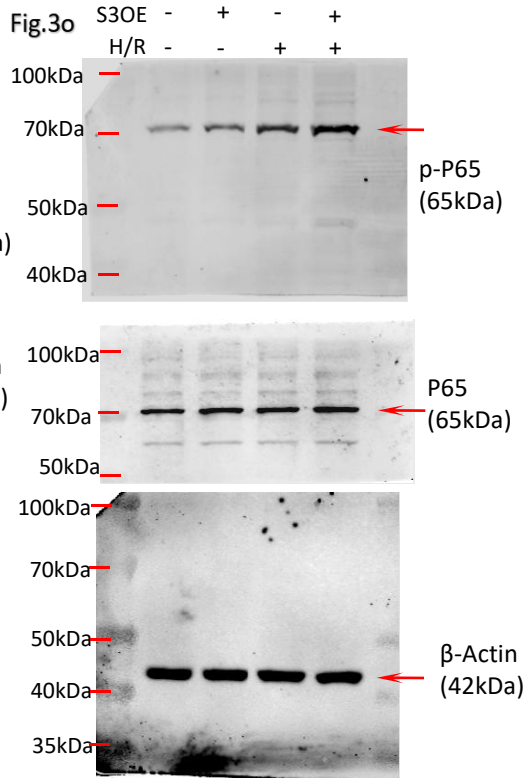

Fig.4j

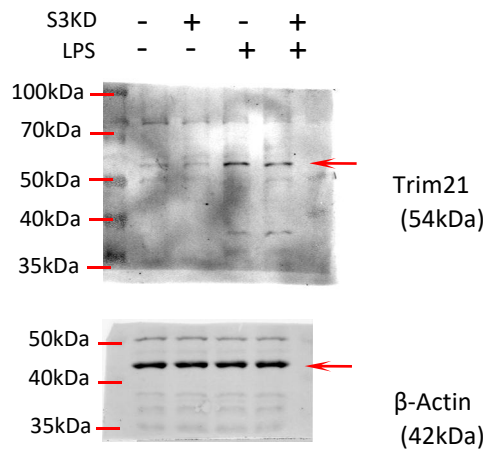

Fig.4m

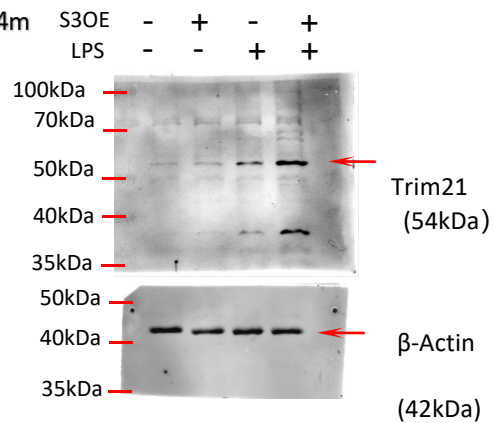

Fig.4k

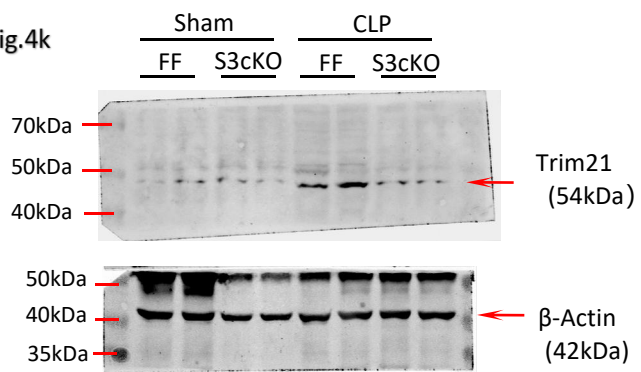

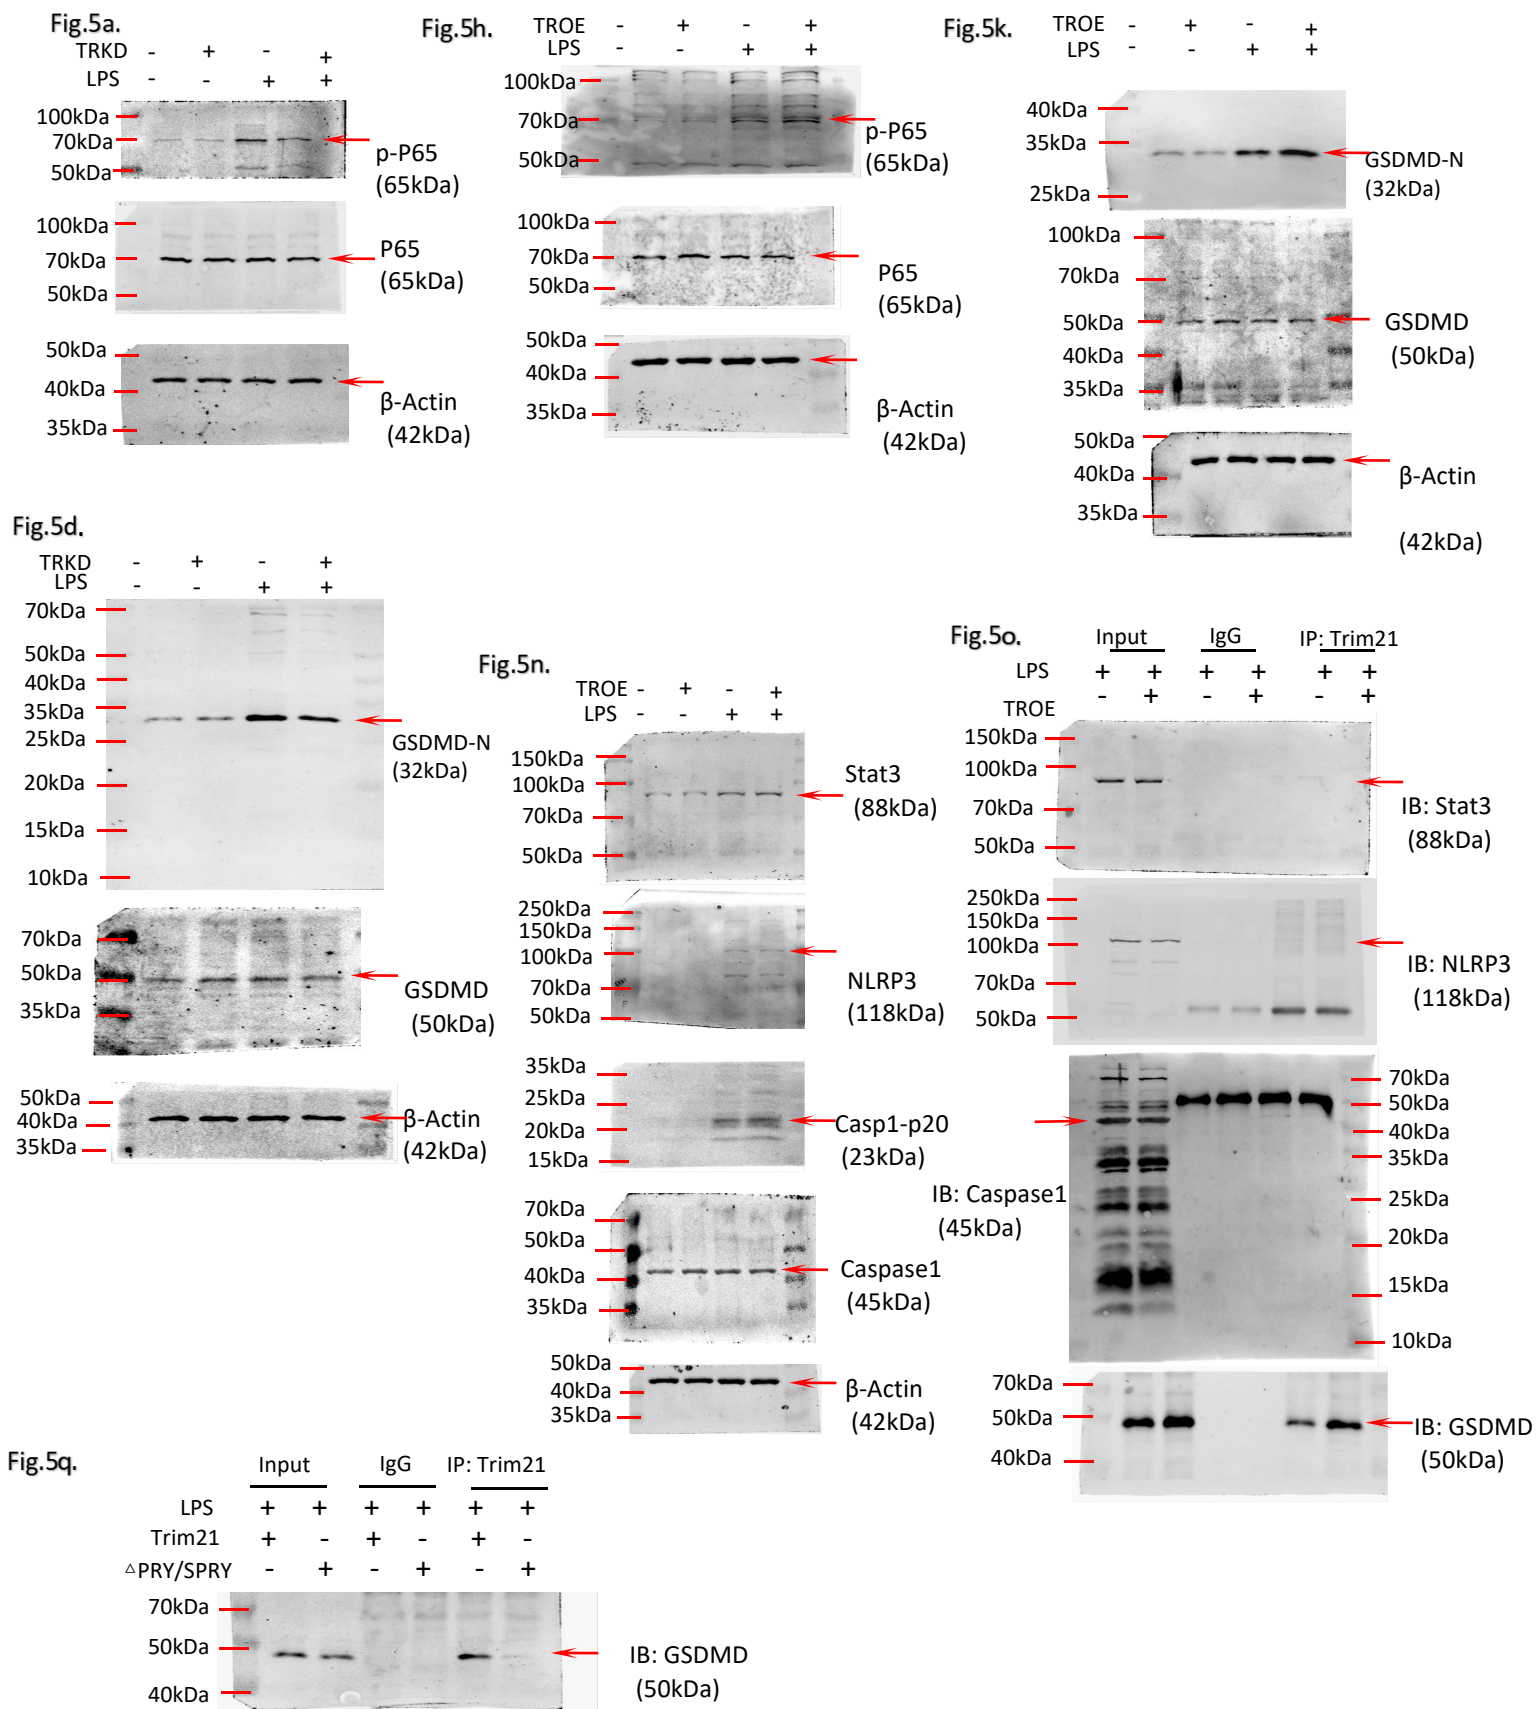

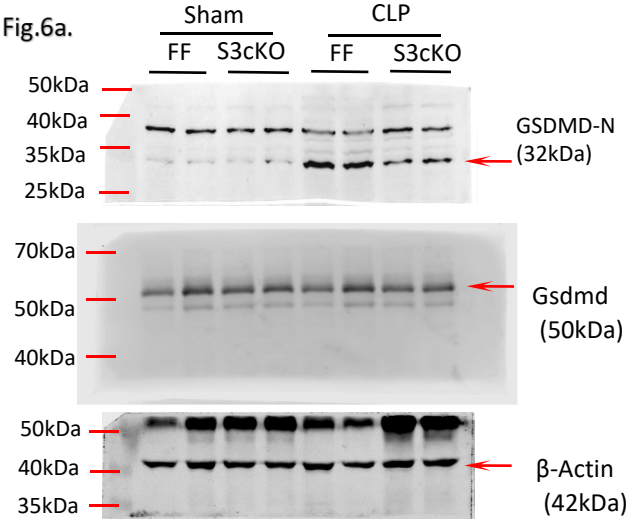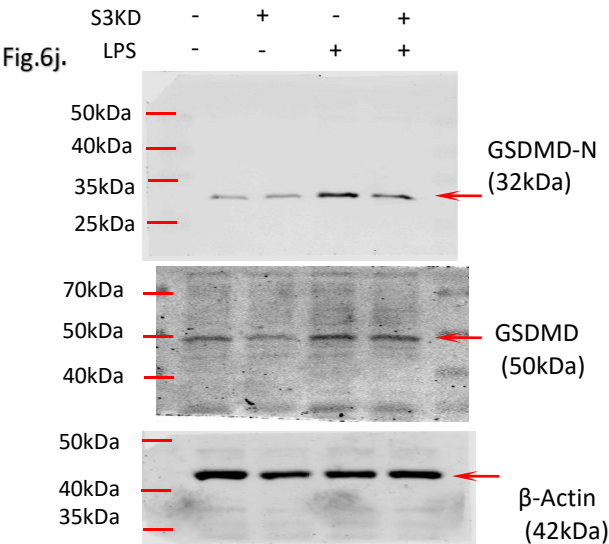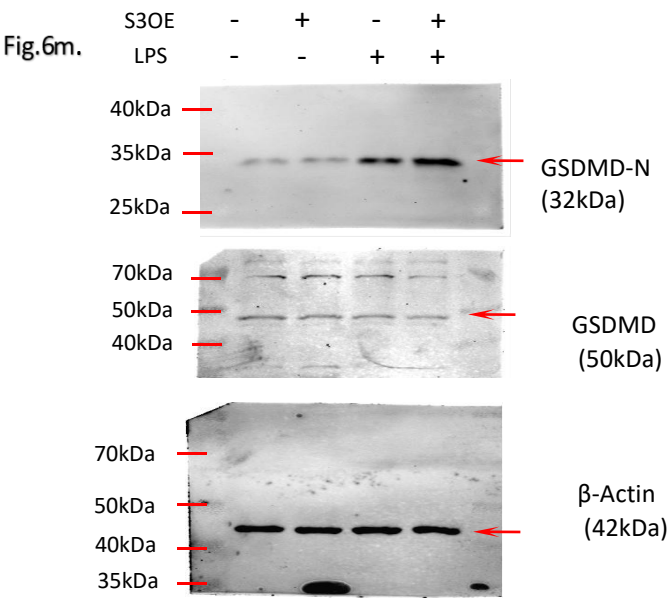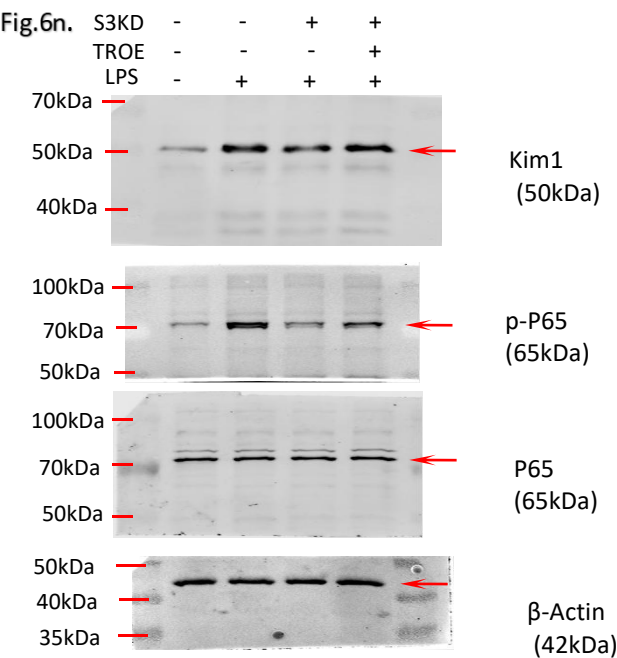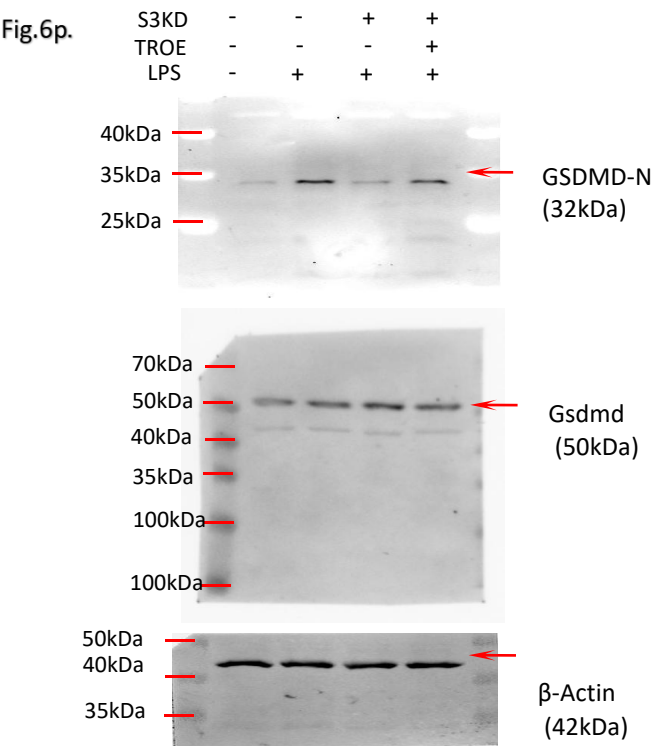

Fig.7b.

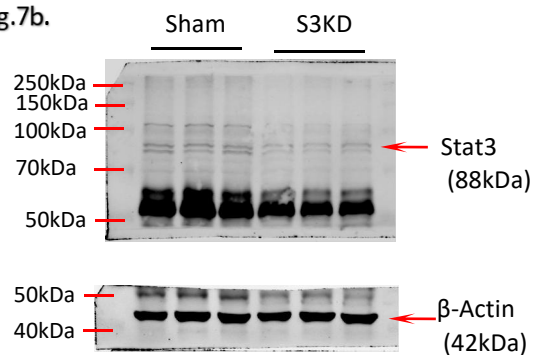

Fig.7h.

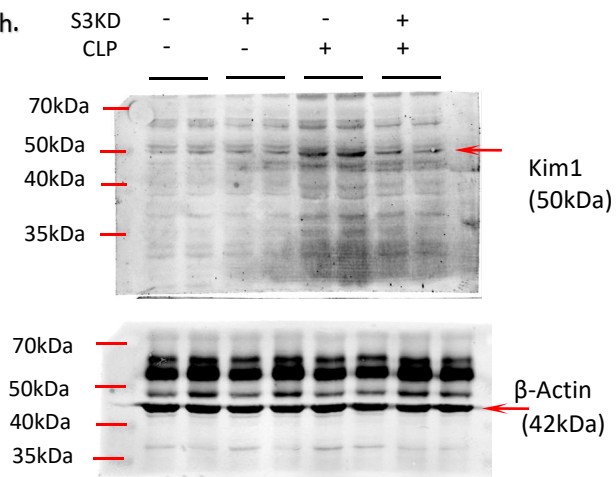

Fig.7i.

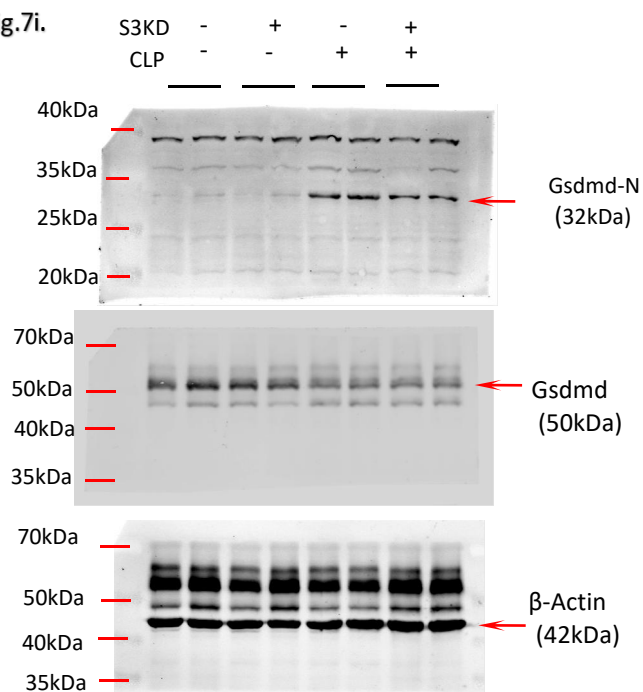

Fig.7o.

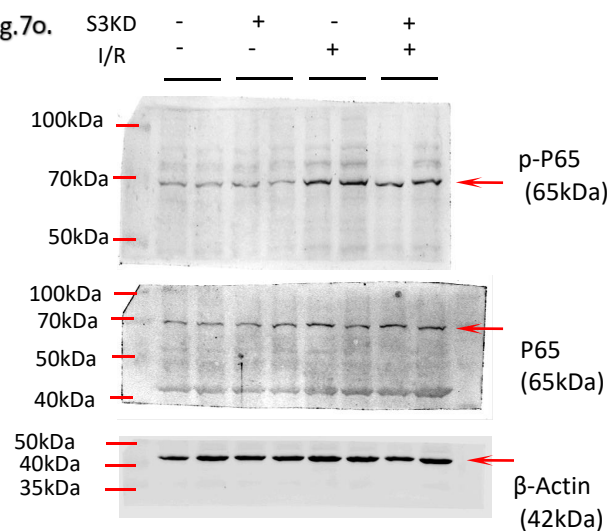

Fig.7q.

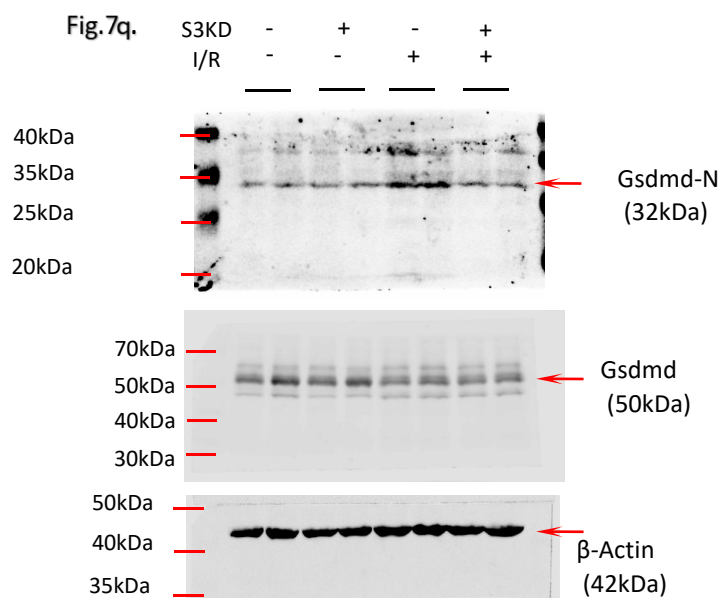

**Fig.8b.** E034( $\mu$ M) - 0.05 0.1 0.2 0.4 0.8 1.6 3.2

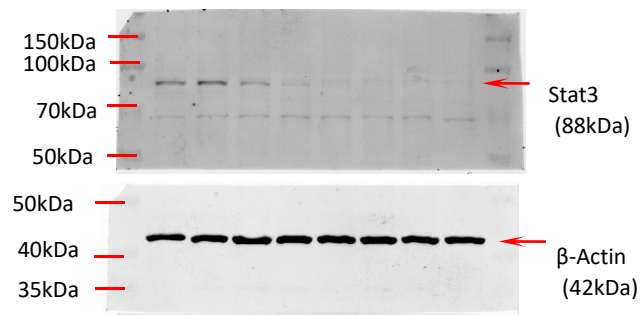

**Fig.8c.**

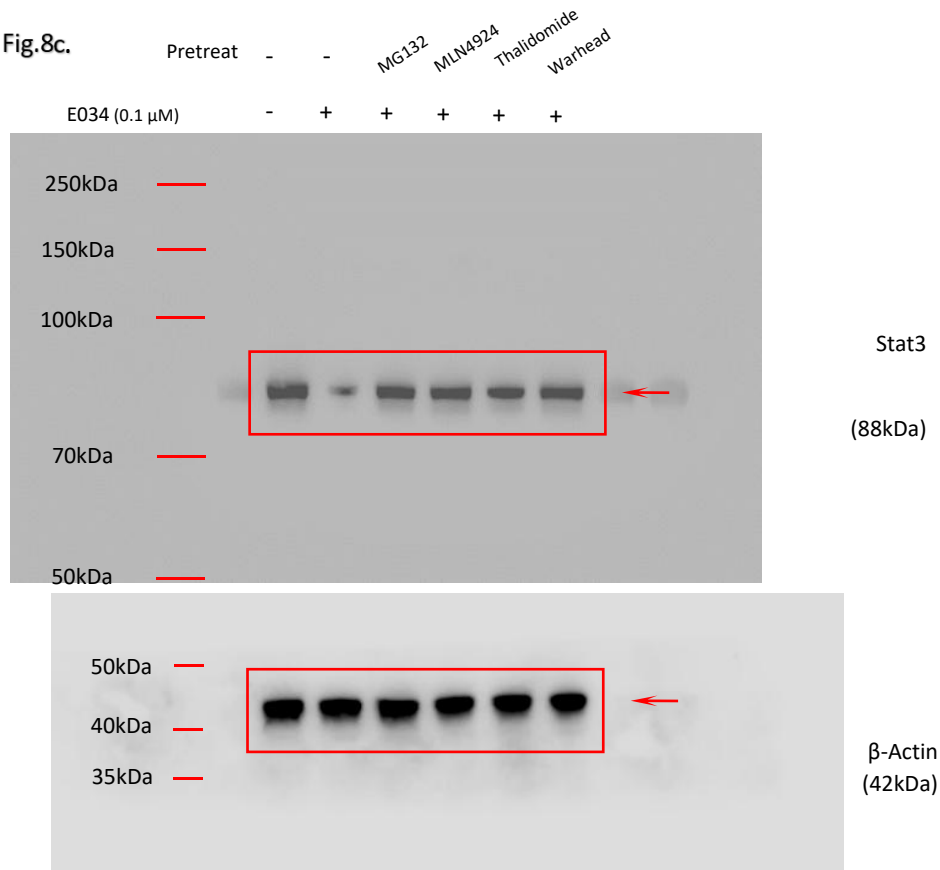

**Fig.8e.** E034( $\mu$ M) - 0.4 - 0.1 0.2 0.4  
LPS - - + + + +

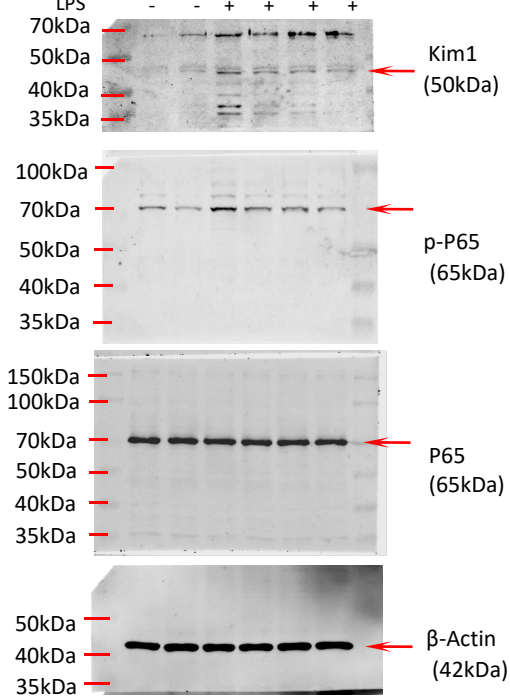

**Fig.8g.**

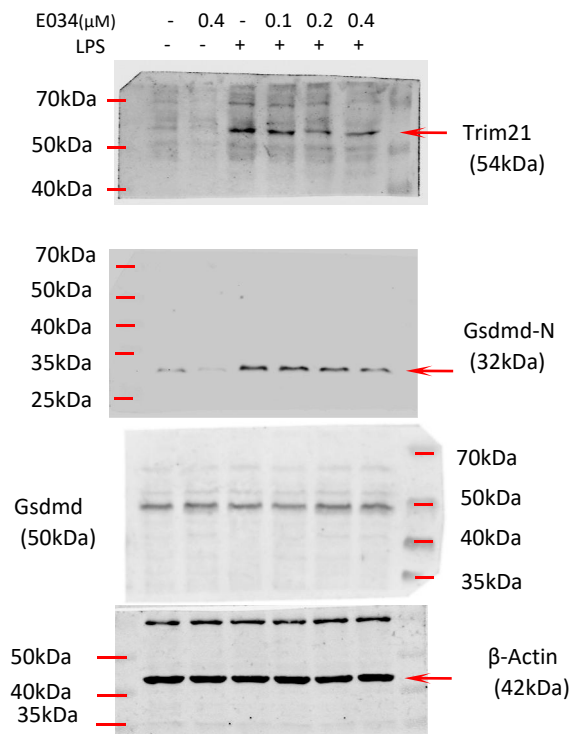

Fig.8k.

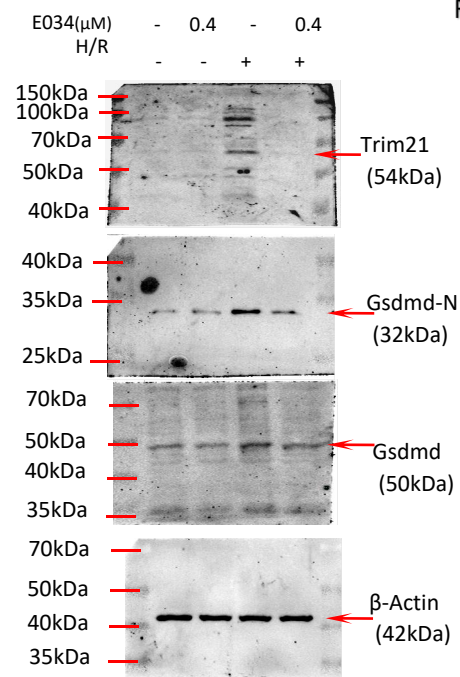

Fig.8n.

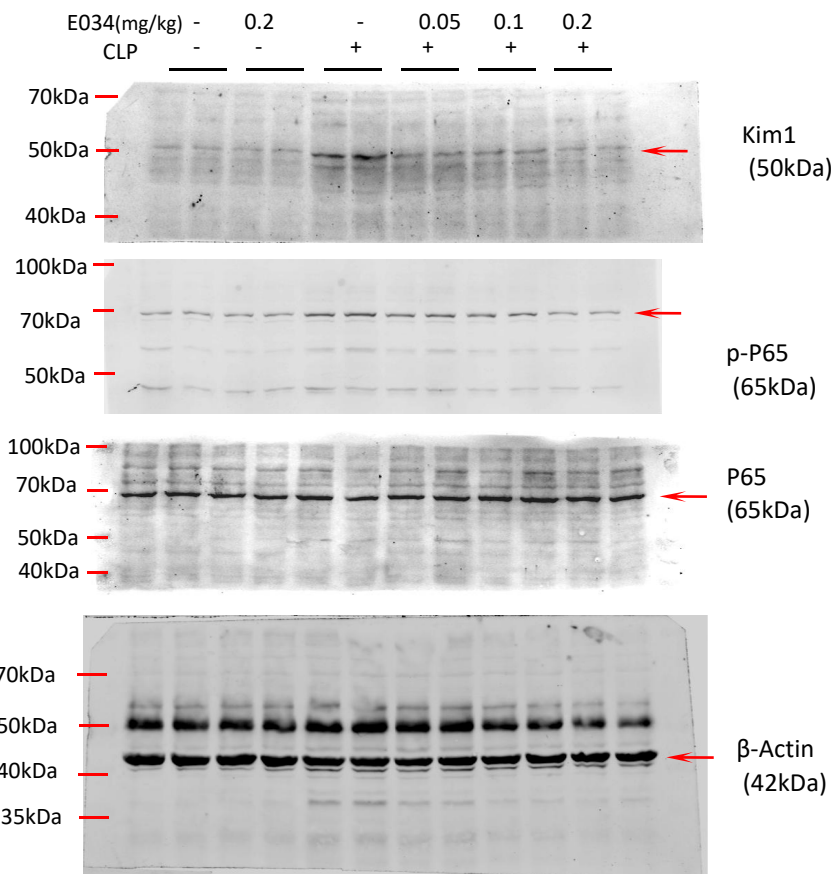

Fig.8q.

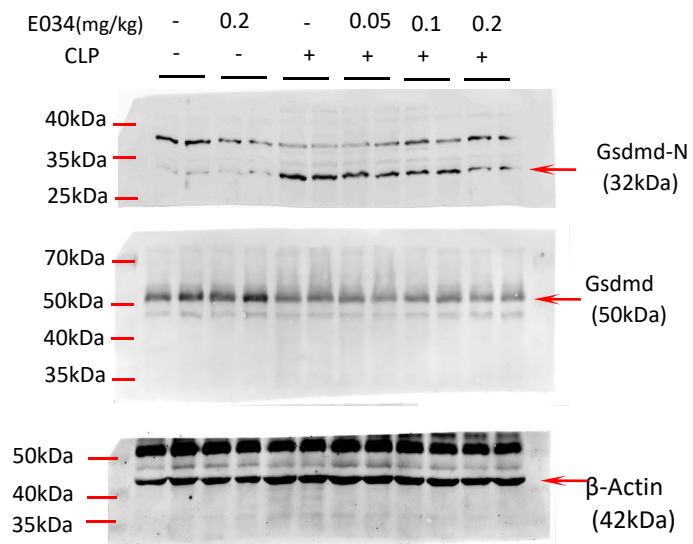

Fig.8s.

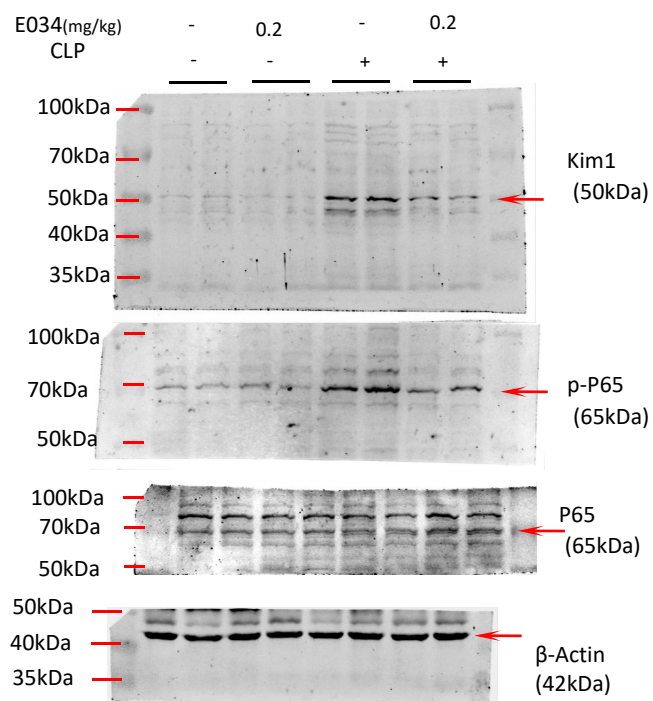

Fig.8t.

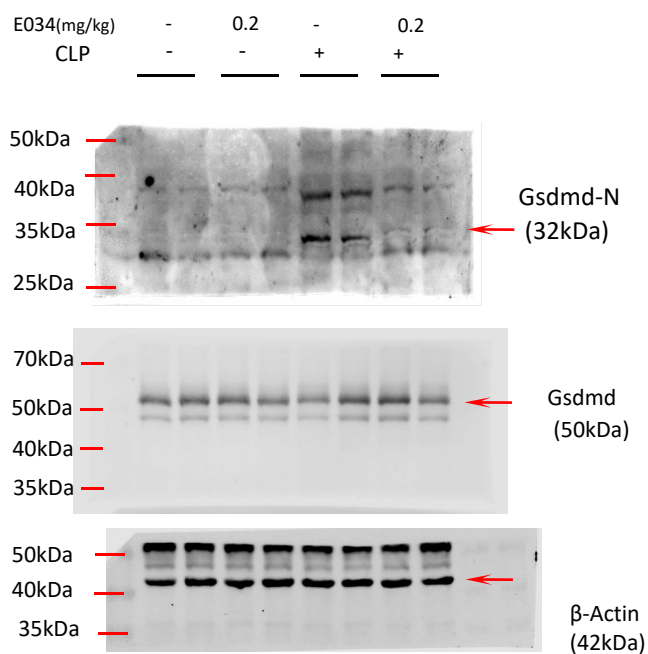

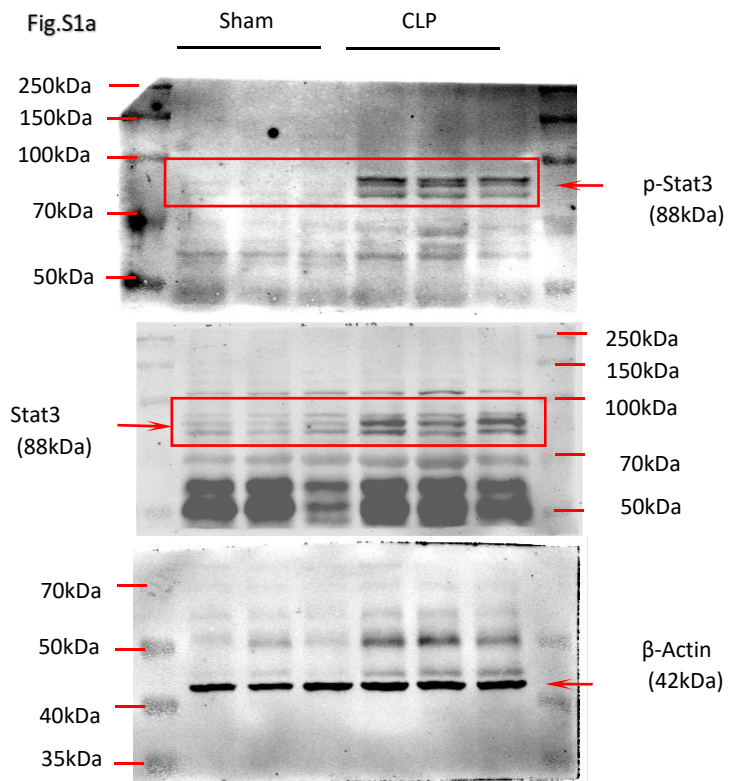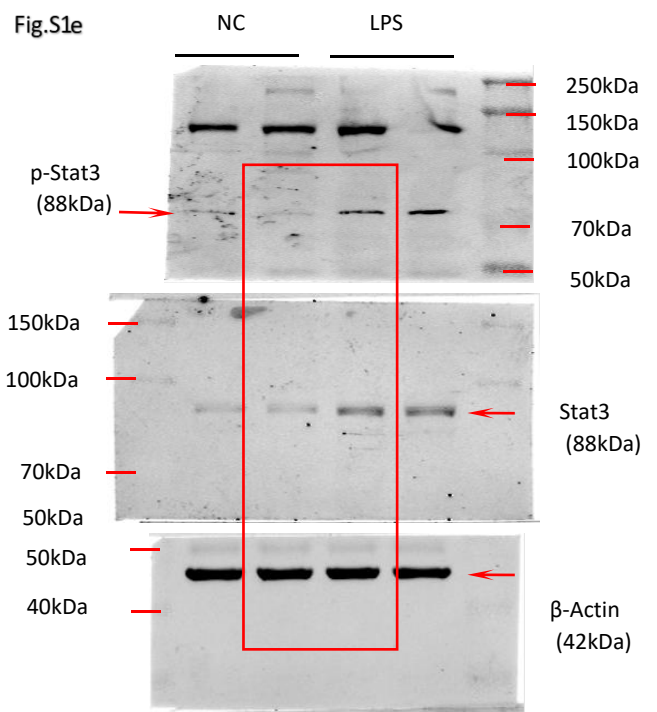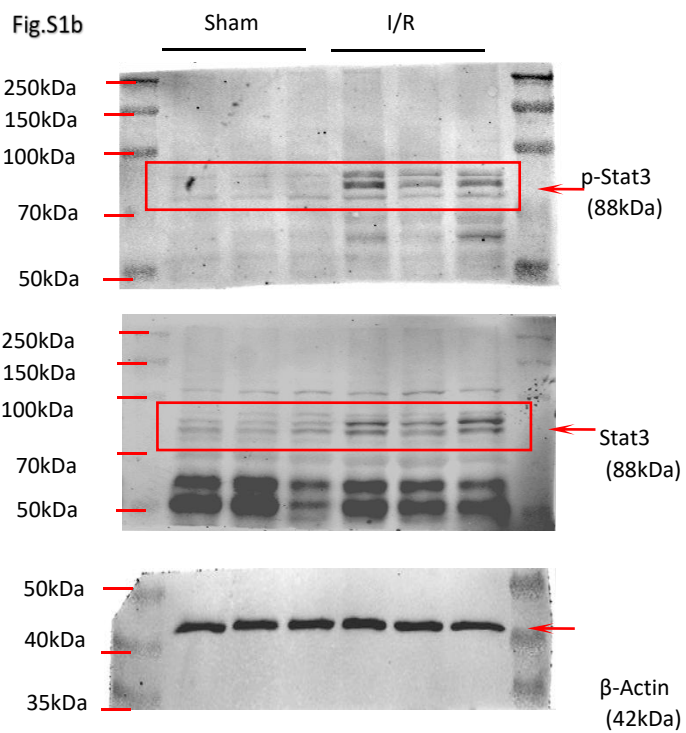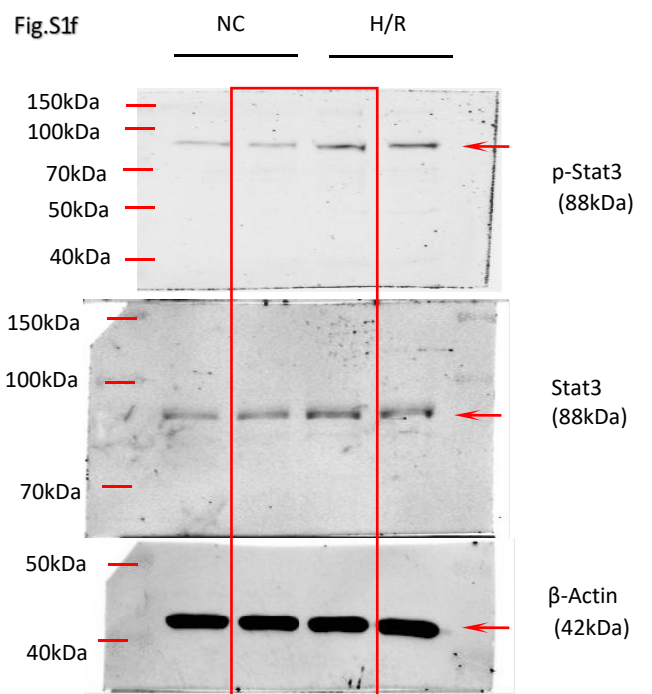

Fig.S2a.

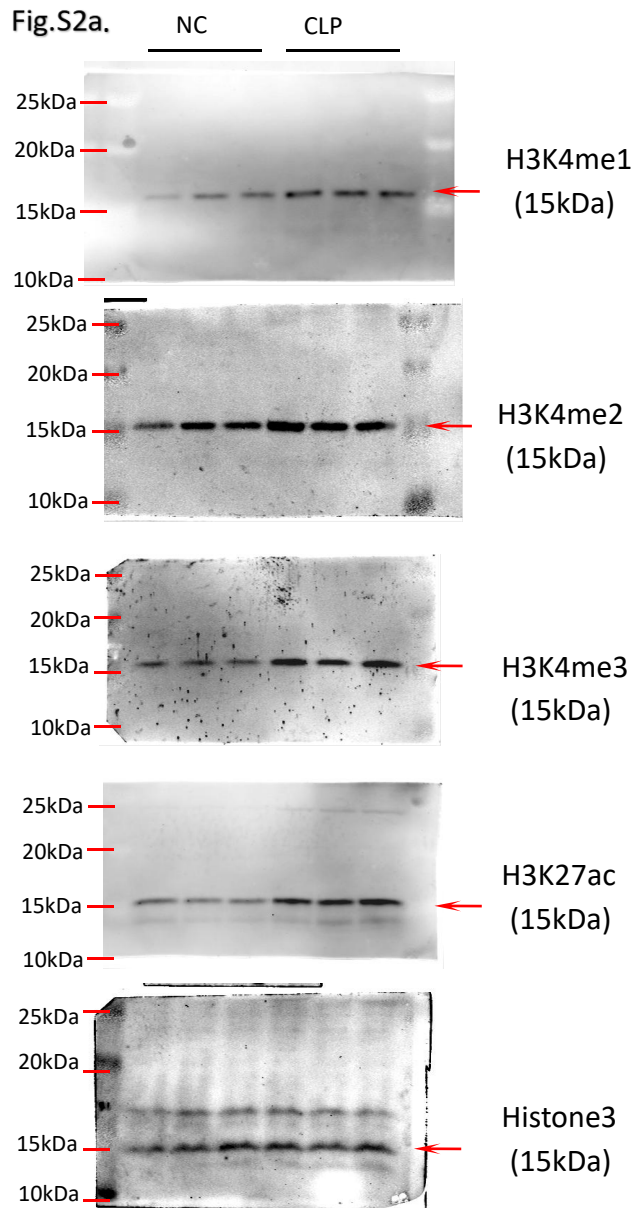

Fig.S2b.

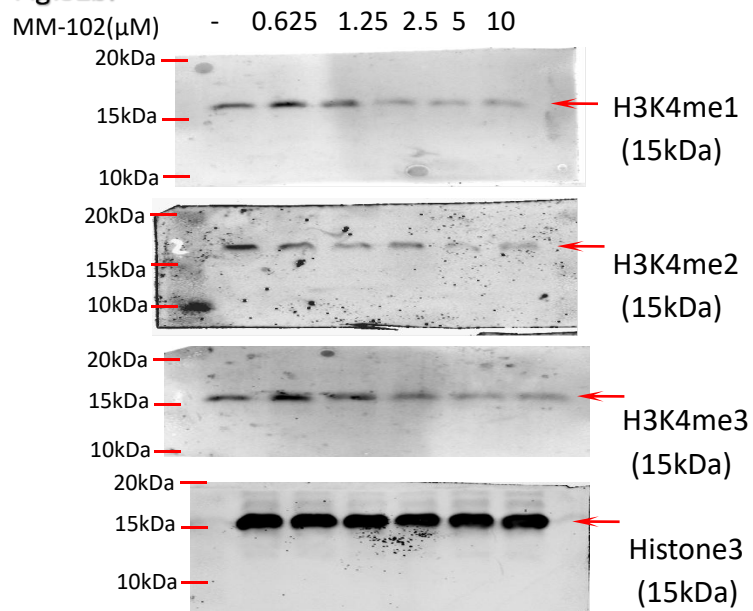

Fig.S2e.

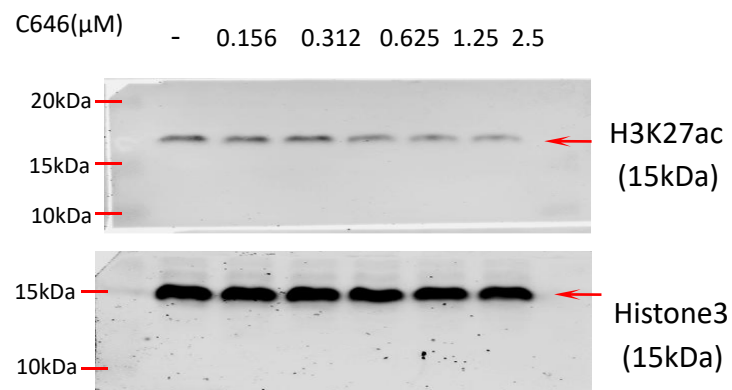

Fig.S3b.

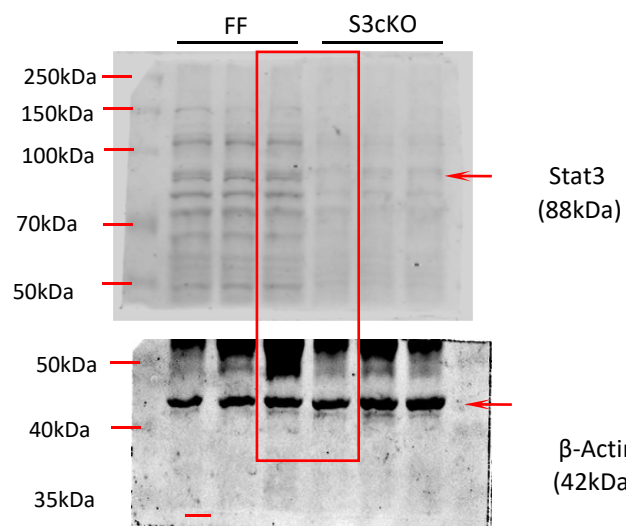

Fig.S3g.

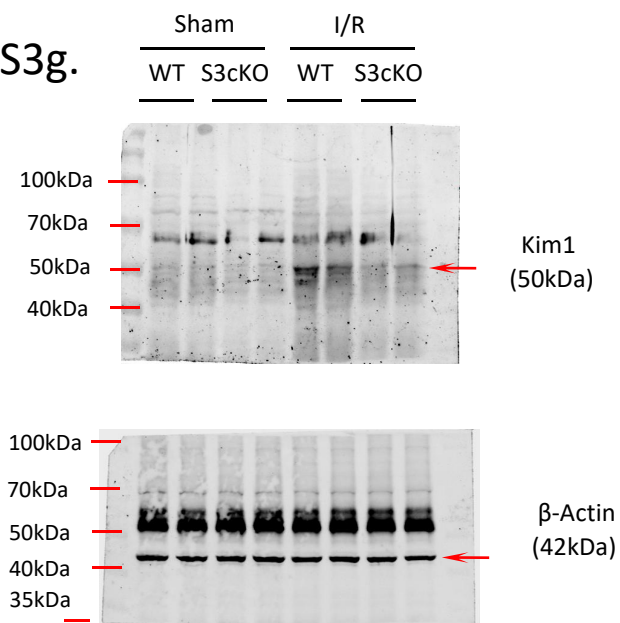

Fig.S3l.

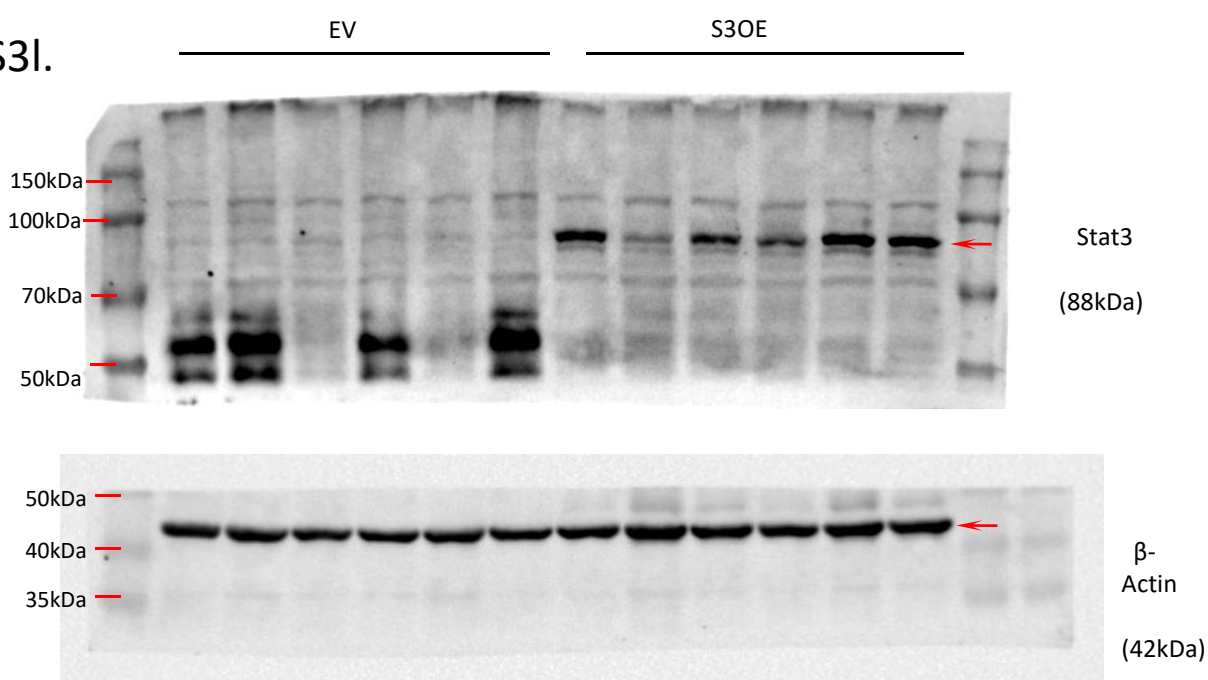

Fig.S3r.

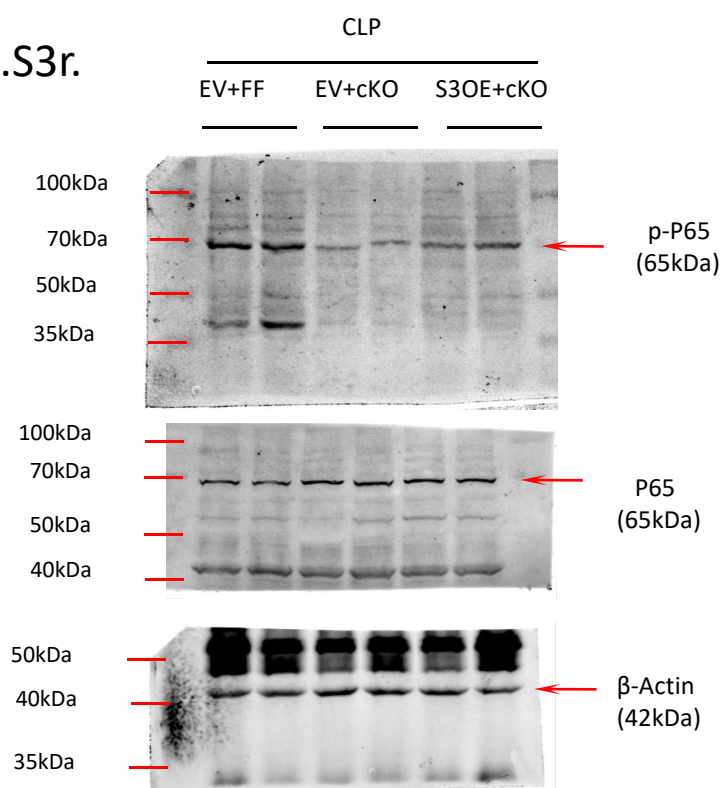

Fig.S4b.

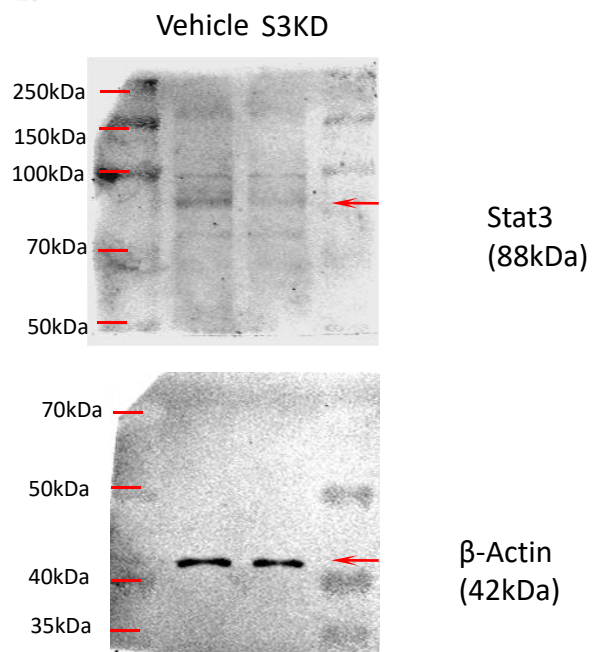

Fig.S4e.

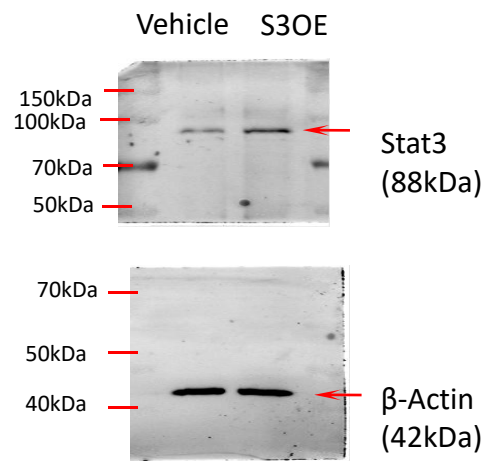

Fig.S5a.

|      |   |   |   |   |
|------|---|---|---|---|
| S3KD | - | + | - | + |
| LPS  | - | - | + | + |

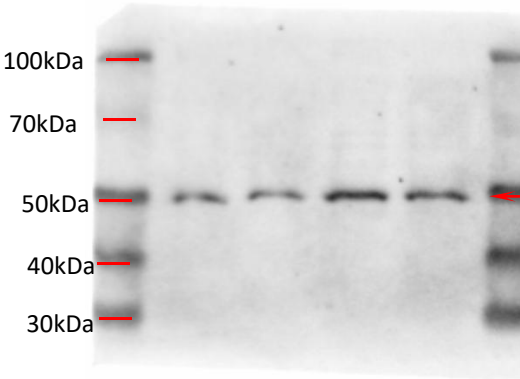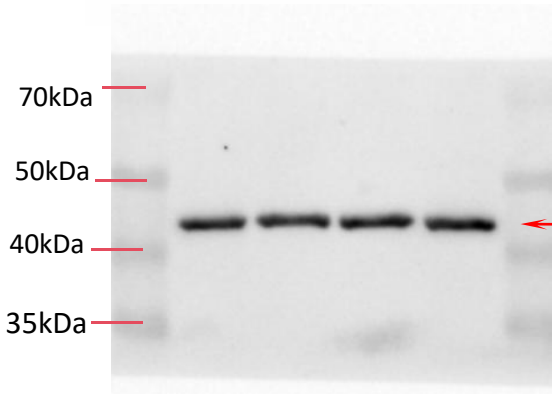

Fig.S5b.

|      |   |   |   |   |
|------|---|---|---|---|
| S3OE | - | + | - | + |
| LPS  | - | - | + | + |

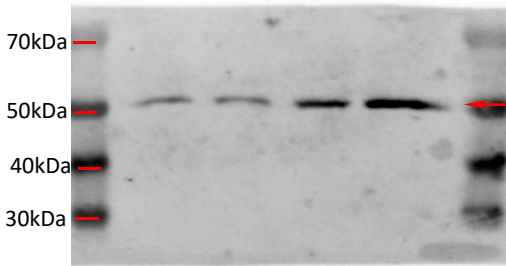

TRIM21  
(54kDa)

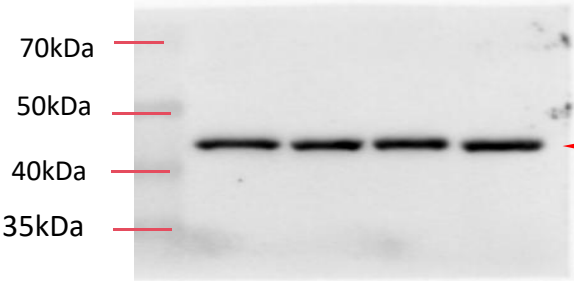

β-ACTIN  
(42kDa)

**Fig.S6b.** Vehicle TRKD

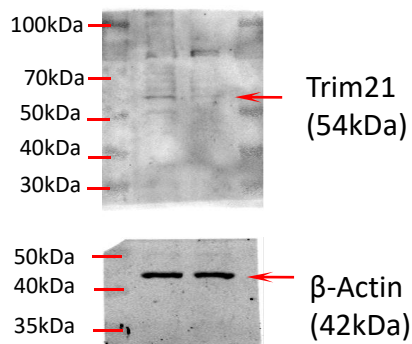

**Fig.S6c.** TRKD LPS

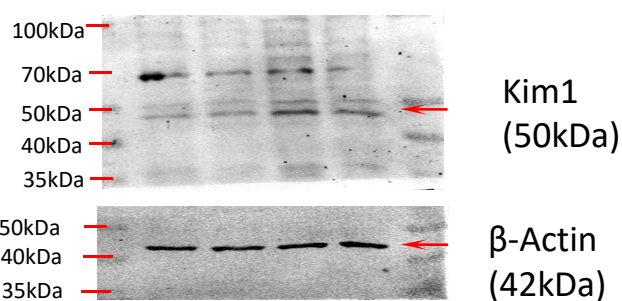

**Fig.S6e.** Vehicle TROE

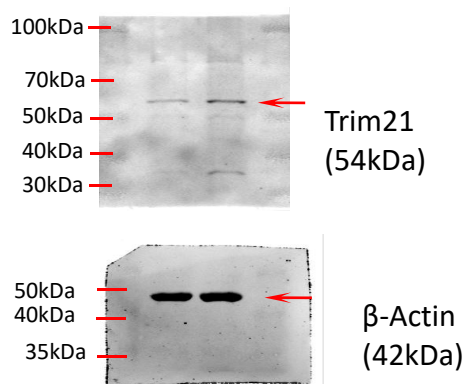

**Fig.S6f.** TROE LPS

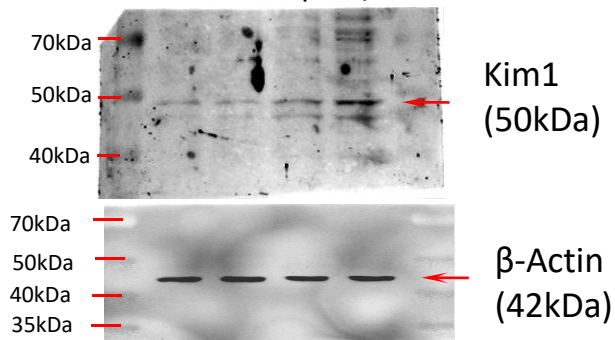

**Fig.S6h.**

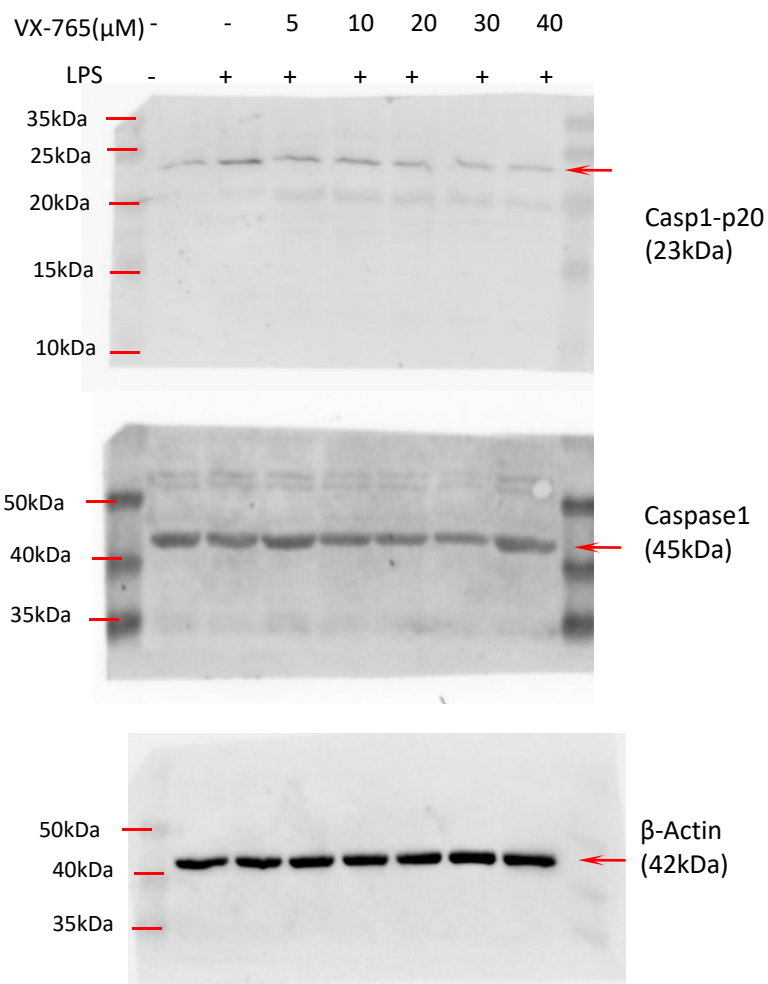

**Fig.S6i.**

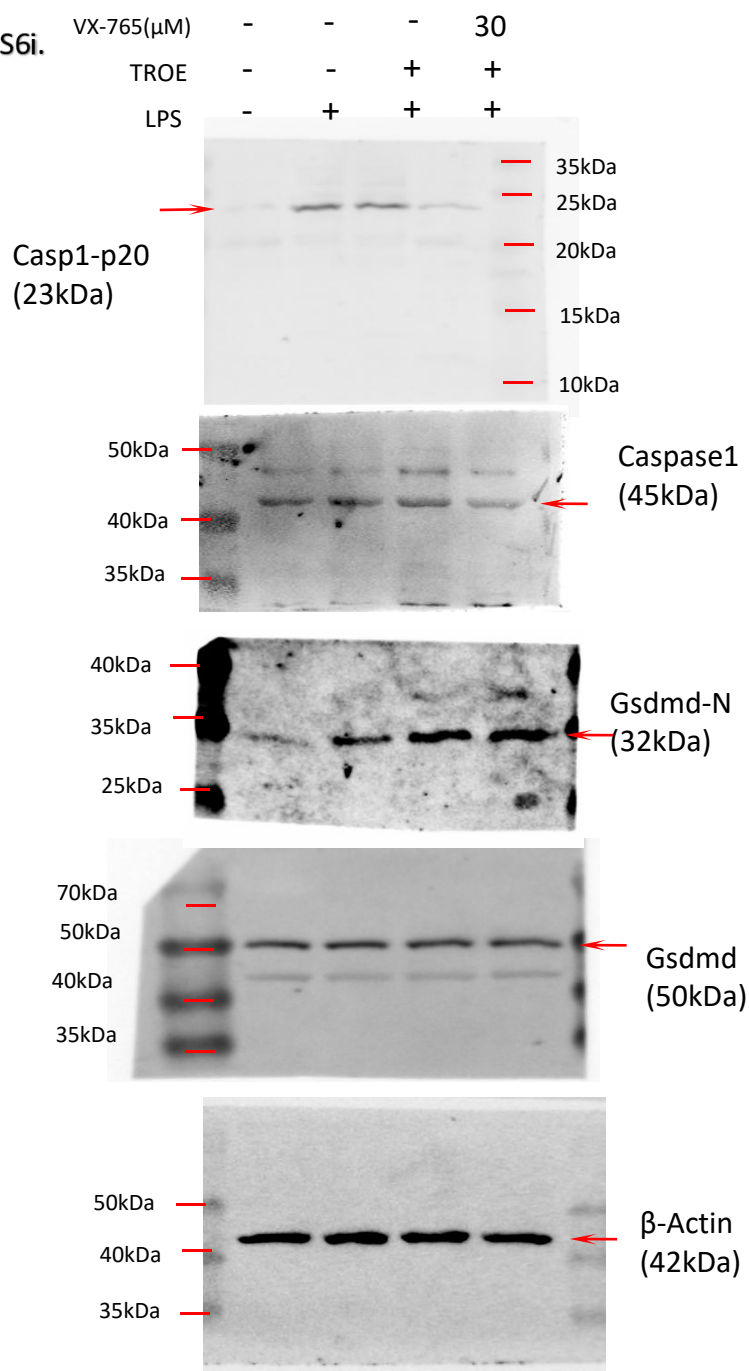

Fig.S7c .

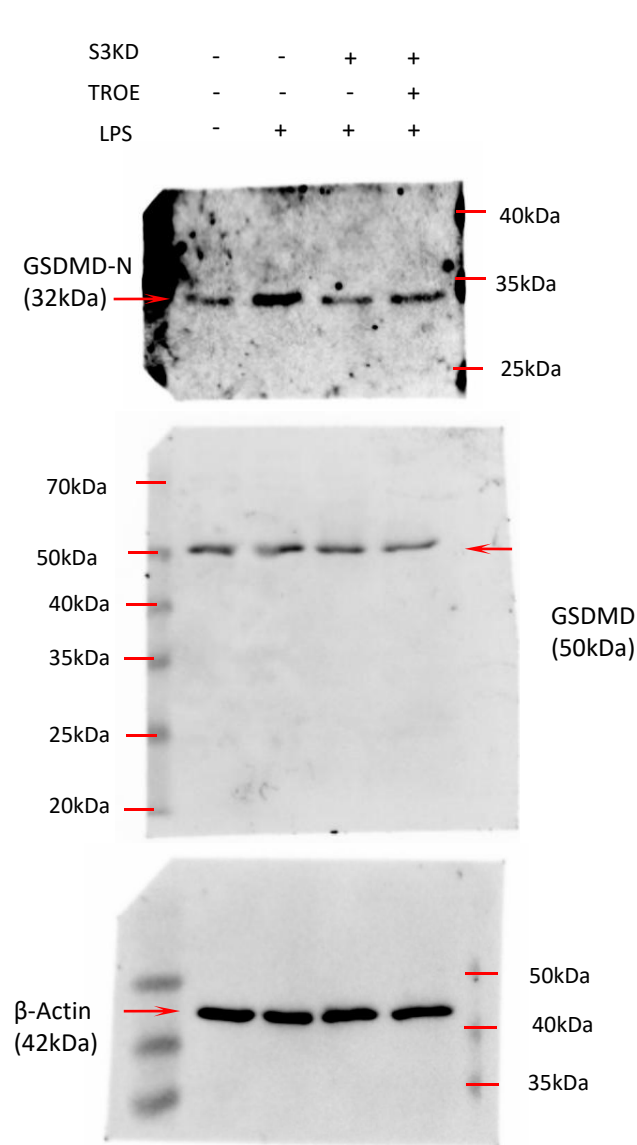

Fig.S7f .

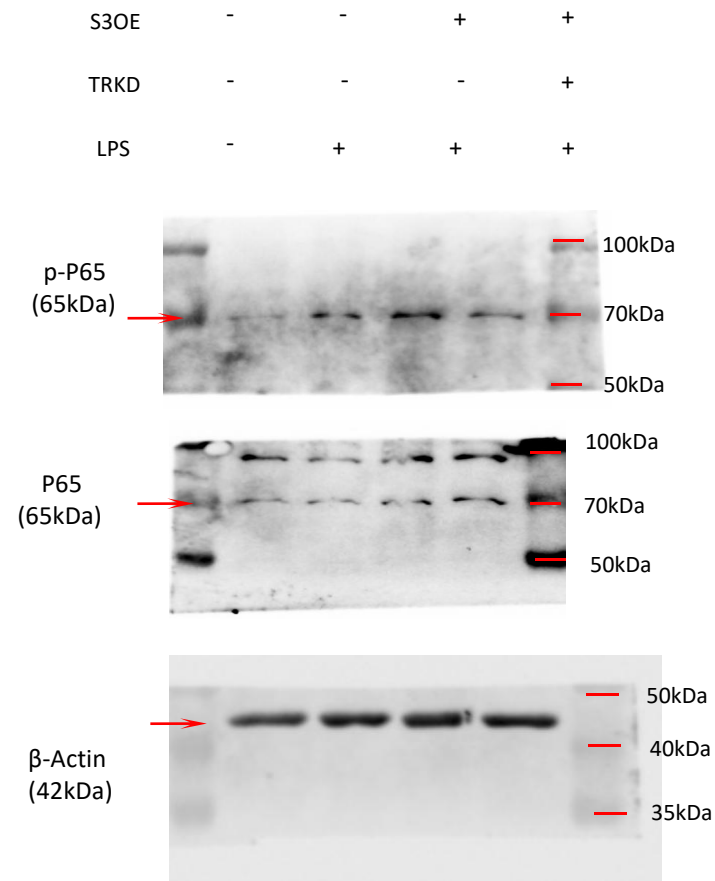

Fig.S8b.

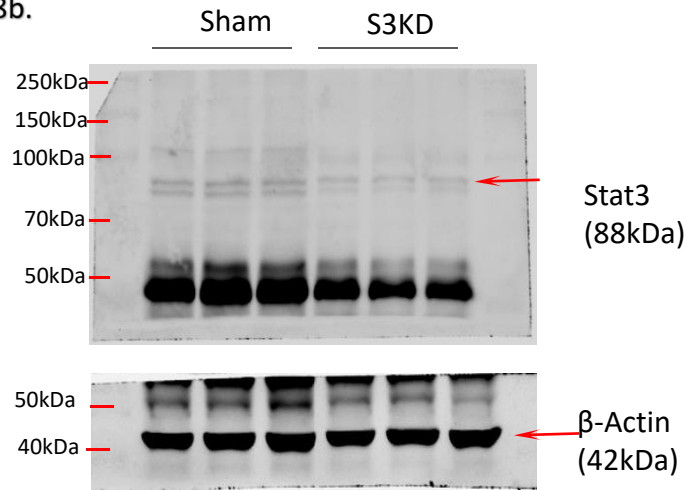

Fig.S8e.

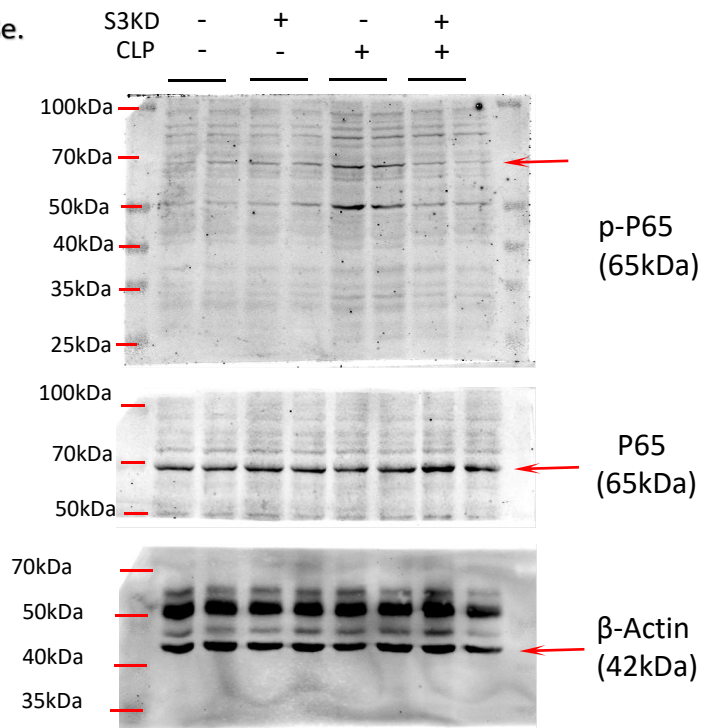

**Fig.S11b.**

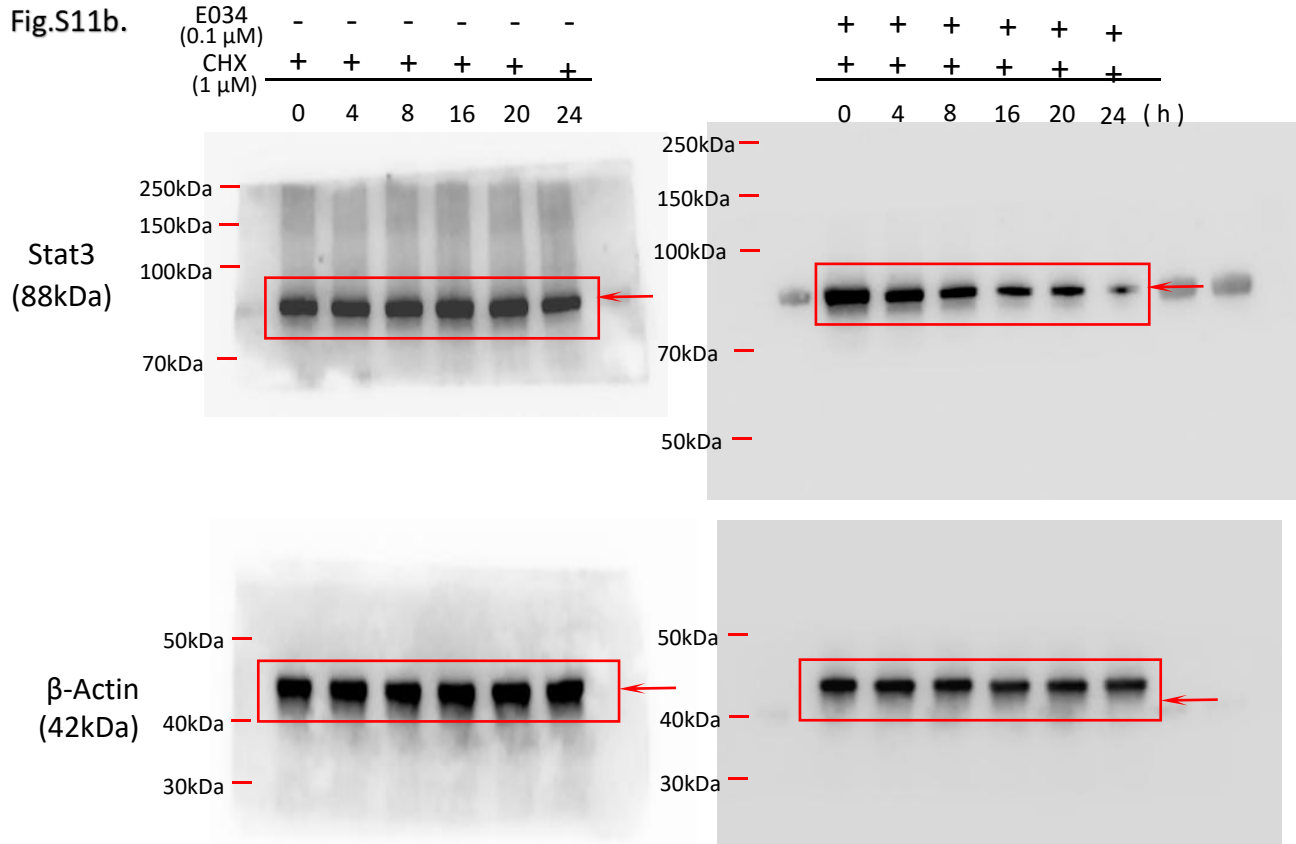

**Fig.S11c.**

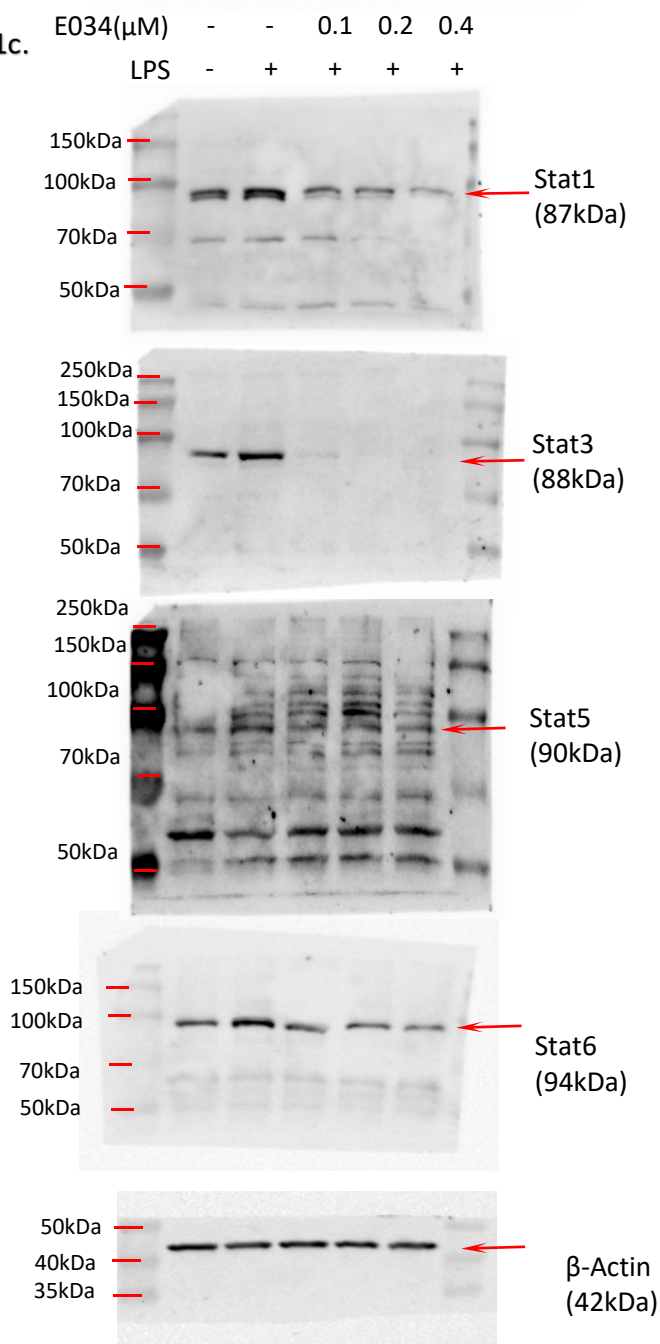

**Fig.S11f.**

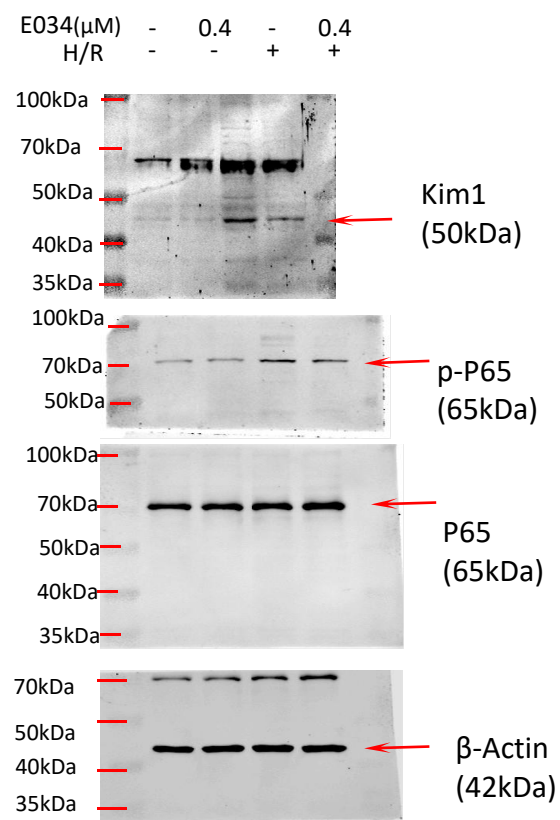

Fig.S12b.

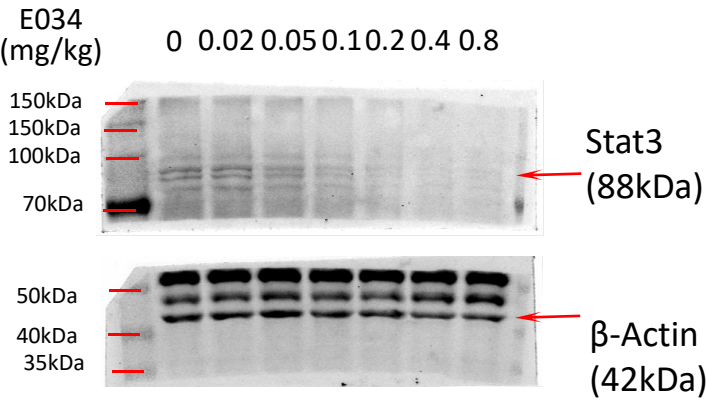

**Supplement:** Supplementary Western blots

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739
**Supplement:** Reagent Validation file

**Reagent Validation Statement**

All reagents used in this study, including antibodies and cell lines, were commercially sourced. Antibody information, including catalogue numbers, vendors and Research Resource Identifier (RRID), is provided in Table S1. The full Western blot membranes for antibody specificity detection are shown in Figure S16 - S23. The detailed documentation of reagent validation is available in Table S2. Source Information for Model Organisms are shown in Table S3. Cell lines were authenticated through STR profiling, and the STR results are included in Table S4 and file “mTECs STR Identification” and “HK-2 Cell STR Identification”. The shRNA and siRNA sequences used are shown in Table S5. The primer sequences used are shown in Table S6.

**Table S1.** **Antibodies for western blot, IF/IHC, ChIP assay**

| **Antibody** | **Clone** | **Dilution** | **Manufacturer** | **Cat#** | **RRID** |
| --- | --- | --- | --- | --- | --- |
| Anti–Stat3 | 5H4 | WB: 1:1000；IF/IHC: 1:200 | Bioss | bsm-33223M | AB_3676445 |
| Anti-Phospho-Stat3 | Monoclonal | WB: 1:1000；IF/IHC: 1:200；ChIP: 1:50 | CST | #9145 | AB_2491009 |
| Anti-F4/80 | Clone D2S9R | IF/IHC: 1:200 | CST | #70076 | AB_2799771 |
| Anti-Histone H3 | C200234 | WB: 1:1000；ChIP: 1:50 | CST | #4620 | AB_1904005 |
| Anti-Trim21 | Polyclonal | WB: 1:1000；IF: 1:200 | Proteintech | 12108-1-AP | AB_2209469 |
| Anti-H3K4me1 | Polyclonal | WB: 1:1000 | ABclonal | A2355 | AB_2764315 |
| Anti-H3K4me2 | Polyclonal | WB: 1:1000 | ABclonal | A2356 | AB_2764316 |
| Anti-H3K4me3 | Polyclonal | WB: 1:1000 | ABclonal | A22146 | AB_3066542 |
| Anti-H3K27Ac | Monoclonal | WB: 1:1000; ChIP: 1:50 | ABclonal | A7253 | AB_2767797 |
| Anti-Caspase-1 | 14F468 | IB: 1:200 | Santa Cruz Biotechnology | sc-56036 | AB_781816 |
| Anti-Caspase-1(p20) | ARC60705 | WB: 1:1000 | ABclonal | A23429 | AB_3683536 |
| Cleaved Caspase-1 (Asp296) | Monoclonal | WB: 1:1000 | CST | 89332 | AB_2923067 |
| Anti-P300 | NM11 | ChIP: 1:20 | Santa Cruz Biotechnology | sc-32244 | AB_628076 |
| Anti-CBP | G-8 | ChIP: 1:20 | Santa Cruz Biotechnology | sc-365387 | AB_10846188 |
| Anti-Tim1(Kim1) | JE39-41 | WB: 1:1000；IF: 1:200 | HUABIO | HA721535 | AB_3072651 |
| Anti-P65 | SZ10-04 | WB: 1:1000 | HUABIO | ET1603-12 | AB_3069668 |
| Anti-P65 | Monoclonal | WB: 1:1000 | CST | 8242t | AB_10859369 |
| Anti-p-P65 | SP07-00 | WB: 1:1000 | HUABIO | ET1604-27 | AB_3069692 |
| Anti-p-P65 | Monoclonal | WB: 1:1000 | CST | 3033t | AB_331284 |
| Anti-gasdermin D | A8D7 | WB: 1:1000 | HUABIO | HA601046 | AB_3073484 |
| Anti-gasdermin D (N terminal) | Polyclonal | WB: 1:1000; IF: 1:200; IB: 1:1000 | HUABIO | ER1901-37 | AB_3069329 |
| Anti-gasdermin D (N terminal) | Polyclonal | WB: 1:1000 | SAB | 55651 | AB_3683529 |
| Anti-Nlrp3 | SC06-23 | IB: 1:1000 | HUABIO | ET1610-93 | AB_3069980 |
| Anti-β-actin | Polyclonal | WB: 1:1000 | HUABIO | R1207-1 | AB_3073201 |
| Anti-Stat1 | Monoclonal | WB: 1:1000 | Diagbio | db12458 | AB_3677655 |
| Anti-Stat5 | JJ08-78 | WB: 1:1000 | HUABIO | ET1701-45 | AB_3070213 |
| Anti-Stat6 | SY13-09 | WB: 1:1000 | HUABIO | ET1605-49 | AB_3069716 |
| IRDye® 800CW Goat anti-Mouse IgG Secondary Antibody | Polyclonal | WB: 1:10000 | LICORBio | P/N: 925-32210 | AB_621842 |
| IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody | Polyclonal | WB: 1:10000 | LICORBio | P/N: 926-32211 | AB_621843 |
| Lotus Tetragonolobus Lectin (LTL), Fluorescein | / | IF: 1:200 | Vectior | FL-1321-2 | AB_2336559 |
| Anti-Calbindin | / | IF: 1:200 | Servicebio | GB12268-100 | AB_3683528 |
| Dolichos Biflorus Agglutinin (DBA), Fluorescein | / | IF: 1:200 | Vectior | FL-1031 | AB_2336394 |

**
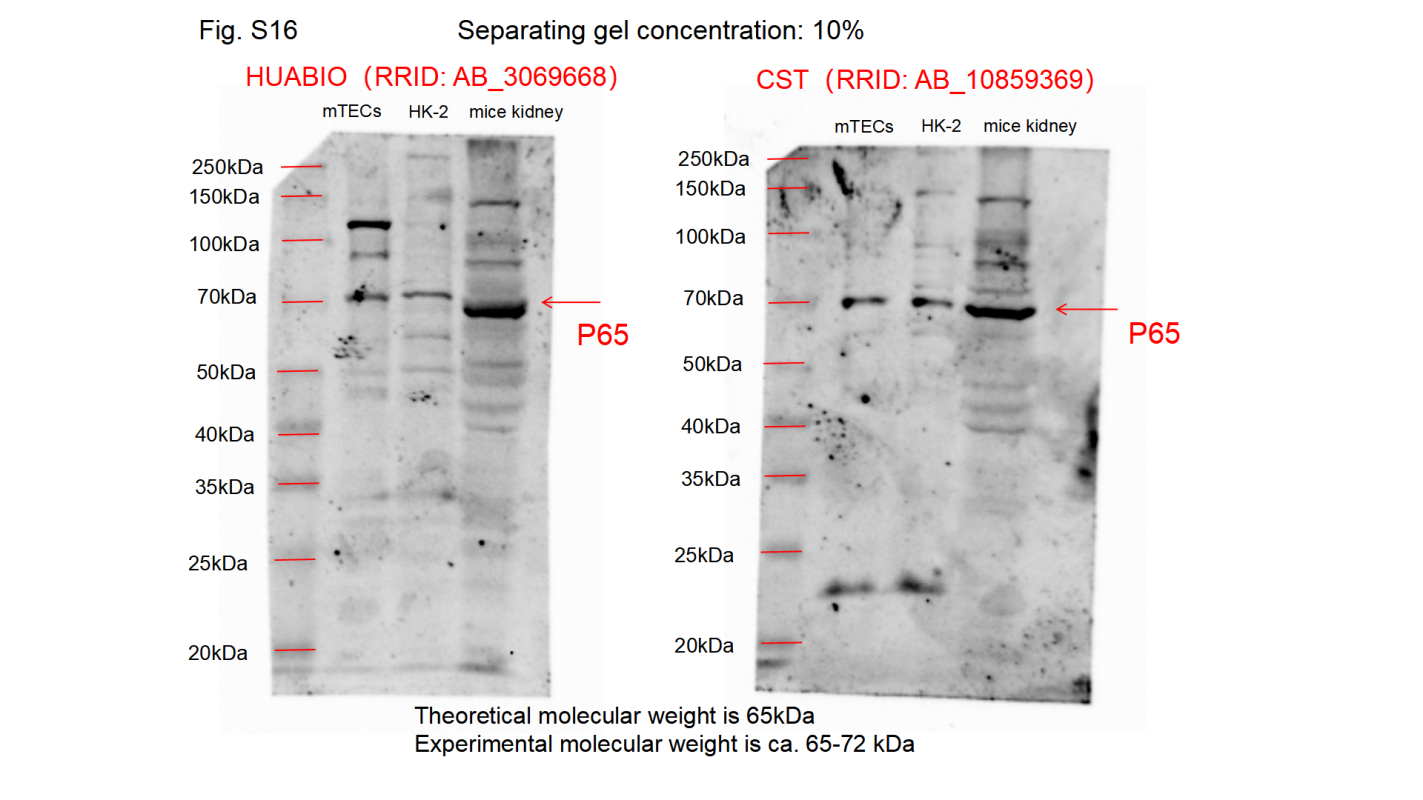
**

**Figure S16. The intact membrane dedicated to validating the specificity of P65 antibody.**

**
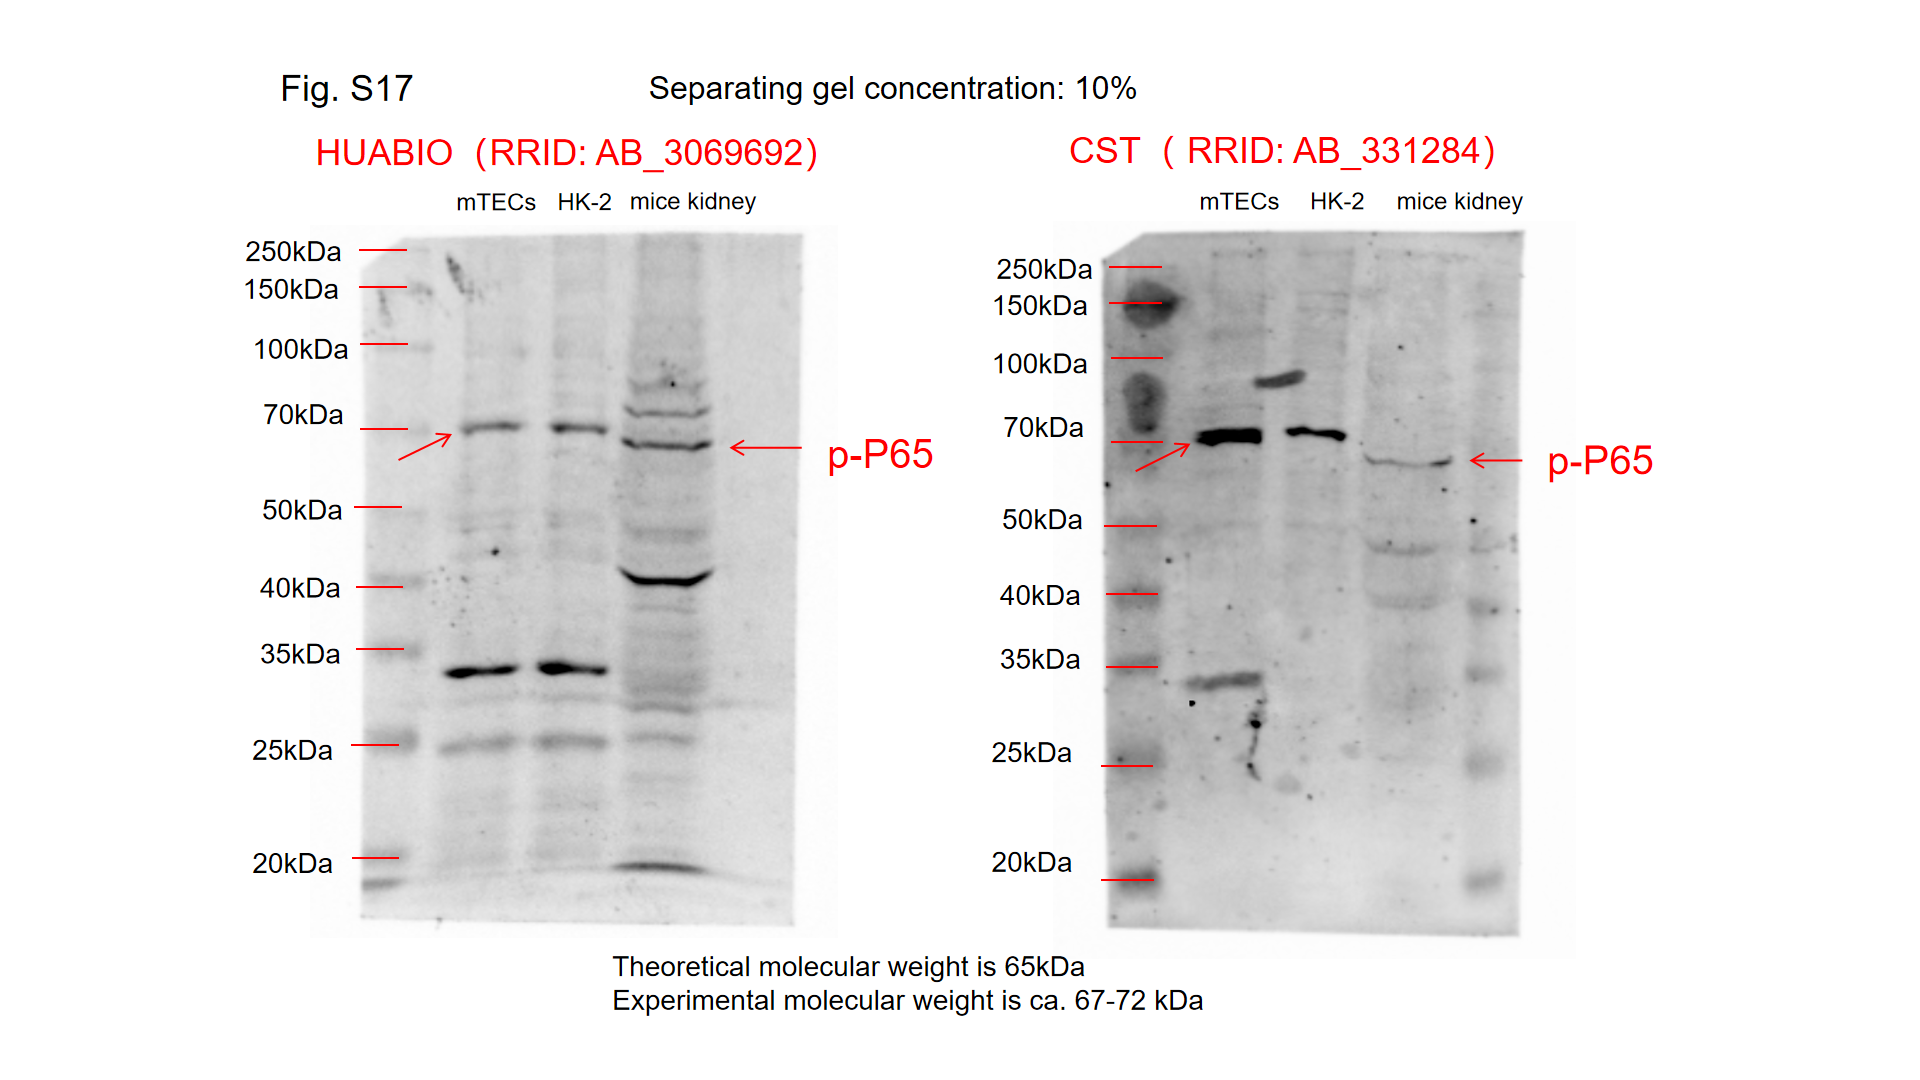
**

**Figure S17. The intact membrane dedicated to validating the specificity of p-P65 antibody.**

**
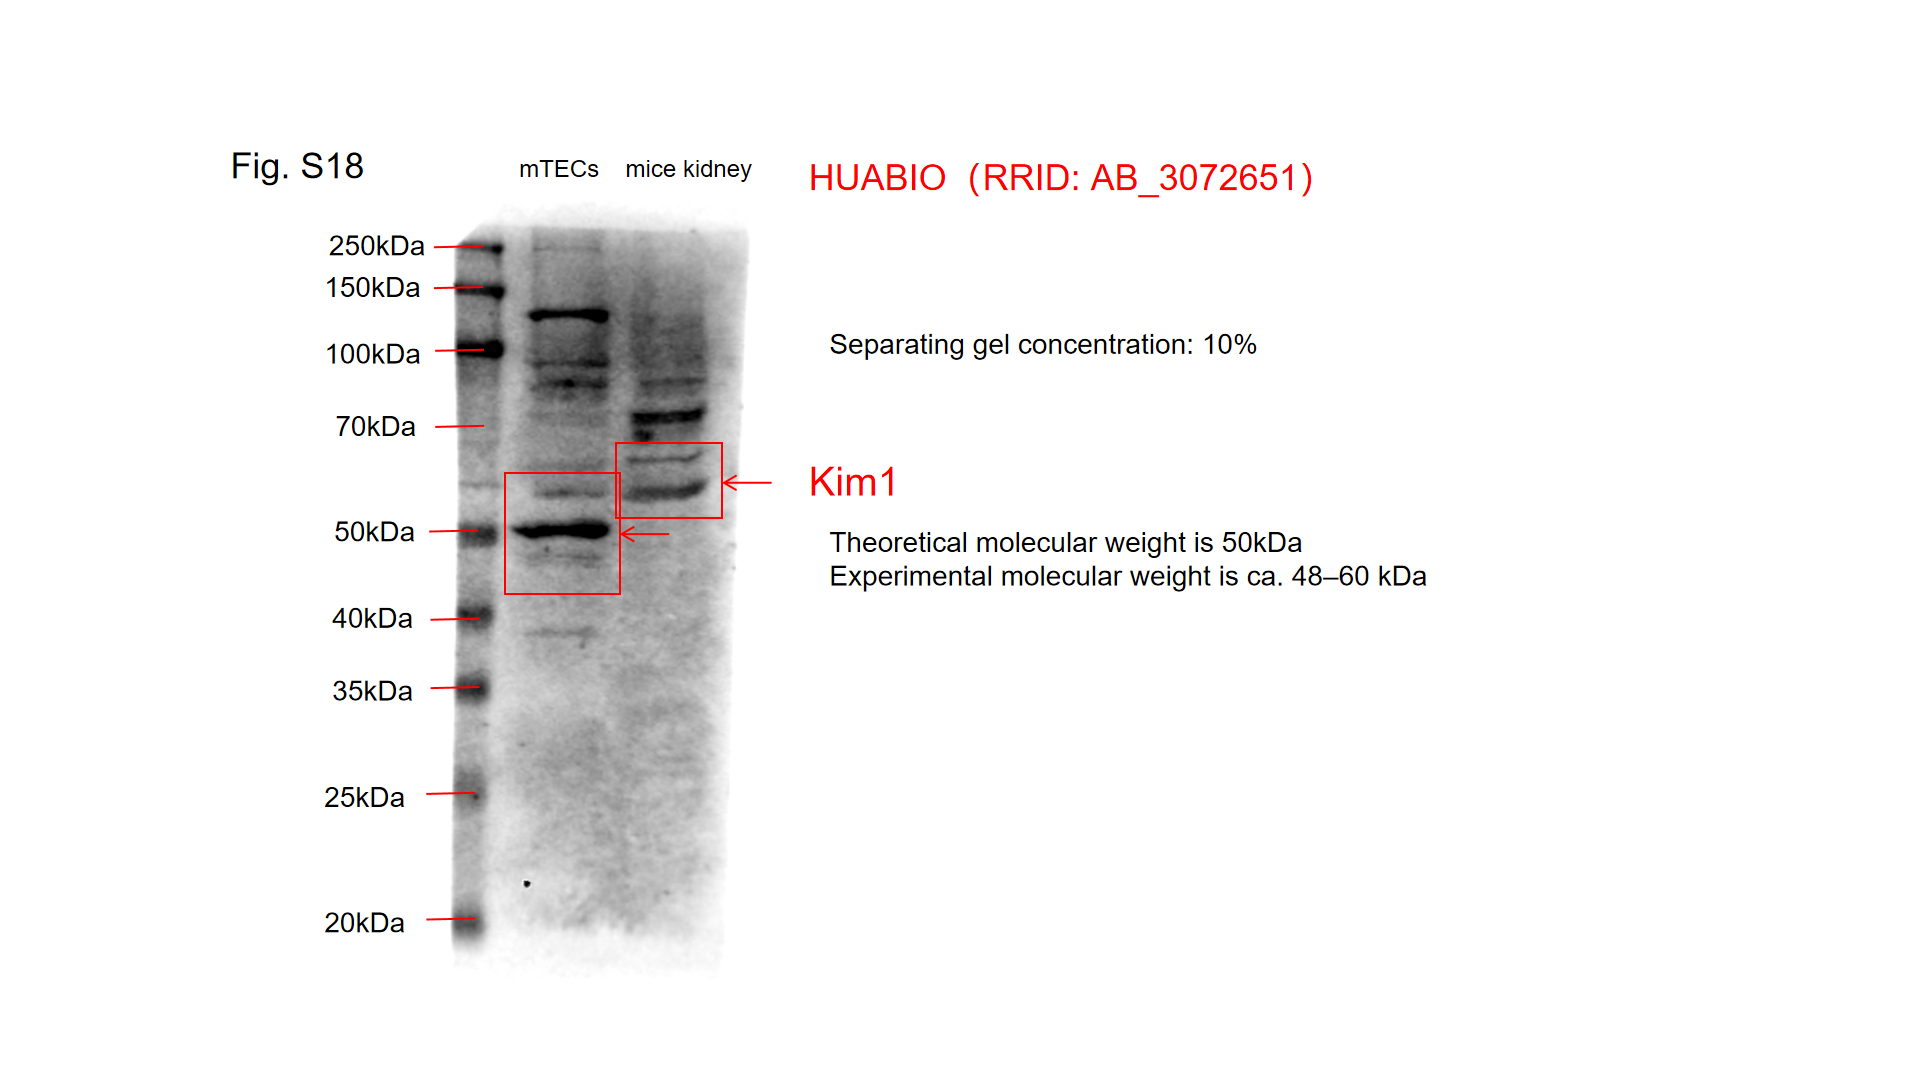
**

**Figure S18. The intact membrane dedicated to validating the specificity of Kim1 antibody.**

**
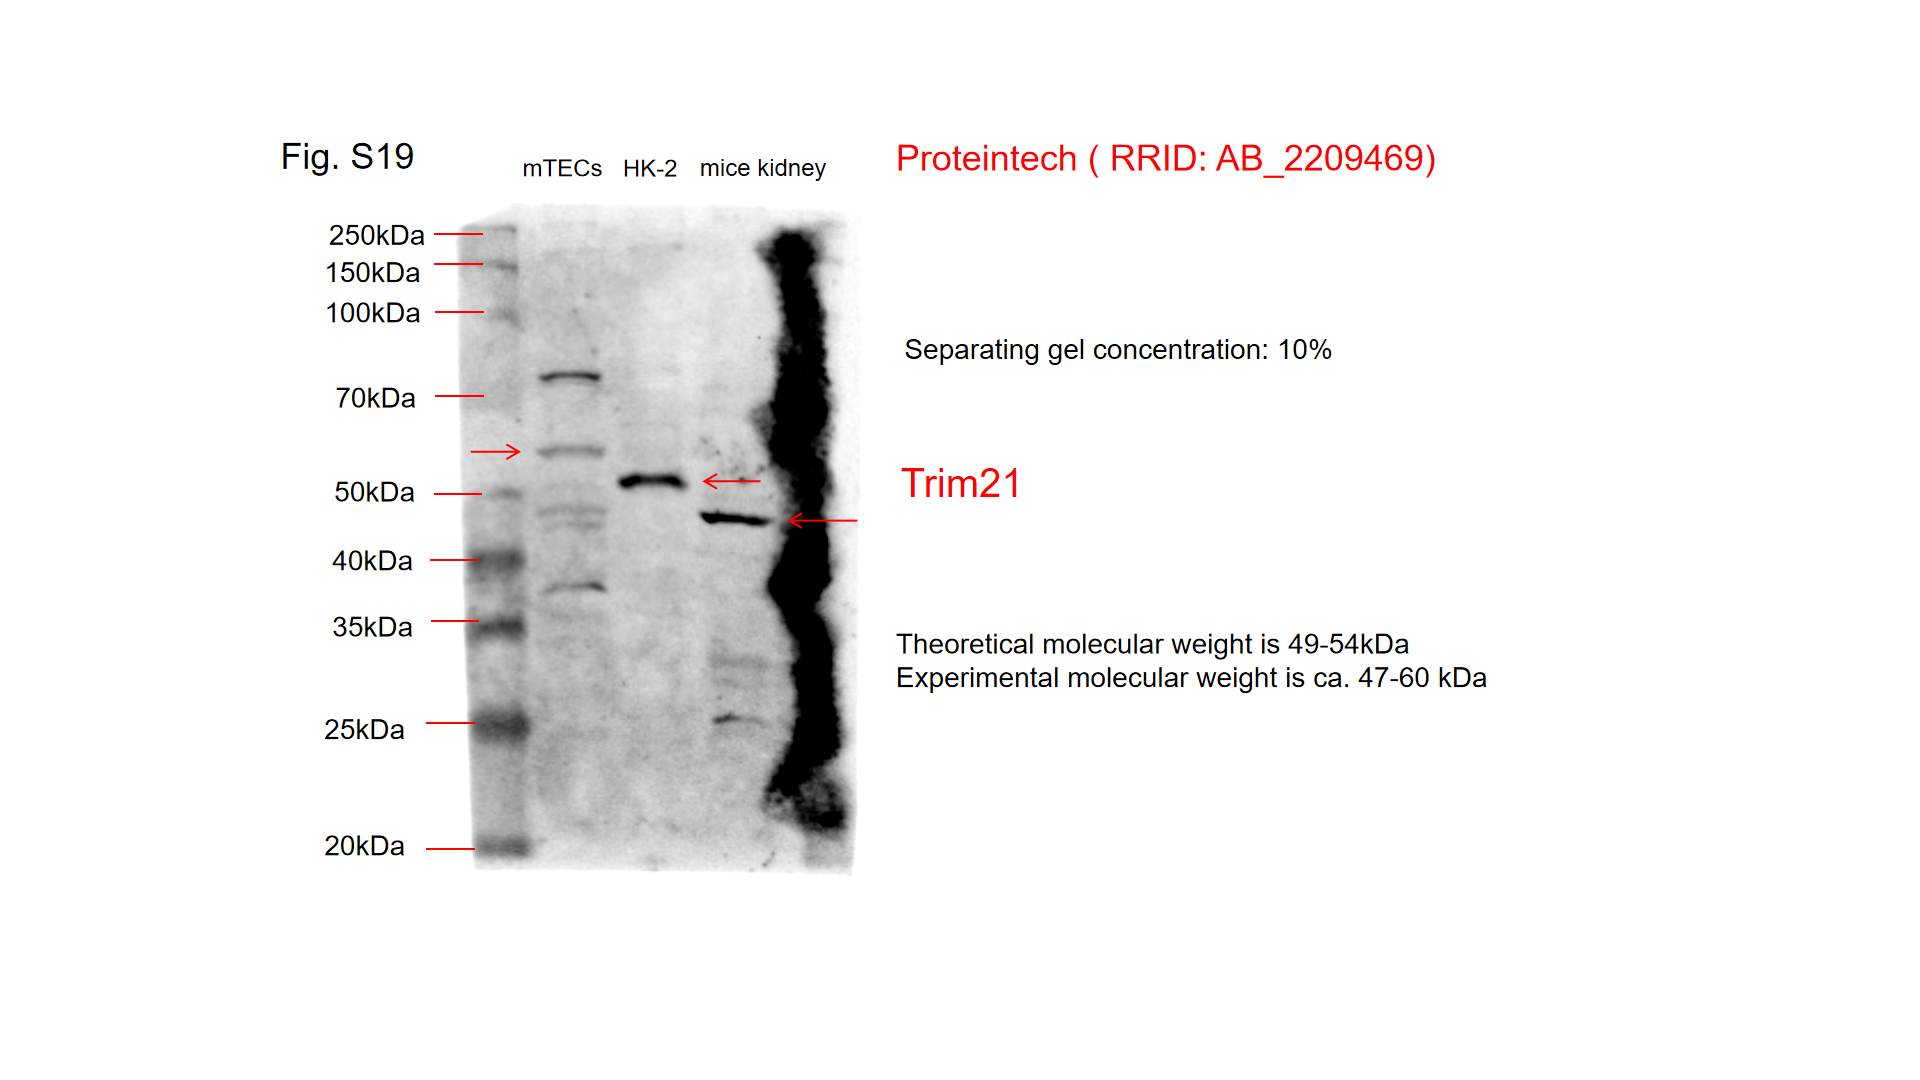
**

**Figure S19. The intact membrane dedicated to validating the specificity of Trim21 antibody.**

**
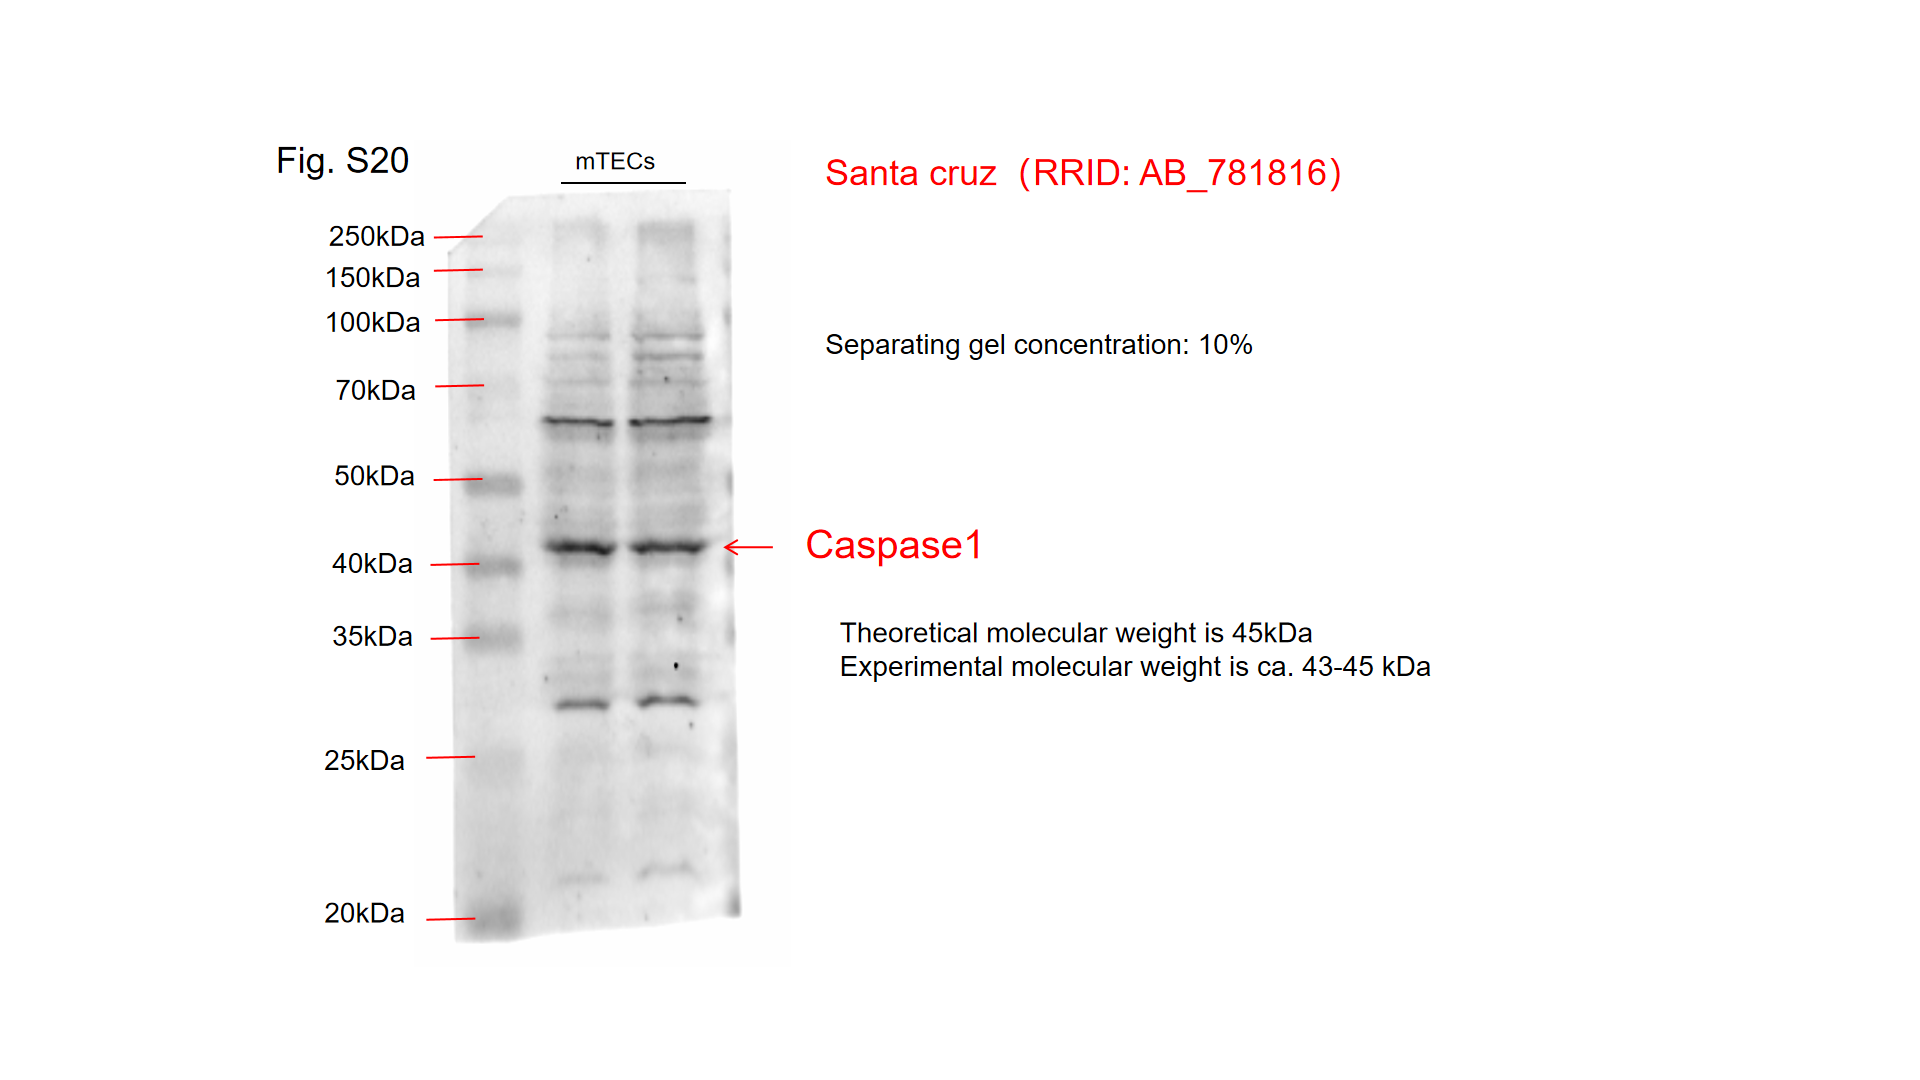
**

**Figure S20. The intact membrane dedicated to validating the specificity of Caspase1 antibody.**

**
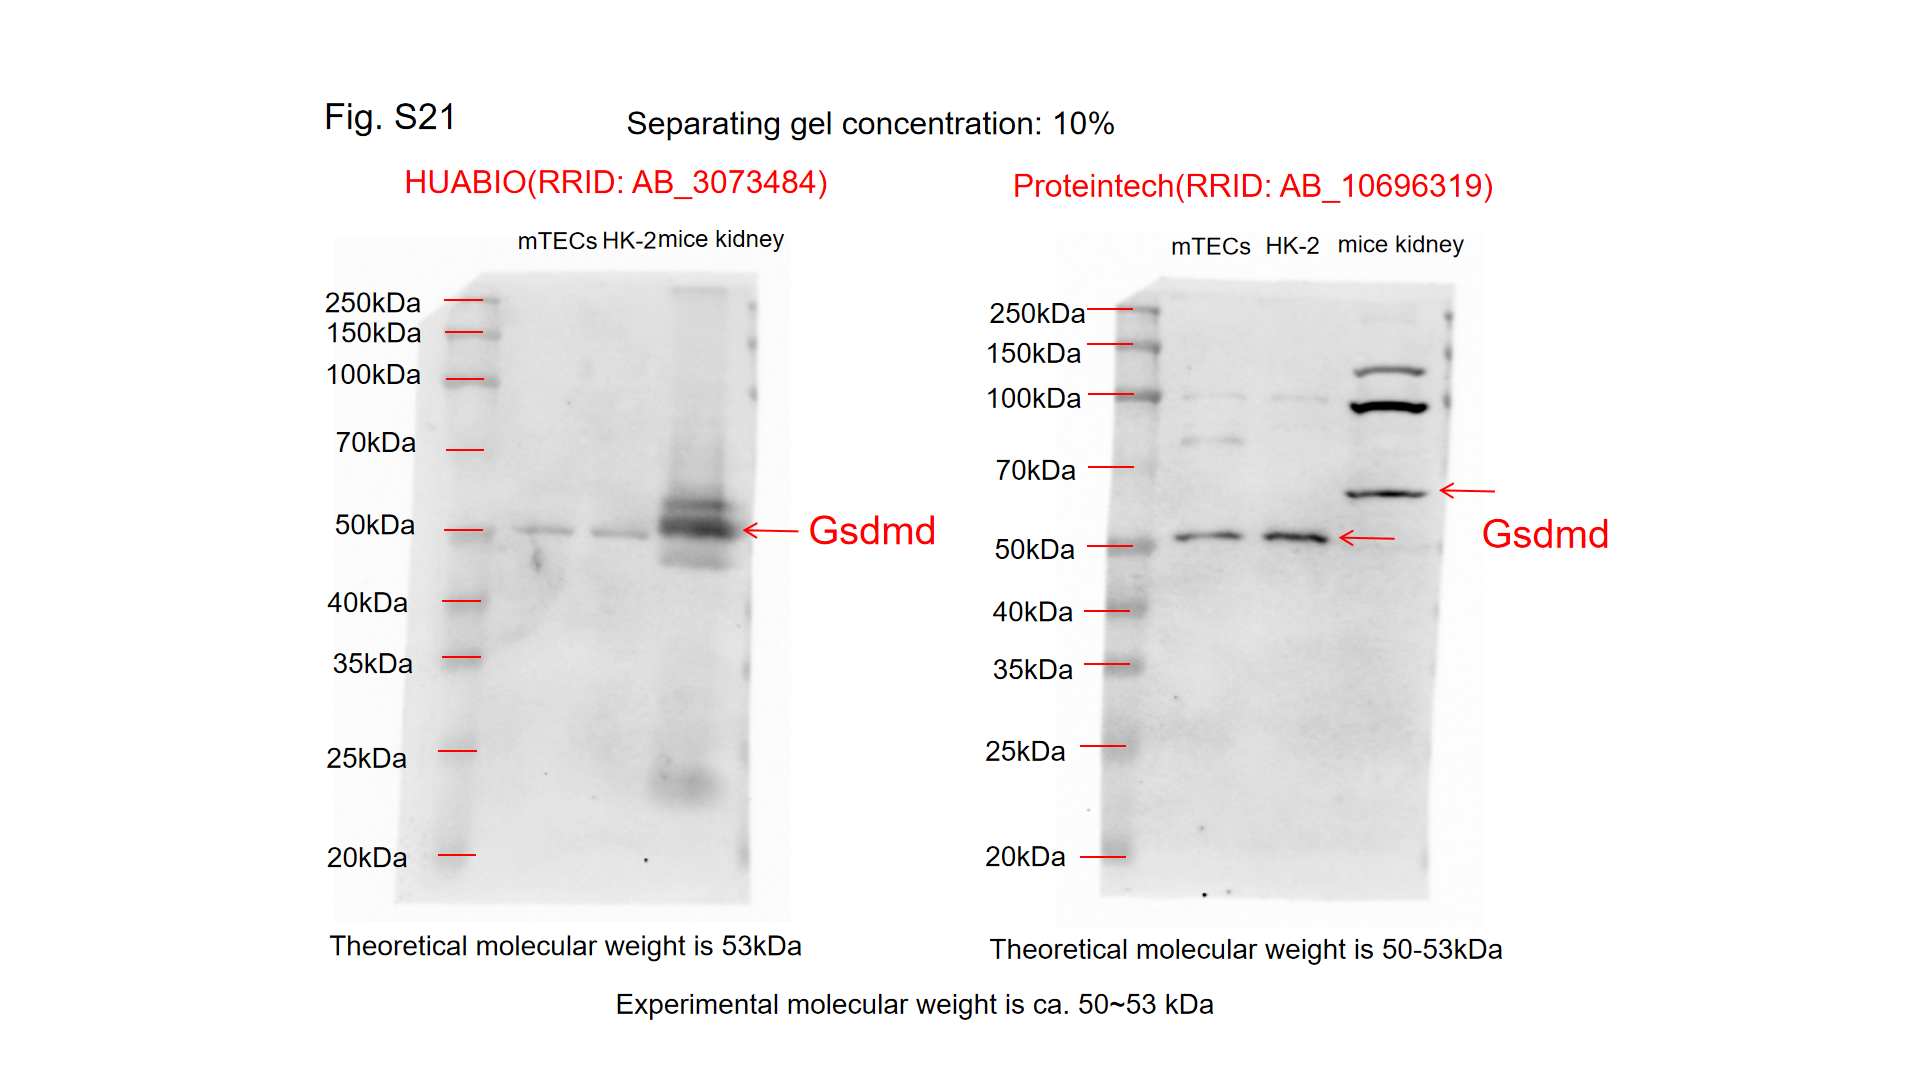
**

**Figure S21. The intact membrane dedicated to validating the specificity of Gsdmd antibody.**

**
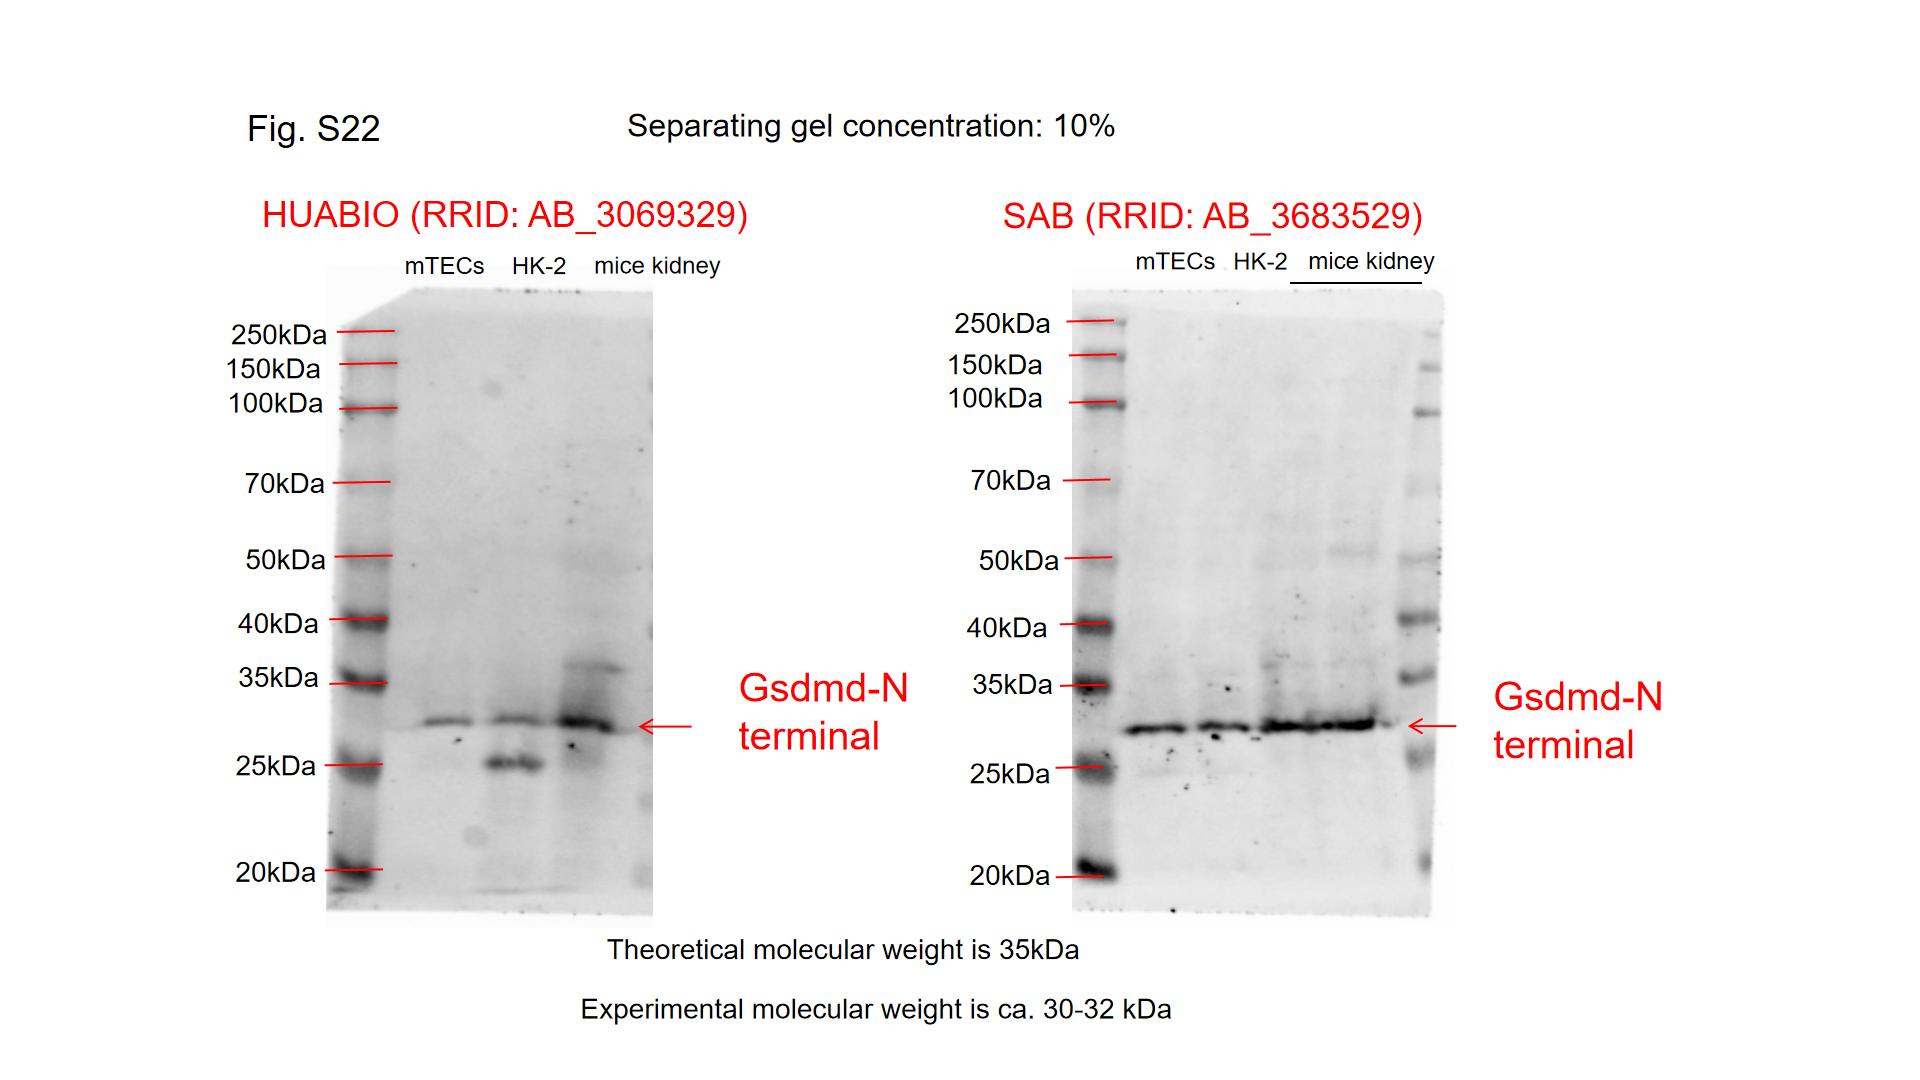
**

**Figure S22. The intact membrane dedicated to validating the specificity of Gsdmd-N antibody.**

**
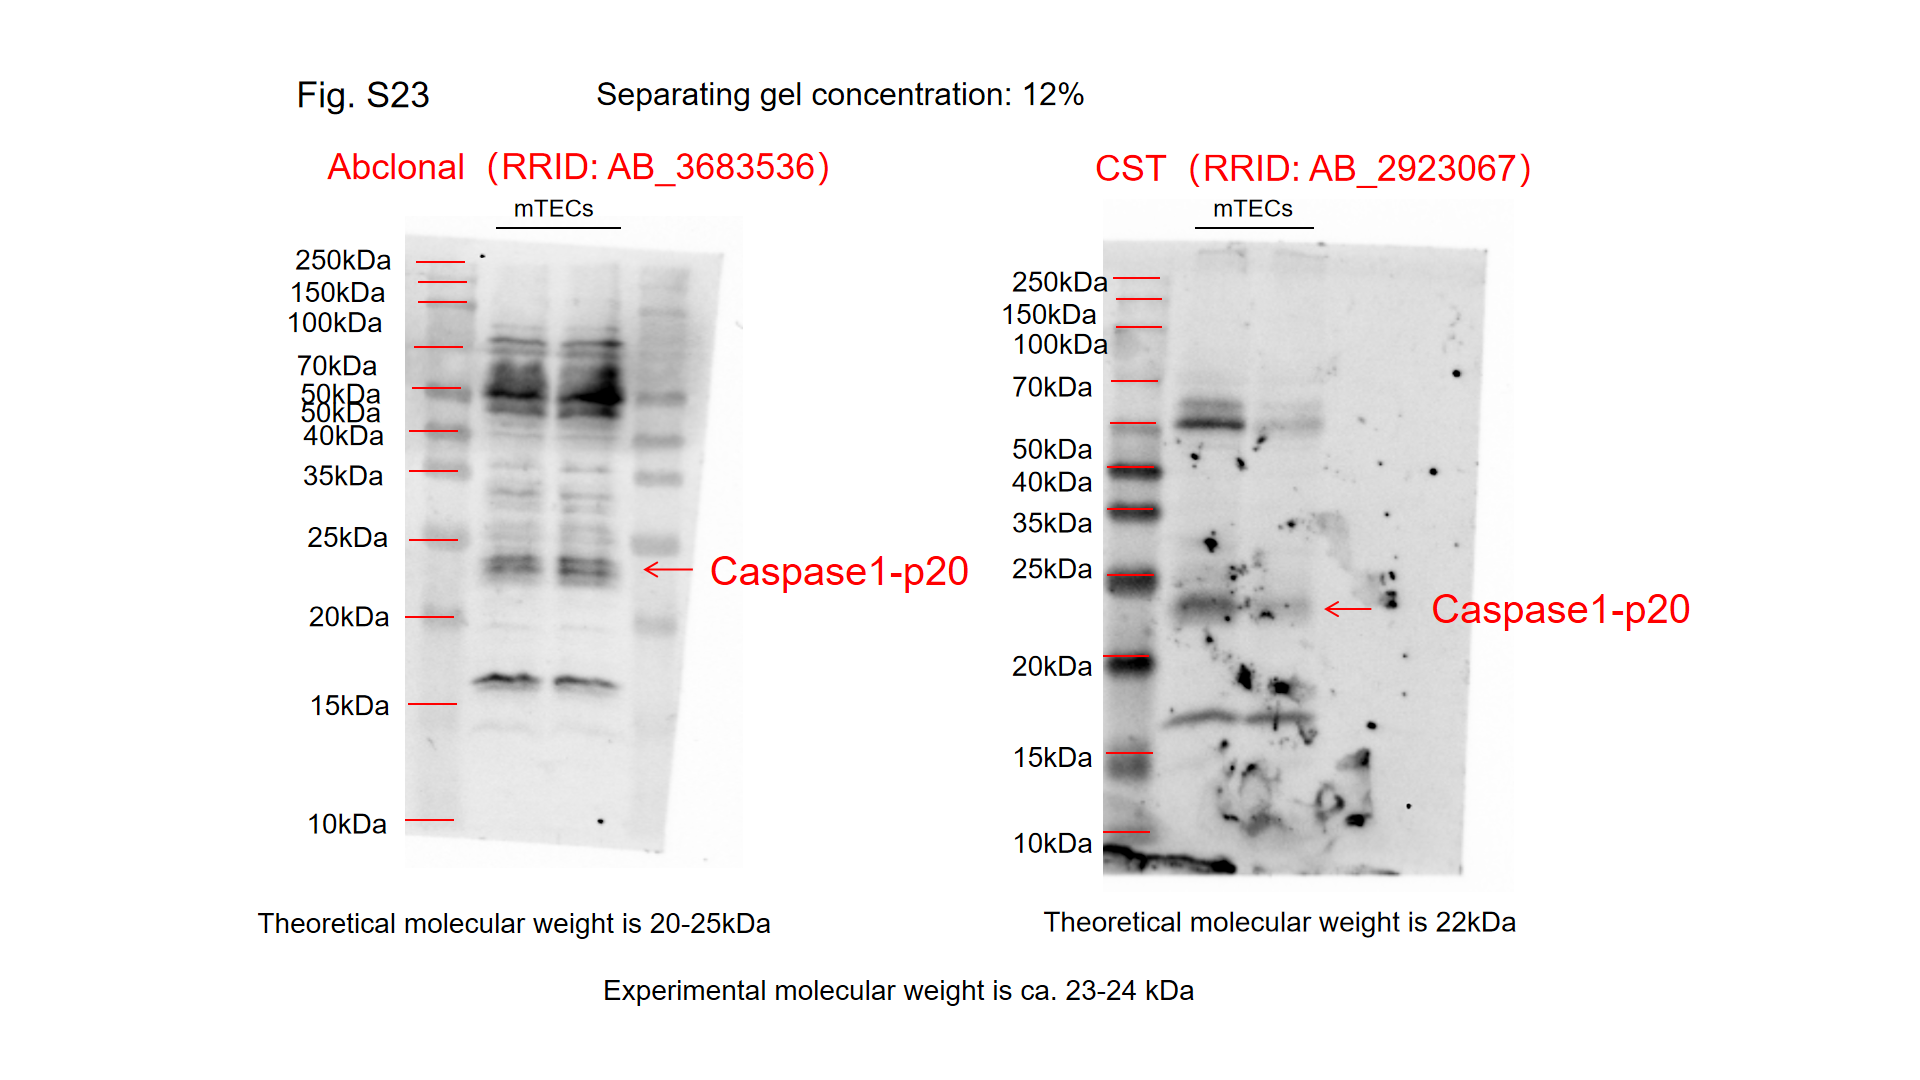
**

**Figure S23. The intact membrane dedicated to validating the specificity of Caspase-p20 antibody.**

**Table S2.** **Reagents used in the article**

| **Reagent** | **Manufacturer** | **Cat#** | **Other information** |
| --- | --- | --- | --- |
| Glycine | Solarbio | G8200 | CAS: 56-40-6 |
| Tris | Solarbio | T8060 | CAS: 77-86-1 |
| SDS | Solarbio | S8010 | CAS: 151-21-3 |
| LPS | Sigma-Aldrich | L2880 | CAS: 93572-42-0 |
| C646 | MCE | HY-13823 | CAS: 328968-36-1 |
| VX-765 | MCE | HY-13205 | CAS: [273404-37-8](https://www.medchemexpress.cn/cas/273404-37-8.html) |
| MM-102 | APExBIO | B1582 | CAS: 1417329-24-8 |
| DMSO | Solarbio | D8371 | CAS: 67-68-5 |
| MTT (Thiazolyl Blue) | MCE | HY-15924 | CAS: 298-93-1 |
| Mouse Il-1β ELISA Kit | Epizyme Biotech | HJ177 | RRID: AB_3676447 |
| Mouse Il-18 ELISA Kit | Elabscience | E-EL-M0730 | RRID: AB_3676448 |
| DMEM/F12 Cell Medium | ZWK | A-DF03 | / |
| DMEM Cell Medium (Low Sugar) | ZWK | A-D01D | / |
| Fetal bovine serum | Wisent | 086-150 | / |
| Trypsin-EDTA Solution | beyotime | C0201-100ml | / |
| PBS | Servicebio | G4202-500ML | / |
| Universal two-step test kit Mouse/Rabbit enhanced polymer test system | ZSGB-BIO | PV-9000 | / |
| RIPA Lysis Buffer (Strong) | beyotime | P0013B | / |
| Protease Phosphatase Inhibitor Mixture | beyotime | P1045 | / |
| Three-color Prestain Protein Marker | Ya Enzyme | WJ103 | / |
| PAGE Gel Fast Preparation Kit (12%) | Ya Enzyme | PG113 | / |
| PAGE Gel Fast Preparation Kit (10%) | Ya Enzyme | PG112 | / |
| Western Primary Antibody Dilution Buffer | beyotime | P023A-500ml | / |
| AG RNAex Pro Reagent | AG Bio | AG21102 | / |
| Nuclease-free water | biosharp | BL510B | / |
| 5X Evo M-MLV RT Master Mix *1 | AG Bio | AG11706 | / |
| 2X SYBR Green Pro Taq HS Premix* | AG Bio | AG11701 | / |
| 20×Tris-EDTA Antigen repair solution (pH8.0) | Servicebio | G1206-250ML | / |
| SimpleChIP(R)Kit(Magnetic Beads) 4C＆RT Reagents | CST | 91820S | / |
| NP40 lysis buffer | Beyotime | P0013F | / |
| Protein A/G magnetic beads | MCE | HY-K0202 | / |
| Universal Tissue Fixative (Neutral) | Servicebio | G1101-500ML | / |
| Anti-fluorescence quenching sealing solution | Beyotime | P0126-5ml | / |
| PAS assay kit | Solarbio | G1281 | / |
| Hematoxylin-Eosin(HE) Stain Kit | Solarbio | G1120 | / |
| CRE assay kits | Nanjing Jiancheng Bioengineering Institute | C011-2-1 | / |
| BUN assay kits | Nanjing Jiancheng Bioengineering Institute | C013-2-1 | / |
| Bovine Serum Albumin V(BSA) | Servicebio | 9048-46-8 | / |
| DAPI | Servicebio | G1012-10ML | / |
| Cy3 conjugated Goat Anti-Rabbit IgG (H+L) | Servicebio | GB21303 | / |
| FITC conjugated Goat Anti-Mouse IgG (H+L) | Servicebio | GB22301 | / |

**All reagents are from commercial suppliers.**

**Table S3. Source Information for Model Organisms**

| **Identifier** | **Manufacturer** | **Cat#** | **MGI ID** | **RRID** |
| --- | --- | --- | --- | --- |
| Stat3-Flox | Nanjing Model Organisms Co., Ltd. (China) | NM-CKO-200050 | / | / |
| Cdh16-CreERT2 | Nanjing Model Organisms Co., Ltd. (China) | NM-KI-225084 | J:82531 | RRID:IMSR_JAX:012237 |

**Table S4. Cell line origin and verification**

| **Cell line** | **Source (Manufacturer)** | **Cat#** | **Remark** |
| --- | --- | --- | --- |
| HK-2 | Pricella | CL-0109 | Registered in the ATCC repository (Cat# CRL-2190) |
| mTECs | Y. Lan Team  (The Chinese University of Hong Kong) | / | Primary cell immortalization |

For detailed information, please refer to the file ‘STR Identification’.

**Table S5. shRNA and siRNA sequences**

| **Name** | **Sequences** | **Manufacturer** |
| --- | --- | --- |
| Mice Stat3 shRNA | 5'→3':CAGGTATCTTGAGAAGCCAATGGAA | Genepharma |
| Mice Ep300 siRNA | 5'→3':GGAUUAAGUUUGAUAAAUA | Sangon Biotech |
|  | 3'→5':UAUUUAUCAAACUUAAUCC |  |
| Mice Crebbp siRNA | 5'→3':GAUGCUGCGUCCAAACAUA |  |
|  | 3'→5':UAUGUUUGGACGCAGCAUC |  |
| Mice Trim21 siRNA | 5'→3':GGACAUGLUGGGUUCAUAU | Tsingke Biotechnology |
|  | 3'→5':AUAUGAACCCAACAUGUCC |  |
| Human STAT3 siRNA | 5'→3':GCACAATCTACGAAGAATCAA | Hanbio |
|  | 3'→5':UUGAUUCUUCGUAGAUUGUGC |  |

**Table S6. Primer sequences**

| **Primer Name** | **Species** | **F(5'-3')** | **R(3'-5')** |
| --- | --- | --- | --- |
| Stat3 | Mice | CACCTTGGATTGAGAGTCAAGAC | AGGAATCGGCTATATTGCTGGT |
| Lcn2 | Mice | GGACCTCATGGTGGTTACTTTC | TCCCAGGGGCCGTAAACTT |
| Kim1 | Mice | CAGGGAAGCCGCAGAAAA | GAGACACGGAAGGCAACCAC |
| Tnf-α | Mice | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| Il-1β | Mice | GCTTCAGGCAGGCAGTAT | ACAAACCGCTTTTCCATCT |
| MCP-1 | Mice | CTTCTGGGCCTGCTGTTCA | CCAGCCTACTCATTGGGATCA |
| β-Actin | Mice | CATTGCTGACAGGATGCAGAA | ATGGTGCTAGGAGCCAGAGC |
| Il-6 | Mice | CTGCAAGAGACTTCCATCCAG | AGTGGTATAGACAGGTCTGTTGG |
| Mrc2 | Mice | TCTCCCGGAACCGACTCTTC | AACTGGTCCCCTAGTGTACGA |
| Ifi44 | Mice | ATGCTCCAACTGACTGCTCG | ACAGCAATGCCTCTTGTCTTT |
| Trim21 | Mice | TGGTGGAGCCTATGAGTATCG | GGCACTCGGGACATGAACTG |
| Cxcl10 | Mice | CCAAGTGCTGCCGTCATTTTC | GGCTCGCAGGGATGATTTCAA |
| Xkr6 | Mice | TCACCATCTCATCCCGAGTTAT | GATCCCTACCACCATGTTGAAG |
| Baiap3 | Mice | CTTCAGTGACCCGTACTGTATGC | TTGACCTCCGTGACCTGGATA |
| Slfn2 | Mice | AAAATGGGCATCAGTGTTGATCT | GGAGAGCACATACAGCTAGAGA |
| Crebbp | Mice | GGCTTCTCCGCGAATGACAA | GTTTGGACGCAGCATCTGGA |
| Ep300 | Mice | TTCAGCCAAGCGGCCTAAA | CGCCACCATTGGTTAGTCCC |
| STAT3 | Human | CAGCAGCTTGACACACGGTA | AAACACCAAAGTGGCATGTGA |
| KIM1 | Human | CTGCAGGGAGCAATAAGGAG | TCCAAAGGCCATCTGAAGAC |
| IL-1β | Human | GAAATGATGGCTTATTACAGTGGC | GTGGTCGGAGATTCGTAGCTG |
| TRIM21 | Human | TCAGCAGCACGCTTGACAAT | GGCCACACTCGATGCTCAC |
| β-ACTIN | Human | TGGCACCCAGCACAATGAA | CTAAGTCATAGTCCGCCTAGAAGCA |

**All primers were designed and synthesized from General Biol.**

# Supplementary material for: Targeting Stat3 with conditional knockout or PROTAC technology alleviates renal injury by Limiting pyroptosis
**Source:** eBioMedicine. 2025 May 8;116:105739. doi: 10.1016/j.ebiom.2025.105739
**Supplement:** Supplementary Figure Legends and Tables

**Supplementary Figure Legends and Tables**

**Figure S1. Localization of Stat3 and p-Stat3 in the I/R-induced AKI mouse model.** (a) Western blot analysis of Stat3 and p-Stat3 proteins in a CLP-induced AKI mouse model. (b) Western blot analysis of Stat3 and p-Stat3 proteins in an I/R-induced AKI mouse model. (c) IF staining of Stat3 with LTL, Calbindin and DBA in the I/R-induced AKI mouse model. (d) IF staining of p-Stat3 with LTL, Calbindin and DBA in the I/R-induced AKI mouse model. (Scale bar = 50 μm and 10 μm). (e) Western blot analysis of Stat3 and p-Stat3 proteins in mTECs treated with LPS. (f) Western blot analysis of Stat3 and p-Stat3 proteins in mTECs subjected to H/R treatment.

**Figure S2. Validation of Stat3 histone modification and dose selection for MM-102 and C646 treatment.** (a) Western blot analysis of H3K4me1, H3K4me2, H3K4me3, and H3K27ac proteins in the CLP-induced mouse AKI model (n=6). (b) Western blot analysis of H3K4me1, H3K4me2, and H3K4me3 proteins in mTECs induced by LPS and treated with MM-102. (c) Cell viability assay in mTECs treated with different doses of MM-102 (n=6). (d) Optical microscopy observation of cells treated with different doses of MM-102. (e) Western blot analysis of H3K27ac protein in mTECs induced by LPS and treated with C646. (f) Cell viability assay in mTECs treated with different doses of C646. (g) Optical microscopy observation of cells treated with different doses of C646. (h) Knockdown of Crebbp with 3 potential si RNA sequences in mTECs is confirmed by real-time PCR (n=3). (i) Real-time PCR analysis of Stat3 mRNA level in LPS-induced cell model with or without knockdown of Crebbp (n=3). (j) Knockdown of Ep300 with 3 potential si RNA sequences in mTECs is confirmed by real-time PCR (n=3). (k) Real-time PCR analysis of Stat3 mRNA level in LPS-induced cell model with or without knockdown of Ep300 (n=3). (Data are presented as mean ± SEM; ***P < 0.001, ****P < 0.0001, one-way ANOVA. Scale bar = 400 μm)

**Figure S3. Conditional knockout of Stat3 in renal tubular epithelial cells mitigates kidney injury and inflammation induced by CLP and I/R in mice.** (a) Real-time PCR analysis of Stat3 mRNA levels in cKO mice (n=6, t-test). (b) Western blot analysis of Stat3 in cKO mice. (c-d) IF staining of Stat3 with Calbindin and DBA in the CLP-induced AKI mouse model (Scale bar = 50 μm). (e) Real-time PCR analysis of Kim1 mRNA levels in CLP-induced AKI mice with or without conditional knockout of Stat3 (n=6, one-way ANOVA). (f) Quantifying tubular damage in CLP-induced AKI mice with or without conditional knockout of Stat3 (n=6, the Kruskal-Wallis test). (g) Western blot analysis of Kim1 in Stat3^Flox/Flox^ and cKO mice with I/R-induced AKI. (h) Real-time PCR analysis of Lcn2 mRNA levels in I/R-induced AKI mice with or without conditional knockout of Stat3 (n=6, one-way ANOVA). (i) PAS staining of kidney sections of I/R-induced AKI mice with or without conditional knockout of Stat3. (j) Quantifying tubular damage in I/R-induced AKI mice with or without conditional knockout of Stat3 (n=6, the Kruskal-Wallis test).(k) Real-time PCR analysis of Il-1β mRNA levels in I/R-induced AKI mice with or without conditional knockout of Stat3 (n=6, one-way ANOVA). (l) Western blot analysis of Stat3 in aav9-mediated Stat3 overexpression in Stat3^flox/flox^ mice. (m) PAS staining of CLP-induced AKI mice kidney sections after the rescue of Stat3. (n) Quantifying tubular damage in CLP-induced AKI mice after rescue of Stat3 (n=6, the Kruskal-Wallis test). (o) Serum BUN in CLP-induced AKI mice after the rescue of Stat3 (n=6, one-way ANOVA). (p-q) Real-time PCR analysis of Kim1 and Lcn2 mRNA levels in CLP-induced AKI mice after the rescue of Stat3 (n=6, one-way ANOVA). (r) Western blot analysis of p-P65 and P65 in CLP-induced AKI mice after rescue of Stat3. (Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S4. Verification of Stat3 silencing and overexpression and regulation of Kim1 mRNA levels in mTECs and HK-2.** (a) Knockdown of Stat3 is confirmed by real-time PCR in mTECs (n=3, t-test). (b) Knockdown of Stat3 is confirmed by western blot analysis in mTECs. (c) Real-time PCR analysis of Kim1 mRNA levels in H/R-induced mTECs with or without knockdown of Stat3 (n=3, one-way ANOVA). (d) Overexpression of Stat3 is confirmed by real-time PCR in mTECs (n=3, t-test). (e) Overexpression of Stat3 is confirmed by western blotting in mTECs. (f) Real-time PCR analysis of Kim1 mRNA levels in H/R-induced mTECs with or without overexpression of Stat3 (n=3, one-way ANOVA). (g) Knockdown of STAT3 is confirmed by real-time PCR in HK-2 (n=3, t-test). (h) Real-time PCR analysis of KIM1 mRNA levels in LPS-induced HK-2 with or without knockdown of STAT3 (n=3, one-way ANOVA). (i) Overexpression of STAT3 is confirmed by real-time PCR in HK-2 (n=3, t-test). (j) Real-time PCR analysis of KIM1 mRNA levels in LPS-induced mTECs with or without overexpression of STAT3 (n=3, one-way ANOVA). (Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S5. Verification of Stat3 regulation of Trim21 protein levels in HK-2.** (a) Western blot analysis of TRIM21 protein in LPS-induced HK-2 with or without knockdown of STAT3. (b) Western blot analysis of TRIM21 protein in LPS-induced HK-2 with or without overexpression of STAT3.

**Figure S6. Protein Levels of Kim1 Mediated by Trim21 Silencing or Overexpression and the Effect of VX-765 on Gsdmd.** (a) Knockdown of Trim21 with 3 potential si RNA sequences in mTECs is confirmed by real-time PCR (n=3, one-way ANOVA). (b) The knockdown of Trim21 in mTECs has been confirmed by western blotting. (c) Western blot analysis of Kim1 protein in LPS-induced cells with or without knockdown of Trim21. (d) Overexpression of Trim21 in mTECs is confirmed by real-time PCR (n=3, t-test). (e) Overexpression of Trim21 in mTECs is confirmed by western blotting. (f) Western blot analysis of Kim1 protein in LPS-induced cells with or without overexpression of Trim21. (g) Cell viability assay of mTECs treated with different concentrations of VX-765 (n=6, one-way ANOVA). (h) Effect of VX-765 on the inhibition of Caspase1 activity. (i) Western blot analysis of Caspase1-p20, Caspase1, Gsdmd-N and Gsdmd proteins in LPS-induced cells with overexpression of Trim21 under treatment of VX-765. (Data are presented as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S7. Trim21 Rescue Experiments in mTECs and HK - 2 and the Effects of Overexpressing Stat3 and Silencing Trim21 on Inflammation and Injury in mTECs *in vitro*. (a)** ELISA detection of Il-18 levels in the supernatant of cells after Trim21 rescue *in vitro* (n=3, one-way ANOVA). (b) Overexpression of TRIM21 is confirmed by real-time PCR in HK-2 (n=3, t-test). (c) Western blot analysis of GSDMD-N and GSDMD in LPS-induced HK-2 with or without TRIM21 rescue after STAT3 knockdown. (d-e) Real-time PCR analysis of KIM1 and IL-1β mRNA levels in LPS-induced HK-2 with or without TRIM21 rescue after STAT3 knockdown (n=3, one-way ANOVA). (f) Western blot analysis of p-P65 and P65 in LPS-induced mTECs with or without Trim21 knockdown after Stat3 overexpression. (g-h) Real-time PCR analysis of Kim1 and Mcp-1 mRNA levels in LPS-induced mTEC with or without Trim21 knockdown after Stat3 overexpression (n=3, one-way ANOVA). (Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S8. *In vivo*, AAV9-mediated silencing of Stat3 mitigates kidney injury, inflammatory response, and pyroptosis induced by CLP and I/R.** (a) Knockdown of Stat3 in mTECs is confirmed by real-time PCR (n=6, t-test). (b) Western blot analysis of Stat3 in mice with or without knockdown of Stat3. (c) Real-time PCR analysis of Il-6 mRNA levels in CLP-induced mice with or without knockdown of Stat3 (n=6, one-way ANOVA). (d) Real-time PCR analysis of Kim1 mRNA levels in CLP-induced mice with or without knockdown of Stat3 (n=6, one-way ANOVA). (e) Western blot analysis of p-65 and p65 in CLP-induced mice with or without knockdown of Stat3. (f) Serum BUN in I/R-induced AKI mice with or without knockdown of Stat3 (n=6, one-way ANOVA). (g-h) Real-time PCR analysis of Trim21 and Tnf-α mRNA levels in I/R-induced mice with or without knockdown of Stat3 (n=6, one-way ANOVA). (i) ELISA for the determination of Il-18 levels in the serum from I/R-induced mice with or without knockdown of Stat3 (n=6, one-way ANOVA). (Data are presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S9. Synthesis of degrader E034.** Reagents and conditions: (a) 1) Pd(PPh3)2Cl2, CuI, Et3N, DMF, 80℃; 2) TFA/DCM, 0℃; (b) 1) HATU, DIEA, DMF, 20℃; 2) TFA/DCM, 0℃; (c) HATU, DIEA, DMF, 20℃; (d) TMSI, BSTFA, DCM, 0℃.

**Figure S10. The structural characterization data of degrader E034.** (a) HRMS of degrader E034. (b) ^1^H NMR spectrum of degrader E034. (c) ^19^F NMR spectrum of degrader E034. (d) ^31^P NMR spectrum of degrader E034. (e) HPLC spectrum of degrader E034.

**Figure S11. *In vitro* dose selection and effects of E034 on LPS- and H/R-induced cell injury, inflammation, and pyroptosis.** (a) Cell viability assay of mTECs treated with different concentrations of E034 (n=6, one-way ANOVA). (b) Effect of E034 on the degradation rate of Stat3. (c) Western blot analysis of Stat1, Stat3, Stat5 and Stat6 LPS-induced cells treated with 0.1, 0.2 and 0.4 μM E034. (d) IF staining of Kim1 in LPS-induced cells treated with 0.1, 0.2, and 0.4 μM E034 (Scale bar = 50 μm). (e) ELISA for determining Il-18 levels in the supernatant of LPS-induced cells treated with 0.1, 0.2 and 0.4 μM E034 (n=3, one-way ANOVA). (f) Western blot analysis of Kim1, p-65, and p65 H/R-induced cells treated with 0.4 μM E034. (g-h) Real-time PCR analysis of Kim1, Mcp-1 and Tnf-α mRNA levels H/R-induced cells treated with 0.4 μM E034 (n=3, one-way ANOVA). (i-j) ELISA for determining Il-1β and Il-18 levels in the supernatant of H/R-induced cells treated with 0.4 μM E034 (n=3, one-way ANOVA). (Data are presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001)

**Figure S12. *In vivo* dose selection of E034 and preventive treatment strategy.** (a) Serum BUN in mice treated with different doses of E034 (n=3, one-way ANOVA). (b) Western blot analysis of Stat3 in mice treated with different doses of E034. (c) Schematic diagram of the preventive treatment strategy. (d) Serum BUN in CLP-induced AKI mice after pre-treatment with 0.05, 0.1, and 0.2 mg/kg E034 (n=6, one-way ANOVA). (e) Quantification of tubular damage (n=6, the Kruskal-Wallis test). (f) Real-time PCR analysis of Kim1 mRNA levels in CLP-induced AKI mice after pre-treatment with 0.05, 0.1, and 0.2 mg/kg E034 (n=6, one-way ANOVA). (g) IHC staining of F4/80+ macrophage infiltration in CLP-induced AKI mice after pre-treatment with 0.05, 0.1, 0.2 mg/kg E034. (h) ELISA was used to determine Il-18 levels in the serum from CLP-induced AKI mice after pre-treatment with 0.05, 0.1, and 0.2 mg/kg E034 model (n=6, one-way ANOVA). (Scale bar = 50 μm; Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001)

**Figure S13. Treatment strategy with E034.** (a) Schematic diagram of the treatment strategy. (b) Serum BUN in CLP-induced AKI mice treated with 0.2 mg/kg E034. (c) PAS staining of kidney sections of CLP-induced AKI mice treated with 0.2 mg/kg E034 (Scale bar = 50 μm). (d) Quantification of tubular damage. (e) ELISA for the determination of Il-1β levels in the serum from CLP-induced AKI mice treated with 0.2 mg/kg E034 (n=6; Data were analyzed using one-way ANOVA and are presented as mean ± SEM. **P < 0.01, ****P < 0.0001.)

**Figure S14. E034 exhibits minimal toxic side effects on other organs.** (a) Serum AST and ALT levels after treatment with 0.2 mg/kg E034. (b) H&E staining of the heart, liver, spleen and lungs after treatment with 0.2 mg/kg E034. Scale bar = 200 μm. (n=6; Data are presented as mean ± SEM; one-way ANOVA)

**Figure S15. Graphic summary**

**Figures S16-23** are included in the **Reagent Validation file.**

**Tables S1-6** are included in the **Reagent Validation file.**

**Table S7.** **The clinical characteristics of the patients with AKI in this study**

How the deposited data were processed for this re-analysis (not part of the article)

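The data are RNA-seq libraries of mTECs, 3 labelled LPS and 3 labelled LPS with Stat3 silenced, each from a separate culture treated with LPS at 20 μg/ml for 24 h. The sample labels give the group and the replicate number of each library, and the columns of the deposited table carry the same names. The ChIP-seq samples and the real-time PCR, western blot and animal experiments of the study were not analysed here. Some genes covered by the rules and lists below are not reported here by name.

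The authors deposited FPKM values, with 1 value per gene and library and no pooling of replicates. Neither the paper nor the labels name the aligner, the counting tool, the genome build, the gene models or any filter. Of the 22442 gene identifiers, 22399 matched a symbol in the GENCODE M21 annotation of GRCm38, 43 did not, and 21783 are protein-coding there.

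FPKM values do not state their depth, so the fragments behind them were worked out. Each value was multiplied by a gene length and a library total, and the totals were those that the largest number of genes gave as whole numbers. With these totals, the values of 100% of the 16837 genes above 0 were whole fragments, 16454 of them (97.7%) at the merged coding length or up to 10 bases more and 383 at another length found by search. As a check on chance, 0% of the 16454 genes came out whole with the totals raised by 0.1%. The 383 genes with a searched length were not part of this check, so that their whole values may be due to the free choice of length. The totals lay between 24084827 and 25422171 fragments. Because the depth was so even, no group had a more precise estimate from depth alone. For a gene with few fragments the counting error is large, and a group whose libraries all had 3 or fewer was treated as being at the floor, so that a fold change against it is a lower bound.

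Tests on genes used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), for genes with a mean FPKM of at least 0.5, without covariates and with Benjamini-Hochberg adjustment at 0.05. A second count used an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. Exact permutation tests were two-sided over the 20 assignments of 3 labels to 6 libraries. The groups keep their labels throughout, since Stat3, the targeted gene, was not lower in the libraries labelled Stat3-silenced.

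Gene lists were scored with a weighted running sum on the signal-to-noise ratio in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, against 10000 random lists, and with limma's camera (correlation 0.01) and fry. The lists scored were the genes of Fig. 4h and lists of pyroptosis genes, interferon-stimulated genes, inflammation genes and Stat3 targets. Lists of immune cell markers, tubule markers and housekeeping genes, and the genes of Fig. 4c and 4d, were summarised gene by gene. The lists other than those of the figures, the tests, the filter, the pseudocount and the alternatives were fixed before the data were examined, except for the voom fit named below.

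Genes are named by a rule fixed at the same time. It takes Stat3, each gene named in Fig. 4c, 4d, 4e and 4h, and a fixed set of genes the study measured in mTECs or, for Lcn2 and Il6, in mice. It adds, among genes with an adjusted p under 0.05 and groups that do not overlap, the 5 with the largest rise and the 5 with the largest fall. Irf9, Stat2, Irf7, Ifit2, Ifit3, Ifnb1, Ccl20, Cxcl1, Cxcl2, Cxcl5, Csf1, Ccl5, Socs3 and Hmga2, and the single markers and Stat3 targets named with the lists, were chosen after their values were seen.

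To find interferon-stimulated genes whose fragments other genes could share, their coding sequences in GENCODE M21 were searched for stretches of 31 bases that occur in a transcript of another gene on either strand.

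The alternatives were pseudocounts of 1 and 0.01, filters at a mean FPKM of 1 and 0.1 and no filter, quantile normalization, centring of each library on its median, eBayes without trend, the replicate number as a block, and the omission of each library in turn. For the lists, another ranking metric, another filter and the omission of interferon-stimulated genes were also tried. A fit with limma's voom on the recovered fragments was added after the data were examined.

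The limma fit was tested on simulated data with a coefficient of variation of 10% between replicates. It recovered 194 of 195 changed genes (99.5%) with the right sign and called 13 unchanged genes of 11709 tested, and 0 when no gene was changed. Every planted change was at least 1 in size on the log2 scale, a size that 56 of the 379 genes reached. The recovery of smaller changes was therefore not tested. The list score was tested on 40 random lists, of which 1 had a p under 0.05. Figures were drawn with matplotlib 3.10.9.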

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

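The lists, the limma fit, the list scores and the alternatives other than voom were fixed before the data were examined. Of the checks of possible sources in this part, those of GC content and gene length were set before their results were seen. The other checks of sources were chosen only after. The groups are the libraries labelled LPS and the libraries labelled Stat3-silenced, and every direction below rests on labels that the Stat3 transcript does not bear out.

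The paper does not discuss interferon-stimulated genes as a group. On the list of 69 such genes, 32 genes that the paper does not name were lower in the libraries labelled Stat3-silenced, with an adjusted p under 0.05 in limma and groups that did not overlap. With the genes the paper does name, 39 of the 63 tested genes passed over all genes tested, all lower. Adjusted over the list alone, which takes in the 67 of its genes above 0, 48 passed, all lower but Ifit2. The score of the list was −0.905, with the smallest p that random lists can give (0.0001) and an exact label p of 0.1, the smallest that 3 libraries against 3 allow. Of the 38 genes of the pyroptosis list above 0, 5 are also on this list, as are 6 of the 18 genes of Fig. 4h and 4 of the 7 of Fig. 4d. The 5 largest falls among the 379 genes past the threshold were Usp18, Xaf1, Ifit1, Apol9a and Oas1b, with log2 fold changes of −3.83, −3.66, −3.54, −3.23 and −3.09. Apol9a and Oas1b have close relatives, so that their own values are uncertain, and the call of Oas1b was lost under some alternatives (adjusted p from 0.00865 to 0.139 with all 6 libraries, and 0.150 without replicate 3 of the libraries labelled LPS). Irf9, Irf7 and Stat2, which act in the response to interferon, had log2 fold changes of −1.94, −2.55 and −0.52. The adjusted p of Stat2 reached 0.0680 without replicate 3 of the libraries labelled LPS. Ifit2 was an exception at 0.25 (adjusted p = 0.0709 from limma), and Ifit3, which has a close copy, was at −0.08 (adjusted p = 0.365).

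The tables argue against several technical sources of this fall. The median log2 fold change of the 63 tested genes was −1.08. It was −1.06 after each library's trend with GC content and coding length was removed, and −1.05 after quantile normalization, so that neither these trends nor the scaling of the libraries carries it. Of the 63 genes, 28 have a coding sequence with no stretch of 31 bases that also occurs in an annotated transcript of another gene. Their median was −1.19, with 27 lower and 1 higher, and 19 of them were lower with an adjusted p under 0.05, which argues against reads shared between paralogs as the source. The other 35 had a median of −0.93.

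Scatter between replicates is argued against by the 39 genes of the interferon list past the threshold and by the rotation p-value of the list in limma's fry (1.34e-05). Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a median as large, the split by the labels itself. The other 9 gave at most 0.45 in size and 0 genes of the whole table with an adjusted p under 0.05, with 230 to 797 at an unadjusted p under 0.05. The count of splits alone cannot give a share under 0.1.

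Some explanations stay open. A hypothesis is that the negative control transfection induced interferon more than the RNA against Stat3 did, which could raise these genes in the libraries labelled LPS. Ifnb1 had 2, 2 and 16 fragments there and 0, 0 and 1 in the others, at least 2.25-fold lower, with an adjusted p of 0.277 from limma. Most of these fragments came from replicate 3 of the libraries labelled LPS, without which no limit remains, and cells without transfection were not analysed here, so that this response and an effect of Stat3 itself cannot be told apart. The biological explanation given by the design, less Stat3, stays untested, since the Stat3 transcript did not differ. None of these checks can tell the labels apart from another difference in how the groups were cultured or prepared.

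On the list of 30 inflammation genes, 5 genes that the paper does not name (Ccl20, Cxcl1, Cxcl2, Cxcl5 and Csf1) were higher in the libraries labelled Stat3-silenced, with an adjusted p under 0.05 in limma and groups that did not overlap. Their log2 fold changes were 1.04, 0.42, 0.54, 0.80 and 0.24. With Lcn2, 6 of the 26 tested genes were past the threshold over all genes tested, all higher. Adjusted over the list alone, 14 passed, among them Ccl5, Tnfaip3, Csf2 and Ptgs2, which were lower. Over all genes tested, voom called 8 genes of the list higher and 3 lower. With a pseudocount of 1, or without replicate 1 of the libraries labelled LPS, 1 lower gene passed. The same held without replicate 1 or 2 of those labelled Stat3-silenced. The list went both ways, with 20 tested genes higher and 6 lower. The lower ones include Ccl5, which went from 6.02 ± 2.06 to 1.13 ± 0.857 FPKM (SD, n = 3 each; adjusted p = 0.0859 from limma), with as few as 1 fragment in a library. The score of the list was 0.490 (p = 0.0670 by permutation of genes, adjusted p = 0.0837, exact label p = 0.1), not past the threshold. After the trend with GC content and coding length was removed, 6 genes of the list were still past the threshold, and after quantile normalization also 6, which argues against both as the source. Of the 10 splits of the libraries, 1 gave as many genes of the list, the split by the labels, and the other 9 gave 0, with between 230 and 797 genes of the whole table at an unadjusted p under 0.05. The count of splits alone cannot give a share under 0.1, while the adjusted p from limma of Ccl20 (5.42e-05), Cxcl2 (9.20e-05) and Cxcl5 (1.18e-04) argues against scatter between replicates as the source for these genes. An effect of the transfected RNA and an effect of Stat3 stay open as explanations, and neither was tested. Any other difference in how the groups were cultured or prepared would carry the same labels, so that it stays open too.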

How the results depend on the processing

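The voom fit on recovered fragments was chosen after the data were examined. It took the place of the planned edgeR test on recovered reads, which was not run because the values are FPKM. The other alternatives were planned.

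Across the 10 alternatives that kept all 6 libraries and the 6 fits that each left out 1 library, 22 of the 29 single genes past the threshold stayed past it, out of 69 genes followed. Among them are Slfn2, Cxcl10, Ifi44, Slco4a1, Usp18 and Ifit1, and Trim21 with log2 fold changes from −1.15 to −0.90 and adjusted p from 0.00105 to 0.0355. Under the 9 alternatives with all 6 libraries and no block, 5 genes lost the threshold and 2 gained it, and with 1 library left out 7 lost it. The 4 of 7 genes of Fig. 4d past the threshold over all genes tested numbered 4 under each alternative.

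The count of genes with an adjusted p under 0.05 was 379 (51.5% lower). Without trend in eBayes it was 140, with 84 lower and 56 higher (60% lower), and 129 of these genes are among the 379. With voom it was 598, with 315 lower and 283 higher, and 352 are shared. The fits that each left out 1 library gave 158 to 357 genes, with 80 to 154 lower and 76 to 203 higher. The count was 158 without replicate 3 of the libraries labelled LPS, and 176, 190 and 168 without replicates 1, 2 and 3 of the libraries labelled Stat3-silenced. Fewer libraries enter these fits. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the count of 124 became 49 with a pseudocount of 1, which shrinks the fold change of low genes. It became 209 with a mean FPKM of at least 0.1 and 256 with no filter, as more low genes entered, and 109 to 218 with 1 library left out (218 without replicate 1 of the libraries labelled LPS). The balance of lower and higher genes moved as well in these fits, between 61 and 87 lower and between 30 and 131 higher. Without replicate 1 of the libraries labelled LPS 87 were lower and 131 higher, and without replicate 3 of them 74 and 37. Without replicate 3 of those labelled Stat3-silenced 81 were lower and 30 higher. At an absolute log2 fold change of at least 0.85, it was 162. Scaling moved the median log2 fold change of all genes little, from −0.01 to 0.00 after centring.

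Stat3 was not past the threshold under any of these settings, with a log2 fold change from −0.017 to −0.0081 with all 6 libraries and from −0.064 to 0.044 with 1 left out. The sign of the Stat3 knockdown value changed without replicate 1 (0.0046) or 3 (0.018) of the libraries labelled LPS and without replicate 1 of those labelled Stat3-silenced (0.044). Of the genes not past the threshold, Rela went from 0.00067 to −0.011 under quantile normalization. With 1 library left out, 11 genes changed sign, all without a call. Their ranges were −0.020 to 0.022 for Rela, −0.33 to 0.51 for Gsdmd, −0.095 to 0.0047 for Ep300, −0.010 to 0.086 for Crebbp, −0.044 to 0.043 for Stat6, −0.033 to 0.071 for Stat5b, −0.28 to 0.025 for Stat5a, −0.54 to 0.18 for Tnf, −0.65 to 0.51 for Il18, −0.055 to 0.17 for Socs3 and −0.049 to 0.25 for Havcr1. The causes were not tested.

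The interferon list kept its direction and its call under each alternative (score from −0.94 to −0.89), and so did the genes of Fig. 4h (−0.91 to −0.75). Both also passed in limma's camera and fry, with rotation p-values of 1.34e-05 and 1.24e-04 in fry. The pyroptosis list had an unadjusted p of 0.0322 by permutation of genes, while its adjusted p over the 5 lists, 0.0537, was not under 0.05. Its score was −0.655 (p = 0.0042 by permutation of genes) among genes with a mean FPKM of at least 0.5. Its unadjusted p was no longer under 0.05 with the log2 fold change as ranking metric (−0.494, p = 0.0549 by permutation of genes), in camera (p = 0.0966), in fry (p = 0.0605) and without its interferon-stimulated genes (−0.329). With 1 library left out its score lay between −0.539 and −0.359, with p from 0.0205 to 0.343. The p was over 0.05 without replicate 2 (−0.359) or 3 of the libraries labelled LPS and without replicate 1 or 3 of those labelled Stat3-silenced. The inflammation list, with an unadjusted p of 0.0670, had one under 0.05 among genes with a mean FPKM of at least 0.5 (0.607, p = 0.0084 by permutation of genes), in camera (p = 2.81e-06) and in fry (p = 1.15e-04), but not with the other alternatives apart from the block, nor with 1 library left out (0.434 to 0.517). The Stat3 target list had an unadjusted p under 0.05 under no alternative but the block. With 1 library left out it lay between −0.514 and −0.184. The causes were not tested.

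The replicate numbers do not pair the libraries. Libraries with the same number had deviations that correlated at −0.02, 0.00 and −0.04. With the replicate number as a block, 213 genes had an adjusted p under 0.05, 108 lower and 105 higher, 205 of them among the 379, and 6 single genes lost the threshold. With the block as ranking fit, the inflammation list scored 0.740 and the Stat3 target list −0.481 (p = 0.0471 by permutation of genes).

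Depth limits the low genes. Of the 18 genes of Fig. 4h, 5 had a mean FPKM under 0.5, and so had 3 of the 7 of Fig. 4d, where a change of a few fragments sets the fold change.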

Differences from the paper's values

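Fig. 4a shows about 160 genes from RNA-seq, read by eye, and the paper's text does not name the threshold. At an adjusted p under 0.05 the count here was 379. Of the alternatives set before the data were examined, eBayes without trend (140), the replicate block (213) and the fits without replicate 3 of the libraries labelled LPS (158) or without replicate 1 (176), 2 (190) or 3 (168) of those labelled Stat3-silenced came within 1.5 times the paper's number. The pseudocounts of 1 (382) and 0.01 (373), the filters at a mean FPKM of 1 (384) and 0.1 (356), no filter (266), quantile normalization (361), centring (377) and the fits without replicate 1 (357) or 2 (288) of the libraries labelled LPS did not. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 the count was 124, and at one of at least 0.85, also set before the data were examined, it was 162. All these counts use a scale with a pseudocount. Those of 124 and 162 also use the filter at a mean FPKM of 0.5, which leaves out Mrc2, Xkr6 and Baiap3 of Fig. 4d. They are therefore not counts by the paper's rule.

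The fold changes of the 7 genes of Fig. 4d and the 6 others with a readable position in Fig. 4c matched the log2 ratio of mean FPKM without a pseudocount rather than the log2(FPKM + 0.1) scale. The scale of this ratio was taken after the match was seen. All of these genes had a ratio of at least 1.01 in size, the least for Ctsm, and no count of genes was made on this scale. On it, the value of Slfn2 here was −1.03 against about −1.0 in Fig. 4c, and that of Cyp2c39 was −2.13 against about −2.1 in Fig. 4c, and −1.32 on the log2(FPKM + 0.1) scale.

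The paper states that Stat3 was silenced in mTECs, from real-time PCR (Fig. S4a) and western blot (Fig. S4b) of other cultures. Its Fig. 4i also follows Stat3 mRNA by real-time PCR for up to 24 h of LPS, with and without the knockdown. In these libraries the Stat3 transcript had a log2 fold change of −0.01 (adjusted p = 0.944 from limma) between the libraries labelled Stat3-silenced and those labelled LPS. The paper's real-time PCR of other cultures shows lower Kim1, Mcp-1, Tnf-α and Il-1β after silencing with LPS. Here the log2 fold changes of Havcr1 (Kim1), Ccl2 (Mcp-1) and Il1b were 0.13, 0.46 and 0.70, none past the threshold (adjusted p = 0.718, 0.0793 and 0.527 from limma). Tnf had 1, 5 and 1 fragments in the libraries labelled LPS and 3, 0 and 2 in the others, too few for a direction.

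The paper reports 7 genes as lower in transcript level. Of these, Mrc2 and Xkr6 passed here when adjusted over the list alone and not over all genes, and Baiap3 passed under neither. With voom, a fit chosen after the data were examined, 7 of the 7 passed over the list alone. The paper states a correlation with the pyroptosis pathway. The pyroptosis list used here had an adjusted p of 0.0537 over the 5 lists tested, and its members are not those of the paper's set.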

Other observations

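In this part, the test of low expression for the 124 genes and those of the 10 most abundant genes, of GC content and gene length, of immune cell markers and of the pyroptosis list without its interferon-stimulated genes, and the count of splits for all genes, were set before their results were seen. The tests on Stat3, that of low expression for the 379 genes and that of the Fig. 4h list without its interferon-stimulated genes were chosen only after.

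Stat3 was not lower in the libraries labelled Stat3-silenced. Too few fragments on Stat3 are argued against by 1775 to 2013 fragments per library and by an interval that excludes a fall of more than 11.2%. A library exchanged between the groups is argued against by the interferon list, whose median was −1.08 with the labels as given, while the other 9 splits of the libraries reached at most 0.45 in size. An exchange of the names of the groups would make Stat3 higher in the libraries labelled Stat3-silenced, and the upper end of its 95% interval was 0.14 on the log2 scale. Lower Stat3 activity without less Stat3 RNA stays open as a hypothesis. The list of 30 Stat3 targets went both ways, with 18 of 28 tested genes lower and 10 higher, and its score was −0.325 (p = 0.530 by permutation of genes, exact label p = 0.6). Over all genes tested 2 of them passed, Timp1 at −0.23 and Klf6 at −0.17 on the log2 scale, and 4 passed adjusted over the list alone. Neither passed over all genes tested without replicate 3 of the libraries labelled LPS or without any 1 of those labelled Stat3-silenced. Socs3, another target, was at 0.06 (adjusted p = 0.873 from limma). These values say nothing on the Stat3 protein, which was not measured in these libraries.

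For the 379 genes with an adjusted p under 0.05, several technical sources were weighed. With each library centred on its median, 377 genes passed, and the 10 most abundant genes took a similar share in both groups, so that a few genes taking most of the FPKM total do not account for them. Low expression is argued against for the 379 genes, of which 68.9% had a mean FPKM over the median of the tested genes (21.5). It stays open for the 124 genes at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, of which 56 are among the 379. Of the 124 genes, 78.2% had a mean FPKM of at least 1 against 94.1% of the tested genes, a share that the filter at 0.5 nearly fixes, and 11.3% lay over the median of the tested genes. After the trend of each library with GC content and coding length was removed, 559 genes passed against 380 before in the same 11715 genes, and 363 were shared. The correction raised the count, close to the limit of 1.5 times set for this test, and it kept most of the calls, which argues against this trend as their source. Of the 10 splits of the libraries, 1 gave as many genes, the split by the labels. The other 9 gave 0, with 230 to 797 genes at an unadjusted p under 0.05 against 2058. The count of splits alone cannot give a share under 0.1, and the adjusted p-values themselves argue against scatter between replicates as the source of most of these genes. They do not exclude a difference in culture or preparation between the groups, which would carry the same labels.

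The score of the pyroptosis list was below 0 with an adjusted p of 0.0537 over the 5 lists. A hypothesis is that its interferon-stimulated genes carry this score. Without them, the score of the list had a p of 0.471 against random lists, while the interferon list itself kept the smallest p they can give (0.0001). This is consistent with the hypothesis for that list. For the genes of Fig. 4h, the score without the 6 interferon-stimulated genes was −0.816 with a p of 0.00080 by permutation of genes. As the paper's text does not say how that list was chosen, this value cannot tell whether the other 12 genes fell on their own account. RNA from immune cells in the libraries labelled LPS was weighed with the most abundant immune cell markers. Cd14, Csf1r and Lyz2 had means of 64.0, 24.4 and 21.6 FPKM there and 73.3, 33.3 and 21.4 in the libraries labelled Stat3-silenced. Their median log2 fold change was 0.19, but the markers went both ways, and a high level in both groups would hide a small share of such cells. Cd68 went from 13.7 to 11.1 FPKM (log2 fold change −0.30, adjusted p = 0.197 from limma), and Klrd1 and Cd79a, with at most 13 and 6 fragments per library, were at −1.08 and −1.03 (adjusted p of 0.260 and 0.272). In these 3 genes, named after their values were seen, the groups did not overlap. This source therefore stays open.

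Of the 15 immune cell markers, 9 had a mean FPKM of at least 0.5 in these cultures and were tested, 4 lower and 5 higher. Csf1r was past the threshold (0.45, adjusted p = 0.0208 from limma). This call was lost without trend in eBayes, without replicate 3 of the libraries labelled LPS, or without any 1 of those labelled Stat3-silenced. Adjusted over the list alone, 2 passed. Of the 18 tubule markers, 11 were tested. Aqp1, Pax2, Pax8 and Cdh16 were higher past the threshold (log2 fold changes of 0.93, 0.60, 0.39 and 0.27) and Krt18 lower (−0.15), and 5 passed adjusted over the list alone. Over all genes tested the number of tubule markers past the threshold went from 5 to 1, a higher one, without trend in eBayes. It went to 2 without replicate 3 of the libraries labelled LPS or replicate 3 of those labelled Stat3-silenced, and to 3 without replicate 2 of the latter. Of the 12 housekeeping genes, 0 passed over all genes tested and 1 adjusted over the list alone.

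The 5 largest rises among genes past the threshold with groups that did not overlap were 1700016C15Rik, Gm11992, Ppbp, Map3k7cl and Smim1, with log2 fold changes of 1.64, 1.38, 1.23, 1.16 and 1.14. The call of Gm11992 was lost with any 1 library left out (adjusted p from 0.0527 to 0.147), and that of Smim1 with some (up to 0.159). Both highest values came without replicate 1 of the libraries labelled Stat3-silenced. Both calls were also lost under some alternatives with all 6 libraries, with adjusted p of up to 0.101 and 0.158. Hmga2 fell from 335 ± 12.2 to 189 ± 6.63 FPKM (SD, n = 3 each), by 0.82 on the log2 scale (adjusted p = 2.44e-05 from limma).

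Lcn2 and Il6, which the study measured in mice, were followed together with genes it measured in other mTEC cultures. Lcn2 rose from 719 ± 19.0 FPKM in the libraries labelled LPS to 999 ± 11.7 in those labelled Stat3-silenced (SD, n = 3 each), a log2 fold change of 0.47 (adjusted p = 1.55e-04 from limma). Il6 had 0, 0 and 8 fragments against 0, 0 and 0. Nlrp3 had 1 to 15 fragments per library and a log2 fold change of 0.45 (adjusted p = 0.681 from limma), and Il18 had 1 to 16 fragments and one of −0.21 (adjusted p = 0.925). Ep300, Crebbp and Rela had log2 fold changes of −0.04, 0.03 and 0.00, within the spread between replicates, and Stat5a one of −0.13 (adjusted p = 0.846).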
